# Evolutionary shifts in gene expression decoupled from gene duplication across functionally distinct spider silk glands

**DOI:** 10.1038/s41598-017-07388-1

**Published:** 2017-08-21

**Authors:** Thomas H. Clarke, Jessica E. Garb, Robert A. Haney, R. Crystal Chaw, Cheryl Y. Hayashi, Nadia A. Ayoub

## Abstract

Spider silk synthesis is an emerging model for the evolution of tissue-specific gene expression and the role of gene duplication in functional novelty, but its potential has not been fully realized. Accordingly, we quantified transcript (mRNA) abundance in seven silk gland types and three non-silk gland tissues for three cobweb-weaving spider species. Evolutionary analyses based on expression levels of thousands of homologous transcripts and phylogenetic reconstruction of 605 gene families demonstrated conservation of expression for each gland type among species. Despite serial homology of all silk glands, the expression profiles of the glue-forming aggregate glands were divergent from fiber-forming glands. Also surprising was our finding that shifts in gene expression among silk gland types were not necessarily coupled with gene duplication, even though silk-specific genes belong to multi-paralog gene families. Our results challenge widely accepted models of tissue specialization and significantly advance efforts to replicate silk-based high-performance biomaterials.

## Introduction

Spiders (Araneae) owe their ecological success as keystone predators^1, 2^ in large part to their usage of silk^3–5^. Orb-web and cobweb weaving spiders (Araneoidea) possess multiple morphologically distinct gland types, each synthesizing a task-specific fiber or glue^6^ (Fig. 1). The material properties of spider silks are impressive, including draglines that can rival the tensile strength of steel, capture spiral filaments that can extend 300%^7, 8^, and glues that surpass synthetic glue in maintaining adhesiveness across a range of environmental conditions^9^. Because spider silks are primarily composed of proteins, they are prime targets for developing biomimetic materials through recombinant technology for industrial and medical use^10–12^. Attempts to spin artificial silks have improved in recent years, but knowledge of the molecular processes underlying silk production remains limited.

**Figure 1:**
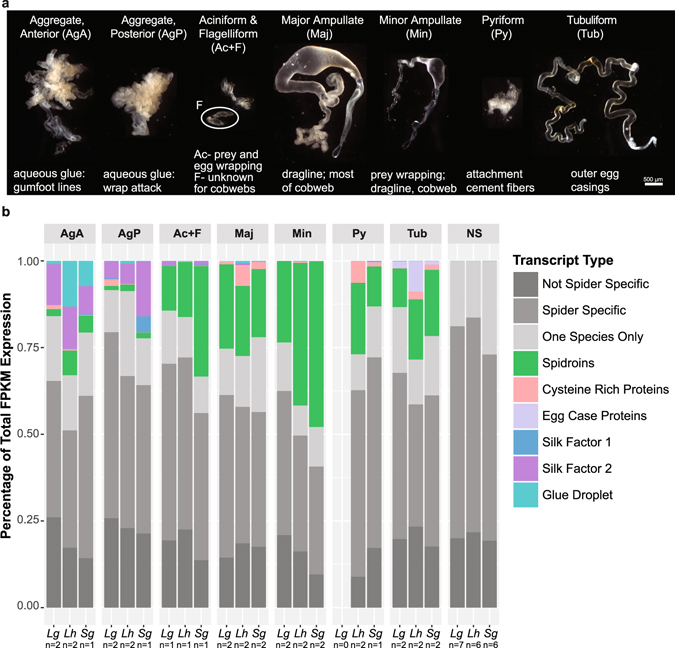
Spider silk gland sampling and proportion of total expression in spider tissues due to known silk structural protein encoding transcripts. (**a**) Representative images of silk gland types sampled (images from *L*. *geometricus*). Functions of each glands’ silk secretions also shown^31, 32, 51, 63^. Flagelliform glands synthesize the axial fiber of the capture spiral in orb-web weavers, but have an unknown function in cobweb weavers. Flagelliform glands are approximately the same size as aciniform glands in *Latrodectus* and *Steatoda*; the single pair of flagelliform glands was included with the multitude of aciniform glands in which they were nestled (Ac + F). (**b**) Proportion of total mean FPKM (fragments aligned per thousand base pairs per million aligned fragments) shown for transcripts classified according to BLASTX homology to known spider silk structural proteins (colors, see Supplementary File 1); only a spider non-silk structural protein (light grey); or to a protein found outside of spiders (dark grey, see Supplementary File 2). Transcripts without a BLASTX alignment to published proteins and that did not align with any other species’ transcripts using BlastClust are shown as “One Species Only” (lightest grey). *Lg* = *Latrodectus geometricus*, *Lh* = *L*. *hesperus*, *Sg* = *Steatoda grossa*. n = number of biological replicates for each tissue type (see also Supplementary Fig. S1). Multiple individuals were combined to generate sufficient RNA for each replicate.

Spider silk synthesis also presents a valuable model for studying the evolution of tissue-specific gene expression and the role of gene duplication in functional novelty. Thus far, transcriptome evolution in specialized tissues has primarily been examined in mammals^13–19^. These studies largely found that gene expression profiles of thousands of orthologous genes were most similar among homologous tissues from different species, supporting a long held assumption that conserved patterns of gene expression “underlie tissue identity in mammals”^16^. However, one study found that different tissues tend to group within species^18^, questioning this basic premise. Another analysis suggested that it is not whole transcriptomes, but the expression of select sets of genes that explain mammalian tissue specialization^15^. These patterns should be examined in non-mammalians. An additional limitation of these studies is they exclusively relied on expression of strictly orthologous genes (derived from speciation), though sequence and expression divergence of paralogous genes (derived from gene duplication) are critical components of evolving new tissue functions^20, 21^.

Spider silk glands are serial homologs (duplicated anatomical units that develop at different positions within the spider’s abdomen)^22^ that have diverged in morphology and function over evolutionary time^23^ (Fig. 1a). Expression divergence is thought to be an important component of functional divergence for spider silk glands^24^. Specifically, the spidroin gene family encodes structural constituents of fibers and glues; different spidroin paralogs are primarily expressed in different gland types in association with divergent fiber functions^6, 24–26^, suggesting that the spidroin gene family co-evolved with glandular specialization^27^. For instance, tubuliform silk glands likely develop from aciniform silk glands^23, 28^ and the tubuliform spidroin (*TuSp*) and aciniform spidroin (*AcSp*) are sister paralogs^29^. The importance of gene duplication for spider silk synthesis is further supported by the finding that thousands of non-spidroin genes with silk gland specific expression come from larger than average gene families^30^. However, the relationship among morphological specialization of silk glands, gene duplication, and gene expression evolution has only been investigated for spidroins.

Here, we address these issues by profiling gene expression patterns across the different silk glands and non-silk gland tissues of three cobweb weaving spider species (Theridiidae). We focus on theridiid spiders because they belong to the Araneoidea, which possess the most diverse silk gland types for spiders. Additionally, theridiid spiders have recently specialized silk glands: the two pairs of glue-forming aggregate glands have diverged in morphology and likely function^31, 32^ (Fig. 1a). Our goals were to characterize all proteins and molecular processes contributing to silk synthesis at a gland-specific level and to test predicted patterns of transcriptome evolution for specialized tissues. First, if conserved gene expression networks are important for silk gland specialization, we predict that homologous silk gland types of the three species should group together based on gene expression levels, rather than different tissues grouping by species. Second, because silk glands are serial homologs, we predict they would group together to the exclusion of other tissue types. Furthermore, if gene expression evolution is largely neutral, similar to mammalian tissues^14, 19^, then patterns of shared gene expression among different silk gland types should reflect the evolutionary addition of those gland types. Because gene duplication is important for silk-specific functions, we suspected that orthologous genes may not capture these predicted patterns. We thus examined expression levels of (1) all orthologous genes, and (2) families of orthologs and paralags that included genes more abundantly expressed in silk glands than other tissues. We also reconstructed evolutionary shifts in gene expression among tissue types for hundreds of gene families to test if shifts between silk gland types were more likely to occur after gene duplication, as expected based on the patterns of gene expression and molecular evolution of the spidroin gene family. Our results expand models of the evolution of tissue specialization and will improve efforts to artificially recreate spider silks.

## Results

### Silk structural protein-encoding gene families differentiate glue-forming from fiber-forming gland types

We measured transcript abundance in the individual silk gland and non-silk gland tissues, including the cephalothorax (fused head-body), venom glands, and ovaries of adult females, using high-throughput sequencing of RNA (see Figs 1 and S1, & Clarke *et al*.^30^ for tissue sampling, library construction, sequencing, and transcriptome assembly). 

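The libraries were sequenced as read pairs and aligned by the authors to the transcriptome of each species. The authors deposited 2 kinds of value. The first is RSEM's expected count, the estimated number of reads that come from each transcript, for 62 libraries. The second is normalized FPKM, for 53 of these libraries. Of the 53 libraries, 34 came from single silk gland types and 19 from cephalothoraxes, ovaries or venom glands. The remaining 9 libraries were 1 library of combined silk glands and 2 whole-male libraries per species. *L. geometricus* had 11 silk gland libraries from 6 gland types, pyriform glands being absent. *L. hesperus* had 13 and *S. grossa* 10, from 7 gland types each. Aciniform and flagelliform glands were sequenced together (Ac + F), with 1 library per species. In *S. grossa* the pyriform, anterior aggregate and posterior aggregate glands also had 1 library each, and every other gland type had 2. Replicates are different spiders, pooled for silk glands, ovaries and venom glands and single for cephalothoraxes where the label is known, so the spread between them includes both biological and technical variation.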

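The expected counts of a silk gland library summed to between 1288157 and 12326124 in *L. geometricus* (median 7378212), between 3695205 and 11020048 in *L. hesperus* (median 7749094) and between 5104272 and 15026751 in *S. grossa* (median 8617725, 9 libraries). The tenth silk gland library of *S. grossa*, from anterior aggregate glands, summed to 284191. Its count column lists 1787 transcripts above 0, whereas the FPKM column of the same library lists 42129. Totals for non-silk tissues ran from 3743934 to 25912882, from 4091337 to 37020327 and from 1918283 to 32159411 in the same order of species. The count tables hold 141036, 178498 and 148536 transcripts, and the FPKM tables 94722, 111150 and 95446. RSEM divides reads that align to several transcripts among them, so the value of a single member of a family of close paralogs is uncertain by an amount that the tables do not give. The share of expression of a class of transcripts was computed as its summed FPKM over the total FPKM of the library. For a gland type, it was computed from the mean FPKM of its libraries.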

We sequenced two biological replicates for most tissue types in each of our focal species, *Latrodectus hesperus*, *L*. *geometricus*, and *Steatoda grossa*, resulting in over 1 billion high quality, non-ribosomal sequence reads (Supplementary Fig. S1).

The specialized functions of the silk glands have largely been ascribed to a handful of known silk structural proteins^24, 25^ (Figs 1b and 2). We confirmed that the five gland types known to synthesize fibers in cobweb weavers express at least one spidroin paralog (10–50% of total mean FPKM, fragments aligned per thousand base pairs per million aligned fragments). Each of these gland types expresses the expected paralog in each of our three species (e.g. *AcSp* is almost exclusively expressed in aciniform glands, *PySp* in pyriform glands, etc.; Fig. 2a). 

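The share was summed over the transcripts that Supplementary File 1 assigns to a spidroin class. Of the 623 transcripts in that file, for all classes and species together, 585 are in the count tables and 533 in the FPKM tables, and only the latter enter a share. Spidroins made up 15.1% of mean FPKM in the Ac + F library of *L. geometricus*. In its other fiber-forming glands they made up 22.6% in major ampullate (SD 0.917 between the shares of 2 libraries), 27.7% in minor ampullate (SD 2.35, n = 2) and 12.2% in tubuliform glands (SD 2.87, n = 2). The values for *L. hesperus* were 19.8% in Ac + F, 18.0% in major ampullate (SD 2.44, n = 2), 34.3% in minor ampullate (SD 5.89, n = 2), 21.7% in pyriform (SD 11.0, n = 2) and 17.7% in tubuliform glands (SD 0.881, n = 2). *S. grossa* had 36.9% in Ac + F and 14.1% in pyriform glands, with 1 library each. Its shares were 22.6% in major ampullate (SD 10.0, n = 2), 53.2% in minor ampullate (SD 9.90, n = 2) and 22.2% in tubuliform glands (SD 0.650, n = 2). In non-silk tissues the share of mean FPKM was 0.00893% in *L. geometricus*, 0.00281% in *L. hesperus* and 0.0240% in *S. grossa*. The *S. grossa* value includes 1 cephalothorax library at 0.0908%, against 0.0209% at most in its other non-silk libraries. That of *L. geometricus* includes the first ovary library at 0.0241%, against 0.0111% at most in the others. Keeping only transcripts with their own match to a published protein, without those assigned through their cluster alone, moved the lowest of these gland shares most, to 4.27%. Expected counts (CPM) in place of FPKM moved the highest most, to 36.7%.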

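The share of a paralog's silk gland FPKM in its own gland type was its mean FPKM there over the sum of its means across all gland types of the species. For *AcSp* in Ac + F glands this share was 99.8% in *L. geometricus*, 98.7% in *L. hesperus* and 99.2% in *S. grossa*. The 1 library per species cannot reach a p of 0.05 in an exact permutation test (two-sided p = 0.0909, 0.0769 and 0.1, the smallest values possible; adjusted p = 0.097, 0.0849 and 0.1). *MiSp* in minor ampullate glands had 99.4%, 99.7% and 99.8%, *TuSp* in tubuliform glands 93.9%, 90.8% and 77.5%, and *MaSp* in major ampullate glands 91.4%, 86.3% and 76.5%, in the same order of species. For these 3 paralogs both libraries of the gland type had a higher share of total FPKM than every other silk gland library. The two-sided exact permutation p was 0.0182 in *L. geometricus*, 0.0128 in *L. hesperus* and 0.0222 in *S. grossa*, the smallest these library numbers allow. *PySp* in pyriform glands had 98.8% in *L. hesperus* (exact permutation p = 0.0128, two-sided, 2 libraries) and 88.3% in *S. grossa* (1 library). All 32 comparisons of shares of known silk transcripts were adjusted together by the Benjamini-Hochberg method. The adjusted p was 0.0296 for the *MiSp*, *TuSp* and *MaSp* comparisons and for *PySp* in *L. hesperus*.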

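The most abundant *AcSp* transcript of *L. geometricus* (Lg3tf002549g0u) had 83002 FPKM in the Ac + F library, against a mean of 0.328 FPKM in 6 non-silk libraries. Over all silk gland libraries against all non-silk libraries its log2 fold change was 14.76 (edgeR exact test on the counts, adjusted p = 0.000154 over all transcripts tested). It was 6.97 when the Ac + F library was left out. The *L. hesperus* transcript of the same cluster (Lh3tf002549g0u) had 84404 FPKM and a log2 fold change of 13.02 (edgeR exact test, adjusted p = 1.35e-05), or 7.84 without the Ac + F library. The *PySp* transcript Lh3tf001707g2u had 126554 FPKM in pyriform glands (SD 57452, n = 2) and a log2 fold change of 15.78 (adjusted p = 1.76e-06, same test), which stayed between 14.05 and 16.66 with each library left out in turn. The *MiSp* transcript Lh3tf004495g3p reached 173687 FPKM in minor ampullate glands (SD 34490.4, n = 2). The *TuSp* transcript Lh3tf005484g0u had 117692 FPKM in tubuliform glands (SD 8486, n = 2). These transcripts belong to families of paralogs, so their separate values carry the limit of shared reads.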

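The transcripts assigned to *MaSp1* in *L. hesperus*, 8 in the FPKM table, summed to 138049 FPKM in major ampullate replicate 1 and 112166 FPKM in replicate 2. In tubuliform glands of this species they summed to 12823 and 1736 FPKM, and in anterior aggregate glands to 1114 and 12028 FPKM, replicate 1 first. Each of these 4 libraries was thus far below both major ampullate libraries, and the 2 replicates of each gland type differed from each other by more than the means of the 2 gland types did. The 1 transcript assigned to *MaSp2* in *L. hesperus* had 0 FPKM in both major ampullate libraries and 0.87 FPKM at most in any other silk gland library. Only 10 of the 14 *MaSp* transcripts of this species have FPKM values, and a further 7 with values are assigned to *MaSp* or *MiSp* jointly. This transcript alone therefore cannot show whether *MaSp2* is expressed in major ampullate glands of *L. hesperus*. In *L. geometricus*, *MaSp2* transcripts summed to 20318 and 21699 FPKM in the major ampullate libraries. All *MaSp* transcripts of *L. hesperus* together had 7.29% of their silk gland FPKM in anterior aggregate and 5.02% in tubuliform glands. In *S. grossa*, 22.8% of the *MaSp* FPKM was in the single anterior aggregate library, where the transcripts assigned to *MaSp1* had 0.22 FPKM and those assigned to *MaSp2* 135 FPKM. Nearly all of that share is thus from a *MaSp* transcript assigned to neither. *FlagSp* had 99.9% of its silk gland FPKM in Ac + F glands in *L. geometricus*, 99.1% in *L. hesperus* and 60.6% in *S. grossa*, where 36.4% was in the pyriform library.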

Some paralogs are expressed in multiple gland types (e.g. major ampullate spidroin-encoding genes, *MaSp1* and *MaSp2*, have highest expression in major ampullate glands but are also expressed in tubuliform and anterior aggregate glands of *L*. *hesperus*) confirming previous indications that not every spidroin paralog is restricted to a single gland type^33–36^. Both types of glue-producing aggregate glands are clearly distinguished from the fiber-forming glands by the paucity of spidroin production (Fig. 1b), even the aggregate-specific spidroin, *AgSp1* (formerly ASG2^37, 38^; Fig. 2a).

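Spidroins made up 20.0% of FPKM (SD 7.01, n = 7 libraries) in the fiber-forming glands of *L. geometricus* and 1.01% (SD 0.602, n = 4) in its aggregate glands. The 2 sets of libraries did not overlap (two-sided exact permutation test, p = 0.00303, the smallest possible; adjusted p = 0.0162 over 32 comparisons). The test permutes libraries, and replicates of a gland type are not independent, so this p does not measure the spread between gland types. The same holds for the other tests of fiber-forming against aggregate libraries. *L. hesperus* had 22.6% (SD 8.16, n = 9) against 4.12% (SD 2.77, n = 4), also without overlap (two-sided exact permutation p = 0.0014, adjusted p = 0.0112). *S. grossa* had 30.6% (SD 15.9, n = 8) against 3.94% (SD 2.91, n = 2). There every fiber-forming library was above both aggregate libraries, and the two-sided exact permutation p was 0.0667 (adjusted p = 0.0762), where the smallest p the design allows is 0.0222. The direction was the same in all species with expected counts, where the difference in *S. grossa* was 21.1 points (exact permutation p = 0.0444). That value rests in part on the count column of the anterior aggregate library, which has a count of 0 for abundant transcripts.
*AgSp1* made up 0.324% of FPKM in the aggregate libraries of *L. geometricus* (SD 0.378, n = 4), 3.29% in those of *L. hesperus* (SD 1.90, n = 4) and 3.15% in those of *S. grossa* (SD 2.15, n = 2). Of its silk gland FPKM, 83.9%, 96.8% and 97.1% was in aggregate glands in this order of species (two-sided exact permutation p = 0.0121, 0.0014 and 0.0222; adjusted p = 0.0296, 0.0112 and 0.0296). From the low share of spidroins the paper concludes that aggregate glands are set apart from fiber-forming glands.

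**Figure D1:**
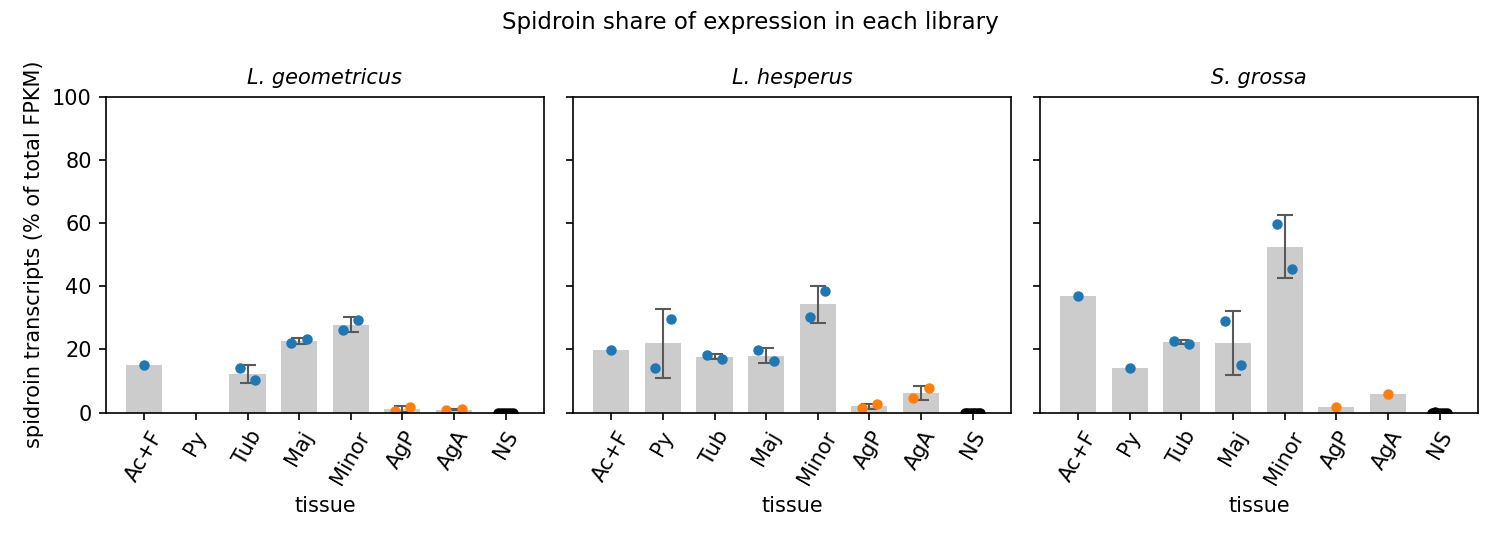
Share of total FPKM due to spidroin transcripts (%, y axis) in each tissue (x axis; NS, the non-silk tissues) of the 3 species. Points are libraries, bars their means and whiskers the SD where a tissue has more than 1 library; fiber-forming glands (blue) lie between 10.2% and 59.5%, aggregate glands (orange) between 0.345% and 7.82%.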

**Figure 2:**
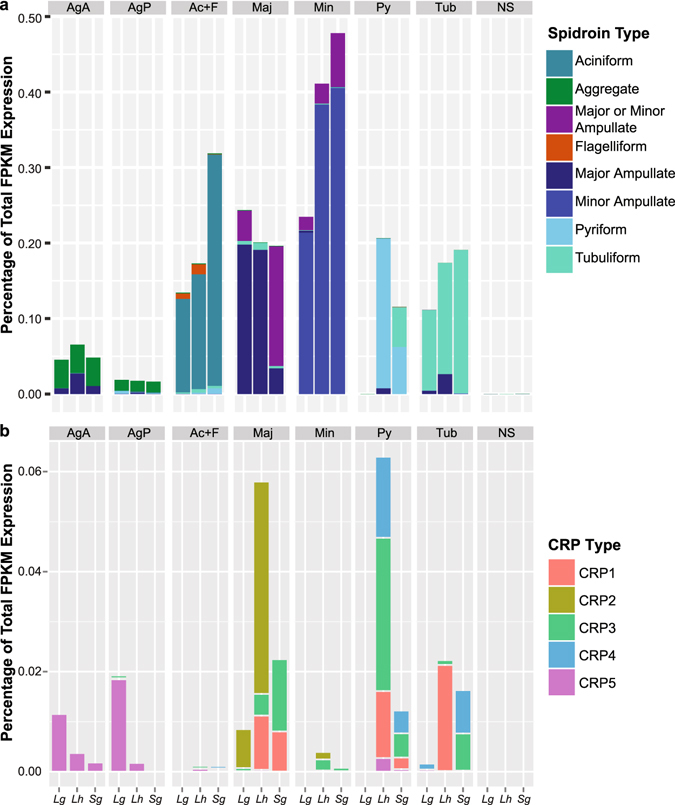
Proportion of total expression assigned to transcripts classified as a spidroin or CRP. **(a)** Spidroin classification was based on the transcript’s top BLASTX alignments to published spidroins or their membership in a BlastClust cluster with such a transcript (see Supplementary File 1). **(b)** Homologs of the five Cysteine Rich Proteins (CRPs) identified by Pham *et al*.^40^ were identified by best BLASTP match with an e-value <1e-5 (see Supplementary File 1). Gland and species abbreviations, and sample sizes, as in Fig. 1.

Other proteins known to form structural constituents of fibers include the Egg Case Proteins (ECP 1 & 2)^39^ and Cysteine Rich Proteins (CRPs)^40^. We found ECPs were almost exclusively expressed in tubuliform glands, as expected, but CRPs, formerly only described from major ampullate silk^36, 40^, were expressed in each of the individual gland types (Fig. 1b) and are far more diverse than previously recognized. 

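Egg case proteins made up 0.325% of FPKM in the tubuliform libraries of *L. geometricus* (SD 0.241, n = 2) and 0.0143% in its other silk gland libraries (n = 9). The shares were 2.74% (SD 0.49, n = 2) against 0.0229% (n = 11) in *L. hesperus* and 1.18% (SD 1.03, n = 2) against 0.0285% (n = 8) in *S. grossa*. This last mean includes the pyriform library at 0.132%, against 0.0485% at most in the other libraries of that group. Both tubuliform libraries were above every other silk gland library in each species (two-sided exact permutation p = 0.0182, 0.0128 and 0.0222, the smallest possible; adjusted p = 0.0296 each). Of the summed mean FPKM of egg case proteins over silk gland types, 83.7%, 94.8% and 86.8% was in tubuliform glands. The next highest shares were 15.0% in major ampullate glands of *L. geometricus* and 8.74% in the pyriform library of *S. grossa*. CRP transcripts had FPKM above 0 in every gland type of every species. Their share of mean FPKM ran from 0.0256% in minor ampullate glands of *L. geometricus* to 6.80% in pyriform glands of *L. hesperus*, and in non-silk tissues from 0.00472% to 0.00665%.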

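Supplementary File 1 assigns 57 transcripts of *L. geometricus*, 61 of *L. hesperus* and 65 of *S. grossa* to a CRP class, 183 in all. Of these, 53, 57 and 58 are in the FPKM tables, 168 in all. A mean of at least 1 FPKM in some silk gland type was reached by 50, 54 and 52 transcripts, 156 in all.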

We identified ~50 unique transcripts with BLASTX homology to one of five published CRPs (Supplementary File 1). 

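CRP2 transcripts had 98.4% of their silk gland FPKM in major ampullate glands of *L. geometricus* (8 transcripts) and 97.3% in those of *L. hesperus* (12 transcripts), and none was assigned in *S. grossa*. The most abundant, Lh3tf012072g22s, had 8769.9 FPKM in major ampullate glands (SD 4588, n = 2). CRP4 was represented in *L. geometricus* by 1 transcript, Lg3tf012072g2u, with 986 FPKM in tubuliform glands (SD 464, n = 2), or 90.6% of its silk gland FPKM. In *L. hesperus* 97.8% of the CRP4 FPKM was in pyriform glands, and in *S. grossa* 80.8% was in the pyriform and 1.57% in the tubuliform libraries. CRP5 had 98.1% of its FPKM in the 2 aggregate glands of *L. geometricus*, 65.3% in those of *L. hesperus* and 76.3% in those of *S. grossa*. A further 23.4% of CRP5 in *L. hesperus* and 15.0% in *S. grossa* was in pyriform glands. With expected counts the aggregate share of CRP5 was 56.0% in *L. hesperus* and 59.4% in *S. grossa*, where the counts of the anterior aggregate library are 0 for abundant transcripts.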

Some have silk gland type specificity, such as CRP2 homologs in major amplullate glands, CRP4 homologs in pyriform and tubuliform glands, and CRP5 homologs in aggregate glands. 

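CRP1 had 75.0% of its silk gland FPKM in posterior aggregate glands of *L. geometricus*. In *L. hesperus* it was divided among tubuliform (48.7%), major ampullate (25.8%) and pyriform glands (24.9%), and in *S. grossa* between major ampullate (77.6%) and pyriform glands (18.6%). For CRP3 the gland types with most FPKM were posterior aggregate (54.5%) and major ampullate (42.1%) in *L. geometricus*, pyriform (75.3%) and major ampullate (13.6%) in *L. hesperus*, and major ampullate (55.2%), tubuliform (25.5%) and pyriform (15.2%) in *S. grossa*.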

Homologs of CRP1 and CRP3 were instead found in most of the silk glands (Fig. 2b).

Constituents of the aqueous glue synthesized in aggregate glands by cobweb weavers include Aggregate Silk Factors (AgSF) 1 & 2 (found in the connection joints of webs and in the fiber-glue composite used to wrap prey)^41^ and aqueous glue droplet peptides (SCP) 1 & 2 (coat fibers of the cobweb)^42^. We found transcripts for homologs of each of these proteins in aggregate glands of all three species, but the relative abundance of these transcripts differs between the anterior and posterior aggregate glands (Fig. 1b and Supplementary File 1). Furthermore, each aggregate gland type expresses different AgSF2 paralogs, of which there are up to 10 within an individual species (Supplementary File 1).

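AgSF2 made up 9.63% of FPKM in the aggregate libraries of *L. geometricus* (SD 6.55, n = 4), 9.96% in those of *L. hesperus* (SD 3.87, n = 4) and 9.63% in those of *S. grossa* (SD 11.9, n = 2). In the fiber-forming libraries it made up 0.258%, 0.209% and 0.215%. The first of these means (SD 0.556, n = 7) rests largely on the Ac + F library, at 1.50%. That of *L. hesperus* rests in large part on the second major ampullate library. The two-sided exact permutation p was 0.00303, 0.0014 and 0.0222, each the smallest possible (adjusted p = 0.0162, 0.0112 and 0.0296). In *S. grossa* the lower aggregate library, at 1.2147%, was barely above the highest fiber-forming library, at 1.2133%. AgSF1 was also higher in aggregate libraries (two-sided exact permutation p = 0.0273, 0.0014 and 0.0667; adjusted p = 0.0349, 0.0112 and 0.0762). SCP made up 0.532%, 5.98% and 4.57% of FPKM in aggregate libraries (two-sided exact permutation p = 0.0182, 0.00699 and 0.0444; adjusted p = 0.0296, 0.0296 and 0.0547). Between the 2 aggregate glands, SCP had 93.5%, 90.2% and 96.4% of its silk gland FPKM in the anterior glands of *L. geometricus*, *L. hesperus* and *S. grossa*. AgSF1 had 78.7%, 73.8% and 92.8% in the posterior glands. AgSF2 had 64.8% in the anterior glands of *L. geometricus* and 62.8% in those of *L. hesperus*, but 88.6% in the posterior library of *S. grossa*. With 2 libraries per aggregate gland in the *Latrodectus* species and 1 in *S. grossa*, no exact permutation test between the 2 glands can reach a p of 0.05.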

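Supplementary File 1 assigns 25 transcripts of *L. geometricus*, 13 of *L. hesperus* and 17 of *S. grossa* to AgSF2, of which 24, 11 and 12 are in the FPKM tables. A mean of at least 10 FPKM in an aggregate gland was reached by 16, 11 and 7 of them. In *L. geometricus* 10 of the 16 were higher in anterior glands, all by at least 10-fold, and 6 in posterior glands, 5 of them by at least 10-fold. These are counts by mean FPKM, and for 3 of the 16 the libraries of the 2 glands overlapped. In *L. hesperus* 7 of 11 were higher in anterior glands, 6 by at least 10-fold, and the other 4 in posterior glands by less than that, with overlapping libraries for 1 of the 11. In *S. grossa* 2 of 7 were higher in the anterior and 5 in the posterior library, all by at least 10-fold. The most abundant AgSF2 transcript of *L. geometricus*, Lg3tf006652g0u, had 51369.5 FPKM in posterior (SD 34544, n = 2) and 2477 FPKM in anterior glands. That of *L. hesperus*, Lh3tf006652g5u, had 45943 FPKM in anterior (SD 7609, n = 2) and 1468 FPKM in posterior glands. Sg3tf006652g1u had 20.2 FPKM in the anterior and 118920 FPKM in the posterior library of *S. grossa*. All 3 are in the same cluster, whose members share reads to an unknown extent.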

### Expression patterns of orthologous genes differentiate some but not all tissue types

Measuring gene expression evolution for strictly orthologous genes is straightforward compared to paralogous genes and formed the basis for transcriptome evolution studies of mammalian tissues^13–19^. We similarly identified 6550 1:1:1 orthologs among our three cobweb weavers using OrthoMCL^43^. We calculated pairwise Spearman’s correlation coefficients based on normalized FPKM of each ortholog among tissues for all three species (Fig. 3). Hierarchical clustering found statistical support for some homologous tissue groupings across species, including a well-supported cluster of aciniform plus flagelliform (Ac + F) glands, a well-supported cluster of ovaries, and a weakly supported cluster of anterior aggregate glands (Fig. 3). In contrast, clusters of non-homologous tissues were also found, including one that intermingled venom glands and cephalothoraxes of all three species and also included *S*. *grossa’s* pyriform glands. Furthermore, the major ampullate, minor ampullate, and tubuliform glands of *L*. *hesperus* grouped together as did the same set of silk glands for *S*. *grossa*. Correlation coefficients of different tissue types within and among species were generally high (min = 0.64; average = 0.71; Fig. 3), suggesting that these orthologous genes are generally expressed throughout the body of all three species. Thus, strictly orthologous genes may not be the best set of genes to understand the evolution of tissue specialization, at least not for spider silk glands.

**Figure 3:**
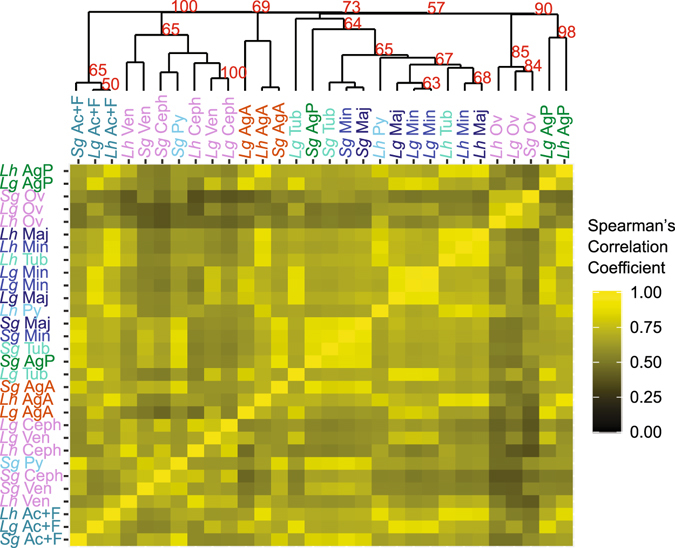
Correlation among multiple tissues for three spider species based on expression of 6550 ortholog groups. Heat maps show pairwise Spearman’s correlation coefficients based on the mean FPKM of orthologs identified with OrthoMCL. Correlation coefficients were used to hierarchically cluster the libraries (bootstrap proportions ≥50% shown). Silk gland and species abbreviations, and sample sizes, as in Fig. 1. Non-silk tissues are cephalothoraxes (Ceph), ovaries (Ov), and venom glands (Ven). There were two biological replicates for each non-silk tissue, except *Lh* Ven (n = 3).

### Suites of transcripts differentiate silk glands and coordinate expression

To identify a more suitable set of genes for examining the evolution of tissue-specific gene expression we performed statistical comparisons with edgeR^44^ based on RSEM^45^ estimated read counts. 

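Each species was tested with edgeR's exact test on rounded expected counts, with TMM normalization and the common dispersion followed by transcript-wise dispersions. All silk gland libraries were set against all cephalothorax, ovary and venom gland libraries, without the combined-gland and whole-male libraries. Transcripts with at least 1 CPM in some library entered the test, which left 48020 transcripts in *L. geometricus*, 46021 in *L. hesperus* and 42642 in *S. grossa*. At a false discovery rate of 0.05, 3016, 6030 and 2810 transcripts were higher in silk glands and 10722, 14039 and 8898 lower, so that 22.0%, 30.0% and 24.0% of the calls were higher. The median log2 fold change of all tested transcripts was -0.42, -0.39 and -0.53. With DESeq2 the higher calls were 3464, 6851 and 3428, or 32.2% of its calls in *L. geometricus* and 42.2% in *S. grossa*. The largest change came from a quasi-likelihood fit that gives each tissue type its own mean, under which *S. grossa* had 134 higher transcripts. The same fit gave 2507 when the anterior aggregate counts were rebuilt from FPKM, an alternative chosen after seeing the data. The low number may thus come from that count column rather than from the fit. Leaving out the first ovary library of *S. grossa* gave 1825, and leaving out its anterior aggregate library gave 3550. With a term that pairs libraries by replicate number, *S. grossa* had 1274 higher transcripts, against 2026 from the same libraries without that term.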

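The same test was run on simulated counts with the dispersions and library totals of the data, in which 200 transcripts were raised by 4, 8, 16 or 32-fold in all silk gland libraries. Of these, 80, 105 and 53 were called higher in the 3 species, or 40%, 52.5% and 26.5%. At 32-fold, 66%, 84% and 62% were called. Of the transcripts that had not been raised, 9, 8 and 9 were called higher.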

Transcripts within each species that were significantly more abundant in silk glands than non-silk gland tissues (FDR < 0.05) are referred to as over-expressed silk transcripts or OESTs (Fig. 4). Pooling silk gland types was necessary since a few of the individual silk gland types lacked a biological replicate (Figs 1b and S1). Pooling also allowed us to identify those transcripts that were consistently, even if lowly, expressed across multiple silk gland types that were not expressed in non-silk gland tissues. Comparing individual gland types to non-silk gland tissues identified those transcripts that were exclusively yet lowly expressed in that gland type in addition to most of the OESTs, but did not capture transcripts consistently but lowly expressed in multiple gland types (Supplementary Fig. S2 and Supplementary File 2). 

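Each gland type was tested against the non-silk libraries in the same way, with the dispersion set to 0.4 for gland types with 1 library. In *L. geometricus* 4120 transcripts were higher in at least 1 gland type, of which 2462 were also OESTs, 81.6% of all OESTs there. *L. hesperus* had 6585, of which 4529 were OESTs (75.1% of its OESTs), and *S. grossa* 5811, of which 2489 were OESTs (88.6%). The 1658, 2056 and 3322 transcripts called in single glands only include 1658, 2055 and 3278 with an FPKM value, and these had a median of 5.87, 2.79 and 3.96 FPKM in their highest gland type. A median of 82.0%, 69.2% and 62.9% of their silk gland FPKM was in that gland type. The 554, 1501 and 321 OESTs missed in every single-gland test had a median of 7.35, 2.54 and 1.26 FPKM in their highest gland type and 31.5%, 23.5% and 28.2% of their FPKM there. Because both kinds of test use the same non-silk libraries, some overlap can arise without any difference, and so can single-gland calls. In counts simulated with no difference, 1560, 1416 and 4970 transcripts were called in at least 1 gland type, against 4120, 6585 and 5811 in the data. In all glands together 3, 4 and 1 were called, all of them also in single glands, so the overlap itself was small. Many single-gland calls, above all in *S. grossa*, may thus need no difference. The simulated dispersions came from the fit of all glands together, which includes differences between gland types, so the true number is not known. The quasi-likelihood F test moved the single-gland counts most, to 1311, 2289 and 614.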

The OESTs make up 30–75% of the total expression in each gland type (Fig. 5b), typically doubling the proportion of expression compared to the known silk structural transcripts alone (compare Figs 5b to 1b).

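OESTs made up 50.5% of mean FPKM in the Ac + F library of *L. geometricus*, 78.2% in posterior aggregate (SD 11.5 between libraries, n = 2), 69.7% in anterior aggregate (SD 4.52, n = 2), 50.5% in major ampullate (SD 2.08, n = 2), 57.3% in minor ampullate (SD 0.428, n = 2) and 50.4% in tubuliform glands (SD 5.73, n = 2). In *L. hesperus* the shares were 48.8% in Ac + F, 73.4% in posterior aggregate (SD 0.770, n = 2), 73.3% in anterior aggregate (SD 0.307, n = 2), 60.0% in major ampullate (SD 3.56, n = 2), 62.2% in minor ampullate (SD 1.29, n = 2), 51.0% in pyriform (SD 7.41, n = 2) and 62.0% in tubuliform glands (SD 5.51, n = 2). *S. grossa* had 51.6% in Ac + F, 61.9% in posterior aggregate, 54.0% in anterior aggregate and 34.9% in pyriform glands, with 1 library each. It had 58.7% in major ampullate (SD 5.14, n = 2), 66.7% in minor ampullate (SD 8.18, n = 2) and 51.8% in tubuliform glands (SD 0.186, n = 2). In non-silk tissues OESTs made up 2.60%, 1.57% and 0.435%. OESTs were selected on the same libraries, so the contrast with non-silk tissues is built into these shares. The OEST share was between 1.25 times the share of the known silk structural transcripts, in minor ampullate glands of *S. grossa*, and 9.26 times, in posterior aggregate glands of *L. geometricus*. The alternative that moved the shares most was the tissue-type fit in *S. grossa*, whose OESTs made up between 1.32% and 12.2%. That fit called few OESTs there, for which the incomplete anterior aggregate count column may account. These shares are 1 of the grounds, with gland-restricted expression and predicted export, on which the paper proposes that some OESTs are undocumented constituents of fibers and glues.
The OESTs with the highest FPKM outside Supplementary File 1 were both in posterior aggregate glands of *L. geometricus* and in the same cluster. Lg3tf015943g24s had 144545 FPKM (SD 112046, n = 2), 86.0% of its silk gland FPKM, and a log2 fold change of 12.98 (edgeR exact test, adjusted p = 0.000139). Lg3tf015943g20p had 84709 FPKM (SD 69236, n = 2), 89.7% of its silk gland FPKM, and a log2 fold change of 13.08 (edgeR exact test, adjusted p = 0.000113). With each library left out in turn, their log2 fold changes stayed above 10.47 and 10.38.

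**Figure D2:**
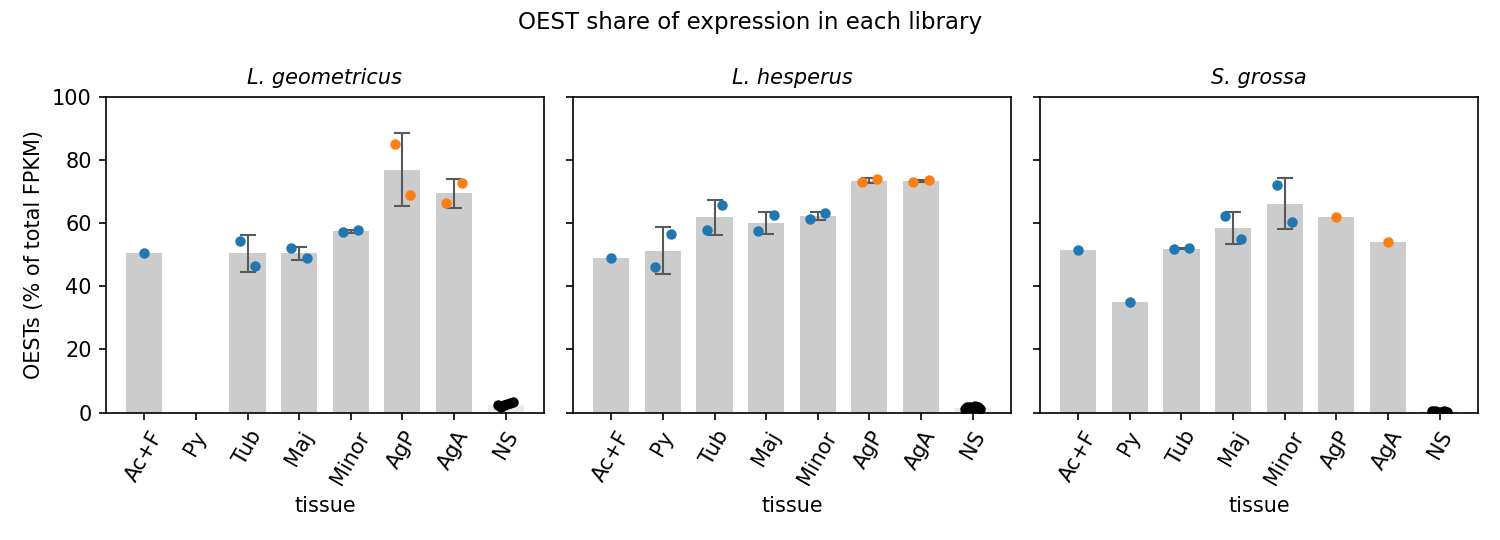
Share of total FPKM due to OESTs (%, y axis) in each tissue (x axis; NS, the non-silk tissues) of the 3 species. Points are libraries, bars their means and whiskers the SD where a tissue has more than 1 library; silk gland libraries (blue for fiber-forming, orange for aggregate) lie between 34.9% and 85.0%, non-silk libraries (black) between 0.284% and 3.19%.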

**Figure 4:**
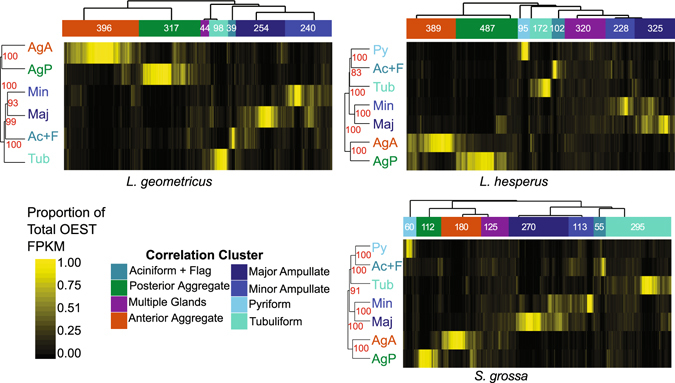
Expression patterns of over-expressed silk transcripts (OESTs). Within each focal species, transcripts significantly more abundant in silk glands than non-silk gland tissues (FDR <0.05) were identified with edgeR. The common dispersions (CV^2^) were 1.56 (*L*. *geometricus*), 1.55 (*L*. *hesperus*), 1.49 (*S*. *grossa*). OESTs were heirarchically clustered based on 1 – Spearman’s rho. Pairwise Spearman’s correlation coefficients between each OEST were calculated based on the proportion of the OEST’s mean FPKM in each of the seven silk gland types. Seven (*L*. *geometricus*) or eight (*L*. *hesperus*, *S*. *grossa*) clusters were identified and classified to an individual gland type or to mulitple glands according to majority of expression of all OESTs in the cluster (top dendrograms). The silk gland types were also heirarchically clustered according to 1 – Spearman’s rho, with correlation coefficients calculated from the proportion of OEST expression in each gland type (side dendrograms). Gland abbreviations and sample sizes as in Fig. 1.

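The common dispersion computed here was 1.55 in *L. geometricus*, 1.51 in *L. hesperus* and 1.63 in *S. grossa*, with jackknife standard errors over libraries of 0.242, 0.153 and 0.231. With each library left out in turn it stayed between 1.32 and 1.59, between 1.42 and 1.54 and between 1.481 and 1.69. With TruSeq libraries only it was 1.32, 1.295 and 1.50, and with the combined-gland library added it was 1.76, 1.67 and 1.74.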

**Figure 5:**
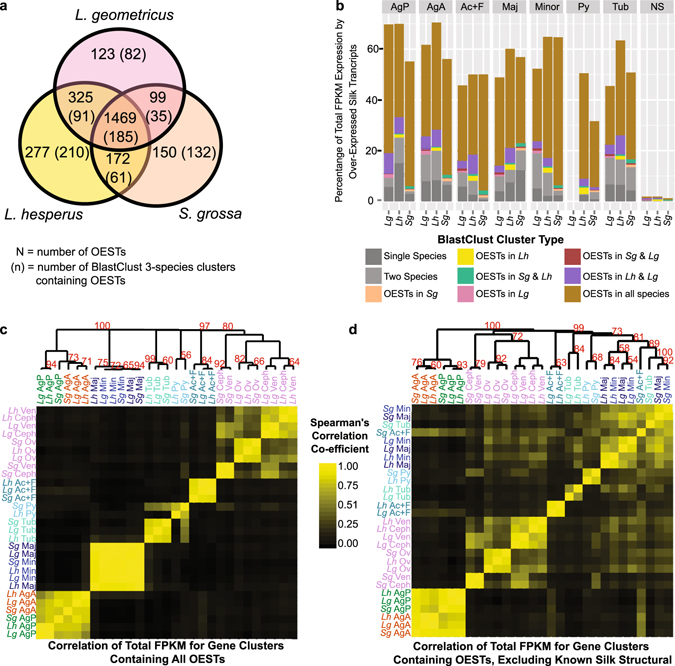
Conservation of expression patterns of over-expressed silk transcripts (OESTs) among cobweb weaving spider species. (**a**) OESTs with homologs in all three spider species were identified by clustering transcripts with BlastClust^30^ and are referred to as BlastClust 3-species clusters. Venn Diagram indicates BlastClust 3-species clusters that contained an OEST from just one species, two species, or all three species. (**b**) Proportion of total mean FPKM in each of the silk gland and non-silk (NS) tissues attributed to OESTs in BlastClust 3-species clusters (colors), OESTs with no homologs in the other two species (dark gray), and OESTs with a homolog in only one other species (light gray). **(c** and **d)** Heat maps of pairwise Spearman’s correlation coefficients based on the summed mean FPKM of BlastClust 3-species clusters containing OESTs between each tissue type sampled from the three focal species. Correlation coefficients were used for heirarchical clustering (bootstrap proportions ≥50% shown). In (**c**) all OEST-containing clusters are included. In (**d**) the clusters containing known silk structural protein-encoding transcripts have been excluded. Tissue and gland abbreviations, and sample sizes, as in Figs 1 and 3.

To identify OESTs with silk gland type-restricted expression or with expression in multiple gland types, we grouped OESTs within species using hierarchical clustering (Fig. 4). Clustering based on pairwise Spearman’s correlation coefficients tended to place an OEST in the gland with its highest expression, with few OESTs falling in the “multiple glands” cluster even if expressed in more than one gland type (Fig. 4). 

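OESTs were clustered by complete linkage on 1 minus Spearman's rho, and the tree was divided into 7 clusters in *L. geometricus* and 8 in the other species. A cluster was assigned to a gland type that held over 50% of its summed FPKM. In *L. geometricus* 1045 of 3016 OESTs (34.6%, Wilson 95% interval 33.0 to 36.4) fell in clusters of multiple glands, in *L. hesperus* 5283 of 6030 (87.6%, 86.8 to 88.4) and in *S. grossa* 573 of 2810 (20.4%, 18.9 to 21.9). Of the OESTs assigned to a single gland type, 51.5% in *L. geometricus* (1016 of 1971), 32.0% in *L. hesperus* (239 of 747) and 48.6% in *S. grossa* (1087 of 2237) were assigned to the gland type of their highest FPKM. The share with over 50% of silk gland FPKM in a single gland type, counted without clusters, was 59.5%, 45.3% and 49.5%. The intervals cover counting error only. The paper's text does not name the linkage. Average linkage gave 49.4% in multiple glands in *L. geometricus* and 32.4% in *S. grossa*. OESTs at a false discovery rate of 0.01, an alternative chosen after seeing the data, gave 32.8%, 9.54% and 20.6%.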

For OESTs assigned to the aciniform plus flagelliform (Ac + F) cluster, we cannot determine if they are specialized to aciniform or flagelliform or have shared expression. However, due to the larger contribution of aciniform glands to the total RNA (Fig. 1a), most of these OESTs are likely to be primarily expressed in aciniform glands.

Functions enriched in OESTs (as defined by GO Terms) include trans-membrane export, oxidation-reduction, translation, peptidase activity, and peptidase inhibition (Supplementary File 3). Slightly more than half of the 66 (39) enriched GO Terms across all three species were found in individual silk gland types at a rate divergent from the number of GO Terms assigned to the silk gland type (Supplementary Fig. S3). Exported OESTs (possess a signal peptide) make up a large fraction of expression in silk glands (Supplementary Fig. S4). The GO Terms associated with exported OESTs are either the terms directly involved with extra-cellular activity or indicate functions potentially involved with silk processing. The latter include peptidase inhibitors and peptidase activity in the posterior aggregate gland, lipid metabolism in the major and minor ampullate glands, or proteolysis in all of the glands (Supplementary File 3).

Our hierarchical clustering strategy resulted in consistent groupings of the silk gland types across species (Fig. 4), which was supported by Principal Component Analysis (PCA) (Supplementary Fig. S5). For instance, the two types of aggregate glands always grouped in the hierarchical clustering and the first PC, and this was to the exclusion of the remaining gland types. 

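The gland types were clustered by complete linkage on 1 minus Spearman's rho of their OEST proportions, with 1000 bootstrap resamples of the OESTs. In *L. geometricus* the 4 fiber-forming gland types formed a group (bootstrap 96.1%), within which Ac + F joined tubuliform glands (96.1%). In *L. hesperus* all 5 fiber-forming gland types formed a group (100%), within which Ac + F, pyriform and tubuliform glands grouped (100%). In *S. grossa* no such group was found, because the aggregate glands joined Ac + F and pyriform glands (99.5%). The bootstrap percentages count resampled transcripts, which are not independent replicates, and say nothing on variation between spiders.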

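Posterior and anterior aggregate glands grouped with each other in all 3 species, with bootstrap percentages of 96.1 in *L. geometricus*, 100 in *L. hesperus* and 100 in *S. grossa*. Spearman's rho between them over OESTs was 0.283, 0.336 and 0.562. In *L. geometricus* the percentage for this group was 24.8 when replicate 1 of every tissue was left out, and 0 when the OESTs came from the quasi-likelihood test. In the principal component analysis of the proportions of all 11856 OESTs, the first component held 31.4% of the variance. Its loadings were 0.665 for anterior and 0.430 for posterior aggregate glands and below 0 for the other 5 gland types, from -0.0598 for pyriform to -0.507 for major ampullate glands. The proportion in pyriform glands was set to 0 for *L. geometricus*. The paper's Methods name mean FPKM, with non-silk tissues included, as the input, and the legend of Supplementary Fig. S5 names proportions in silk gland types. Computed on mean FPKM of the silk gland types, the first component did not set the aggregate glands apart: the lower aggregate loading minus the highest fiber-forming loading was -0.990, against 0.490 on proportions.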

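The second component held 23.0% of the variance, with loadings of -0.796 for posterior and 0.53 for anterior aggregate glands. The product of the 2 loadings was -0.418, and it was above 0 when the components were computed on mean FPKM (0.169) or on log2 of FPKM plus 1 (0.268).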

The second PC differentiated the two types of aggregate glands. 

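The bootstrap percentage of a group of only major and minor ampullate glands was 100 in *L. geometricus* (Spearman's rho 0.501), 77.8 in *L. hesperus* (rho 0.365) and 100 in *S. grossa* (rho 0.476). In *L. hesperus* it was 1.0 with average linkage, 0 with the OESTs of the quasi-likelihood test and 0 without replicate 2 of each tissue.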

Major and minor ampullate glands also consistently grouped together. 

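Pyriform and Ac + F glands grouped in all 1000 bootstrap resamples in both *L. hesperus* (rho 0.614) and *S. grossa* (rho 0.545). These were the highest correlations between gland types in *L. hesperus*, and in *S. grossa* the aggregate pair was higher.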

In the two species for which pyriform glands were sampled, pyriform and aciniform plus flagelliform glands grouped.

### OEST expression patterns reflect a mixture of coordinated expression among individual silk gland types, evolutionarily conserved expression levels, and rapid sequence evolution

The consistent grouping of silk gland types based on expression patterns of species-specific OESTs (Fig. 4) could result from conserved expression levels of homologous genes or could reflect coordinated expression of the gland types regardless of the homology of the individual transcripts. Ortholog groups identified with OrthoMCL^43^ captured only a fraction of the transcripts likely important for silk synthesis: only 357 of the 6550 ortholog groups contained at least one OEST and only 12% of the OESTs homologous to known silk structural encoding genes were included in an ortholog group (Supplementary Fig. S6). Thus, we expanded our analyses to include paralogous gene families by identifying groups of homologous transcripts with representatives in each of our three cobweb weaving species using BlastClust (detailed in Clarke *et al*.^30^). 

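Each transcript's cluster and the number of species in that cluster were read from its name. The names give 10452 clusters of 3 species, of which 94.1% have transcripts in the tables of all 3 species. By this reading, 39.1% of the OESTs of *L. geometricus* (1178 of 3016, Wilson 95% interval 37.3 to 40.8), 34.1% of those of *L. hesperus* (2054 of 6030, 32.9 to 35.3) and 30.6% of those of *S. grossa* (859 of 2810, 28.9 to 32.3) were members of 3-species clusters. Over all species it was 34.5% (4091 of 11856, 33.7 to 35.4). A stricter false discovery rate of 0.01 moved the shares most, to 46.7%, 38.7%, 39.4% and 40.9% in the same order.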

The majority of OESTs were members of these 3-species clusters (54.9% of all OESTs; *L*. *hesperus*: 53.9%, *L*. *geometricus*: 55.8%, *S*. *grossa*: 57.8%). 

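Of 1401 clusters of 3 species with at least 1 OEST, 924 had OESTs of 1 species only, 138 of *L. geometricus*, 635 of *L. hesperus* and 151 of *S. grossa*. OESTs of 2 species occurred in 261 clusters, 156 of them with both *Latrodectus* species, 32 with *L. geometricus* and *S. grossa* and 73 with *L. hesperus* and *S. grossa*. The remaining 216 clusters had OESTs of all 3 species and held 2010 OESTs, 17.0% of all OESTs. At a false discovery rate of 0.01 there were 532 clusters with OESTs of 1 species, 143 with OESTs of 2 and 149 with OESTs of 3.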

Approximately 31% of the OESTs were members of 185 3-species clusters in which an OEST from all three species was represented (Fig. 5a). However, these OESTs make up a majority of the OEST expression (50–91%) of each silk gland type (Fig. 5b). 

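OESTs of clusters with an OEST in all 3 species made up between 33.7% of OEST FPKM, in tubuliform glands of *L. geometricus*, and 93.0%, in Ac + F glands of *S. grossa*. They made up over 50% in 17 of the 20 combinations of species and gland type. Within species the range was 33.7% to 75.3% in *L. geometricus*, 48.6% to 81.9% in *L. hesperus* and 60.3% to 93.0% in *S. grossa*. The tissue-type fit moved the lowest share most, to 1.99%. Its few OESTs in *S. grossa* may come from the incomplete anterior aggregate count column.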

The considerable proportion of expression from OESTs that were not members of 3-species clusters (3–36%) may reflect rapidly evolving genes, especially in the *L*. *hesperus* posterior aggregate glands where small glue peptides may be common^32^ and for which it might be difficult to detect cross-species homologs.

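OESTs outside 3-species clusters made up between 4.44% of OEST FPKM, in Ac + F glands of *S. grossa*, and 42.8%, in posterior aggregate glands of *L. hesperus*. The highest share was 38.9% in *L. geometricus*, in tubuliform glands, and 37.9% in *S. grossa*, in major ampullate glands. The posterior aggregate OESTs outside 3-species clusters in *L. hesperus* made up 31.4% of all FPKM of that gland type.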

There was also a sizable proportion of expression from those OESTs in 3-species clusters with OEST representatives from the two *Latrodectus* species but not *Steatoda* (5–15%, Fig. 5b), suggesting that expression levels reflect evolutionary history to some extent. 

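OESTs of clusters with OESTs in both *Latrodectus* species but not in *S. grossa* made up between 6.16% of OEST FPKM, in posterior aggregate glands of *L. hesperus*, and 23.7%, in tubuliform glands of *L. geometricus*. The highest share in *L. hesperus* was 18.2%, in Ac + F glands. As a share of all FPKM the range was 3.25% to 12.0%. When the counts of the *S. grossa* anterior aggregate library were rebuilt from its FPKM, an alternative chosen after seeing the data, the highest share was 16.2%. The paper proposes from such shares that expression levels follow evolutionary history to some extent.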

Hierarchical clustering of pairwise Spearman correlation coefficients of the total FPKM due to the BlastClust 3-species clusters containing at least one OEST among tissue types and species further supported this interpretation (Fig. 5c,d). 

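For each of the 1401 clusters the FPKM of its transcripts was summed per species and tissue, and Spearman's rho was computed between all 29 combinations of species and tissue. The mean rho was 0.702 for the same tissue in 2 species (28 pairs) and 0.585 for different tissues in 2 species (252 pairs). The difference of 0.117 was tested by permuting tissue names within species (100000 permutations, two-sided p = 1e-05, the smallest they can give). Between different tissues of the same species the mean was 0.782 (126 pairs), higher than for the same tissue in 2 species. These correlations are across clusters, which are not independent replicates. Pearson's r on the summed FPKM moved the difference most, with means of 0.793 for the same tissue in 2 species, 0.0906 for different tissues in 2 species and 0.118 within species.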

When known silk structural transcripts (e.g. spidroins, ECPs, SCPs, CRPs, AgSFs) were included in correlation and hierarchical clustering analyses, most silk gland types and non-silk gland tissues formed tissue-specific clusters with sub-clusters reflecting species relationships (Fig. 5c). 

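Complete linkage on 1 minus Spearman's rho grouped the tissues of each species together, with bootstrap percentages of 93.1 for the 10 tissues of *S. grossa*, 35.5 for the 10 of *L. hesperus* and 37.3 for the 9 of *L. geometricus*. No resample of the clusters gave a group of the same single tissue from every species. With Pearson's r on summed FPKM, the groups across all species sampled were Ac + F (72.1%), tubuliform (76.6%), pyriform (68.2%) and minor ampullate glands (43.8%), and ovaries (82.2%). Cephalothoraxes and venom glands joined within each species first (97.9% in *L. hesperus*) and then in a group of all 6 (79.8%).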

Exceptions were the major and minor ampullate silk glands, which formed a single intermingled group and the *Steatoda* posterior aggregate gland, which grouped with the anterior aggregate glands (Fig. 5c). 

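With Pearson's r on summed FPKM, major and minor ampullate glands of all species formed a group (bootstrap 68.1%). Inside it the minor ampullate glands of the 3 species grouped (43.8%), and the major ampullate glands did not. The mean r of major with minor ampullate glands of another species was 0.959, and that of the same gland in 2 species was 0.959 for major and 0.995 for minor ampullate glands. The 6 aggregate glands grouped (86.4%), the posterior library of *S. grossa* with the anterior glands of both *Latrodectus* species (52.0%) and its anterior library with their posterior glands (34.9%). The posterior library of *S. grossa* had r = 0.708 with the posterior and 0.891 with the anterior glands of *L. geometricus*, and 0.859 and 0.834 with those of *L. hesperus*. With Spearman's rho the aggregate glands of each species grouped with each other (bootstrap 100% each).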

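Leaving out the clusters with known silk structural transcripts left 1378. Spearman's rho then averaged 0.702 for the same tissue in 2 species, 0.593 for different tissues in 2 species and 0.794 within species, and the difference of 0.109 between the first 2 had a permutation p of 1e-05 (two-sided, the smallest possible). With Pearson's r the means were 0.649, 0.180 and 0.265.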

Removing the known silk structural genes from the correlation and clustering analysis changed the patterns somewhat, but the patterns still reflected evolutionary history, albeit to a lesser extent. Specifically, the two types of aggregate glands formed separate groups and each further grouped according to species relationships (Fig. 5d). 

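Without the structural clusters, Pearson's r on summed FPKM grouped all 6 aggregate glands (bootstrap 72.7%), with groups of the posterior (88.1%) and of the anterior glands (81.6%) of the *Latrodectus* species. The 2 aggregate libraries of *S. grossa* joined each other (33.9%) and then the posterior glands of the *Latrodectus* species (31.9%). A group of the posterior glands of all 3 species appeared in 51.0% of resamples and one of the anterior glands in 45.6%, and neither is in the tree itself. The mean r between 2 species was 0.934 for posterior and 0.931 for anterior glands, and 0.832 for an anterior with a posterior gland. The posterior library of *S. grossa* had r = 0.924 with the posterior and 0.818 with the anterior glands of *L. geometricus*, and 0.914 and 0.737 with those of *L. hesperus*. With Spearman's rho no group of the same aggregate gland from different species appeared in any resample.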

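The bootstrap percentages under Pearson's r for *Latrodectus* glands alone, without structural clusters, are drawn from the same 1000 resamples of clusters. The group of tubuliform glands of the 2 species reached 57.1%, that of Ac + F 47.2% and that of major and minor ampullate glands 10.1%. Pyriform glands of *L. hesperus* and *S. grossa* grouped in 67.4%.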

*Latrodectus* aciniform plus flagelliform, *Latrodectus* major and minor ampullate, and *Latrodectus* tubuliform also formed three distinct groups. In contrast, *Steatoda* aciniform plus flagelliform and *Steatoda* tubuliform grouped with *Steatoda* major and minor ampullate glands in their own sub-cluster. These results suggest that silk structural genes (primarily spidroins) account for the conserved gland-specific expression of most fiber-forming glands, but that there are numerous additional homologous transcripts with conserved expression in pyriform (attachment cement) and both types of aggregate glands (aqueous glues).

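The group of *S. grossa* Ac + F, major ampullate, minor ampullate and tubuliform glands appeared in 20.4% of resamples under Pearson's r without structural clusters, and the same group without Ac + F in 57.0%. Between 2 species, the mean r of the same gland type was 0.397 for Ac + F, 0.335 for tubuliform, 0.750 for major ampullate and 0.517 for minor ampullate glands.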

Groupings among gland types when considering expression levels of BlastClust 3-species clusters (Fig. 5c,d) differed somewhat from the groupings based on within-species OESTs (Fig. 4). The two types of aggregate glands strongly grouped with each other and to the exclusion of all the fiber forming glands in both types of analyses. 

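In the tree of OEST proportions the fiber-forming gland types formed a group without aggregate glands in *L. geometricus* and *L. hesperus* but in none of the 1000 resamples in *S. grossa*. In the Spearman tree of 3-species clusters the fiber-forming glands of each species did form such a group, with bootstrap percentages of 100 in all 3 species, and each joined the aggregate glands or other tissues of its own species next. The group of all 7 gland types of *L. hesperus* had 61.5% and that of *S. grossa* 55.1%.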

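In the Spearman tree of 3-species clusters, major and minor ampullate glands grouped within each species, with bootstrap percentages of 99.9 in *L. geometricus*, 100 in *L. hesperus* and 100 in *S. grossa*.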

The major and minor ampullate glands also grouped in both types of analyses, suggesting the gland types coordinate expression of individual transcripts and draw on the same gene families in all three species. However, for the remaining fiber-forming gland types there was weak grouping among subsets of gland types for the FPKM of BlastClust 3-species clusters, suggesting that the consistent grouping of aciniform plus flagelliform with pyriform glands based on within-species OESTs (Fig. 4) reflects coordinated expression of those gland types within species rather than conserved expression of homologous transcripts.

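Ac + F and pyriform glands grouped within *L. hesperus* and within *S. grossa* in the Spearman tree of 3-species clusters too (bootstrap 100% each). A group of these glands from both species appeared in none of the resamples with Spearman's rho and in 0.5% with Pearson's r on summed FPKM. The mean rho of homologous tissues in 2 species was 0.697 for Ac + F and 0.649 for pyriform glands. The paper's cautious reading, coordinated expression within species rather than conserved expression, starts from weak grouping among the fiber-forming gland types other than ampullate ones in its trees of 3-species clusters.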

### Silk gland specific expression evolutionarily derived from expression in non-silk glands or multiple silk glands and decoupled from gene duplication

To further explore evolution of expression levels, we mapped ancestral expression states onto individual gene trees (Supplementary Files 4 and 5). Instead of attempting to use statistical comparisons of ancestral expression levels to infer ancestral OESTs, we used 2-fold higher mean silk gland FPKM versus non-silk gland FPKM as a proxy for silk-gland specific expression. Within the 605 phylogenies inferred from high quality alignments that contained at least one transcript with 2-fold higher FPKM in silk glands than non-silk glands, we found most (83%) have at least one branch with an altered expression profile. Nevertheless, expression profiles tend to be strongly conserved with 86% of all branches maintaining the ancestral expression pattern (Fig. 6). Nodes inferred to have just changed to a majority of expression in one silk gland type most often descended from one of two ancestral conditions: not silk specific (e.g. <2-fold higher transcript abundance in silk gland than non-silk gland tissues) or expression in multiple silk gland types (Fig. 6). Switching the majority of expression between individual silk gland types is rare, except for between the two types of aggregate glands and from major ampullate to minor ampullate (Fig. 6). There was also considerable switching from posterior aggregate to pyriform, and from pyriform to aciniform (plus flagelliform), but this may be a by-product of not sampling pyriform glands in *L*. *geometricus*. Regardless, even for the aggregate glands the switches are not balanced: 4.9% of nodes with majority of expression in posterior aggregate glands derive from ancestral nodes with majority expression in anterior aggregate glands, but only 2.4% show the reverse pattern.

**Figure 6:**
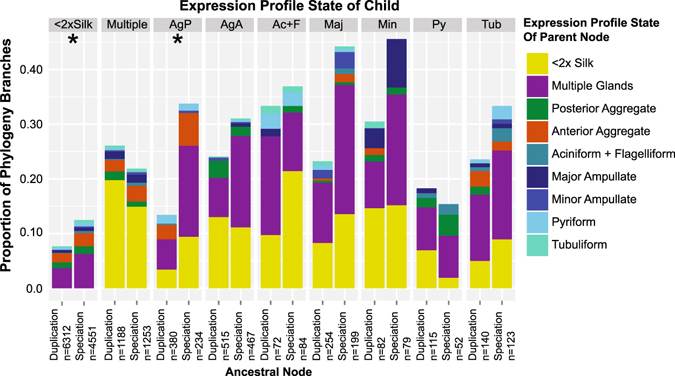
Derivation of silk gland specific expression. Classification of branches in phylogenies inferred for 605 BlastClust clusters containing representatives from all three cobweb weaving species and at least one transcript with expression levels 2-fold higher in silk glands than non-silk glands (see Fig. 7 for exemplar trees and Supplementary File 5 for all phylogenies). Each branch was classified according to whether or not there was a change in expression state between the ancestral node and the descendant. Maximum likelihood ancestral FPKM was determined for each gland type independently. If the mean FPKM was more than 2-fold greater in silk glands than non-silk glands, the node was assigned to the silk gland type with the majority of the expression, or to “multiple” glands if no majority (Supplementary File 4). Branches deriving from duplication and speciation nodes are shown seperately (n = number of nodes). Asterisks (*) denote significant differences in changing expression state between duplication and speciation nodes with Fisher’s exact test after Bonferroni multiple test correction. Fisher’s exact test is appropriate here due to the imbalance in number of speciation and duplication nodes and limited instances of changing expression states for some tissues.

Our expectation based on the spidroin diversification model^24–26, 29^ was for expression shifts to a different silk gland type to occur more frequently after gene duplication than speciation. Surprisingly, we found that the probability of changing expression states after duplication or speciation nodes is usually similar (Fig. 6). When they do differ, as for posterior aggregate glands and the loss of silk-specific expression, the switch is significantly more likely to happen after a speciation event (Fig. 6).

We also tested for a non-random distribution of silk-gland specific expression using the D-statistic introduced in Fritz & Purvis^46^ (Supplementary File 6). If the spidroin model of diversification is common we would expect numerous gene families to include clades of silk-gland type restricted transcripts (D-statistic consistent with non-random evolution). We only found 171 gene trees containing transcripts with majority expression in more than one gland type (e.g. Fig. 7). Of these, approximately half (47%) have at least one gland type with a non-random (e.g. clustered) distribution, such as homologs of PXCC family proteins (Fig. 7). 

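Transcripts of the 605 gene families were coded from the FPKM tables as at least 2-fold higher in the mean of silk gland types than in the mean of non-silk libraries. Majority expression was assigned where over 50% of silk gland FPKM was in a single gland type. By this coding 475 families had a transcript with a majority gland type and 258 had transcripts with majorities in different gland types. A 4-fold limit gave 233, and leaving out replicate 1 or replicate 2 of each tissue gave 333 or 332. Trees were not used here, and ancestral states and the D-statistic were not analysed here.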

In the remaining gene families the evolution of silk-gland type specificity appears to be random, such as for the gene family containing homologs of transmembrane transport proteins (Fig. 7).

**Figure 7:**
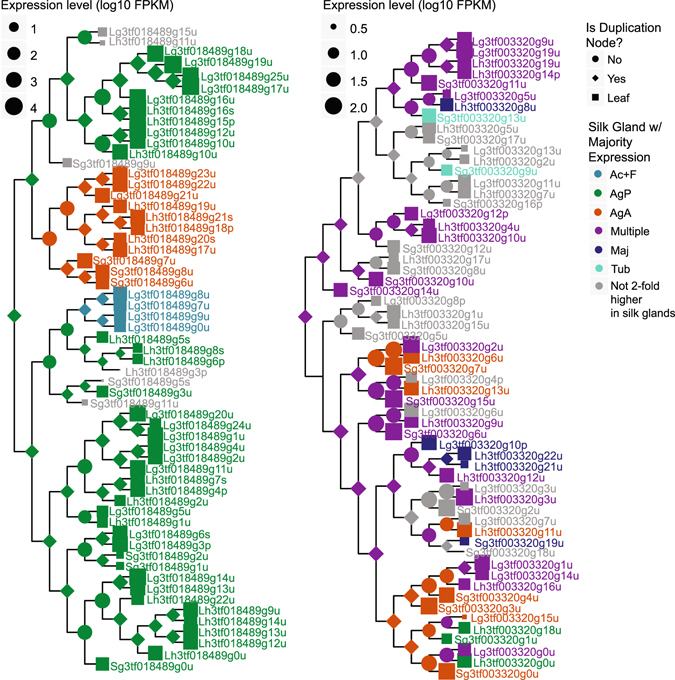
Exemplar gene trees demonstrate the reconstruction of ancestral expression states. Left tree contains homologs of the PXCC family of proteins, which are highly expressed in venom glands of spitting spiders^64^. Transcripts in the right tree encode homologs of transmembrane transport proteins. Branch lengths are ultrametric. For branch lengths reflecting molecular distances see Supplementary File 5. Horizontal width of symbols represents expression level.

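The cluster of the PXCC family has 32 transcripts in *L. geometricus*, 23 in *L. hesperus* and 11 in *S. grossa*. Of these, 30, 20 and 7 were at least 2-fold higher in silk glands, all with a majority gland type. The majority was in posterior aggregate glands for 22, 15 and 4 transcripts and in anterior aggregate glands for 4, 5 and 3, with another 4 of *L. geometricus* in Ac + F glands. OESTs numbered 28, 17 and 2. Lg3tf018489g17u had 14879.7 FPKM in posterior aggregate glands (SD 5937, n = 2), 99.5% of its silk gland FPKM, and a log2 fold change of 16.19 over non-silk tissues (edgeR exact test, adjusted p = 0.000194). Members of such a family share reads, and the values of single members carry that limit.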

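The cluster of transmembrane transport proteins has 35 transcripts in *L. geometricus*, 37 in *L. hesperus* and 36 in *S. grossa*, of which 17, 24 and 24 were at least 2-fold higher in silk glands and 7, 13 and 7 were OESTs. A majority gland type was found for 7, 15 and 14 of them. In *L. geometricus* these were 3 anterior aggregate, 2 tubuliform, 1 Ac + F and 1 major ampullate. *L. hesperus* had 5 posterior aggregate, 5 anterior aggregate, 4 major ampullate and 1 Ac + F, and *S. grossa* 5 anterior aggregate, 5 major ampullate, 3 tubuliform and 1 posterior aggregate.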

## Discussion

Here we provide the first comprehensive quantification of gene expression patterns in the functionally distinct spider silk gland types to examine the extent to which tissue specialization is driven by expression evolution. Our comparative analyses among three species of cobweb weavers also have applied importance in revealing the molecular contributors required to produce high-performance fibers and glues.

First, we propose that a number of the transcripts we identified as more abundant in silk glands than non-silk gland tissues (OESTs) are previously undocumented constituents of silk fibers and glues. OESTs make up the same or more of the transcriptional profile as known structural constituents (e.g. spidroins), most have gland-type restricted expression (Fig. 4), and many are likely exported out of the cell. While the exported OESTs with functionally validated homologs may be involved in silk processing, the 209 with no known homolog outside of spiders are excellent candidates for new constituents of silk fibers and glues. Proteomic analyses of major ampullate fibers in *L*. *hesperus* found 15 of 35 identified proteins had no published homolog or no functional information^35, 36^, further supporting this conclusion. It is also possible that some of the 209 new proteins are chaperones that assist with spidroin folding or aggregation.

In conjunction with additional proteomic analyses of other fiber types and glues, the OESTs can be used to identify the best suite of candidates for recombinant silk production, especially the aqueous glues synthesized in aggregate glands and placed on cobweb gumfoot lines that are used to capture walking prey. These glues are mixtures of glycoproteins, small peptides, and other organic and inorganic molecules, but the identities of the proteins are currently unknown^9, 32^. Our analyses suggest that aggregate glands draw on a more complex set of gene families for protein composition than do the fiber-forming glands (Figs 4 and 5), and aggregate glands have a distinct set of silk processing functions (Supplementary File 3). Despite the potential for greater complexity of protein composition than the fibers, the glues are especially promising candidates for biomimetic applications as they take on their final properties outside of the spider with minimal processing^32^, unlike the fibers, which require chemical and mechanical processing to spin from liquid dope.

Second, we provide the first transcriptome-level evolutionary analyses of gene expression in spider silk glands and one of the few comparative studies in a non-mammalian system^47^. Although gene expression can vary based on environmental factors, as suggested by differences in amino acid content of major ampullate fibers in spiders fed different prey^48, 49^, our results demonstrate a high degree of evolutionarily conserved expression patterns for homologous silk gland types based on the correlation of expression levels of whole gene families (Fig. 5) and ancestral expression state reconstruction in gene trees (Fig. 6). However, in contrast to analyses of gene expression in mammalian tissues, we found little support for the grouping of homologous silk gland types based on expression levels of strict orthologs (Fig. 3), consistent with single copy genes having a limited role in functional specialization of spider silk glands. Our findings are also consistent with recent work that suggests that conserved tissue-specific gene expression is a property of a subset of genes, rather than the entire transcriptome^15^.

Our results support several models for the evolution of gland-specific expression. Gene duplication and expression divergence of the spidroin gene family has been proposed to co-evolve with silk gland differentiation^27^. We found this model has limited application to only a few, generally highly expressed, gene families (e.g. Fig. 7, left). Across gene families that do not include known silk structural genes, we found very limited switching of over-expression in one gland type to another and that when this does occur it is equally or more likely to happen after speciation than gene duplication (Fig. 6). Furthermore, it appears that silk glands may need to draw on certain classes of proteins, but that any member of the gene family may serve equally well (e.g. transmembrane transport proteins, Fig. 7, right). One caveat is that we do not know the timing of duplication events that precede the common ancestor of our three cobweb weaving species, all of which possess all the gland types. Thus, duplication of a silk gland specific gene followed by expression divergence in newly evolved gland types may be more common than our study design can capture.

In 2004, Khaitovich *et al*.^19^ proposed that gene expression evolution was largely neutral and could reflect the evolutionary origin of specialized tissues or organs. We found little support for this model with spider silk glands. For instance, tubuliform glands develop from aciniform glands^28^, but these gland types did not group together in any analyses of correlated expression patterns (Figs 3, 4 and 5). 

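In the tree of OEST proportions Ac + F and tubuliform glands formed a group in *L. geometricus* (bootstrap 96.1%, rho 0.300), where pyriform glands were not sampled, and in none of the resamples in *L. hesperus* and *S. grossa*. In the Spearman tree of 3-species clusters they grouped in *L. geometricus* as well (98.6%). A group of both gland types from all 3 species appeared in none of the resamples with Spearman's rho and in 3.9% with Pearson's r. The mean Pearson's r between these gland types of different species was 0.0258 with and 0.166 without the structural clusters.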

Another interesting case was the aggregate glands, which are the most recent evolutionary additions to the spider silk gland toolkit found only in araneoid spiders. We expected these gland types to group with fiber-forming glands to the exclusion of other tissue types in all analyses of correlated expression levels, but did not find that pattern for all orthologs (Fig. 3) or for gene families containing OESTs (Fig. 5c,d). The lack of silk gland grouping based on ortholog expression levels likely results from the limited contribution of these single copy genes to silk gland specialization, but the analysis of multi-copy gene families (Fig. 5c,d) suggests that gene expression in most types of silk glands may evolve largely independent of other types.

Nevertheless, aggregate gland expression was partially consistent with the expectation that gene expression patterns reflect the evolutionary history of tissue specialization. For instance, the two types of aggregate glands grouped together based on correlated gene expression levels within each species (Fig. 4) and total expression levels of gene families containing OESTs (Fig. 5c,d). Also, the two types of aggregate glands in cobweb weavers are transcriptionally distinct (Figs 3, 4 and 5), as expected given their recent morphological and functional specialization relative to orb-web weavers (Fig. 1a)^31, 32^. Intriguingly, a number of transcripts with posterior aggregate-specific expression are derived from ancestral nodes inferred to have anterior aggregate-specific expression (Fig. 6). This pattern is consistent with Khaitovich *et al*.’s model^19^, which would propose that derivation of posterior aggregate-specific expression coincided with morphological divergence of this gland type. However, this interpretation is refuted by our finding that most switches of expression to posterior aggregate glands occurred after speciation of one of our three cobweb weavers while morphological divergence of the posterior aggregate glands, inferred from changes in spigot morphology, almost certainly happened in the common ancestor of Theridiidae^50^. Instead, we propose that the similar functions of the two types of aggregate glands (glue formation) necessitate coordinated expression and co-evolution.

Further evidence that correlated expression patterns among silk gland types reflects coordinated functions rather than the evolutionary addition of gland types comes from the major and minor ampullate glands. These gland types are documented in most true spiders (Araneomorphae), yet they grouped together within each species based on shared expression of individual transcripts (Fig. 4) and the correlation of expression levels of gene families (Fig. 5c,d). In cobweb weavers, major ampullate fibers form the primary dragline and most of the cobweb, while minor ampullate silks are the most abundant fibers used to wrap prey^51^. However, the use of major ampullate silk likely coincides with the use of minor ampullate silk. For instance, some major ampullate fibers have been found wrapped around prey^51^ and minor ampullate silks form the inner fiber of gumfoot lines, which are subsequently covered with major ampullate fibers and aggregate glue droplets^52^. Thus, it appears that major and minor ampullate glands perform tightly integrated functions, necessitating coordinated gene expression of these two gland types.

In conclusion, we have dramatically increased our understanding of spider silk genetics. Because the expression patterns are broadly conserved among the different gland types across our three species, they are likely important for spider silk synthesis. Moreover, our results support multiple function-driven models of gene expression evolution in specialized tissues.

## Methods

### Tissue Sampling

Up to 29 adult female individuals were used for each species per tissue replicate (8–10 more typical) to obtain sufficient RNA for library construction. Tissues were sampled from the same sets of individuals as detailed in Supplementary Table S1 of Clarke *et al*.^30^. Individuals were arbitrarily assigned to either replicate 1 or 2.

### Transcript Annotation

High-quality transcripts from our previous assemblies (TSA: GBJM0000000, GBJN00000000, GBJQ00000000) were annotated by homology to published proteins using BLASTX. We defined a transcript as spider-specific if there were no BLASTX alignments to a UniProt sequence outside the Araneae with an e-value <1e-5. A transcript was defined as encoding a known silk structural protein if it had a best BLASTX match ≤1e-5 to a UniProt defined spider silk protein, it had a best BlastP match to a Cysteine Rich Protein (CRP)^40^, or it was in the BlastClust cluster with such a transcript (Supplementary File 1).

GO Terms were assigned to transcripts based on their best UniProt homologs^53^ (Supplementary File 3). GoTerm enrichment in silk glands was determined using GoSeq.^54^, which accounts for length bias in RNA-seq. We identified 66 GO Terms^55^ enriched in the OESTs combined from all three species compared to all of the transcripts with >1 FPKM in at least one tissue using GoSeq.^54^ (Supplementary File 3). Similar enrichment analyses on each species individually identified only 43 total GO Terms enriched for the OESTs, of which only 7 were shared among all three species, suggesting that combining the species’ OESTs is required for sufficient power to detect conserved functions in the silk glands (Supplementary File 3). Signal peptides were identified by SignalP v 4.1^56^ for predicted M-started proteins.

### Expression Analyses

Transcript abundance was estimated by aligning processed (adapters, low quality sequences, rRNA sequences, and reads lacking a pair removed)^30^ raw paired-end sequence reads from each species tissue-specific library to our transcriptomes using RSEM^45^. RSEM provides an estimate of the number of sequence reads that originated from a given transcript, accounting for the possibility that a single read could align to multiple transcripts. Transcripts significantly over-expressed in the silk glands were identified by comparing all silk gland libraries to all non-silk gland libraries in each of the three species using edgeR on RSEM’s expected read counts normalized with the Trimmed Mean of M (TMM) method^57^. Transcripts with <1 count per million reads in every library were removed. The biological coefficient of variation among samples was approximated by the common dispersion parameter in edgeR’s negative binomial model, followed by estimation of transcript-wise dispersion parameters. Transcripts that were both over-represented in the silk libraries and had an FDR <0.05 were classified as Over-Expressed Silk Transcripts (OESTs).

We also compared each silk gland type to non-silk gland tissues using EdgeR (Supplementary File 2). When no biological replicates were available for a silk gland type we set the dispersion to 0.4 to approximate the biological coefficient of variation. Transcripts ≥2-fold higher in silk glands than other tissues were also identified by EdgeR.

For comparisons of expression levels among transcripts and species, we used RSEM calculated fragments per RSEM defined “effective” kilobase per million aligned reads (FPKM) for each transcript. FPKM for each transcript in each libary was normalized by multiplying by the library-specific normalization factor identified with TMM. Replicate tissues, when available, had high Spearman’s correlation coefficients based on normalized FPKMs of all transcripts (Supplementary Fig. S7 and Supplementary File 7). 

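Over all transcripts of the FPKM tables, Spearman's rho between replicates averaged 0.658 in *L. geometricus* (8 pairs, 0.47 to 0.776), 0.666 in *L. hesperus* (11 pairs, 0.505 to 0.780) and 0.692 in *S. grossa* (6 pairs, 0.615 to 0.763). Between libraries of different tissues it averaged 0.537, 0.534 and 0.533. Permuting the tissue names among libraries gave two-sided p of 6e-05, 3e-05 and 2e-05 (100000 permutations, 3 comparisons). The most similar library was a replicate of the same tissue for 10 of 16 libraries in *L. geometricus*, 14 of 19 in *L. hesperus* and 9 of 12 in *S. grossa*, and for all of them with Pearson's r on FPKM. The paper reasons from the similarity of replicates that mean FPKM per tissue can be used in the remaining analyses.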

Remaining analyses were thus based on the mean FPKM for each transcript in each tissue (average of the normalized FPKM for the transcript in each tissue-specific library associated with the species).

To identify OESTs with silk gland type-restricted expression or with expression in multiple gland types, we grouped within species OESTs using hierarchical clustering. Distances for hierarchical clustering were 1 – Spearman’s rho, with pairwise Spearman’s correlation coefficients calculated from the proportion of mean FPKM of the transcripts in each of the seven silk gland types (Fig. 4). We split the hierarchical clusters into the seven or eight largest groups (number of silk gland types assayed plus one) and assigned the group to an individual gland type if the summed expression of all the OESTs in the cluster was >50% due to that gland type. Otherwise, the cluster was designated as “multiple glands”.

We also hierarchically clustered the individual silk gland types by the pairwise Spearman’s correlation coefficients calculated from the proportion of expression of the OESTs in each gland type. Bootstrap support for clusters were computed by the boot.phylo function in the APE R package^58^ with Spearman’s correlation-based hierarchical clustering with 1000 replicates. Principal Components Analysis was performed on the mean FPKM values of all species OESTs in the silk gland types and the non-silk tissues in R using the prcomp function.

### Evolutionary analyses of expression patterns

Homologous transcripts (orthologs and paralogs) were identified using BlastClust as detailed in Clarke *et al*.^30^. Evolutionary expression analyses were restricted to BlastClust clusters with a representative from each species (BlastClust 3-species clusters). We also identified 1:1:1 orthologs among the three species using OrthoMCL with default parameters^43^. To compare expression levels of homologous transcripts among species, we summed the edgeR normalized FPKM within each tissue-type of every transcript in each BlastClust 3-species cluster in a species-specific manner. Pairwise Spearman’s correlation coefficients between each species-tissue combination were calculated. Transcript abundance of 1:1:1 orthologous transcripts was calculated by re-aligning raw reads to only these sequences. The resulting FPKMs of each ortholog were normalized by edgeR (TMM) and used to calculate pairwise Spearman’s correlation coefficients.

For ancestral expression state analyses we focused on the 630 BlastClust 3-species clusters with at least one transcript in each species that was 2-fold higher in silk glands than non-silk glands and mean FPKM >1 in at least one tissue. 

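For a transcript to count, the mean over its silk gland types had to be at least 2-fold the mean over non-silk libraries, and its mean in at least 1 tissue had to be above 1 FPKM. By this rule 585 of the 3-species clusters had such a transcript in each species, and 3632 had it in any species. A 4-fold limit moved the number most, to 355. Without the FPKM minimum it was 737.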

We added tick homologs to these BlastClust clusters when they could be identified as described in Clarke *et al*.^30^.Transcripts from the clusters were aligned, trimmed of low information positions using trimAl^59^, and removed if the remaining positions were >25% gaps. The phylogenies of the remaining transcripts were inferred with TreeBeST (see Clarke *et al*.^30^). Since silk glands evolved in spiders after the divergence of tick and spiders, for those phylogenies with tick homologs, the trees were sub-divided at each tick–spider speciation node, from which we used only the spider descendants, resulting in 605 gene trees. For each transcript remaining in the phylogenies, we coded expression patterns as the mean FPKM within each silk gland type and non-silk gland tissue. We inferred the maximum likelihood ancestral states of each tissue type independently, assuming a Brownian motion model of evolution^60^, using PHYTOOLS^61^ in R. Ancestral nodes with FPKM 2-fold higher in silk glands than non silk glands were further classified to individual gland types: if an ancestral node had >50% of its FPKM in one silk gland type it was assigned to that type, otherwise it was assigned to “multiple glands”.

We tested if changes in expression patterns were non-randomly associated with speciation versus duplication events for each of the gland types using Fisher’s exact test in R and assigned significance after correcting the p-value using Bonferroni multiple test correction. We also examined whether silk-over expression is non-randomly concentrated within each phylogeny inferred above using the D-statistic^46^ implemented in the Caper R package^62^. Because the D-statistic can only be computed for binary characters, each transcript and internal node was assigned as either 2-fold higher in silk or not. The D-statistic was recalculated seven times for each tree classifying the transcripts or nodes as majority expression in a single silk gland type or not.

### Data Availability

RSEM estimated read counts and normalized FPKM are available through the Gene Expression Omnibus, with links to raw reads in the Short Read Archive (GEO series GSE95367).

## Electronic supplementary material

Supplementary Figures

Supplementary File 1

Supplementary File 2

Supplementary File 3

Supplementary File 4

Supplementary File 5

Supplementary File 6

Supplementary File 7

Supplementary File 8

# Supplementary material for: Evolutionary shifts in gene expression decoupled from gene duplication across functionally distinct spider silk glands
**Source:** Sci Rep. 2017 Aug 21;7:8393. doi: 10.1038/s41598-017-07388-1
**Supplement:** Supplementary file 1 — Supplementary Figures

Supplementary figures for

**Evolutionary shifts in gene expression decoupled from gene duplication across  
functionally distinct spider silk glands**

Thomas H. Clarke, Jessica E. Garb, Robert A. Haney, R. Crystal Chaw, Cheryl Y. Hayashi,  
Nadia A. Ayoub

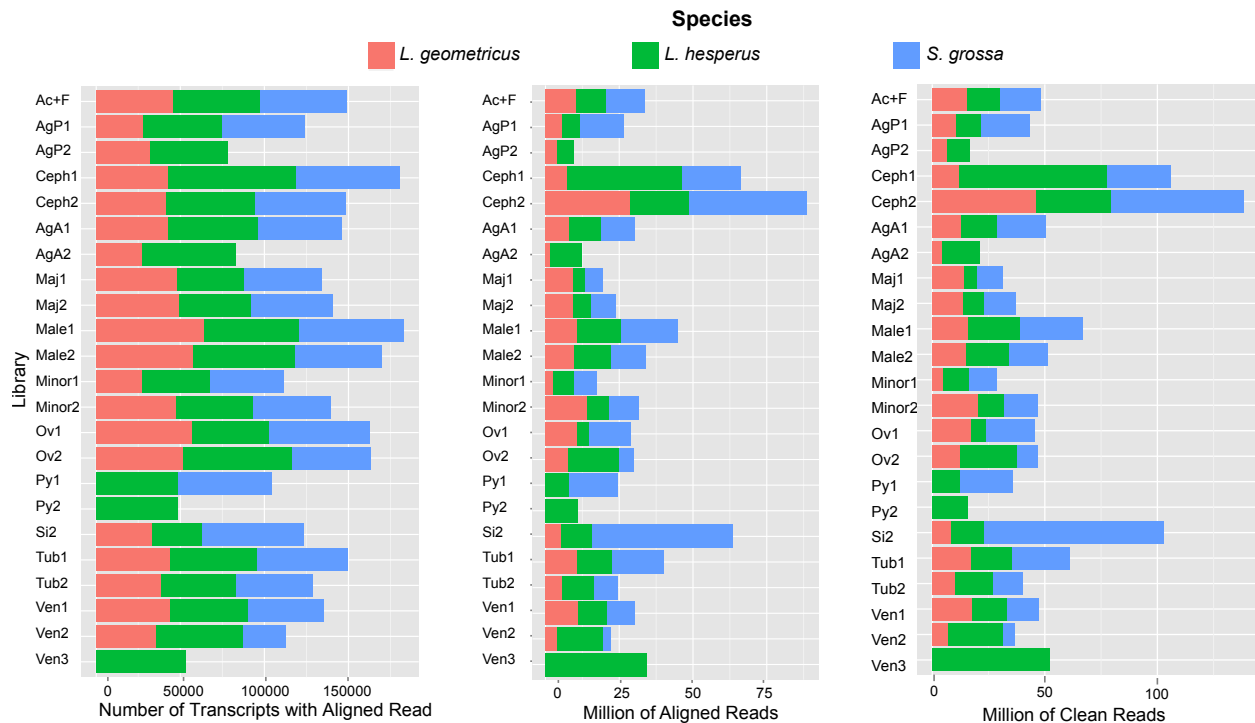

Supplementary Figure S1. **Sequencing depth in three cobweb weaving species in different tissue-specific RNA-seq libraries.** Left panel: In each library, the number of transcripts for which RSEM mapped at least one pair of reads. Transcripts assembled in Clarke et al.<sup>1</sup> and RSEM run with default parameters. Middle panel: The number of high quality non-ribosomal reads for each library obtained from paired end Illumina sequencing that aligned to a transcript. Right panel: The number of high quality non-ribosomal reads for each library obtained from paired end Illumina sequencing. Libraries derive from silk gland tissues (Ac+F=Aciniform and Flagelliform, AgP=Posterior Aggregate, AgA=Anterior Aggregate, Maj = Major Ampullate, Minor=Minor Ampullate, Py = Pyriform, Si = all silk glands combined, Tub=Tubuliform) and non-silk gland tissues (Ceph=Cephalothorax, Ov = Ovary, Ven=Venom) obtained from dissections of adult females, and from whole body adult males (Male).

Note that anterior aggregate glands referenced in this study are equivalent to the “flagelliform” glands referenced in Clarke et al.<sup>1</sup>. This study followed gland nomenclature in Jeffery et al.<sup>2</sup>, in which only one pair of aggregate glands was identified. Subsequently, we performed a more extensive search of the silk glands of our target species because of multiple reports in the literature of two pairs of aggregate glands in araneoid spiders, including cobweb weavers<sup>3–5</sup>. We found a pair of glands morphologically similar to orb-weaver flagelliform glands, but approximately the same size as aciniform glands (see Figure 1 in main manuscript). The glands named “flagelliform” by Jeffery et al. were morphologically similar to the description of anterior aggregate glands in black widows and both pairs of aggregate glands in orb-weavers<sup>4,5</sup>.

**A**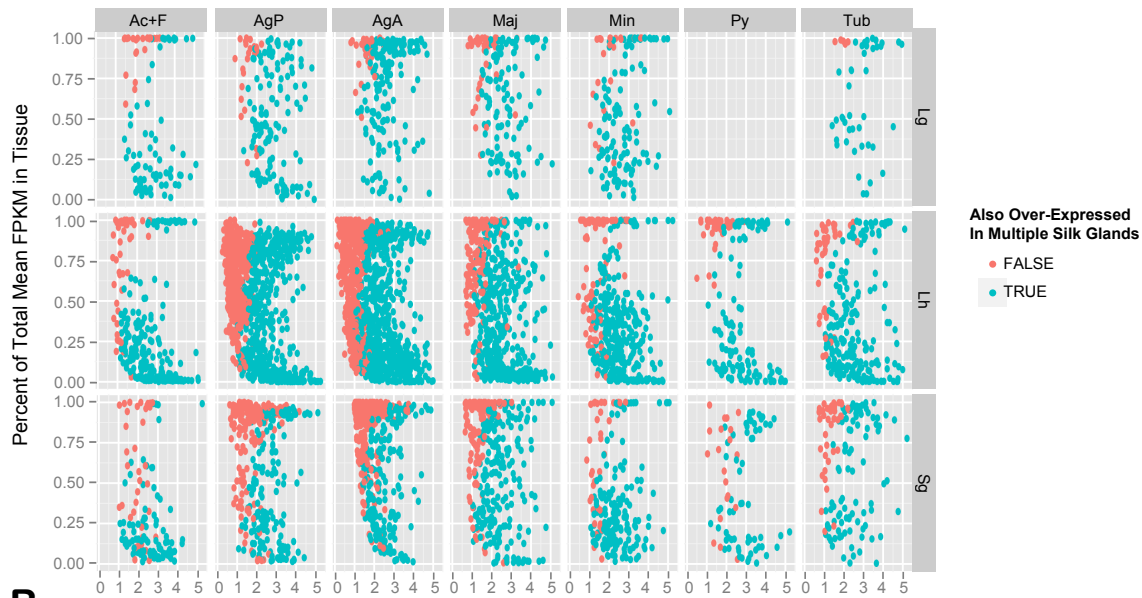**B**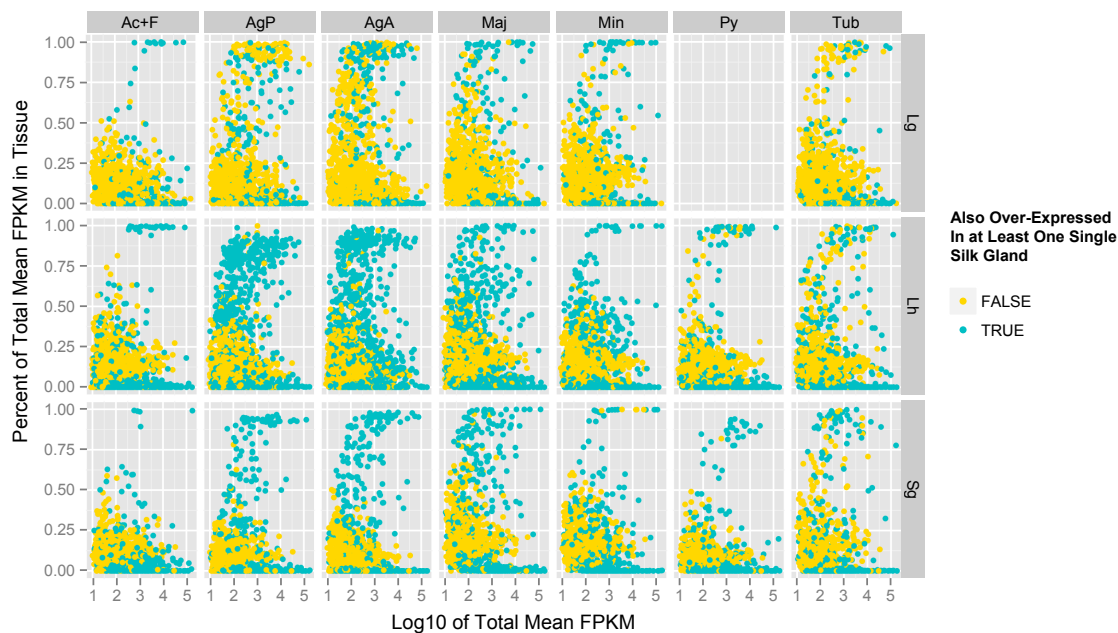

Supplementary Figure S2. **Comparison of transcripts identified as over-expressed within a single gland type versus all of the silk glands combined.** Transcripts more abundant in silk glands were identified by edgeR for each species by comparing the non-silk gland tissues (cephalothorax, ovary, venom) to either each of the silk gland types individually (single silk gland, **A**) or all of the silk glands at once (multiple silk gland, **B**). Transcripts only found to be over-expressed in the single gland comparisons (red points, **A**) were generally lowly and almost exclusively expressed in the single gland compared to transcripts found over-expressed in multiple gland comparison as well (blue points in **A** & **B**). Ac+F=Aciniform and Flagelliform, AgP=Posterior Aggregate, AgA=Anterior Aggregate, Maj = Major Ampullate, Minor=Minor Ampullate, Py = Pyriform, Tub=Tubuliform

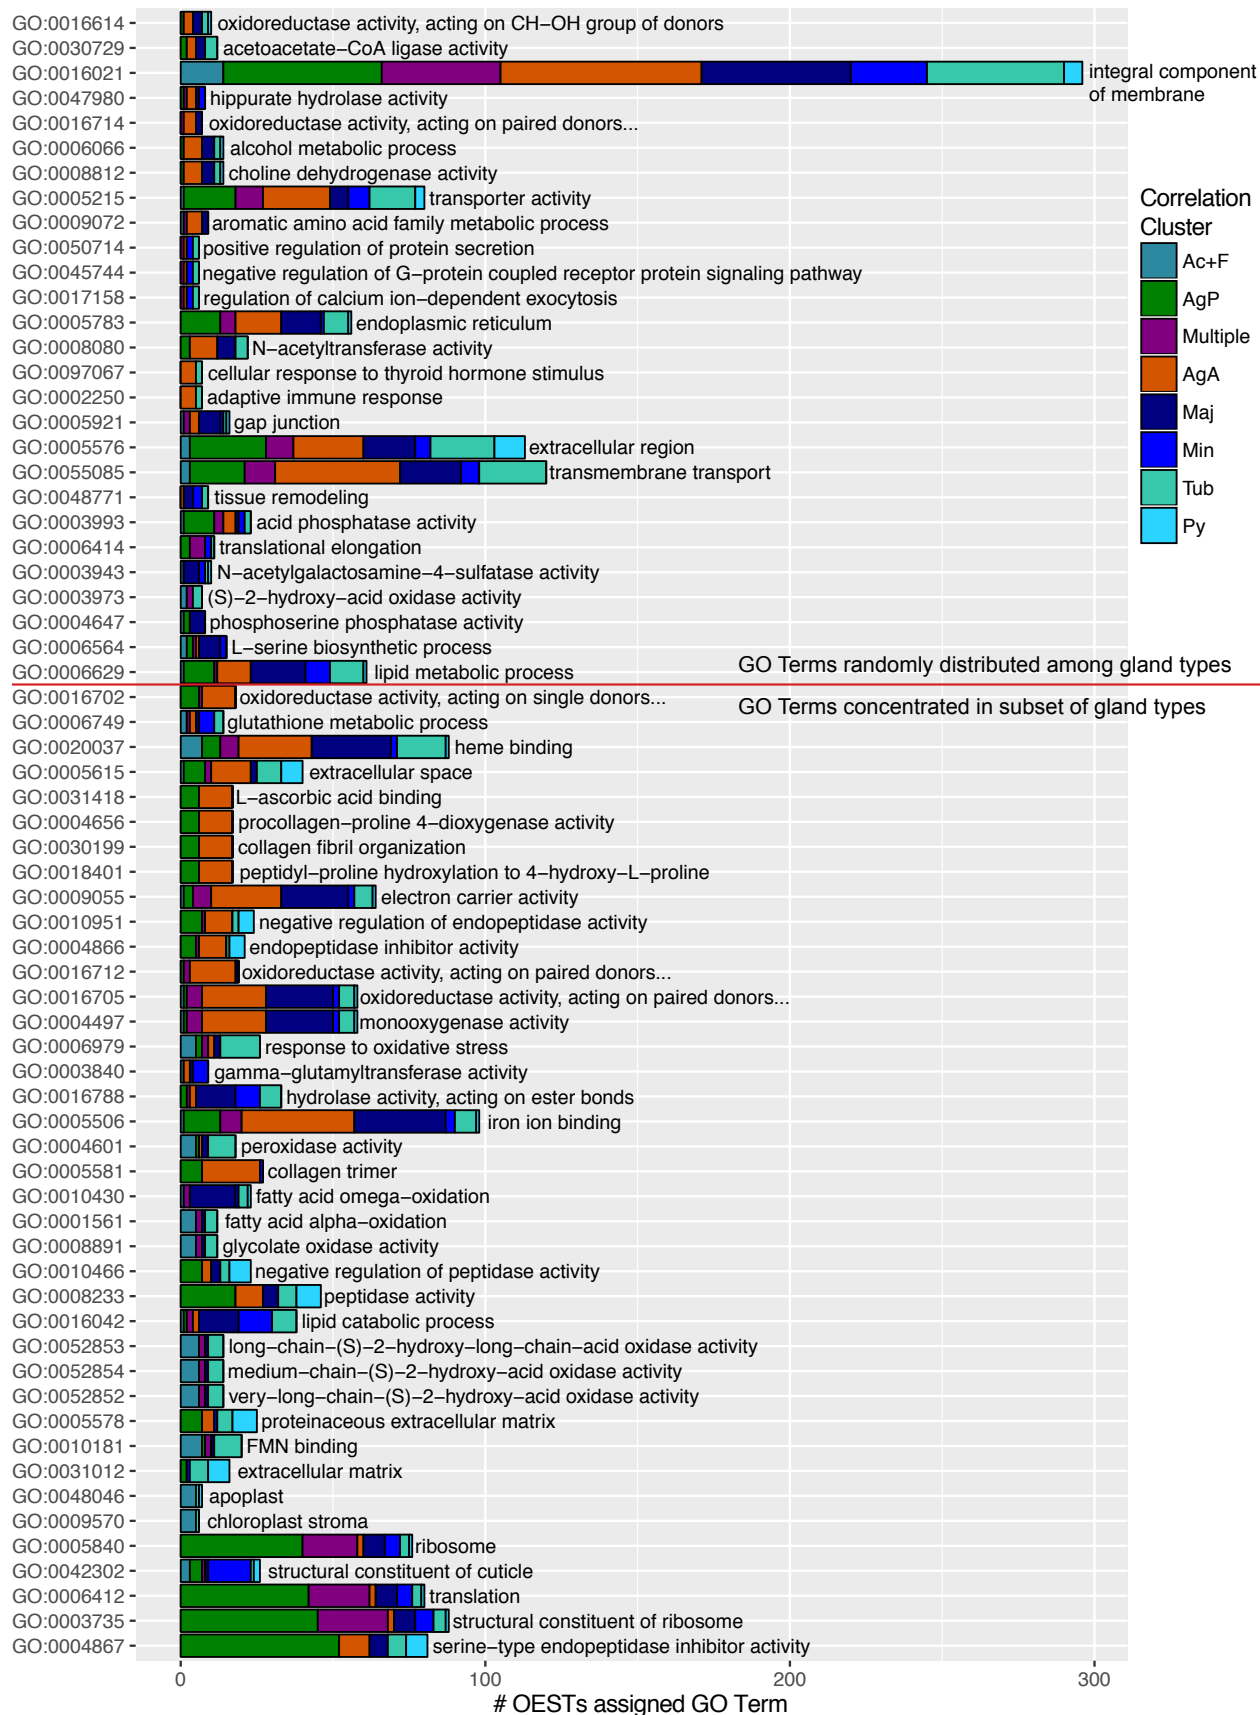

Supplementary Figure S3. **Number of OESTs assigned a GO Term that was enriched in OESTs compared to all transcripts.** OESTs are color-coded according to the silk gland type assigned in correlation clustering (see Fig 4). GO terms are ranked from bottom to top by the p-value associated with a chi-square test comparing the observed distribution of a GO Term in the different silk gland types to the expected distribution based on the total number of GO Terms assigned to each silk gland type. P-values below the red line are less than the Bonferroni corrected alpha. See Supplementary File 6 for full list of GO Term assignments.

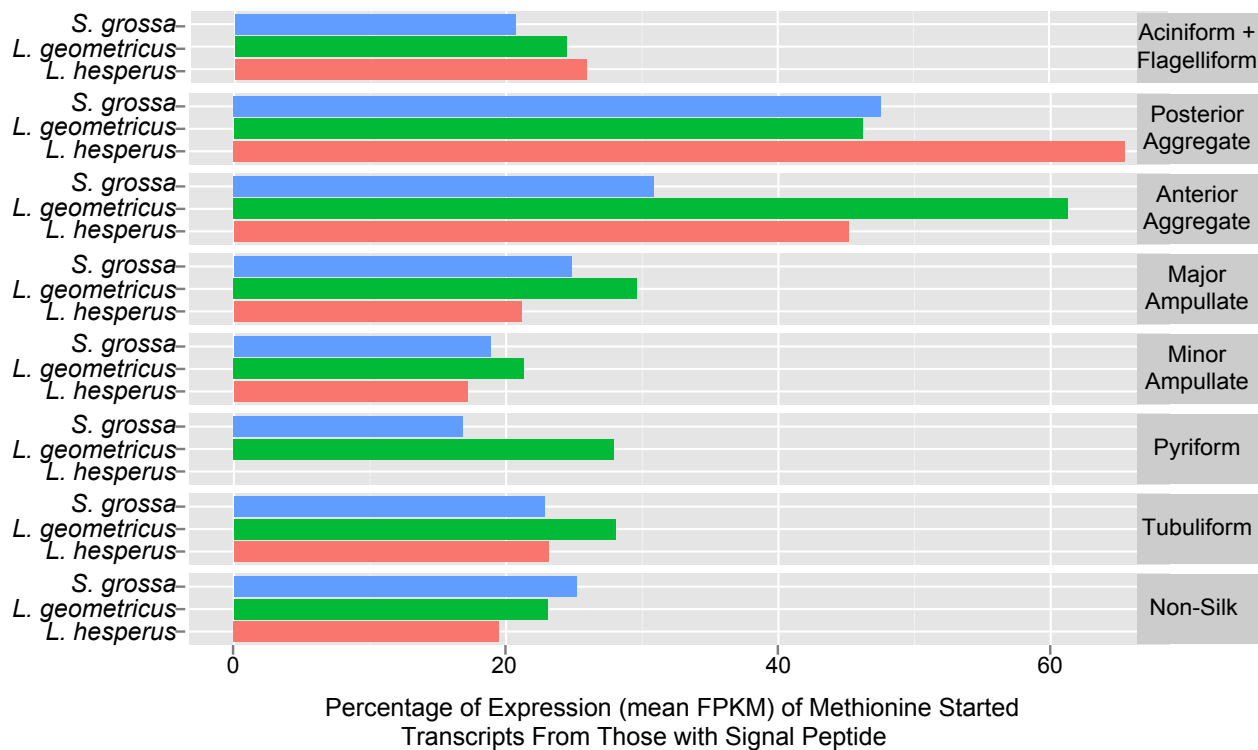

Supplementary Figure S4. **Proportion of expression devoted to transcripts predicted to encode signal peptides.** The average percentage of FPKM in each silk gland type from transcripts whose translation starts with a methionine that had a signal peptide as identified by SignalP (v4.1<sup>6</sup>). Because silk fibers and glues function outside of the spider we expected that structural proteins and any proteins associated with processing these structural constituents would have signal peptides to direct their extracellular transport. Consistent with this expectation, we found that of transcripts predicted to encode complete proteins, OESTs are more likely to include a signal peptide than all the other proteins, a pattern that is consistent across all the silk gland types (Fisher's Exact Test, FDR < 0.001 for all OEST clusters identified in Fig 4). OESTs assigned to the pyriform glands have the highest proportion of signal peptides (54% versus 30-43% of OESTs assigned to other silk gland types and 11% in OESTs assigned to multiple glands), but overall aggregate glands devote more of their expression to proteins containing signal peptides.

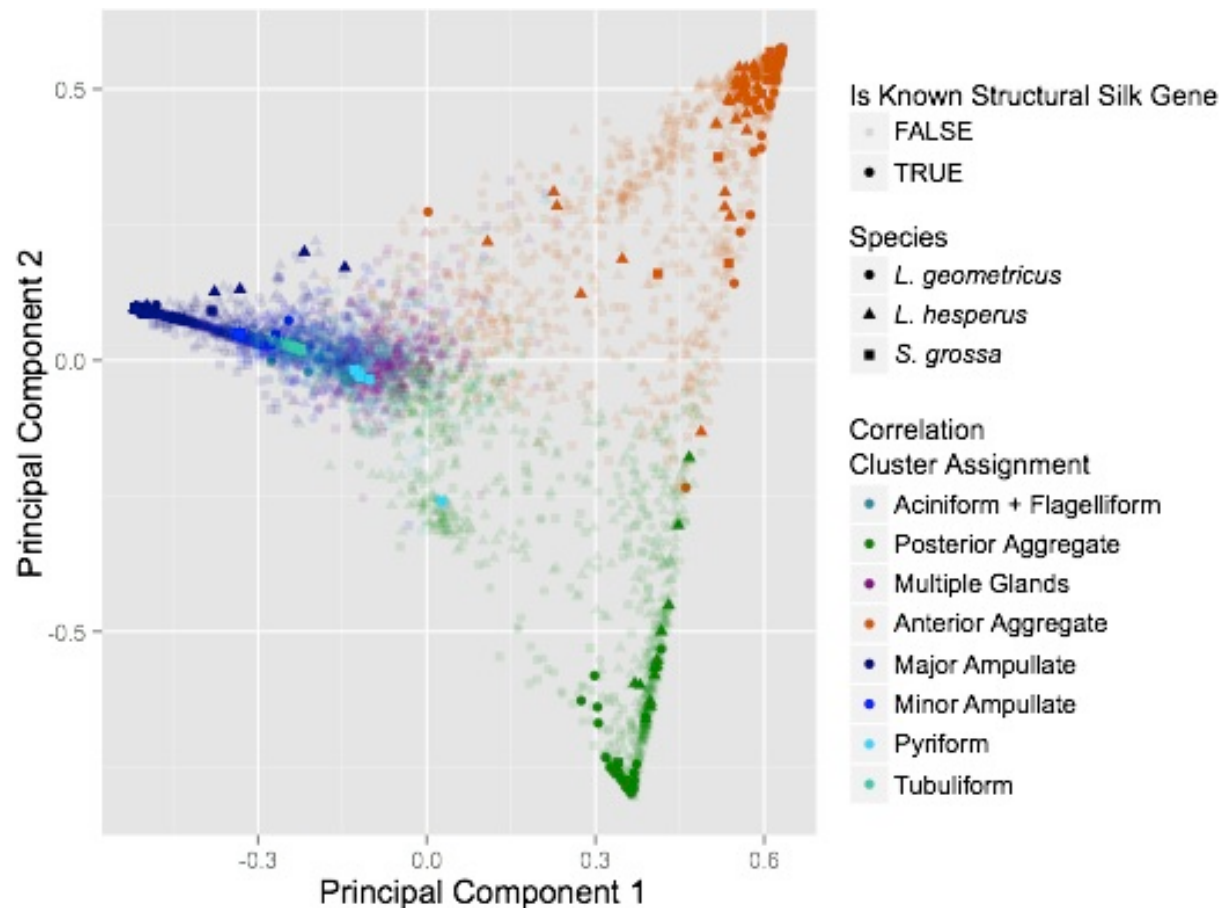

Supplementary Fig S5. **Principle Components Analysis of all three species' OESTs based on their proportion of expression in the seven silk gland types.** OESTs are color-coded according to the silk gland type assigned in correlation clustering (see Fig 4). Shapes represent species and bolded points are homologous to known silk structural encoding genes (see Supplementary File 1).

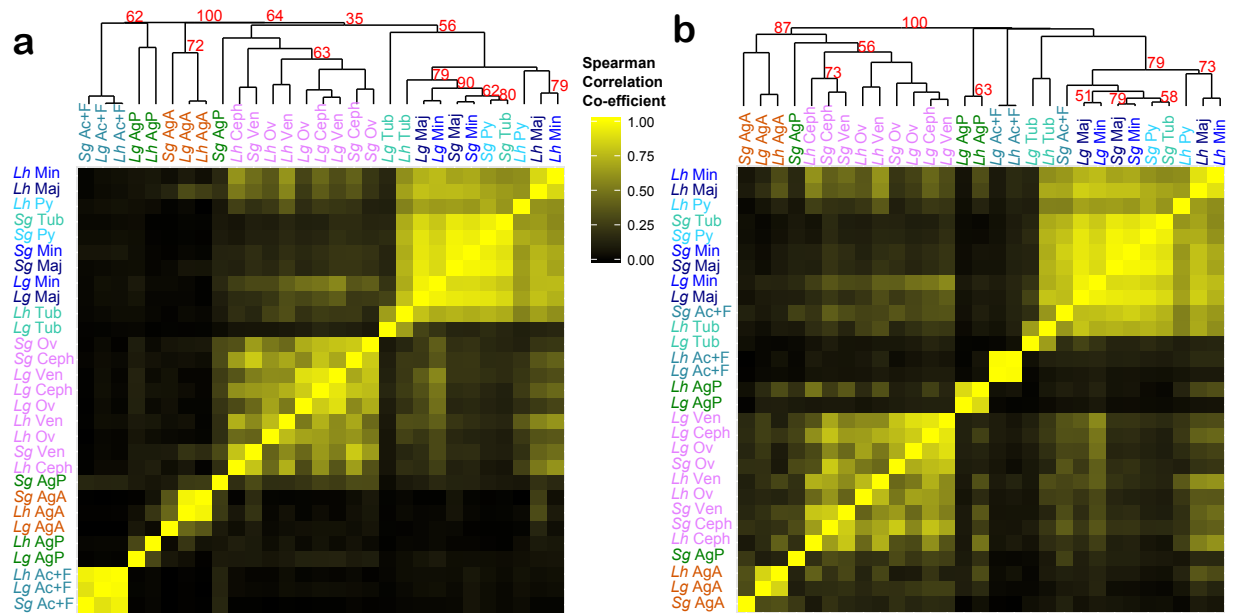

Supplementary Figure S6. **Correlation between species and tissue-specific RNA-seq libraries based on expression of 1:1:1 orthologs over-expressed in silk glands.** Heat maps show pairwise Spearman's correlation coefficients based on the normalized FPKM of orthologs identified with OrthoMCL. Orthologous groups (N=357) contained at least one OEST. Distances used to hierarchically cluster the libraries were 1-Spearman's rho (bootstrap proportions  $\geq 50\%$  shown). In (a) orthologous groups containing any OEST are included. In (b) the ortholog groups composed of known silk structural protein-encoding transcripts have been excluded (N=314). Despite weak correlations here, the 70 orthologous groups entirely composed of OESTs likely represent highly conserved members of silk synthesis pathways, especially the 26 in which every member has a majority of expression in the same gland type (Supplementary File 2). Abbreviations and sample sizes as in Fig 1 and 3 of main manuscript.

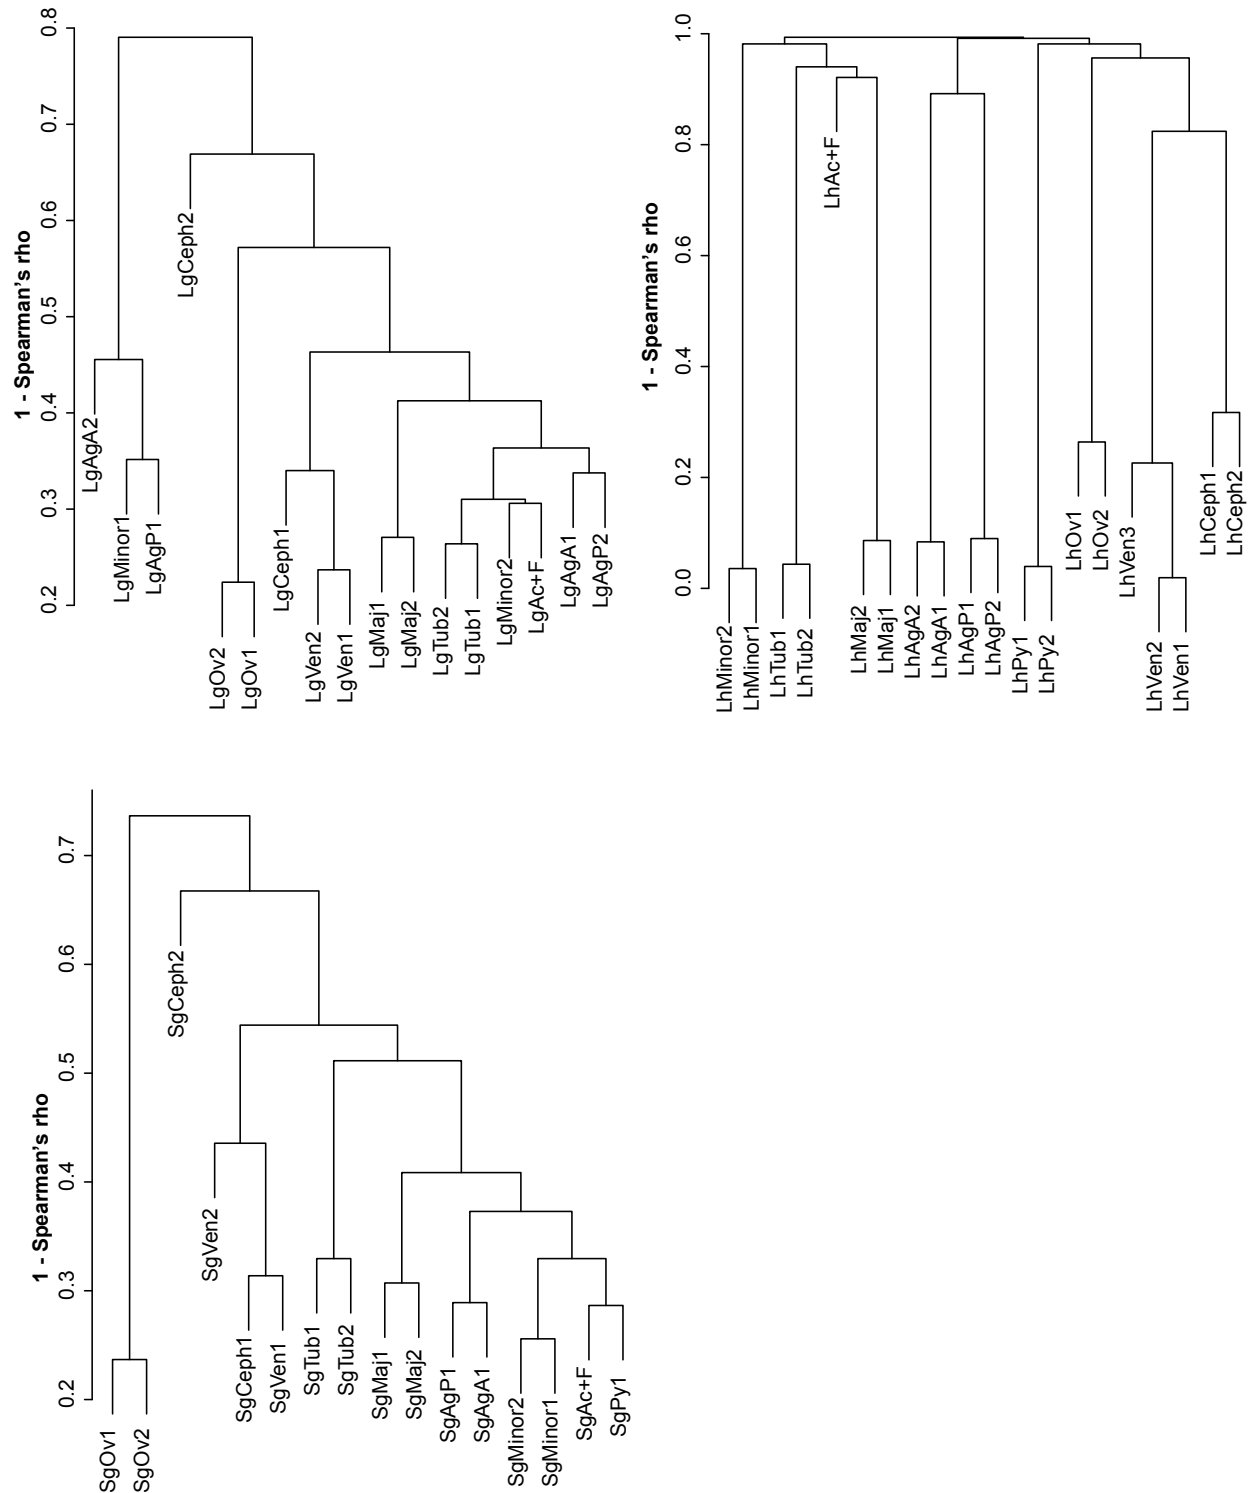

Supplementary Figure S7. **Hierarchical clustering of each tissue-specific RNA-seq library.** Pairwise Spearman's rank correlation coefficients were computed based on the normalized FPKM of all transcripts. See Supplementary File 7 for plots of normalized FPKM between each tissue-specific replicate.

## References

1. Clarke, T. H., Garb, J. E., Hayashi, C. Y., Arensburger, P. & Ayoub, N. A. Spider transcriptomes identify ancient large-scale gene duplication event potentially important in silk gland evolution. *Genome Biol. Evol.* **7**, 1856–1857 (2015).
2. Jeffery, F. *et al.* Microdissection of black widow spider silk-producing glands. *J. Vis. Exp. JoVE* (2011). doi:10.3791/2382
3. Kovoov, J. J. in *Ecophysiology of spiders*. (ed. Nentwig, W.) 159–186 (Springer-Verlag, 1987).
4. Kovoov, J. J. Données histochimiques sur les glandes séricigènes de la veuve noire *Latrodectus mactans* Fabr. (Araneae, Theridiidae). *Ann. Sc. Nat. Zool.* **12**, 63–87 (1977).
5. Townley, M. A. & Tillinghast, E. K. in *Spider Ecophysiology* (ed. Nentwig, W.) 283–302 (Springer Berlin Heidelberg, 2013).
6. Petersen, T. N., Brunak, S. ren, von Heijne, G. & Nielsen, H. SignalP 4.0: discriminating signal peptides from transmembrane regions. *Nat. Methods* **8**, 785–6 (2011).

# Supplementary material for: Evolutionary shifts in gene expression decoupled from gene duplication across functionally distinct spider silk glands
**Source:** Sci Rep. 2017 Aug 21;7:8393. doi: 10.1038/s41598-017-07388-1

Supplementary file 5 for

**Evolutionary shifts in gene expression decoupled from gene duplication across  
functionally distinct spider silk glands**

Thomas H. Clarke, Jessica E. Garb, Robert A. Haney, R. Crystal Chaw, Cheryl Y. Hayashi,  
Nadia A. Ayoub

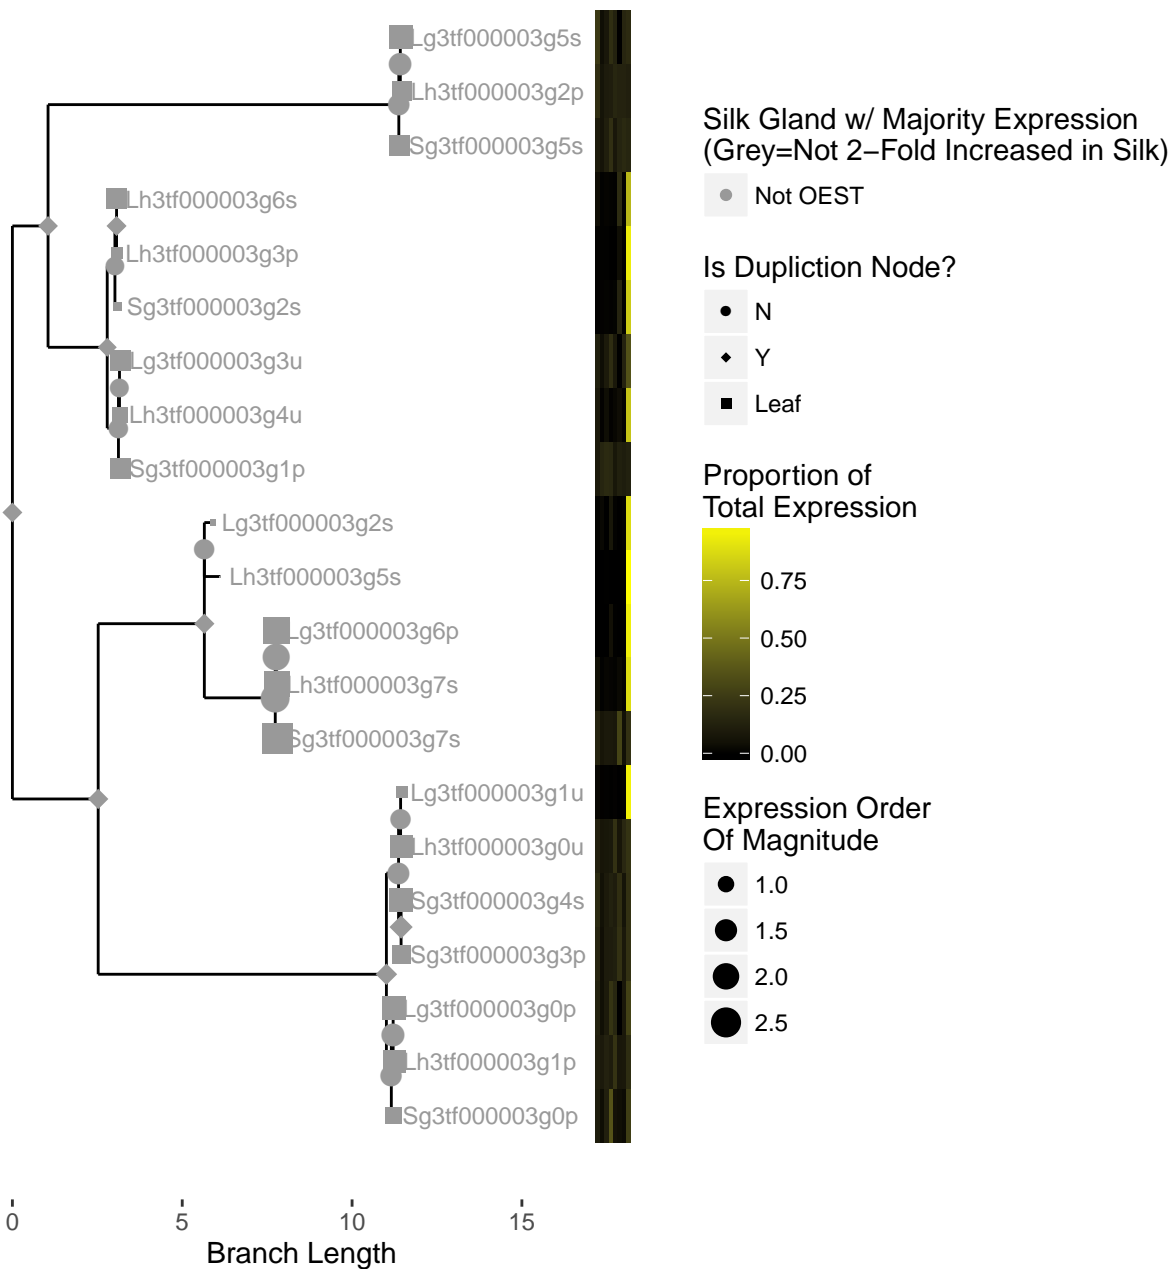

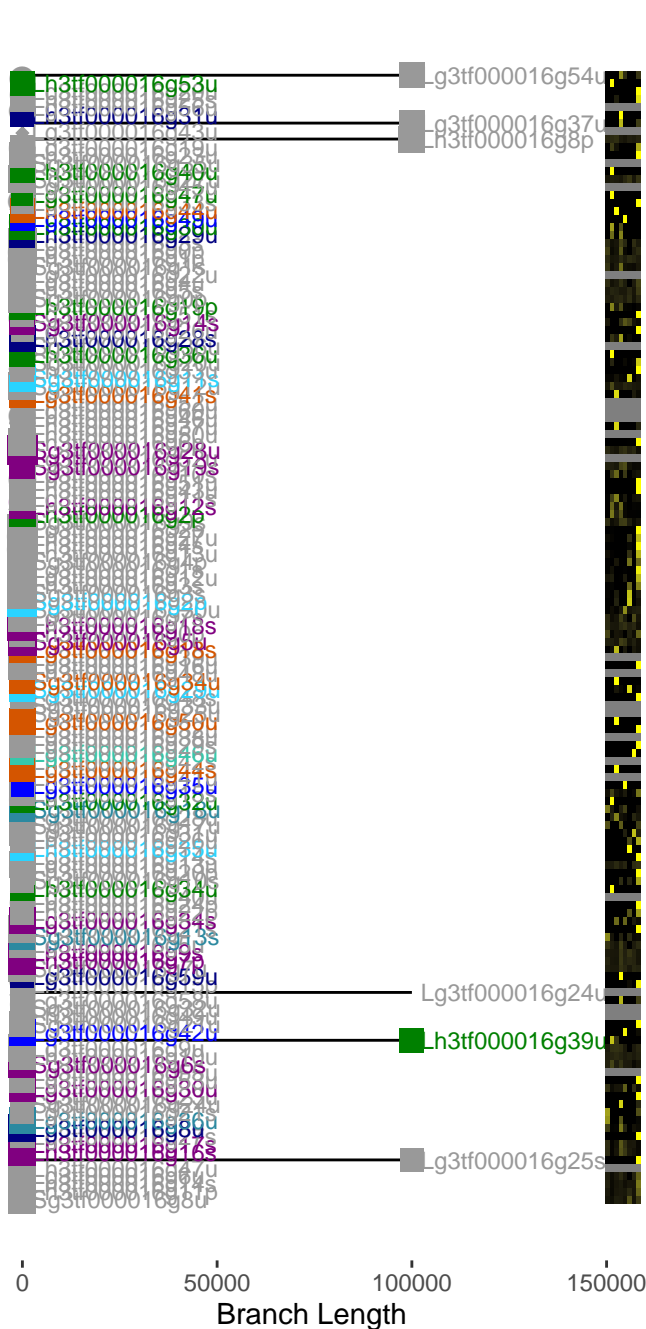

Total Expression

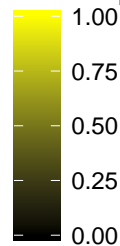

Is Duplication Node?

Expression Order  
Of Magnitude

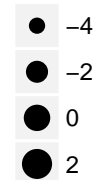

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

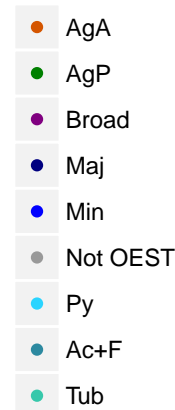

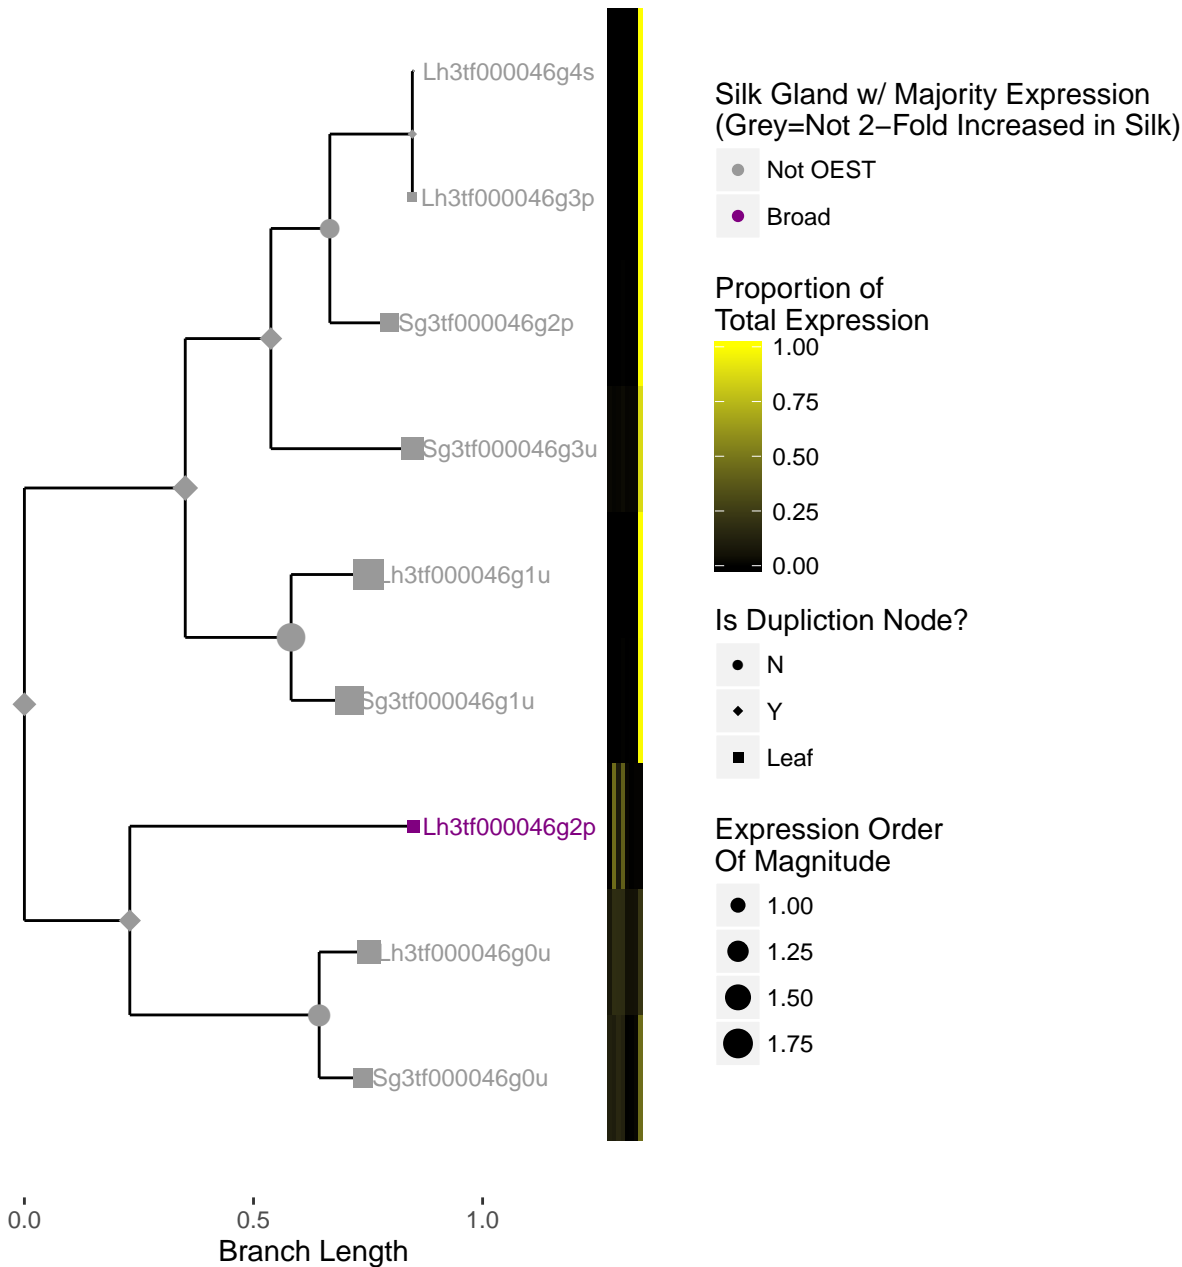

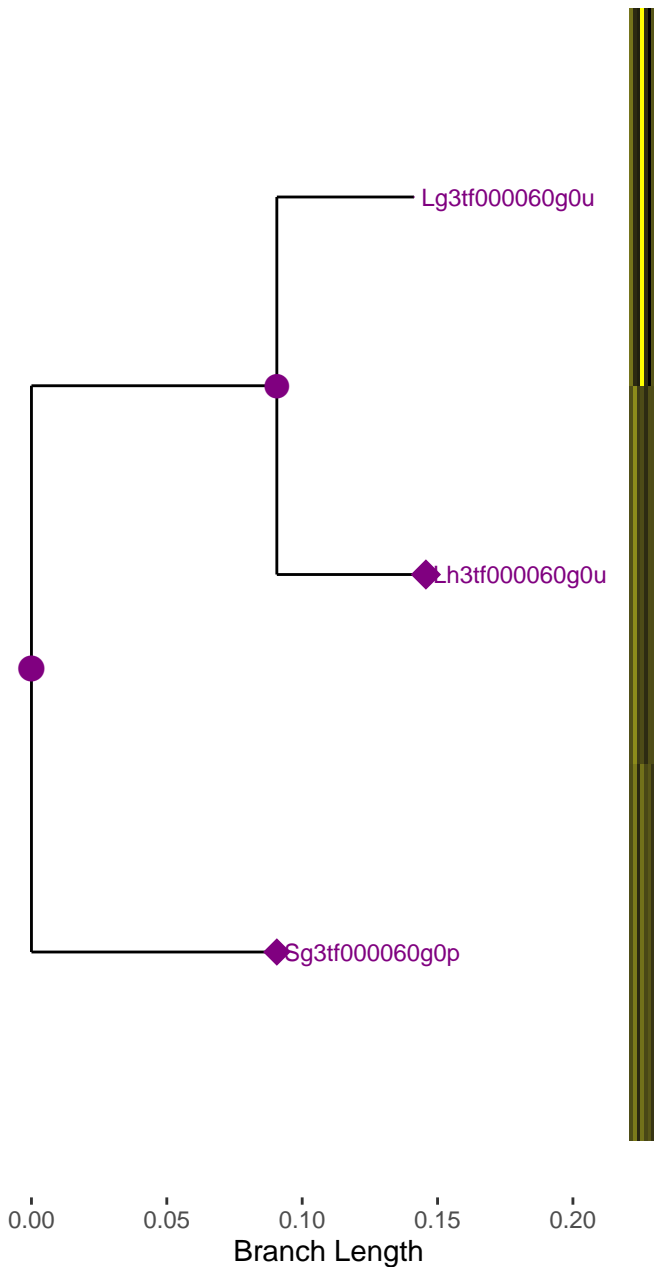

Expression Order  
Of Magnitude

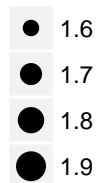

Proportion of  
Total Expression

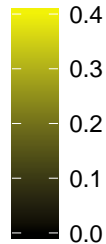

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

Is Duplication Node?

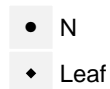

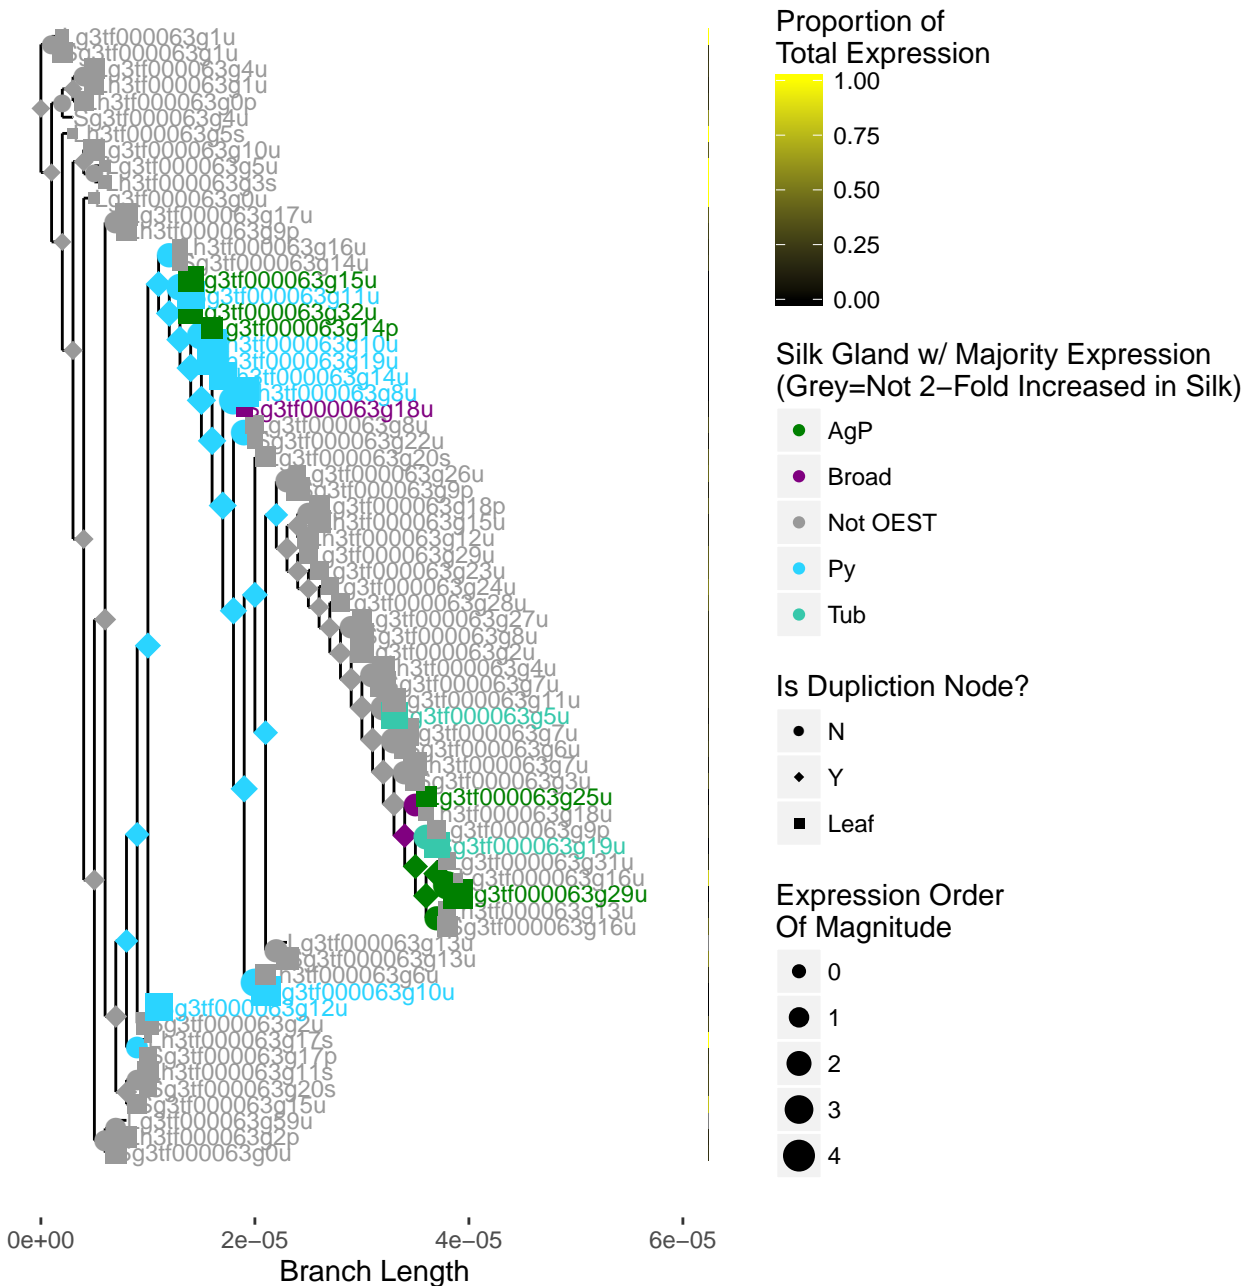

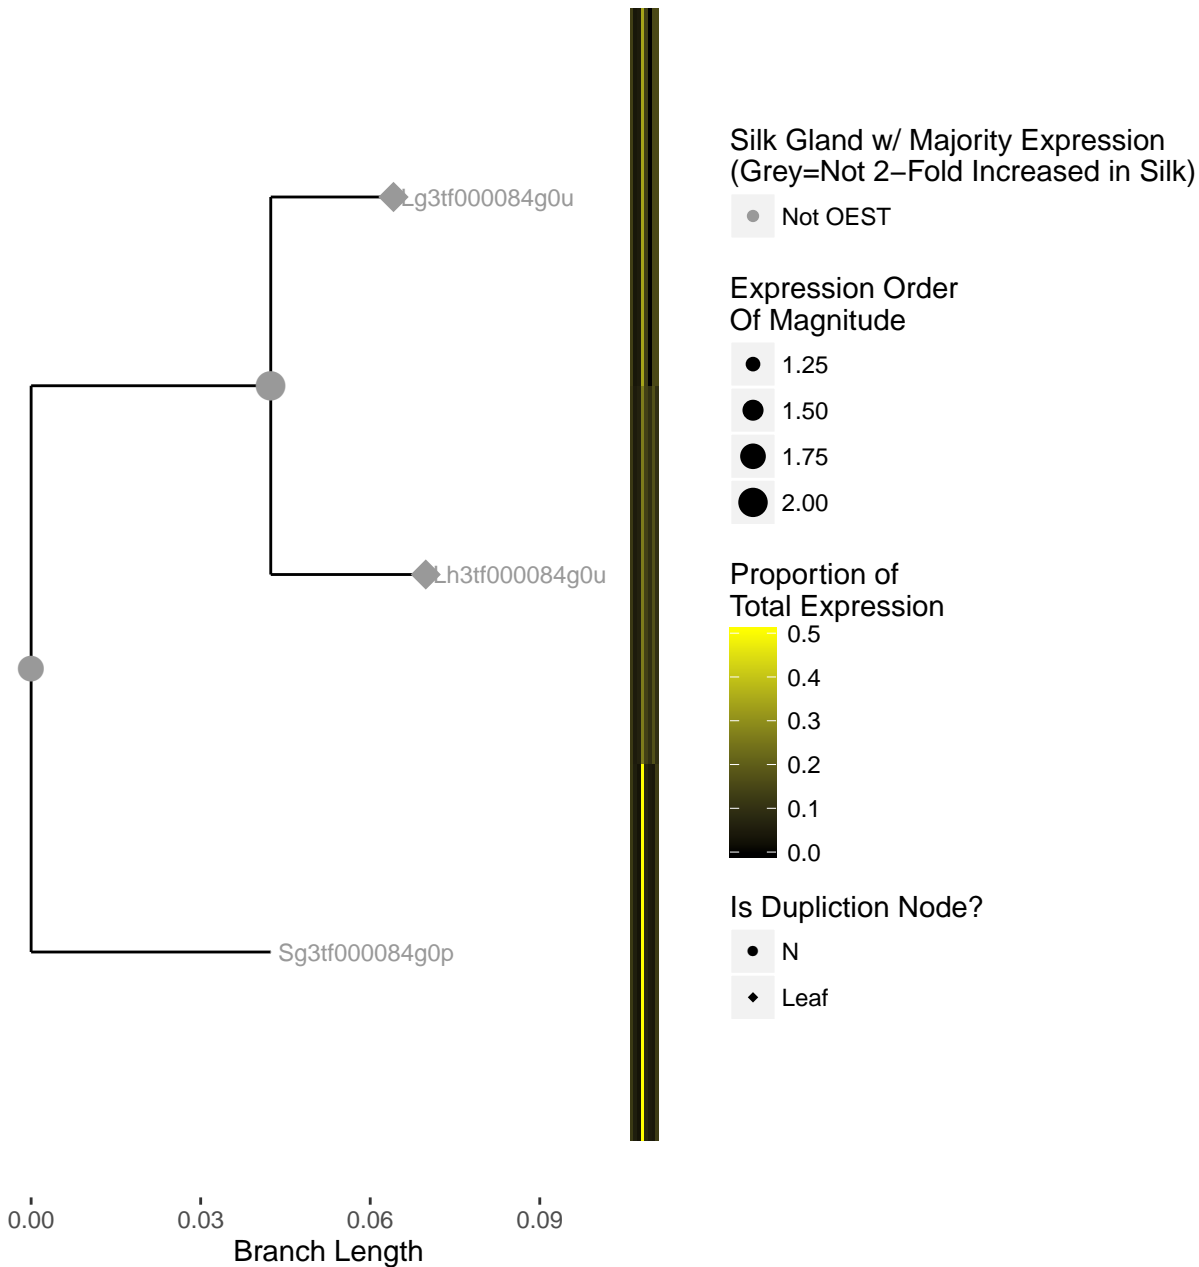

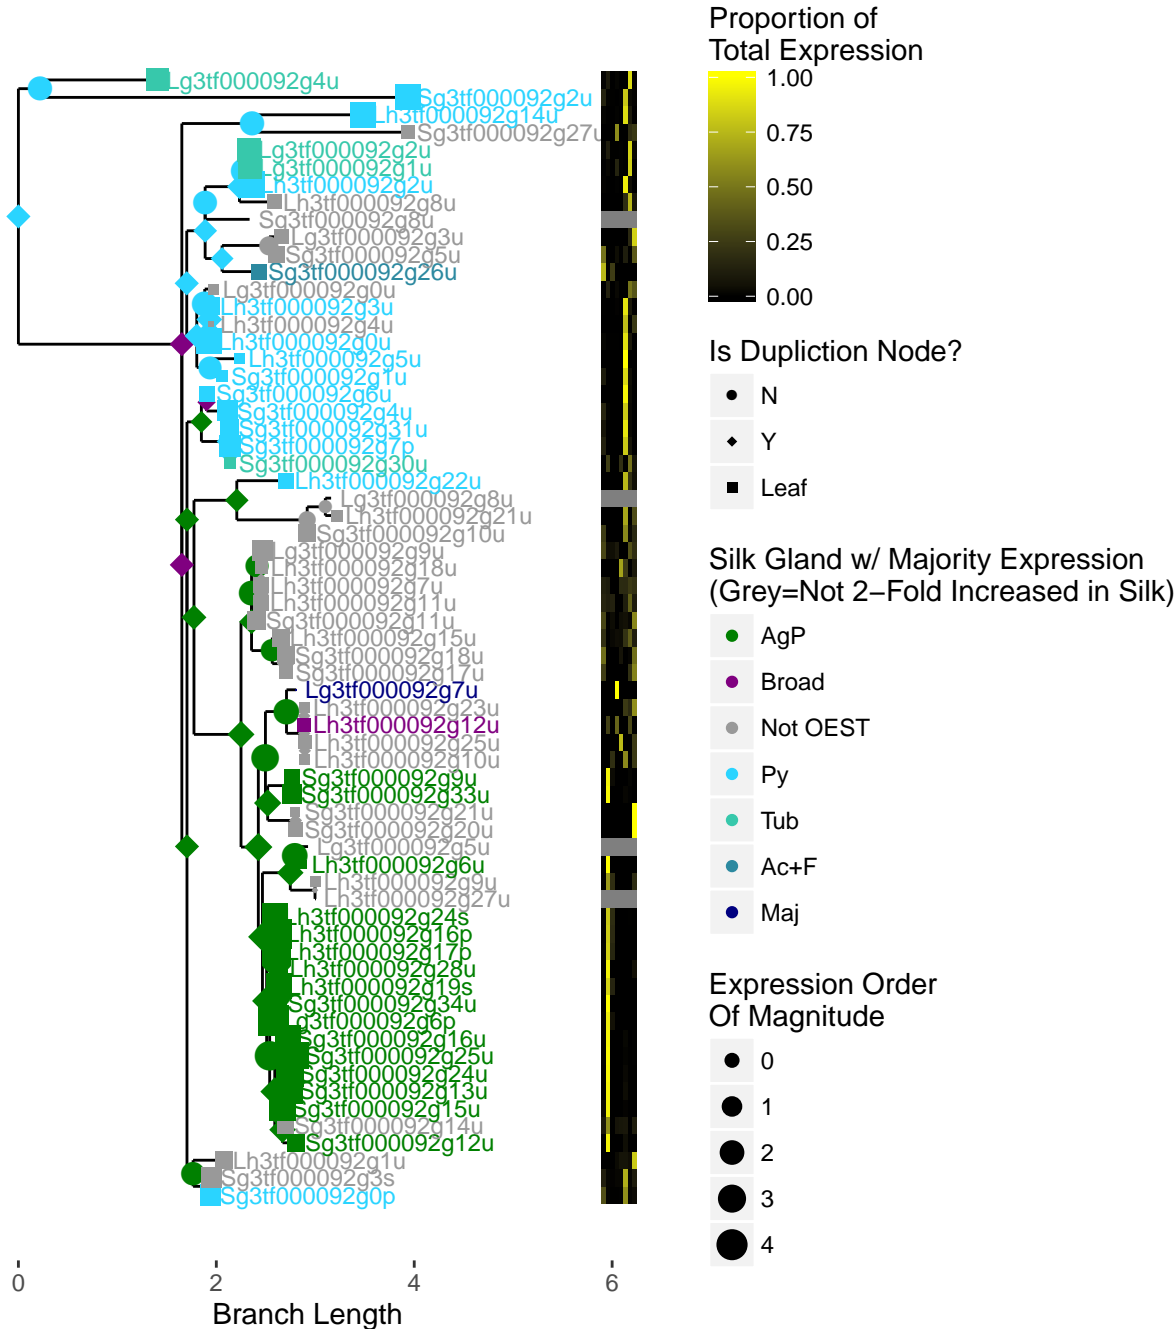

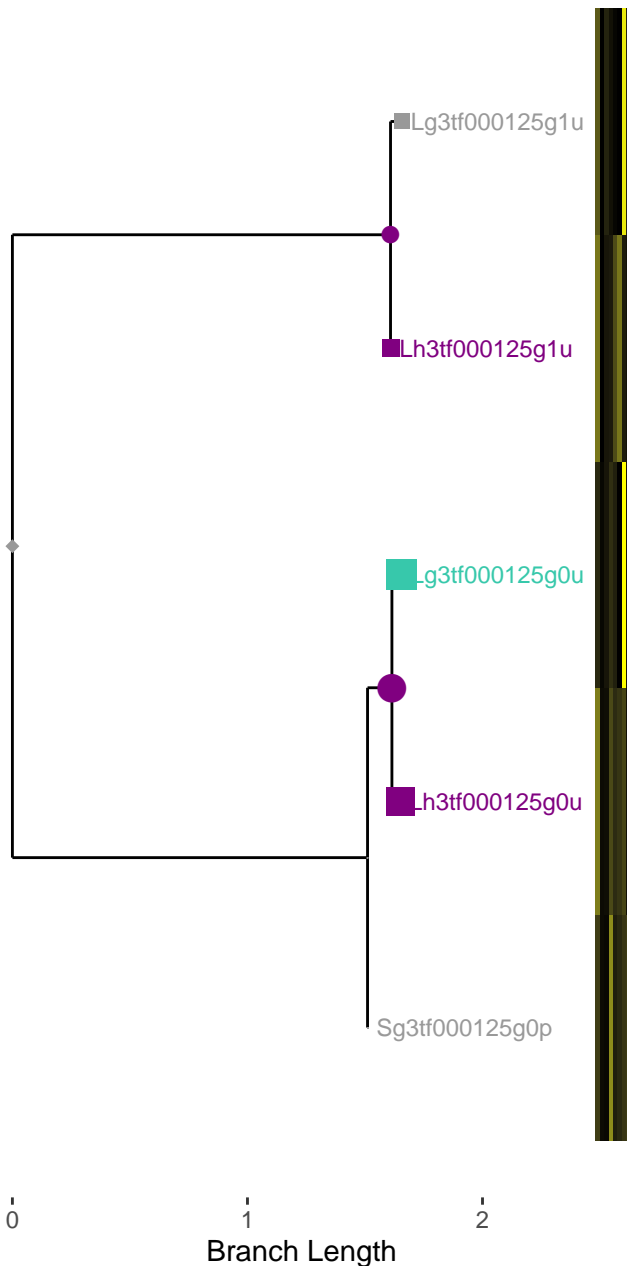

Expression Order  
Of Magnitude

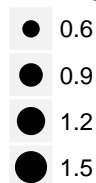

Is Duplication Node?

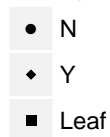

Proportion of  
Total Expression

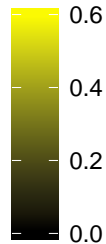

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

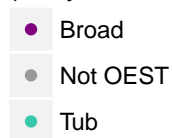

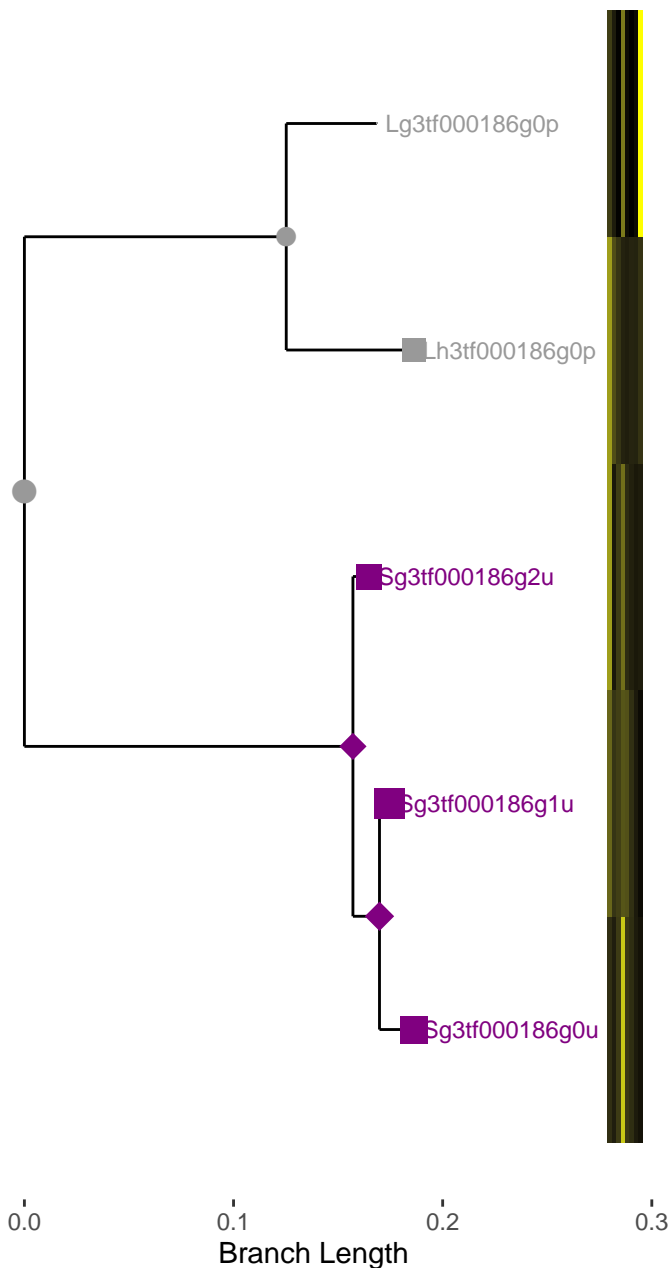

Is Duplication Node?

- N
- ◆ Y
- Leaf

Expression Order  
Of Magnitude

- 0.8
- 1.0
- 1.2
- 1.4
- 1.6

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

- Broad
- Not OEST

Proportion of  
Total Expression

- 0.5
- 0.4
- 0.3
- 0.2
- 0.1
- 0.0

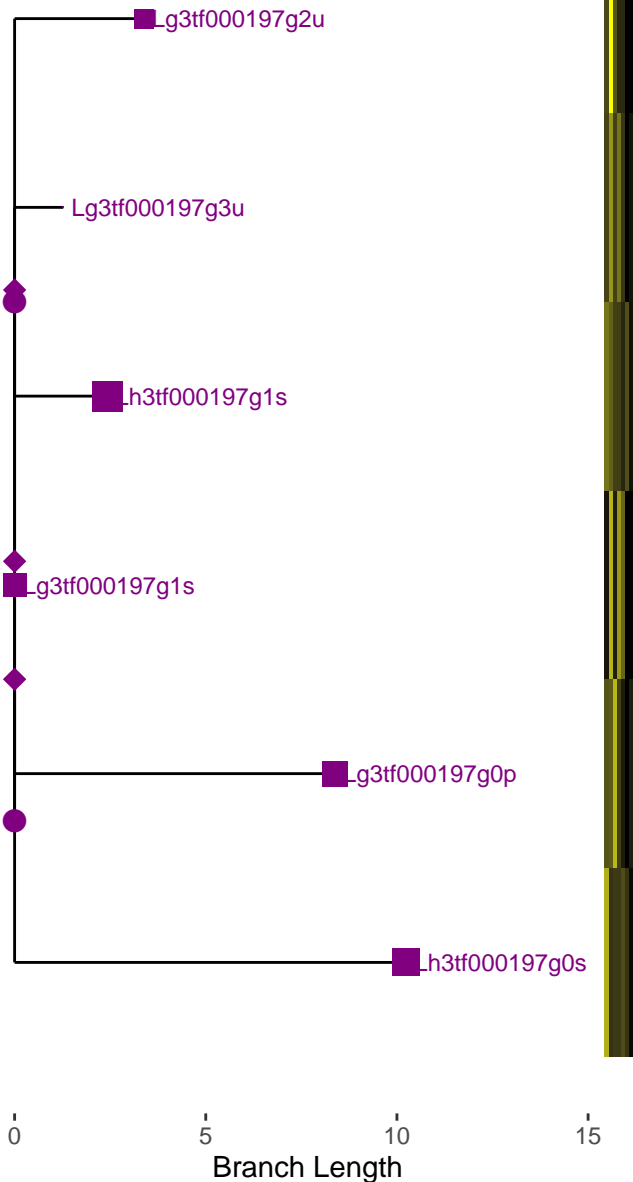

Expression Order  
Of Magnitude

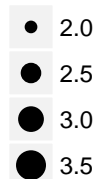

Is Duplication Node?

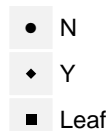

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

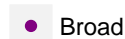

Proportion of  
Total Expression

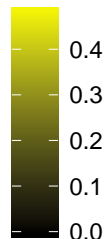

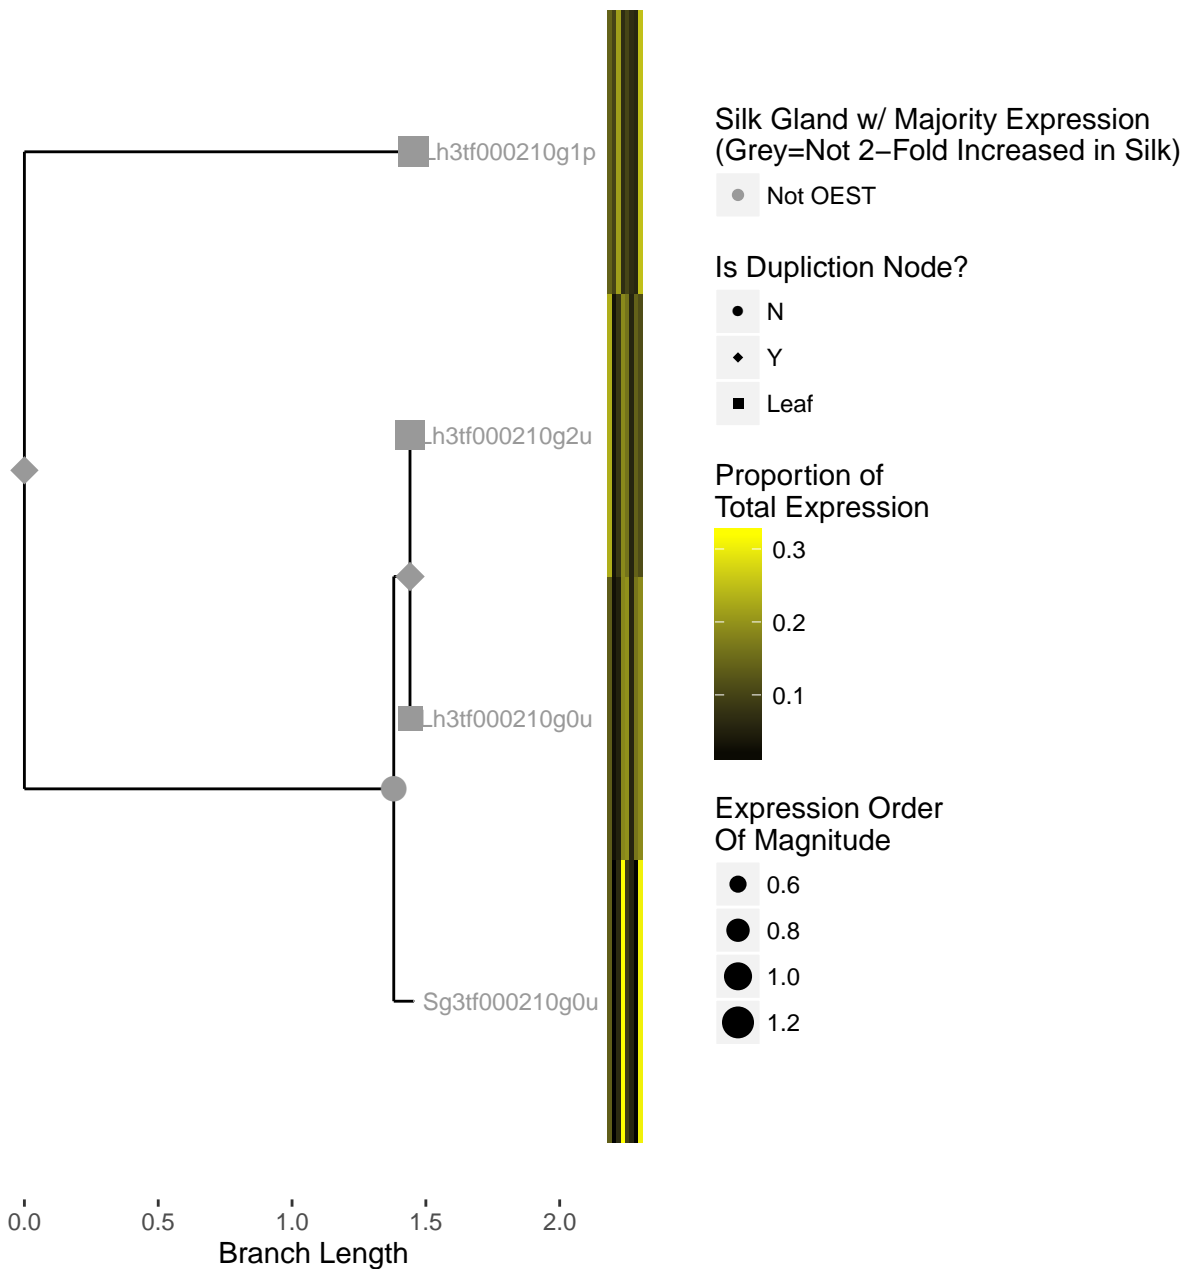

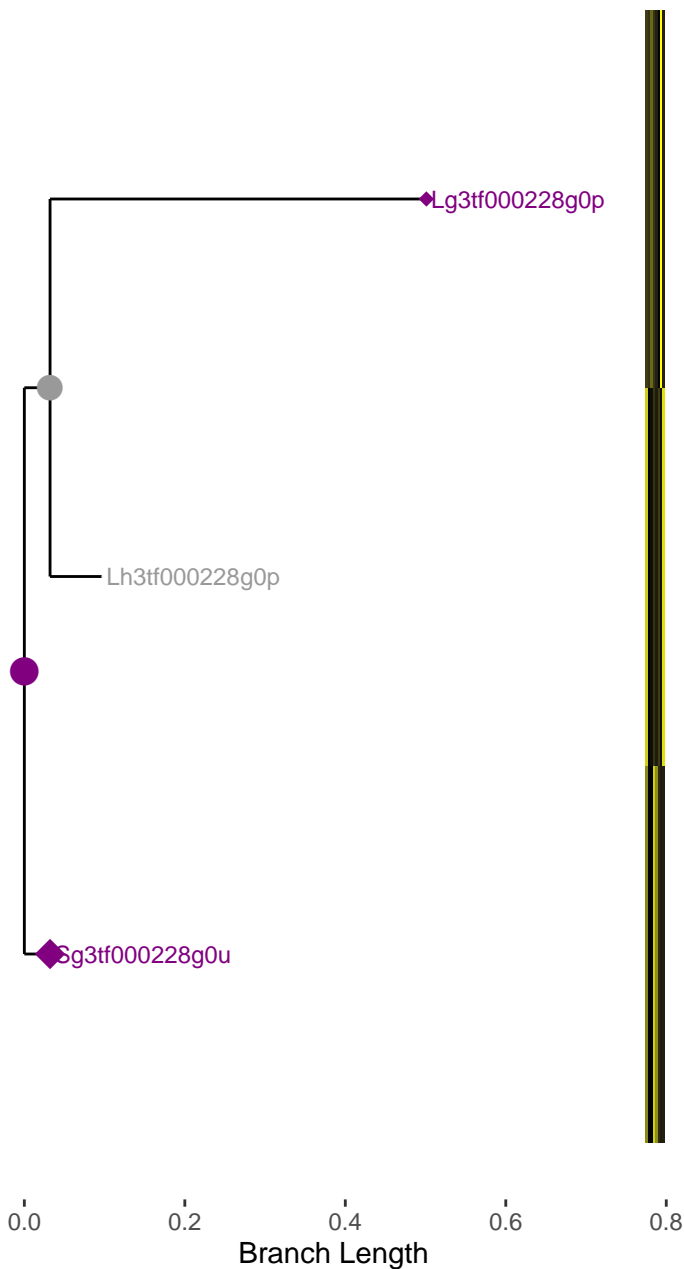

Expression Order  
Of Magnitude

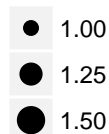

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

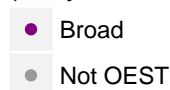

Proportion of  
Total Expression

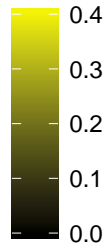

Is Duplication Node?

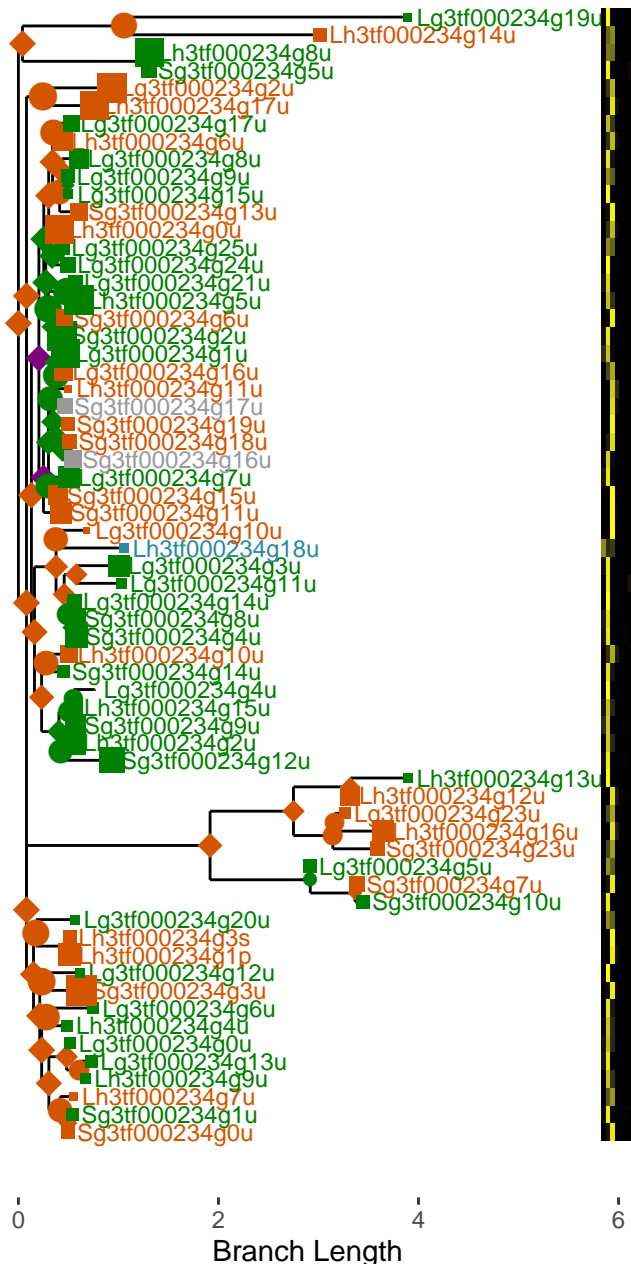

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

- AgA
- AgP
- Broad
- Ac+F
- Not OEST

Proportion of  
Total Expression

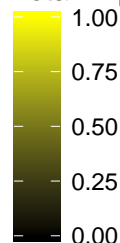

Is Duplication Node?

- N
- Y
- Leaf

Expression Order  
Of Magnitude

- 0
- 1
- 2
- 3
- 4

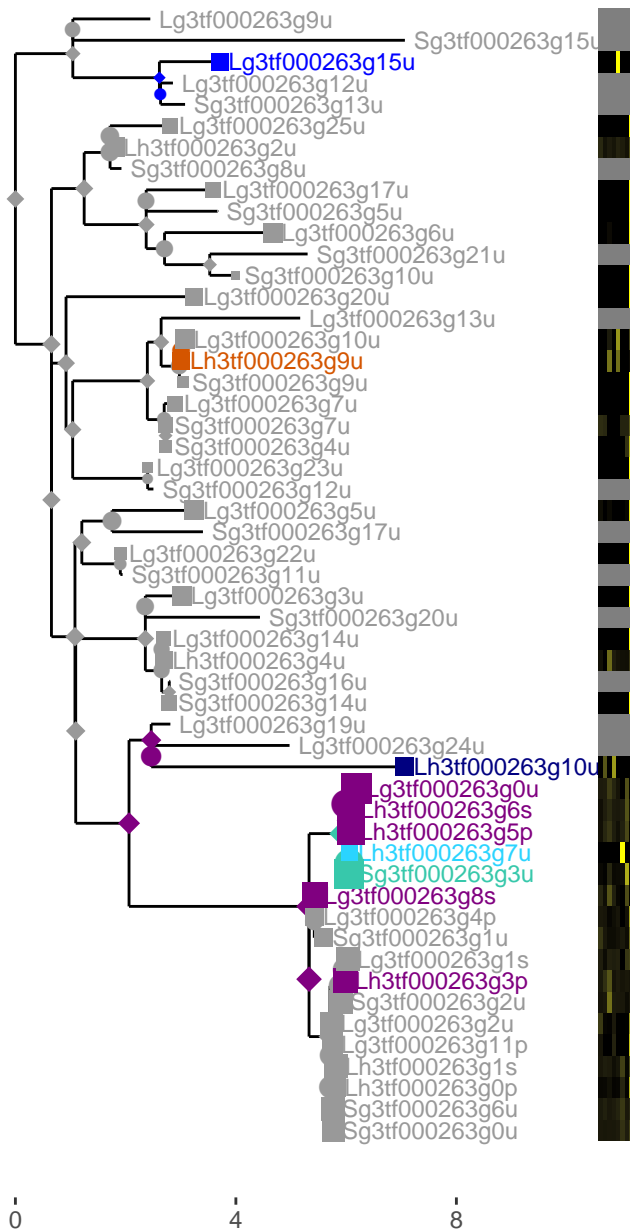

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

- AgA
- Broad
- Min
- Not OEST
- Tub
- Maj
- Py

Proportion of  
Total Expression

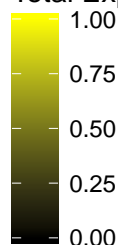

Is Duplication Node?

- N
- Y
- Leaf

Expression Order  
Of Magnitude

- 1
- 0
- 1
- 2
- 3

0 4 8  
Branch Length

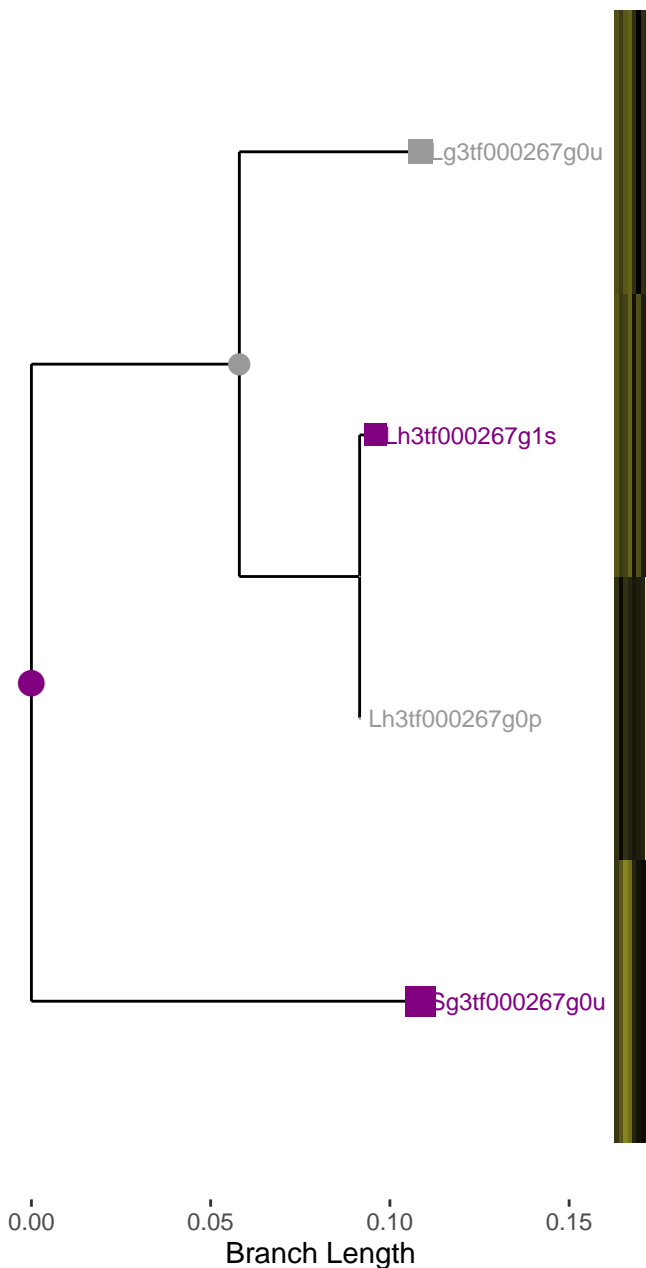

### Is Duplication Node?

- N
- ◆ Y
- Leaf

### Proportion of Total Expression

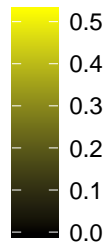

### Silk Gland w/ Majority Expression (Grey=Not 2-Fold Increased in Silk)

- Broad
- Not OEST

### Expression Order Of Magnitude

- 0.75
- 1.00
- 1.25
- 1.50

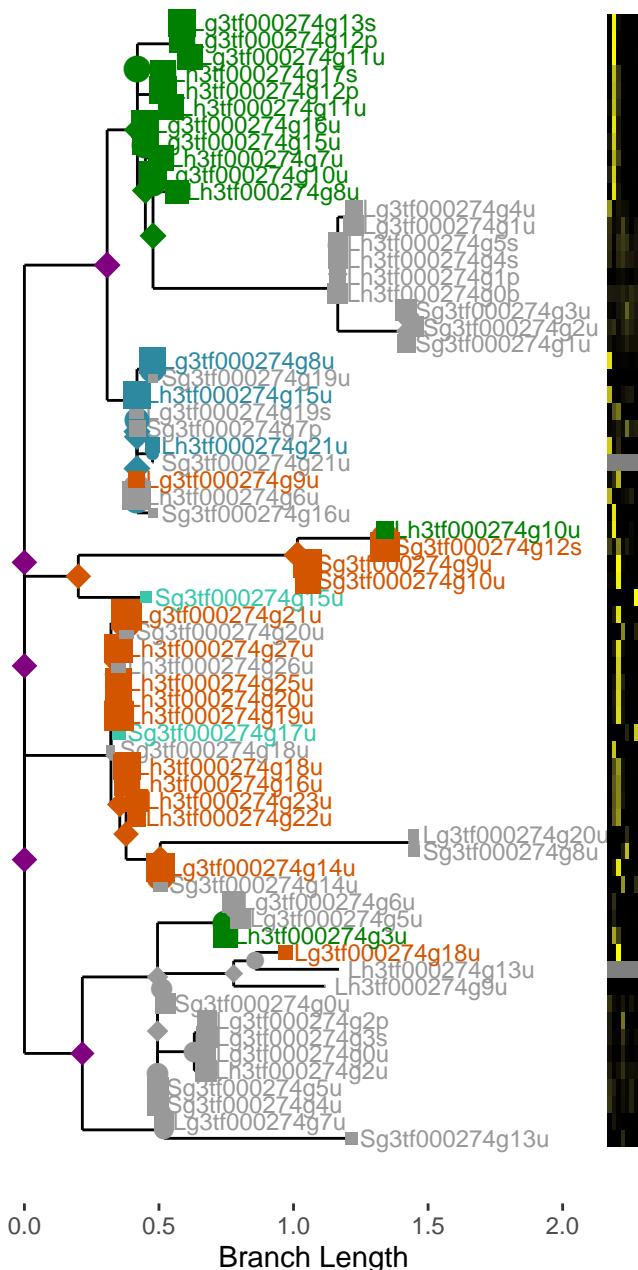

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

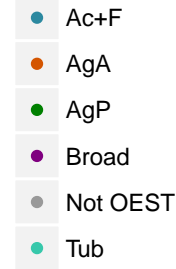

Proportion of  
Total Expression

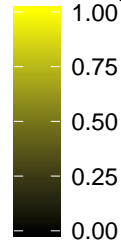

Is Duplication Node?

Expression Order  
Of Magnitude

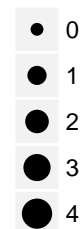

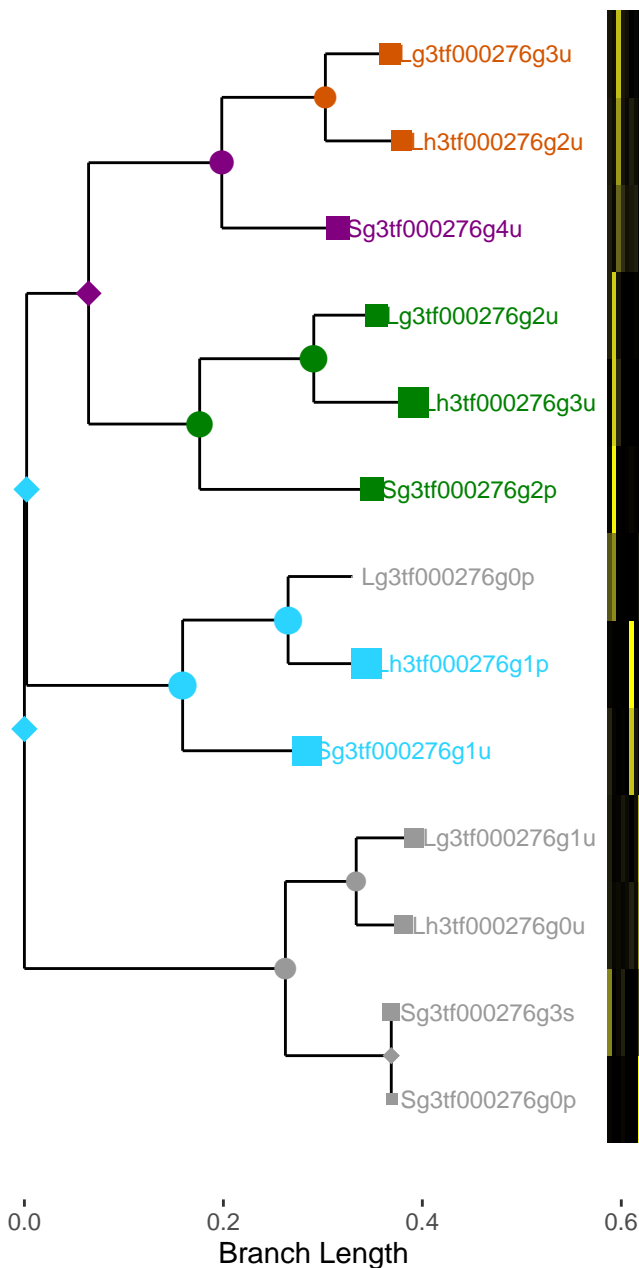

### Is Duplication Node?

- N
- ◆ Y
- Leaf

### Silk Gland w/ Majority Expression (Grey=Not 2-Fold Increased in Silk)

- AgA
- AgP
- Broad
- Not OEST
- Py

### Expression Order Of Magnitude

- 1.5
- 2.0
- 2.5
- 3.0
- 3.5

### Proportion of Total Expression

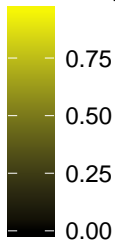

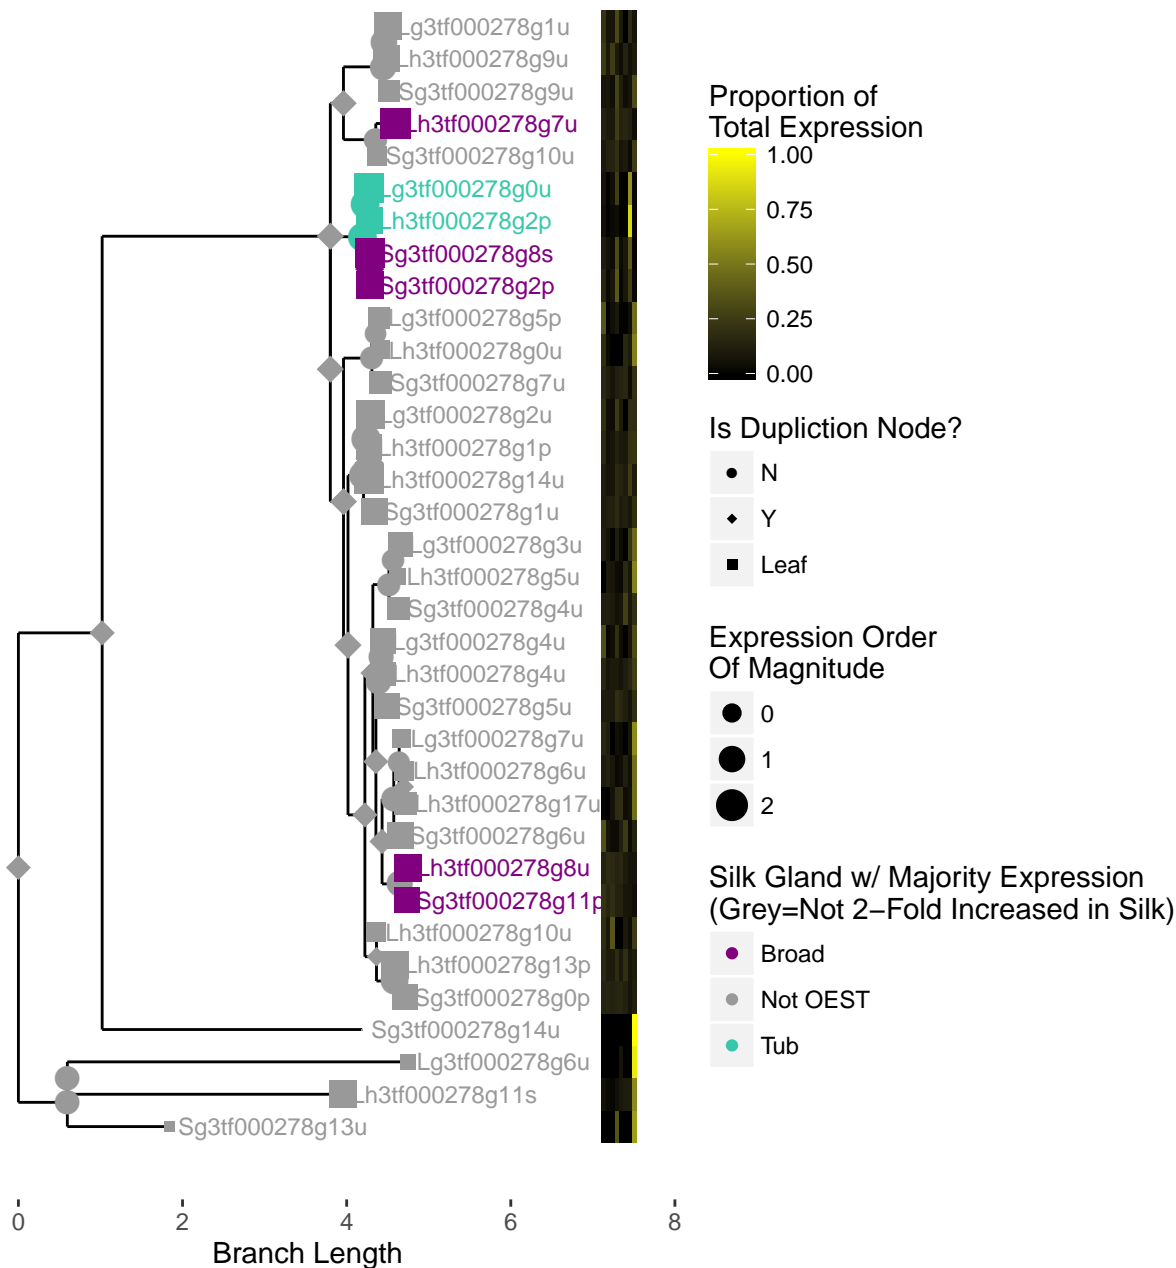

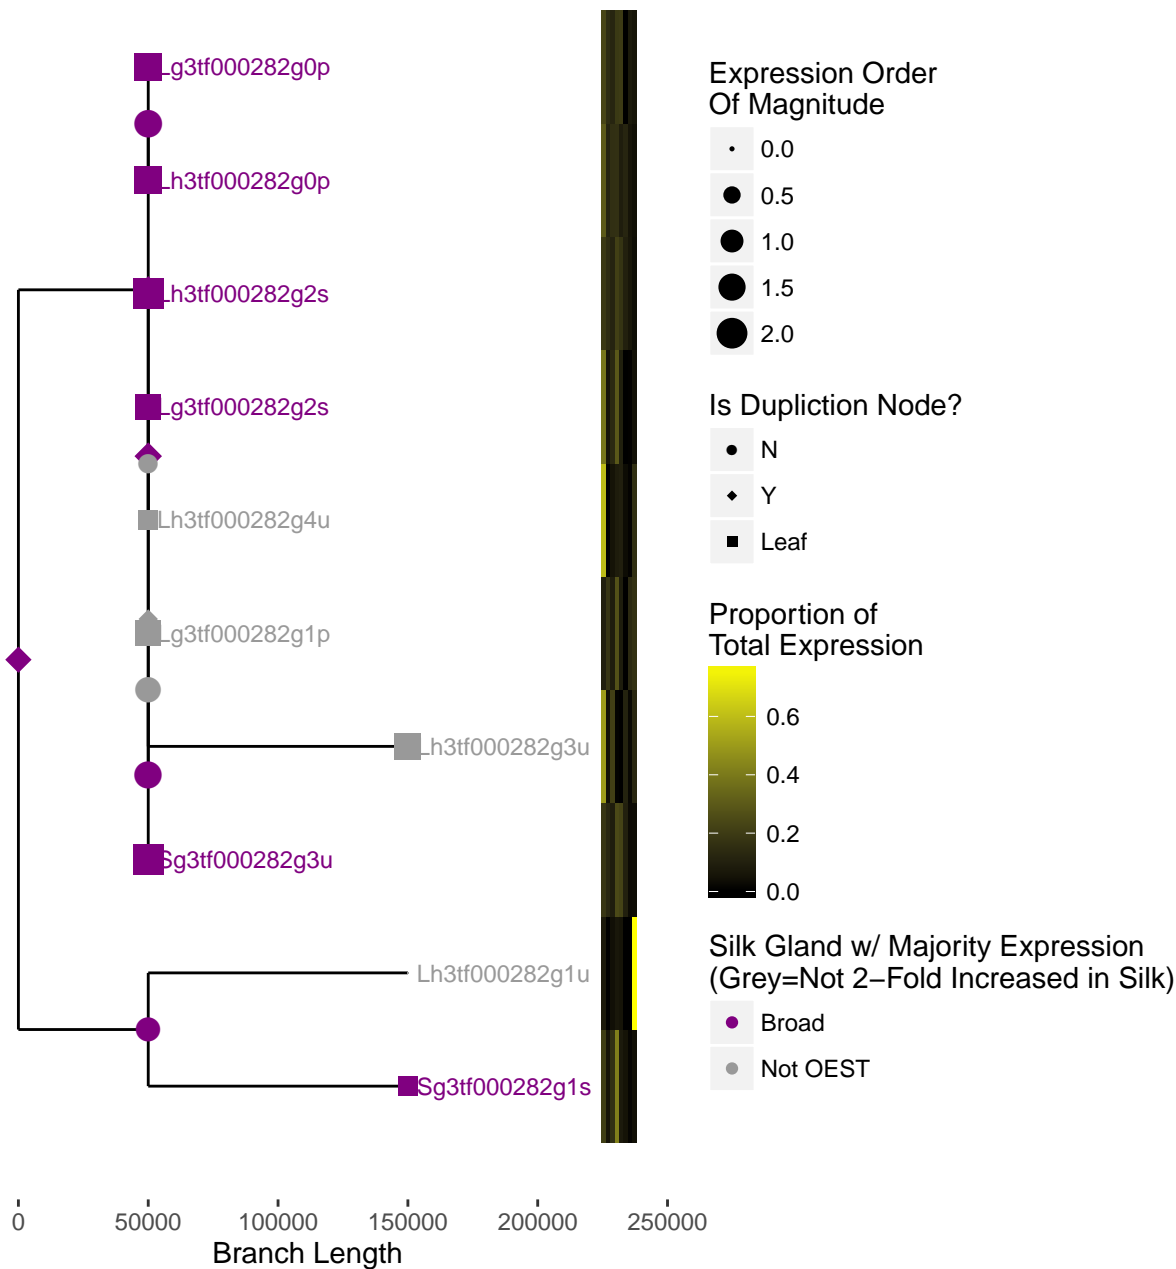

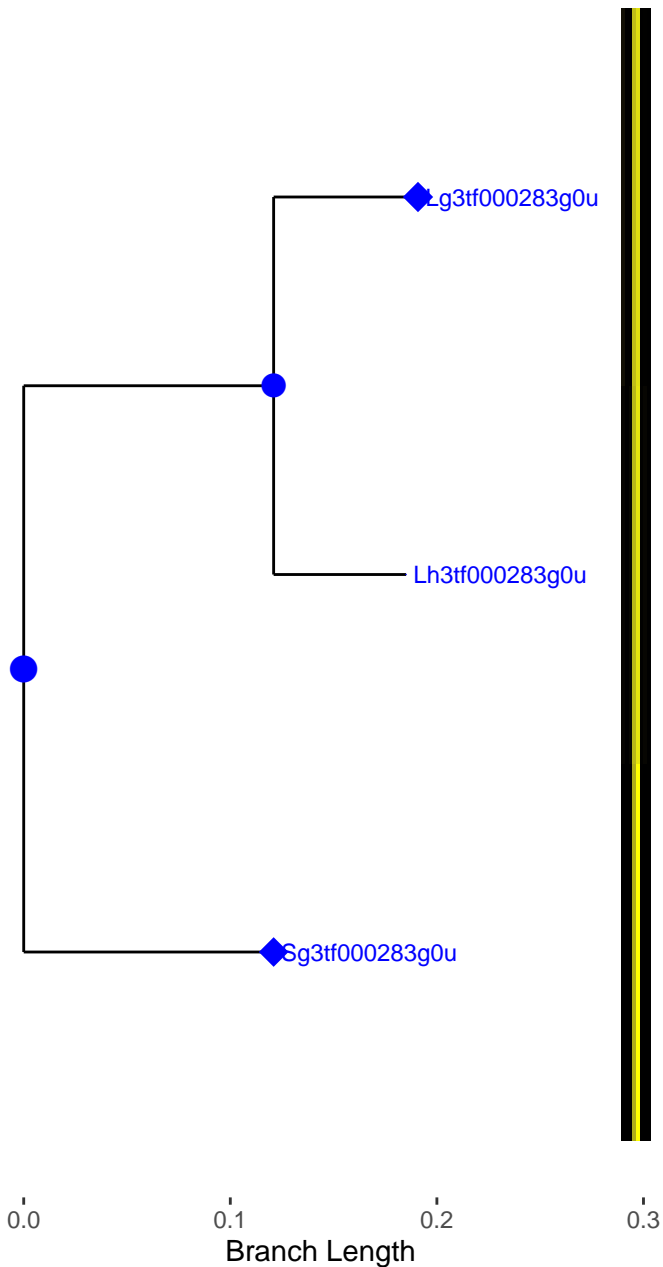

Proportion of  
Total Expression

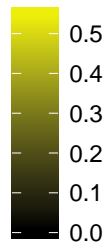

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

• Min

Expression Order  
Of Magnitude

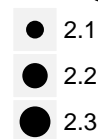

Is Duplication Node?

• N  
♦ Leaf

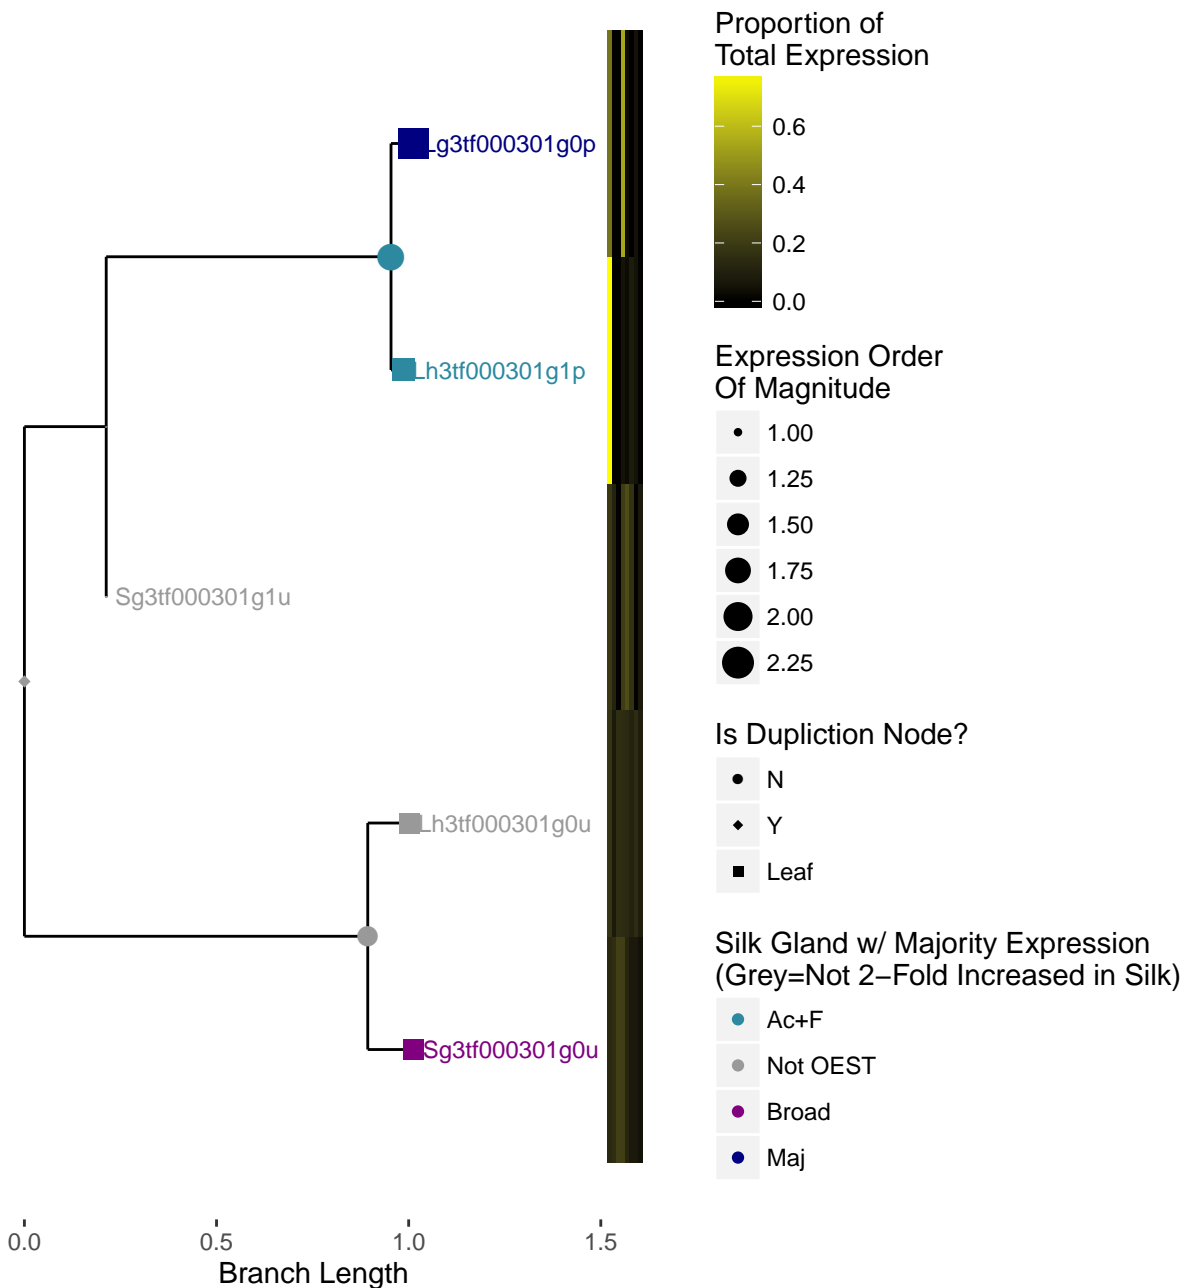

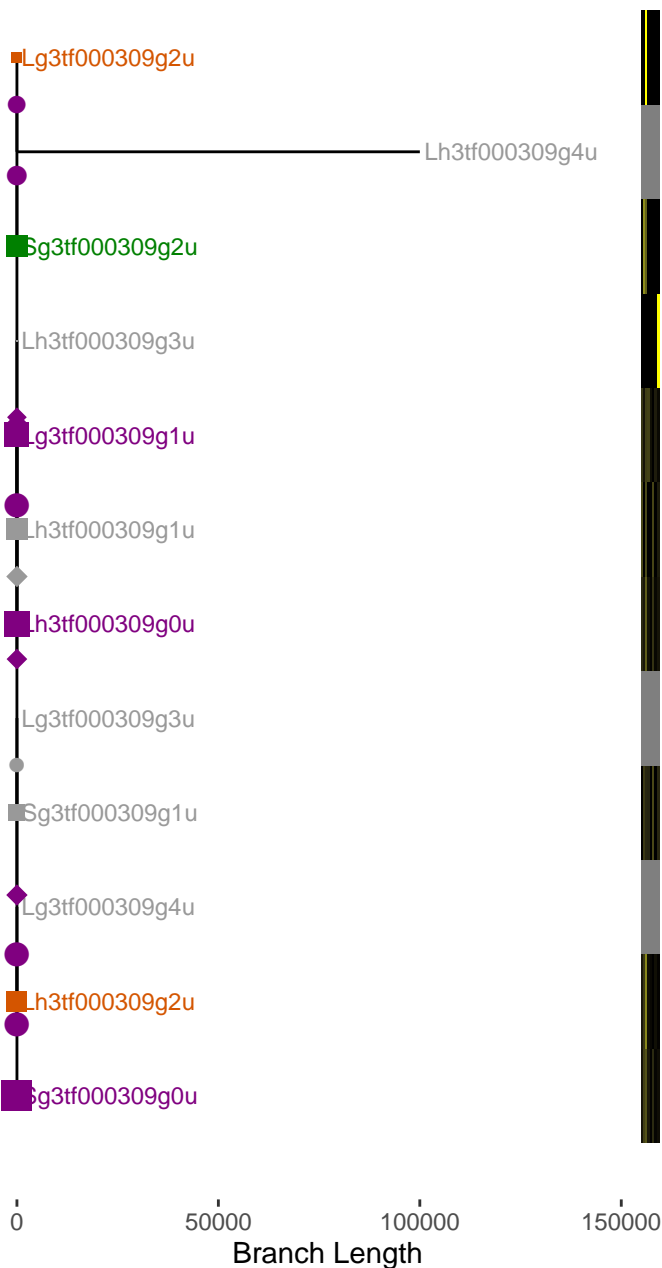

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

- Broad
- Not OEST
- AgA
- AgP

Proportion of  
Total Expression

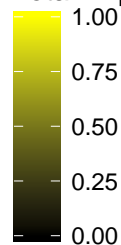

Is Duplication Node?

- N
- ◆ Y
- Leaf

Expression Order  
Of Magnitude

- -1.0
- -0.5
- 0.0
- 0.5
- 1.0
- 1.5

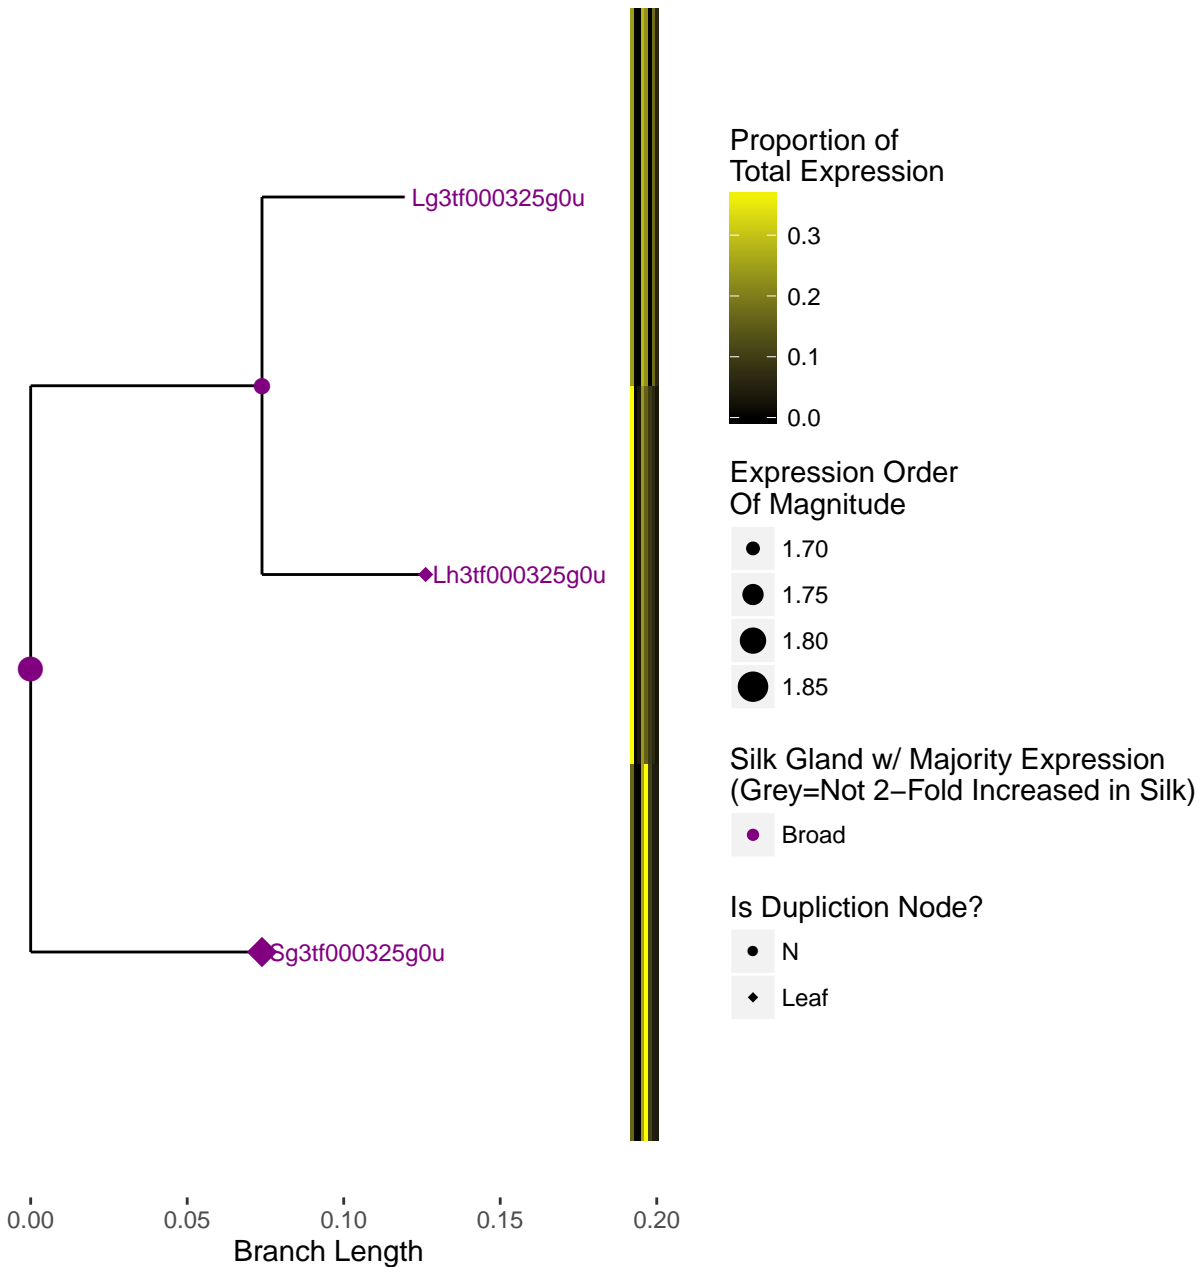

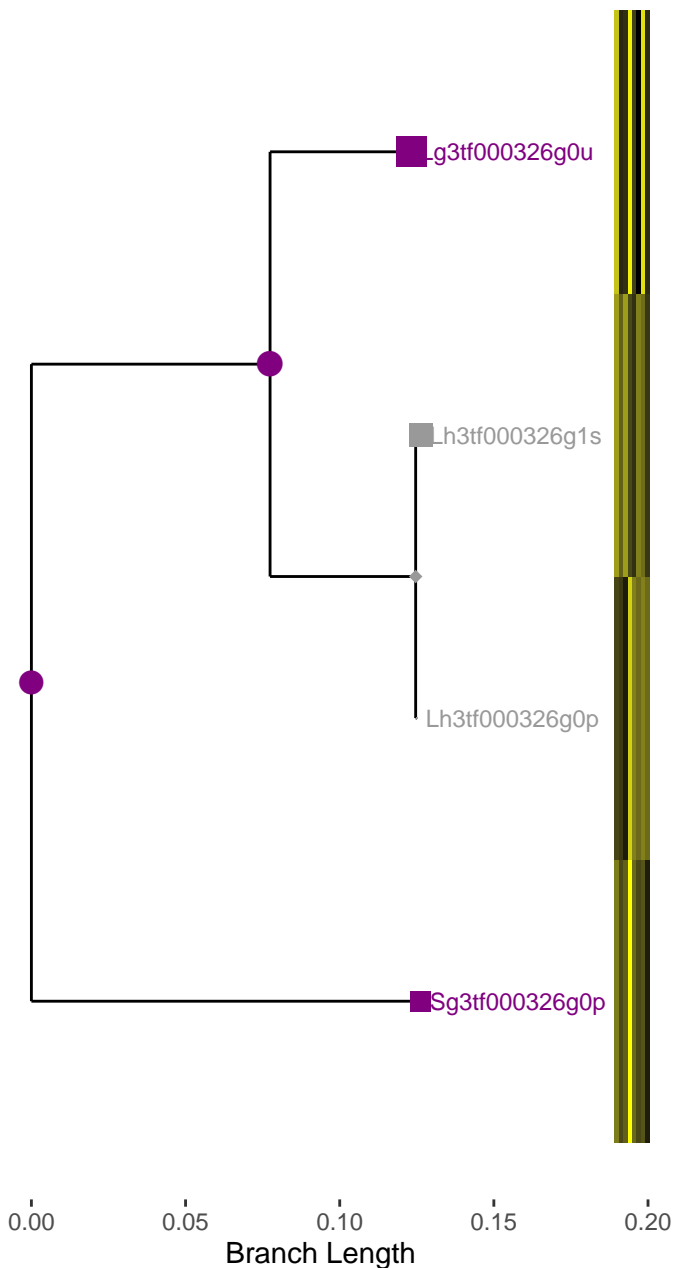

Is Duplication Node?

- N
- ◆ Y
- Leaf

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

- Broad
- Not OEST

Expression Order  
Of Magnitude

- 0.8
- 1.0
- 1.2

Proportion of  
Total Expression

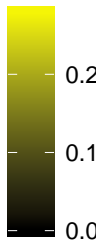

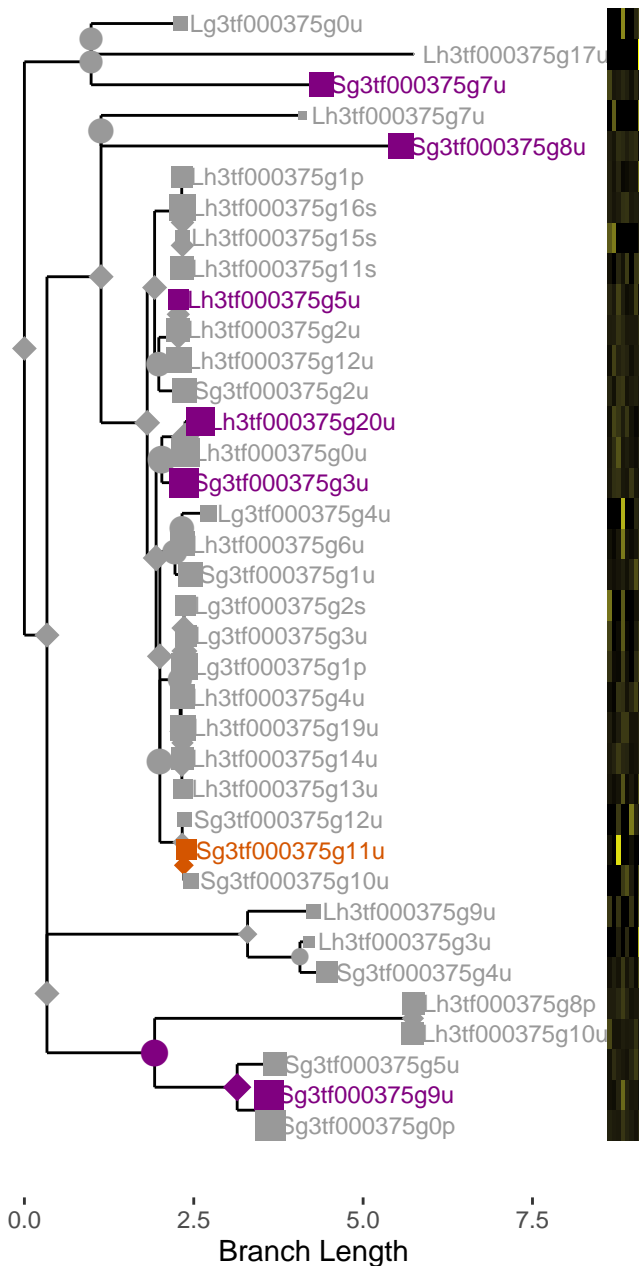

Proportion of  
Total Expression

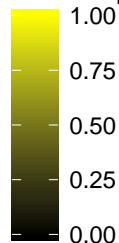

Is Duplication Node?

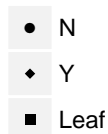

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

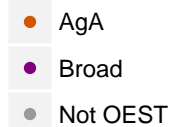

Expression Order  
Of Magnitude

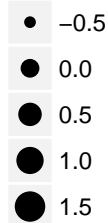

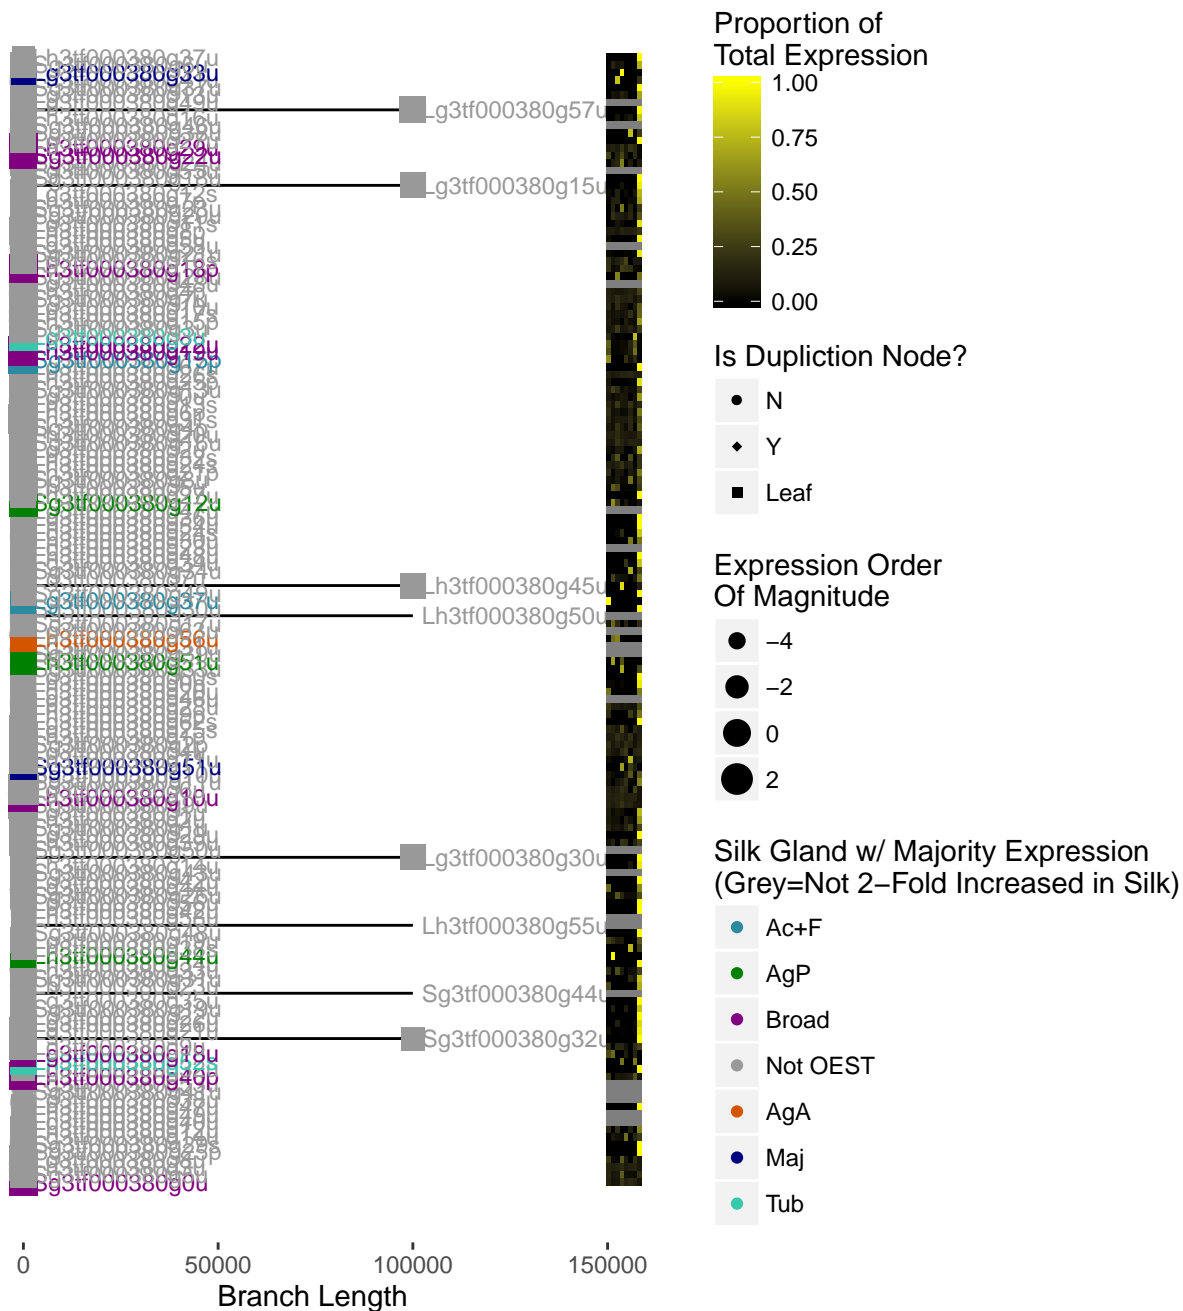

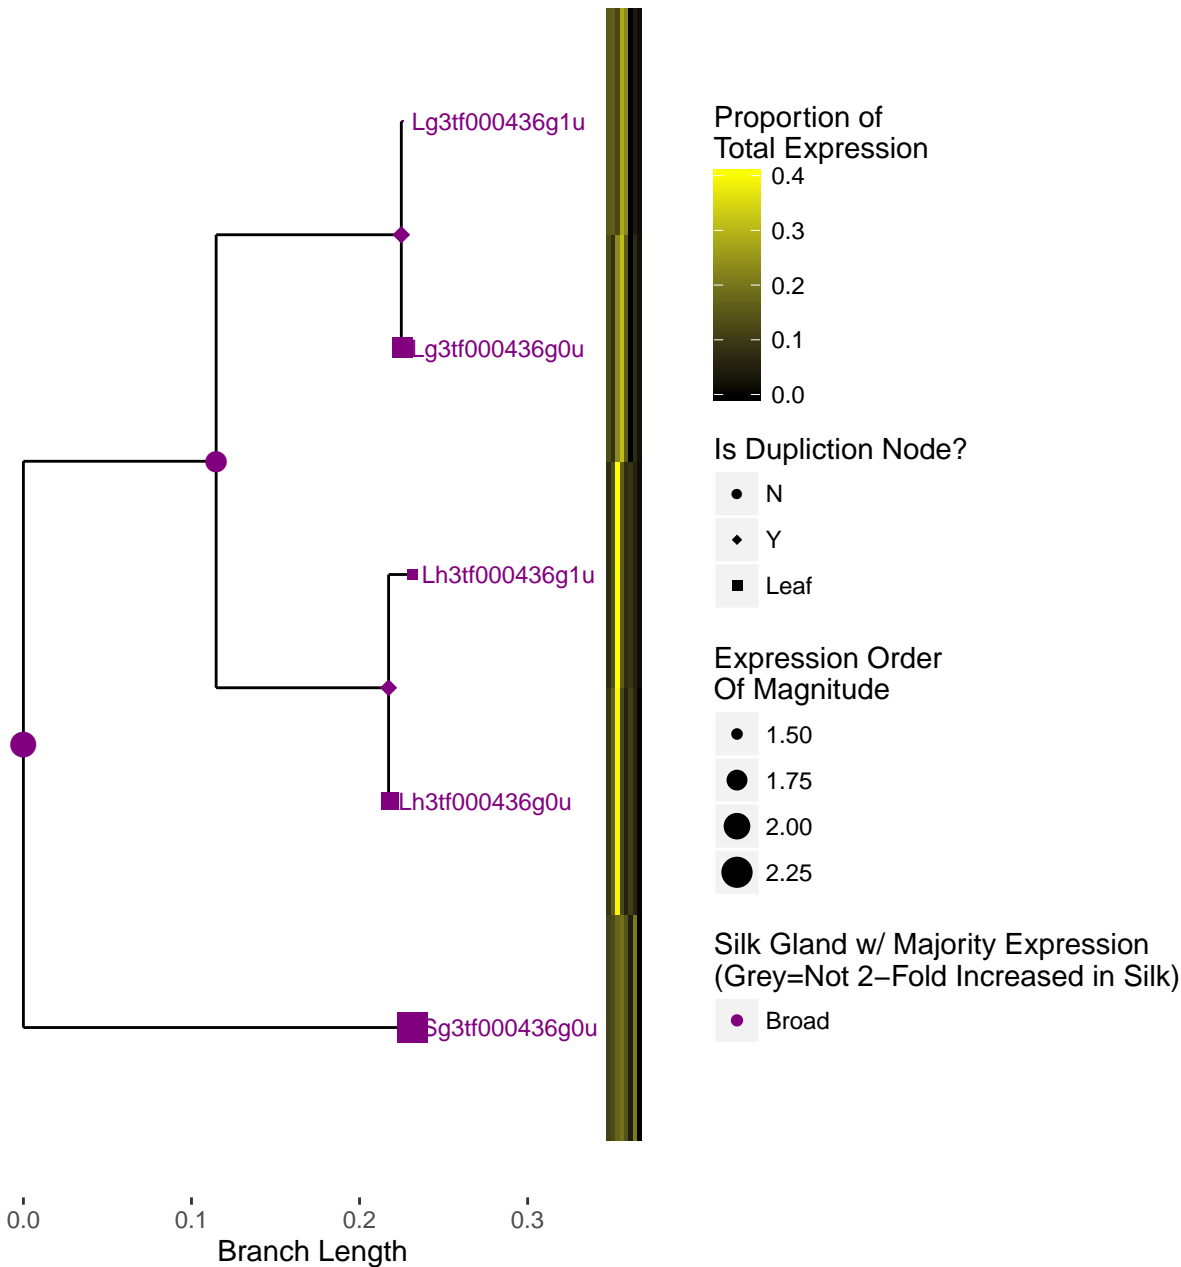

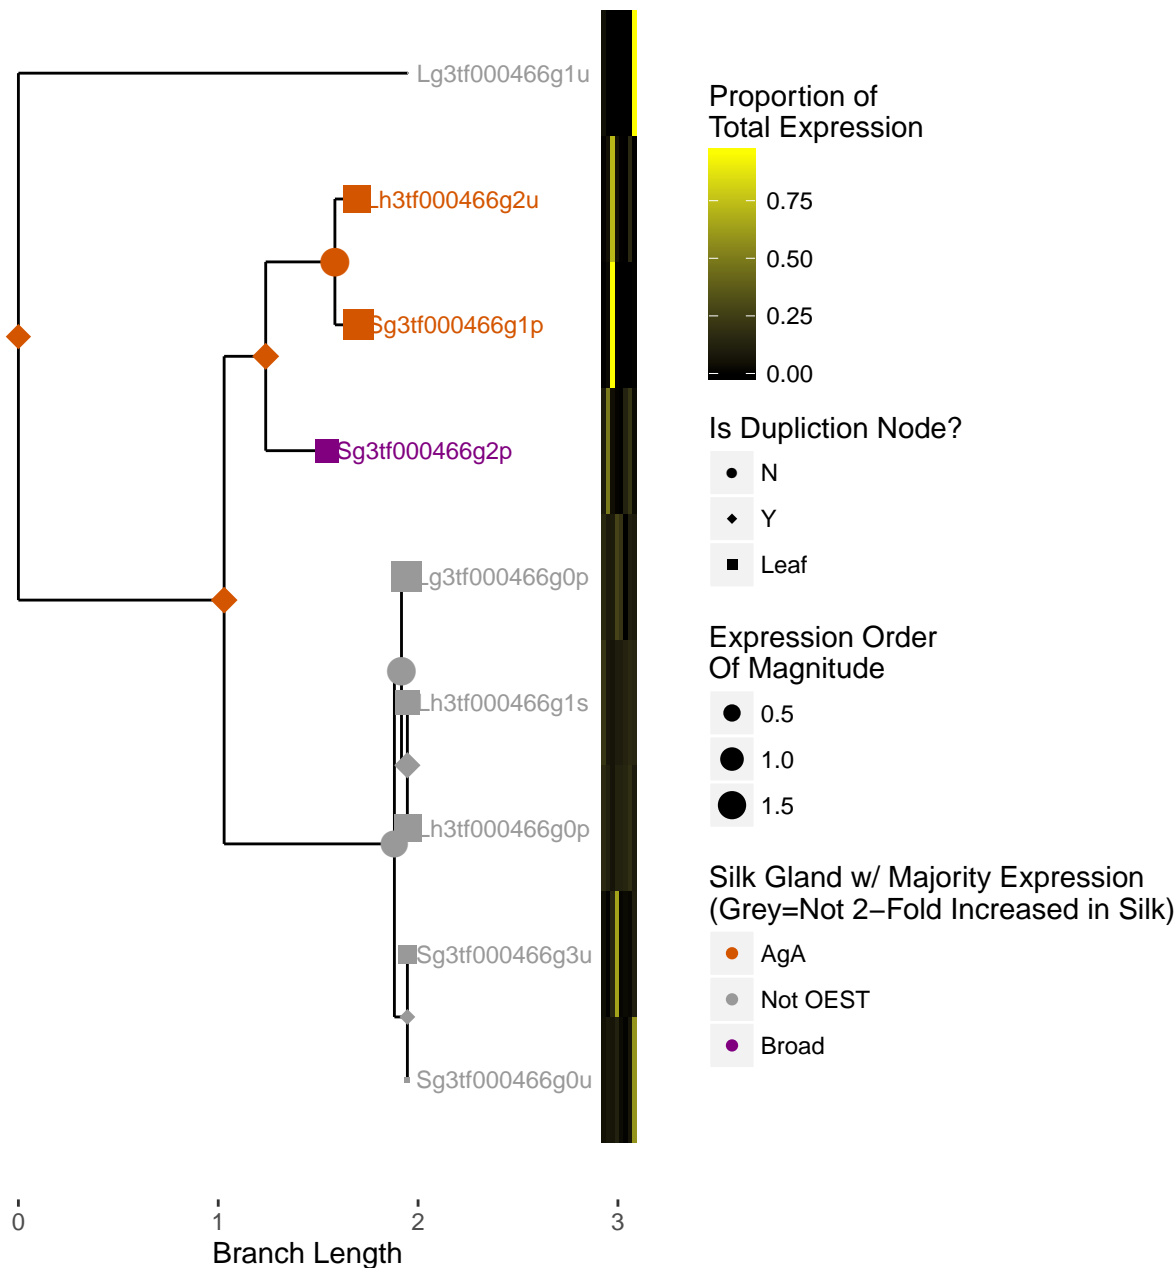

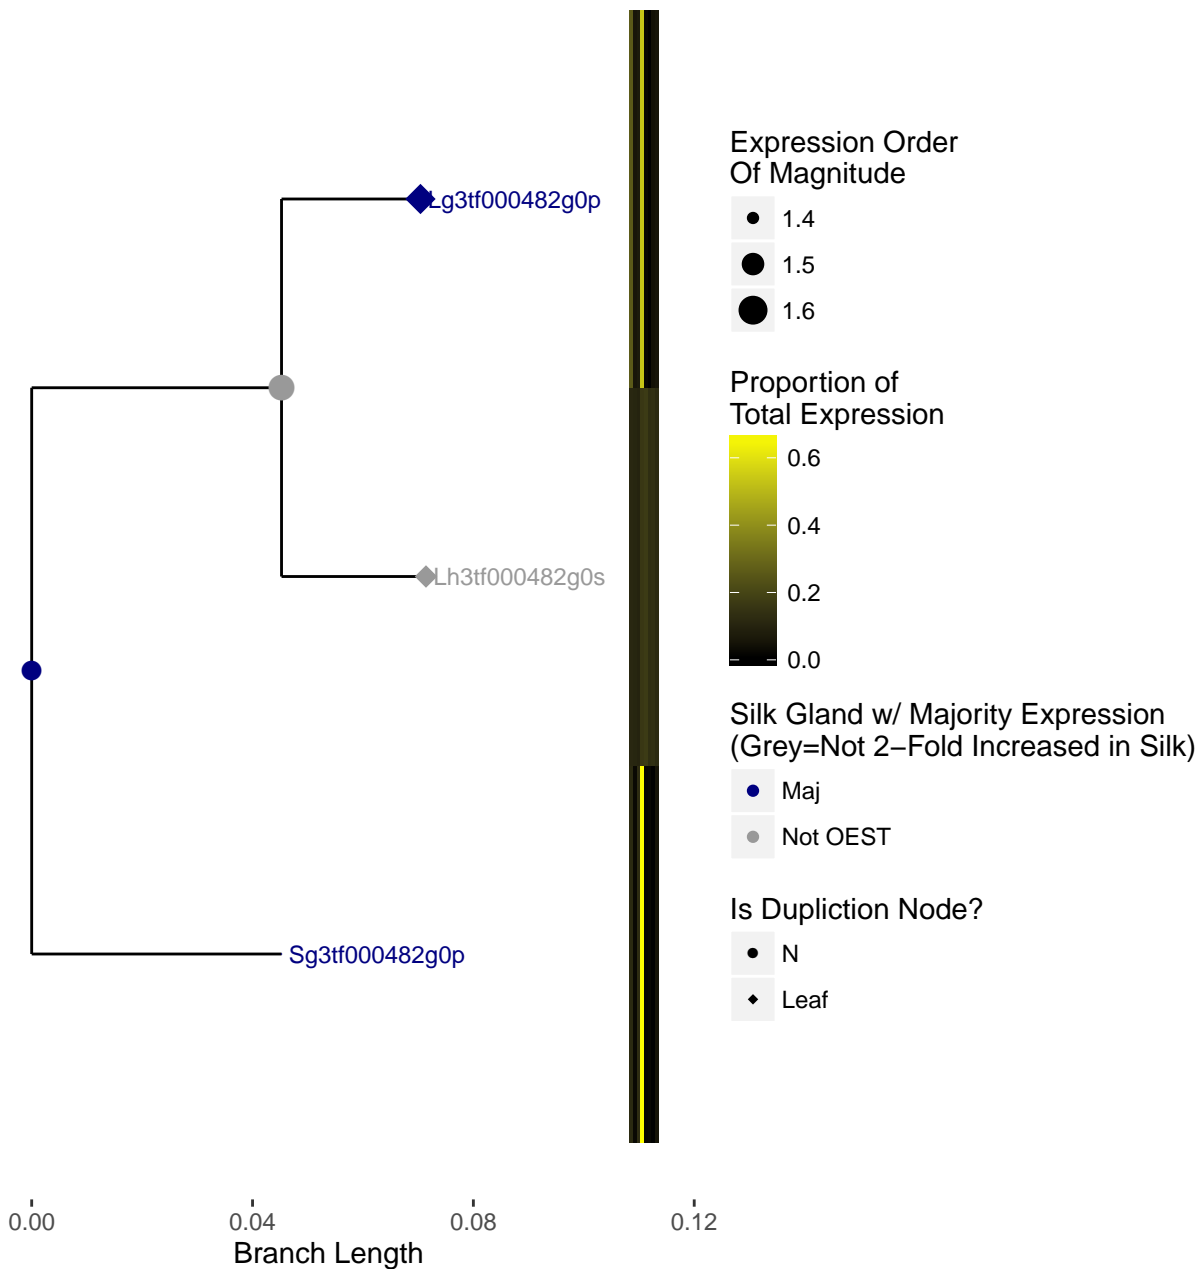

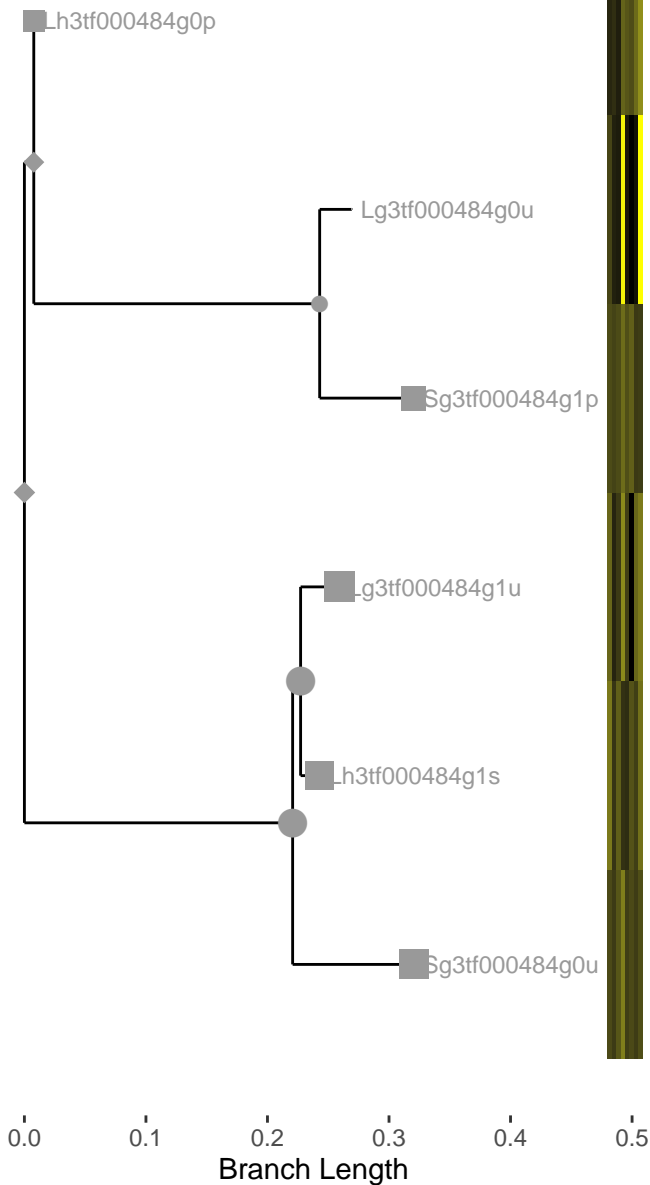

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

● Not OEST

Is Duplication Node?

● N

◆ Y

■ Leaf

Proportion of  
Total Expression

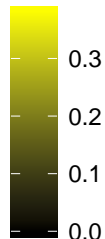

Expression Order  
Of Magnitude

● 0.75

● 1.00

● 1.25

● 1.50

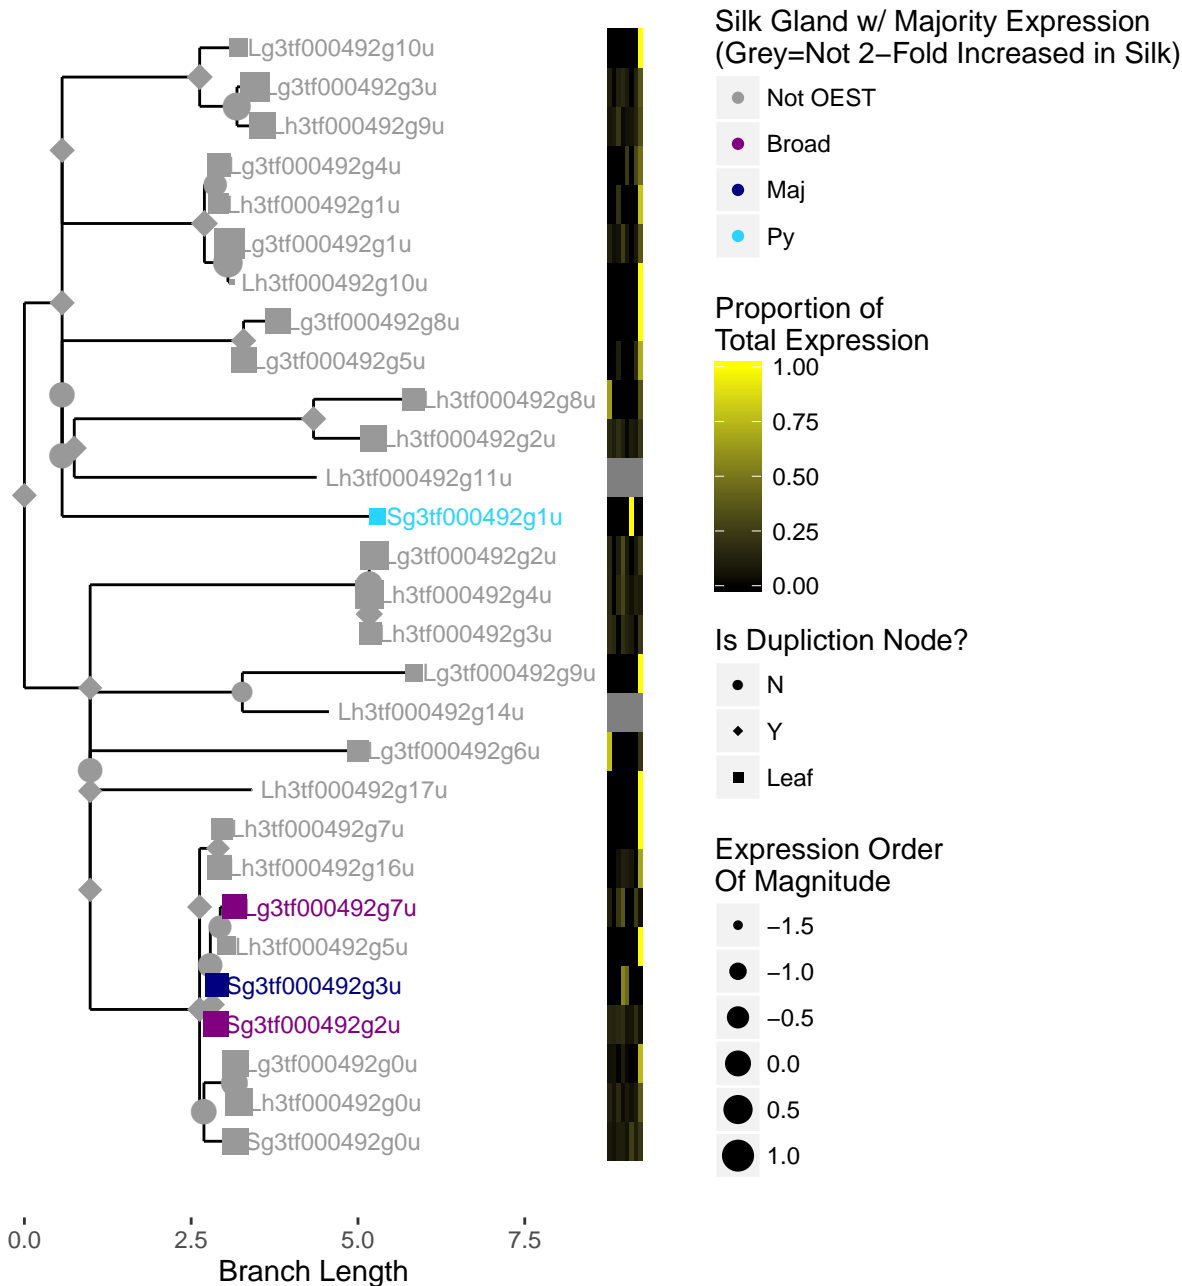

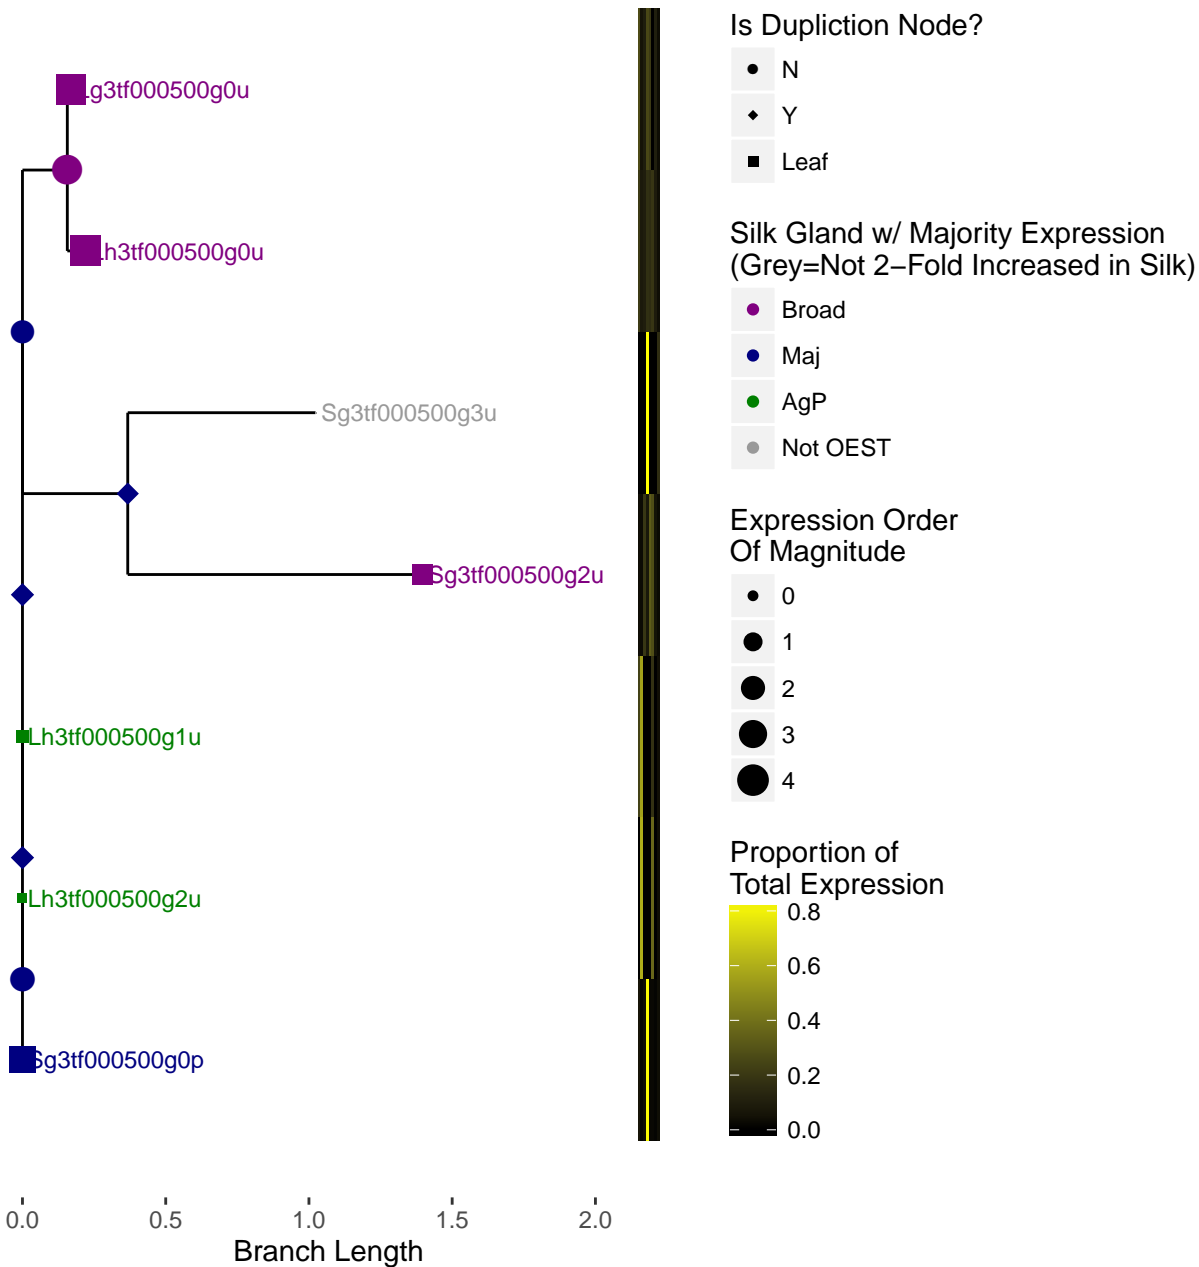

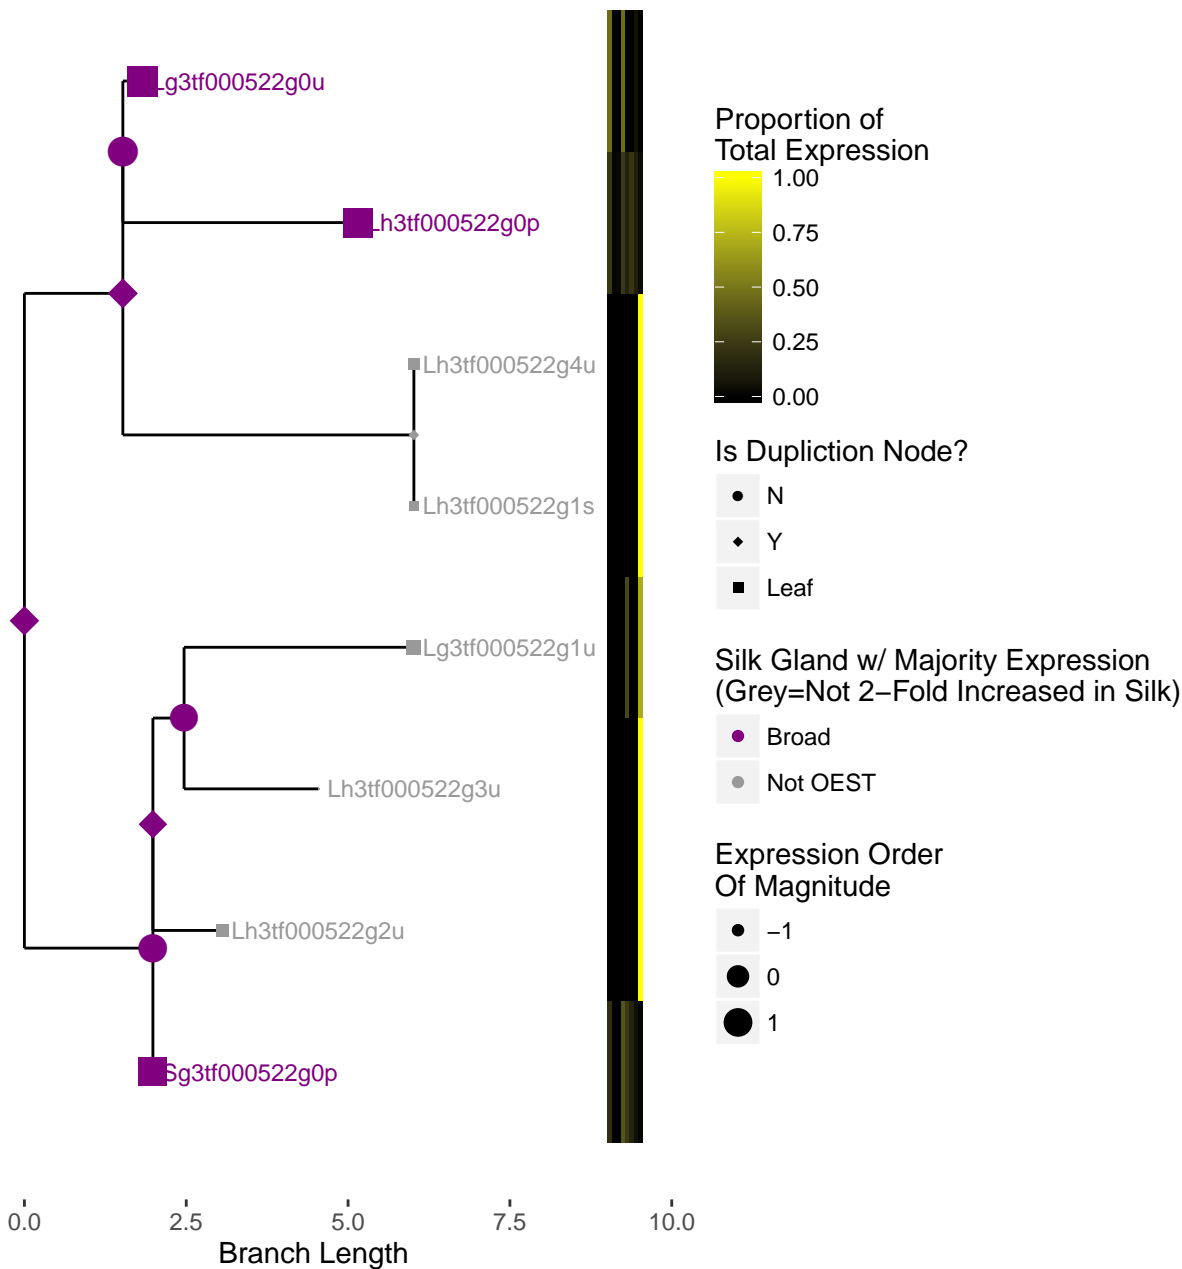

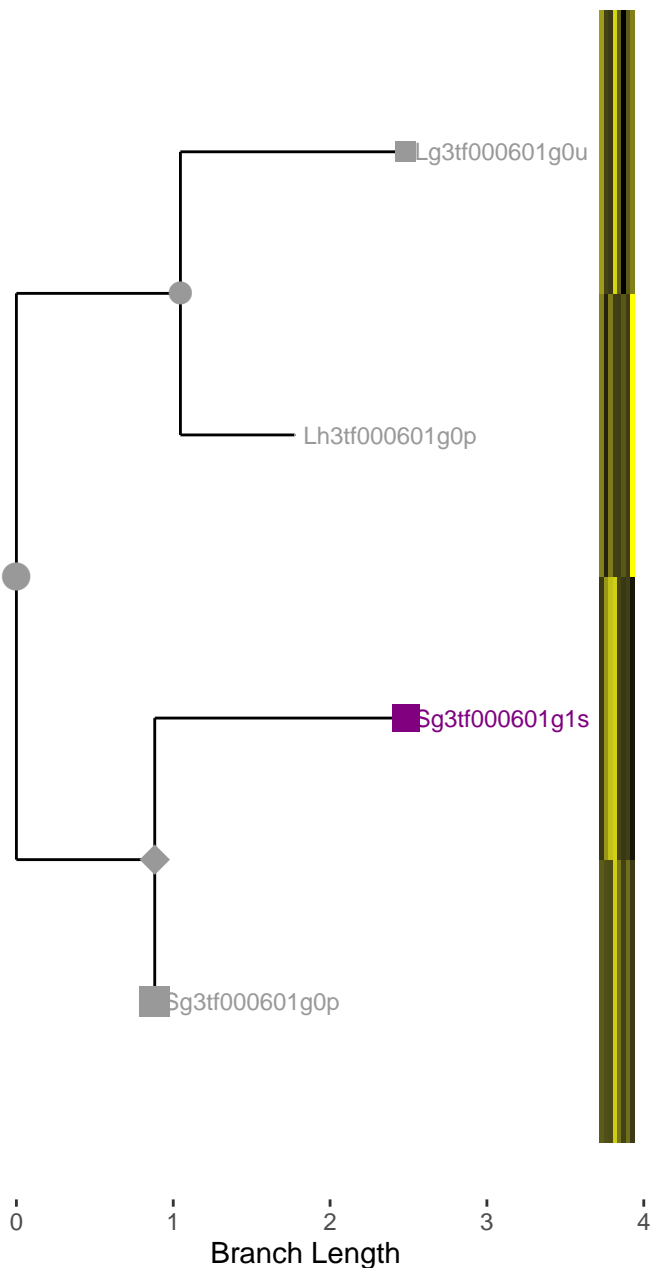

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

- Not OEST
- Broad

Expression Order  
Of Magnitude

- 1.00
- 1.25
- 1.50
- 1.75
- 2.00

Is Duplication Node?

- N
- Y
- Leaf

Proportion of  
Total Expression

- 0.2
- 0.1
- 0.0

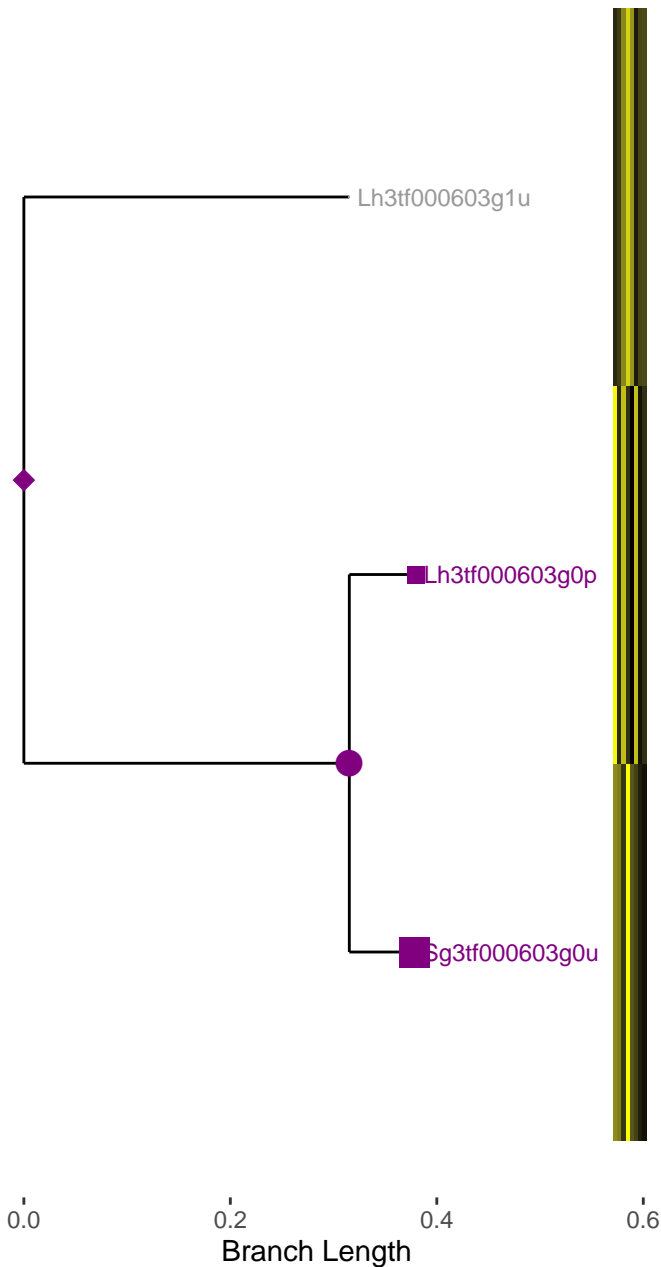

Is Duplication Node?

- N
- ◆ Y
- Leaf

Proportion of Total Expression

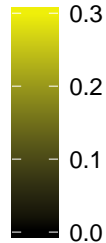

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

- Broad
- Not OEST

Expression Order  
Of Magnitude

- 0.50
- 0.75
- 1.00
- 1.25

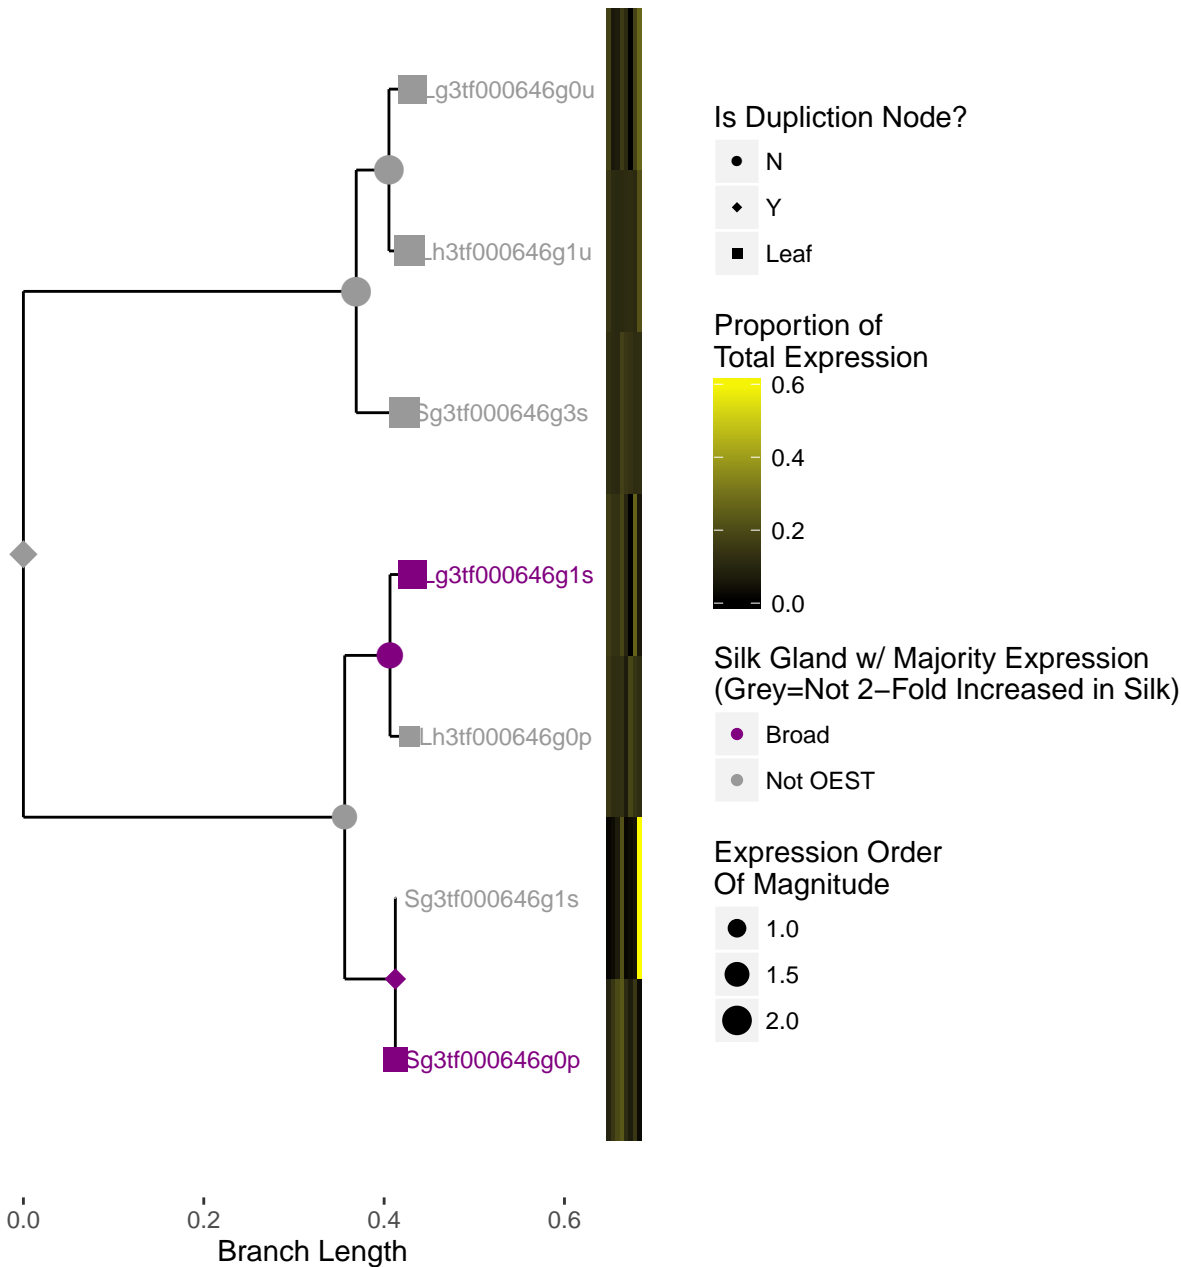

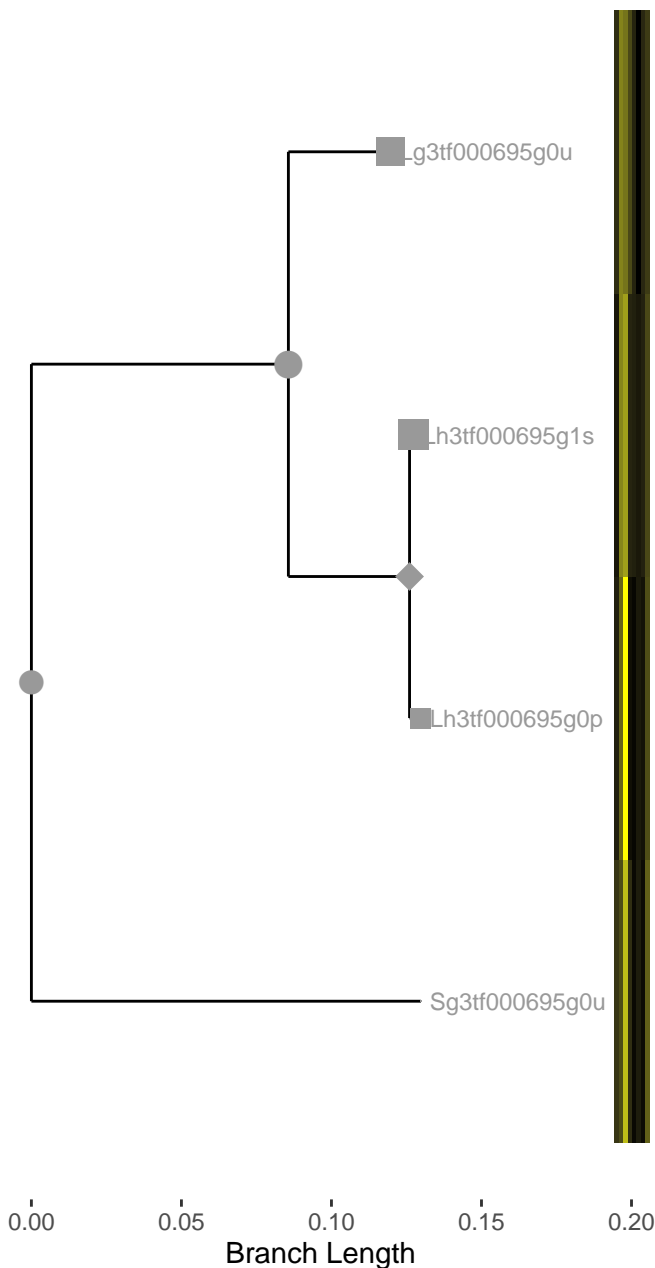

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

● Not OEST

Expression Order  
Of Magnitude

● 0.8

● 1.0

● 1.2

● 1.4

Is Duplication Node?

● N

◆ Y

■ Leaf

Proportion of  
Total Expression

0.4

0.3

0.2

0.1

0.0

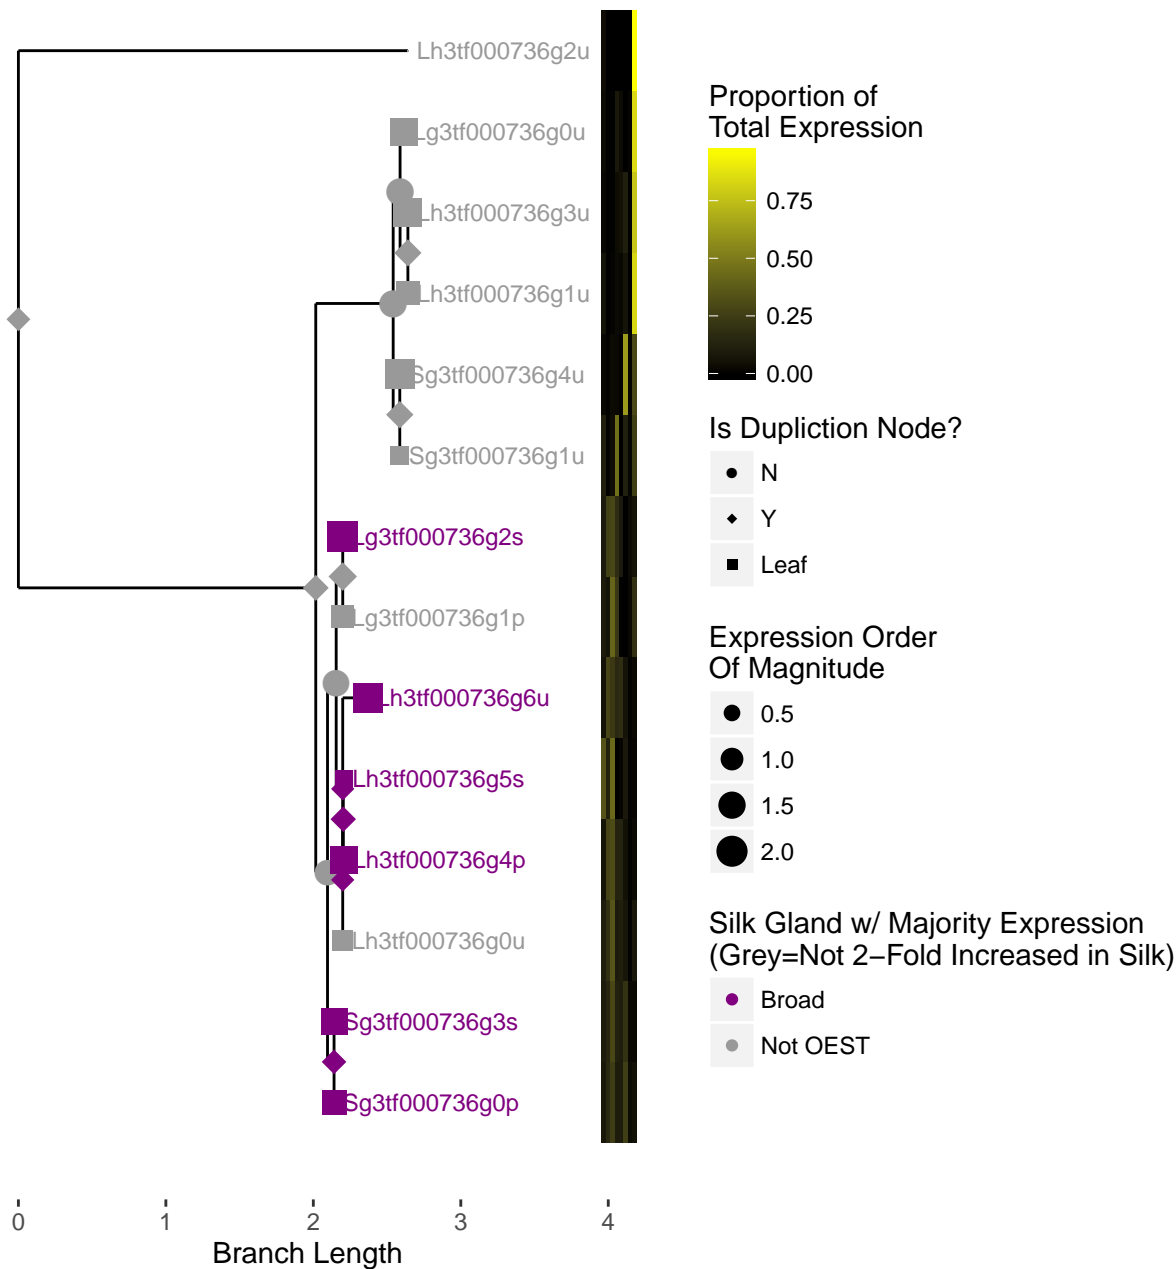

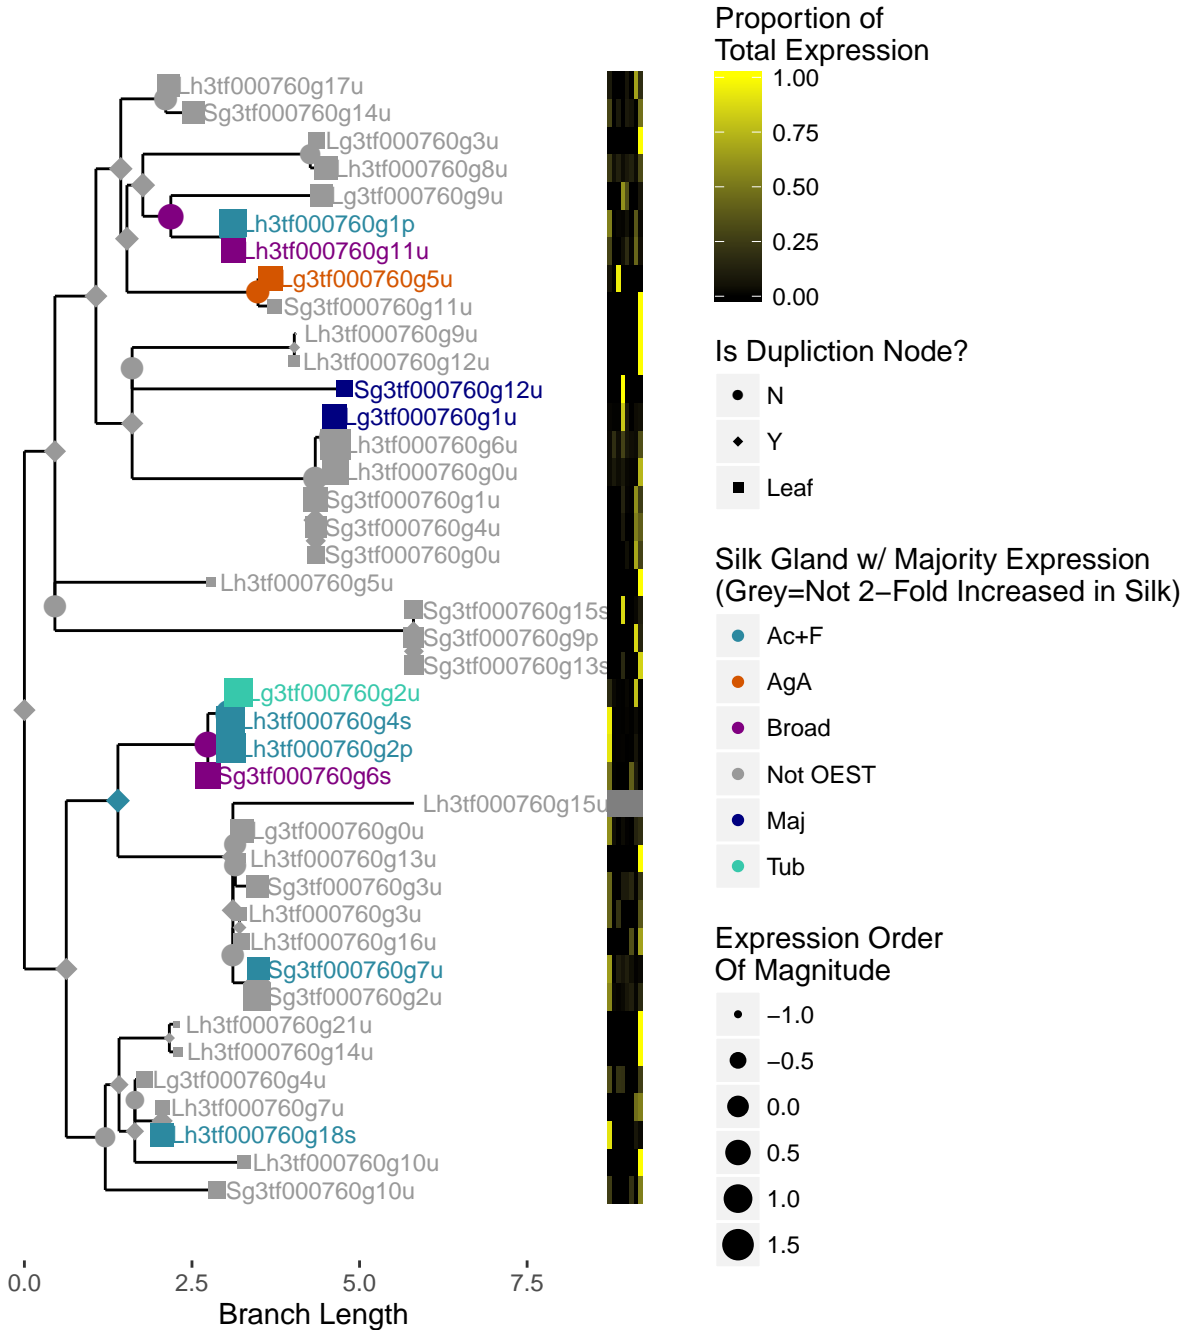

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

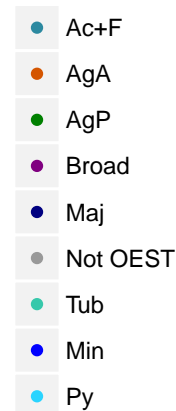

Proportion of  
Total Expression

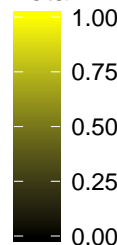

Is Duplication Node?

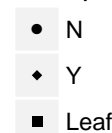

Expression Order  
Of Magnitude

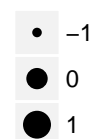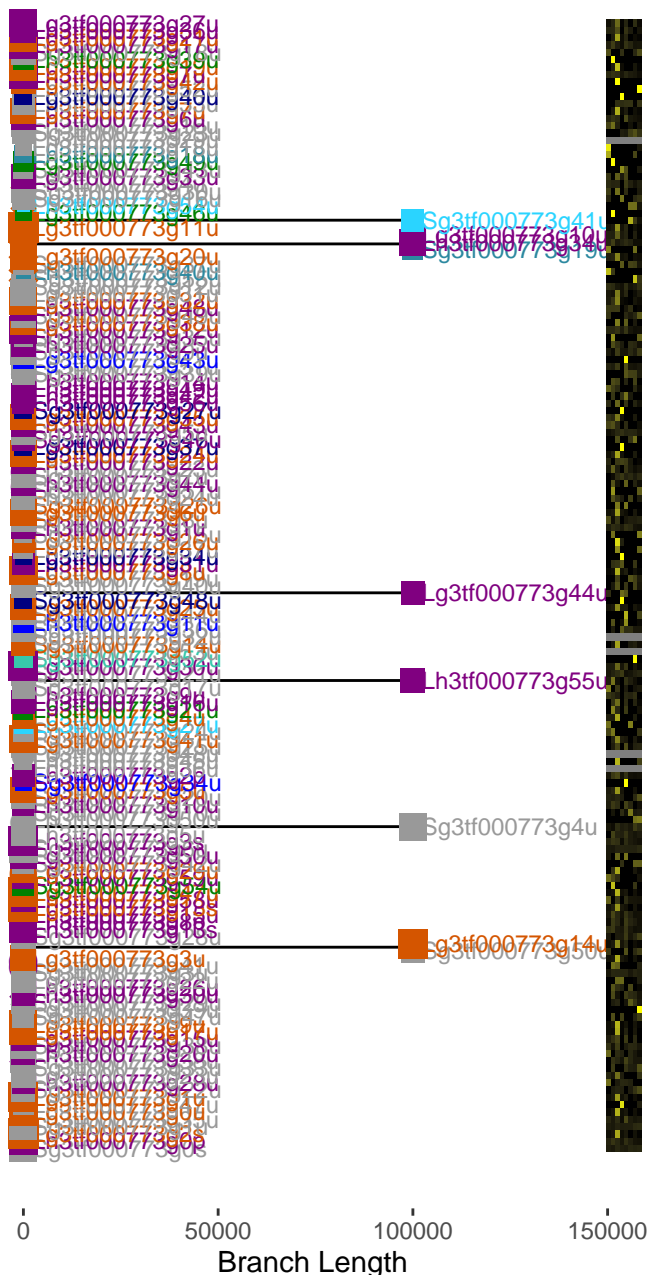

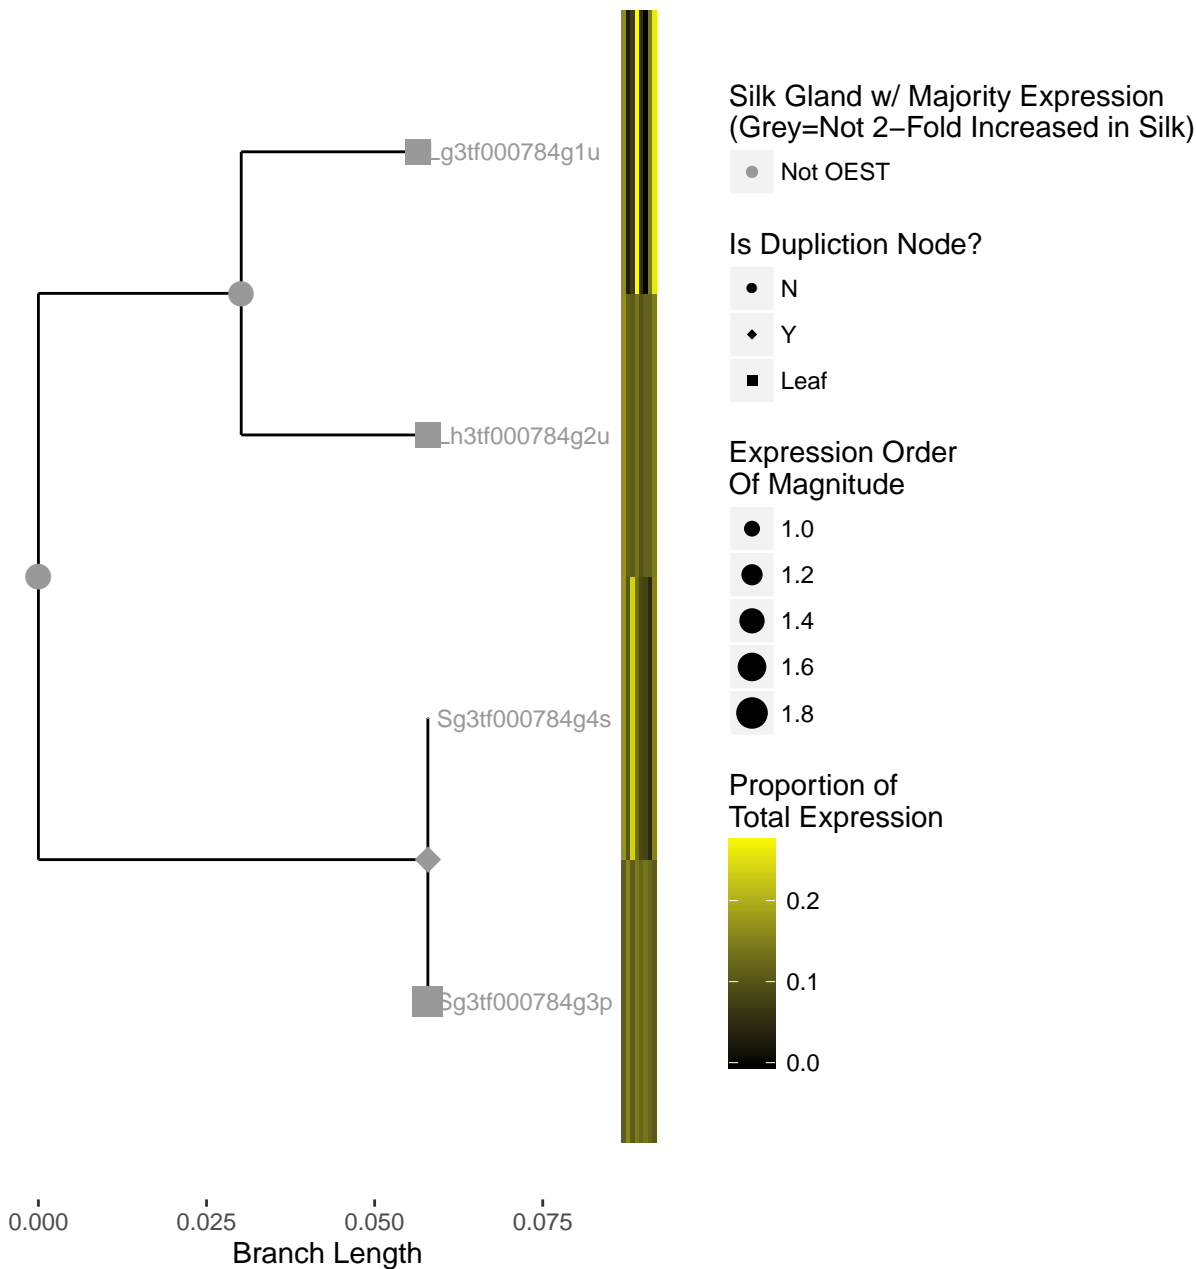

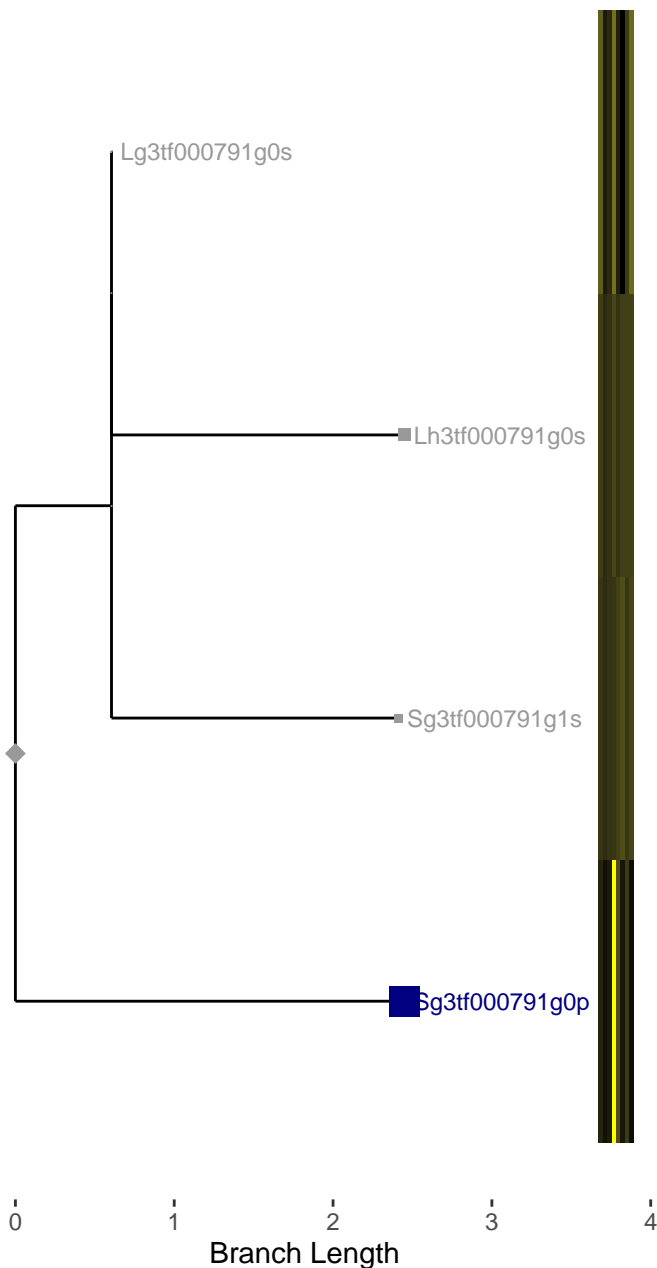

Is Duplication Node?

- N
- ◆ Y
- Leaf

Proportion of Total Expression

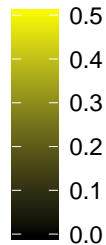

Expression Order Of Magnitude

- 1.50
- 1.75
- 2.00
- 2.25

Silk Gland w/ Majority Expression (Grey=Not 2-Fold Increased in Silk)

- Not OEST
- Maj

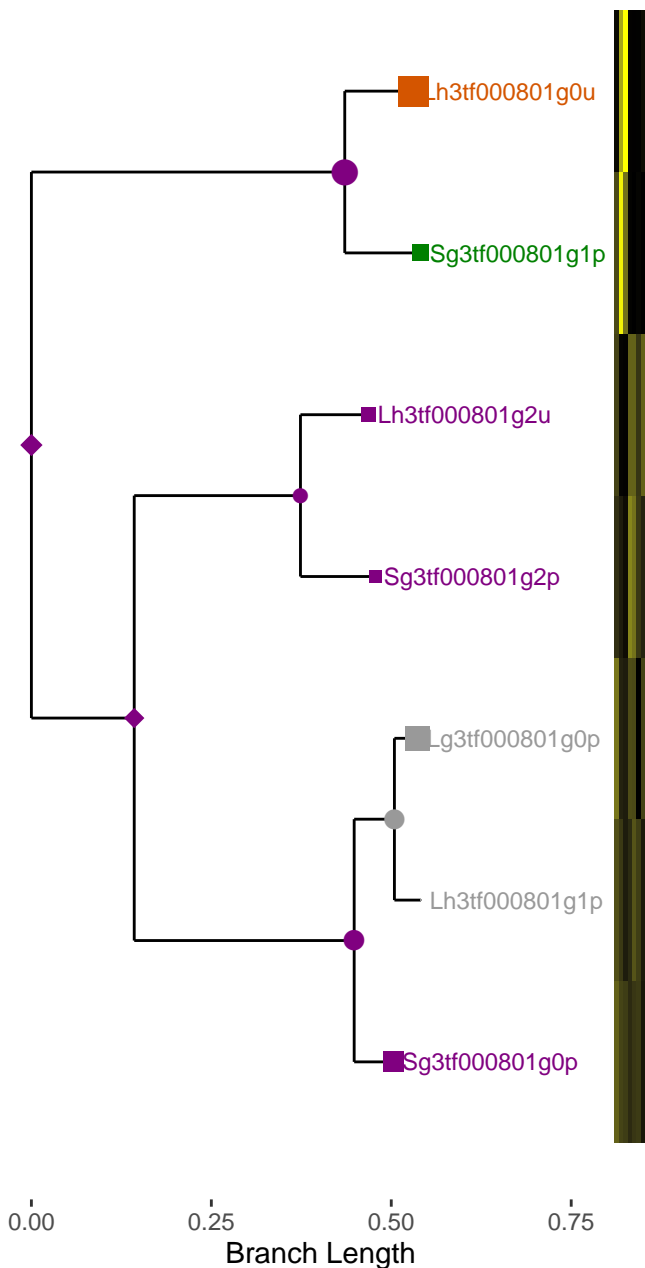

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

- Broad
- Not OEST
- AgA
- AgP

Is Duplication Node?

- N
- Y
- Leaf

Expression Order  
Of Magnitude

- 1.7
- 1.9
- 2.1

Proportion of  
Total Expression

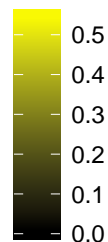

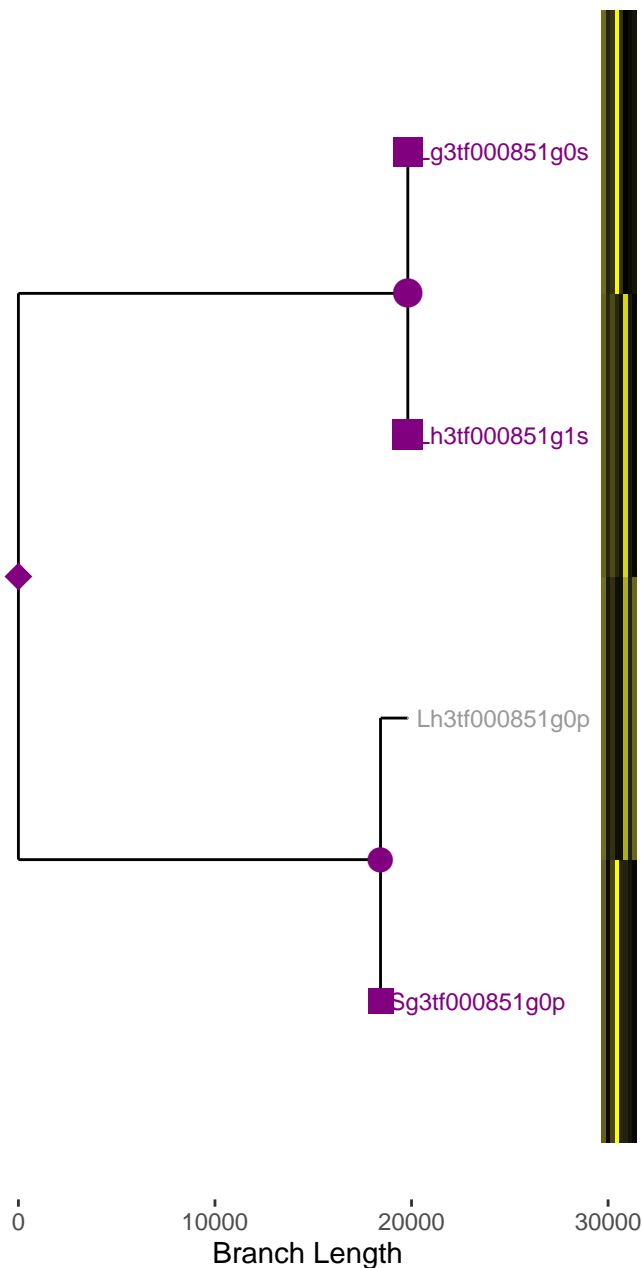

Expression Order  
Of Magnitude

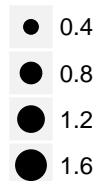

Proportion of  
Total Expression

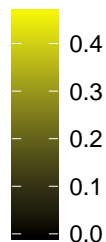

Is Duplication Node?

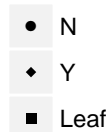

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

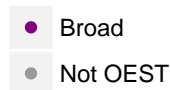

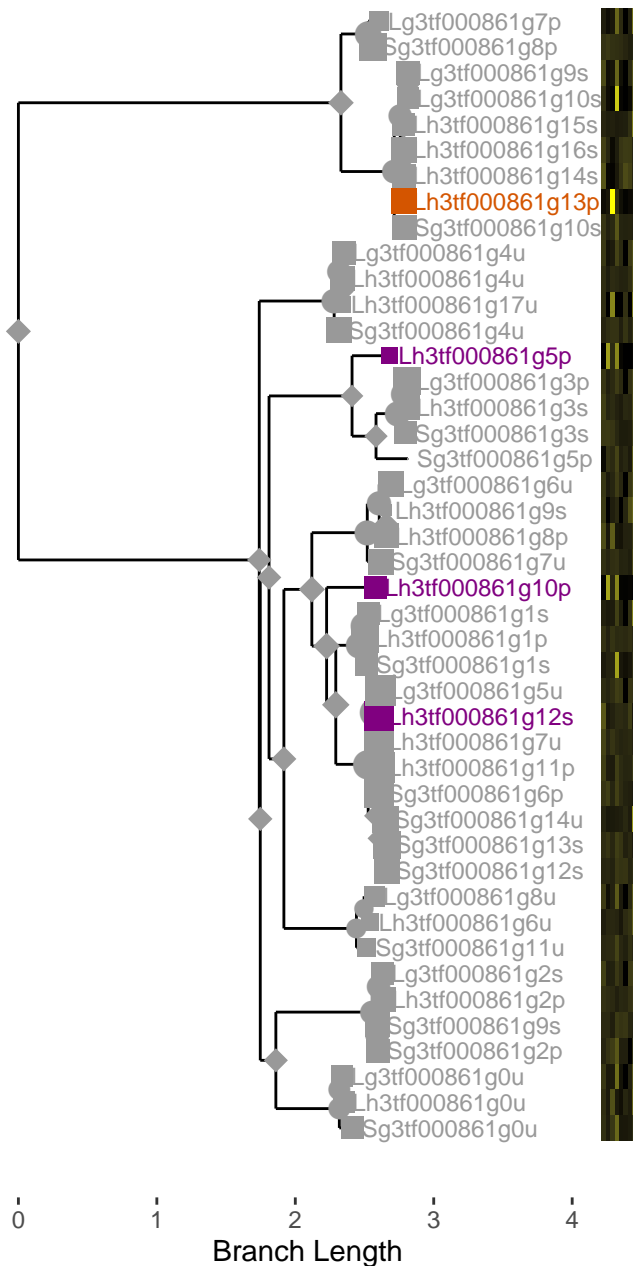

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

- Broad
- Not OEST
- AgA

Is Duplication Node?

- N
- Y
- Leaf

Expression Order  
Of Magnitude

- 1
- 2

Proportion of  
Total Expression

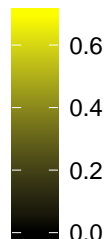

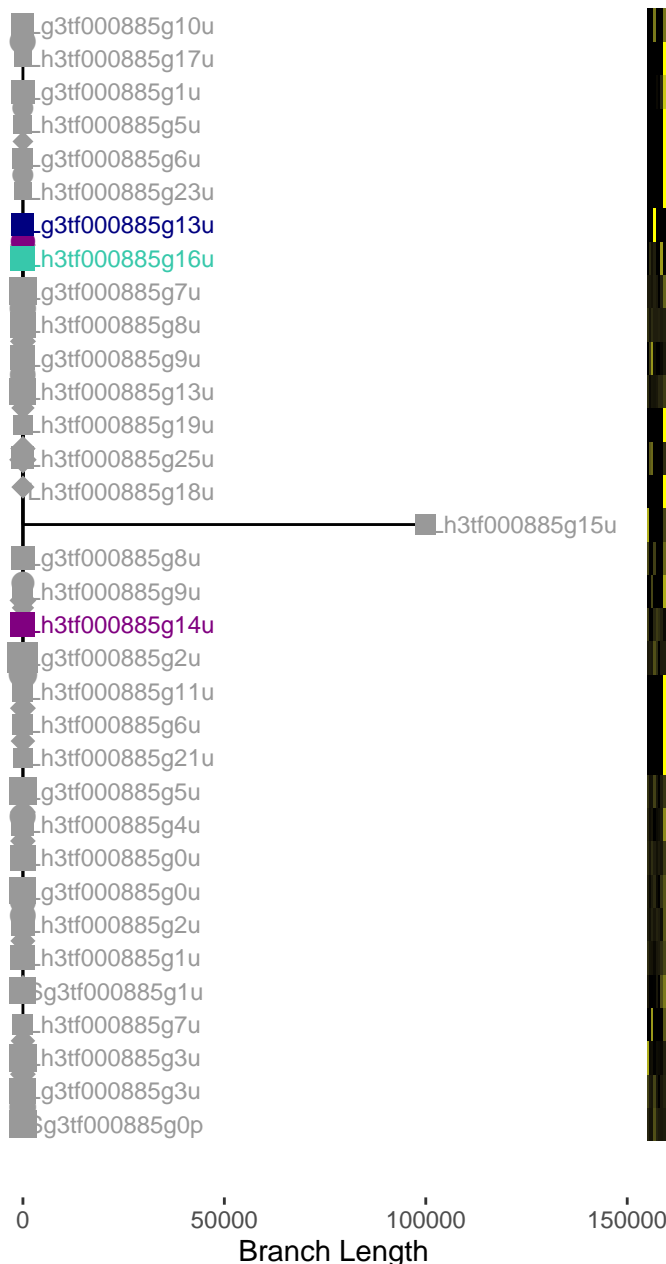

Proportion of  
Total Expression

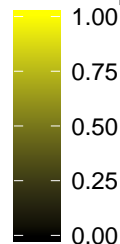

Is Duplication Node?

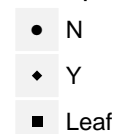

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

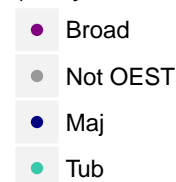

Expression Order  
Of Magnitude

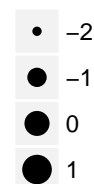

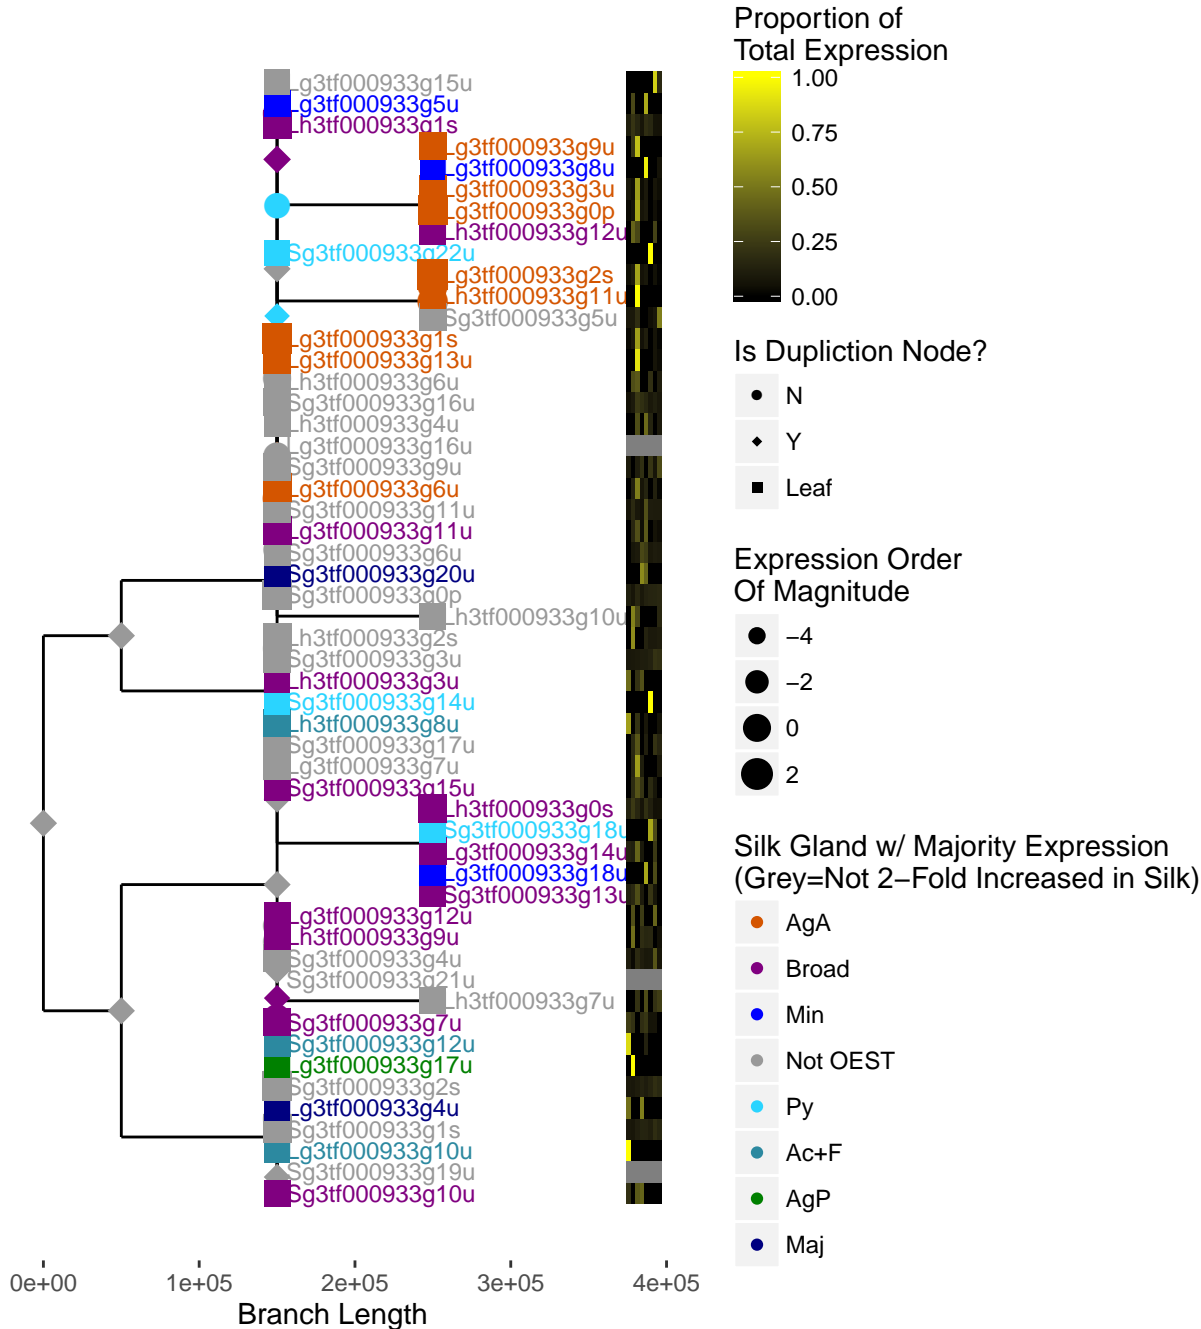

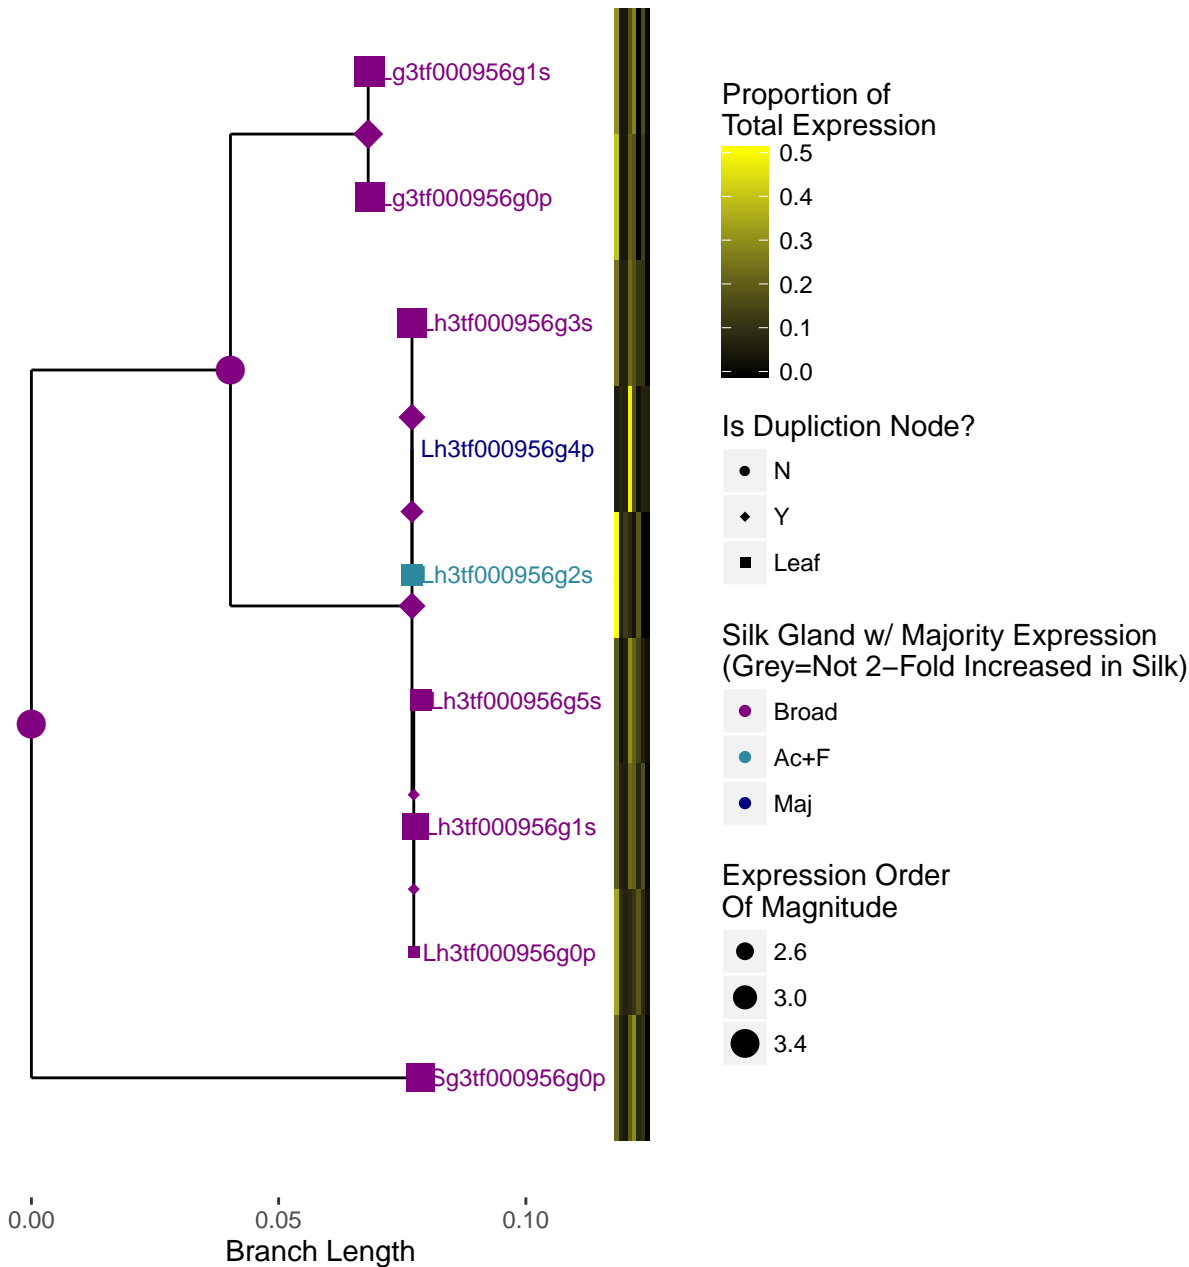

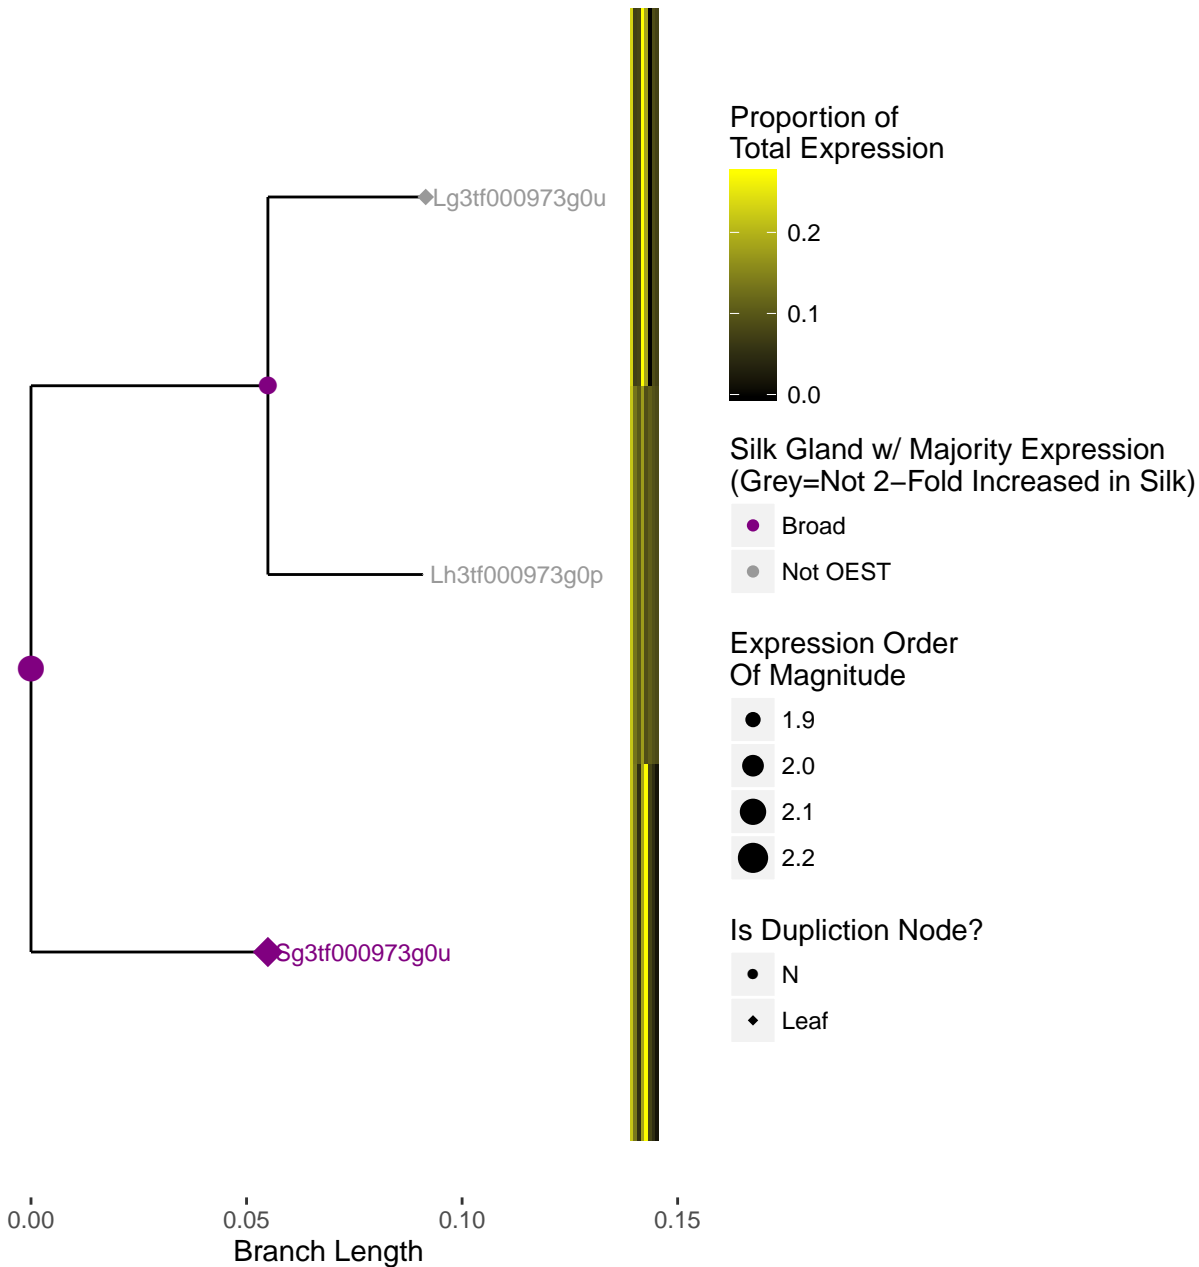

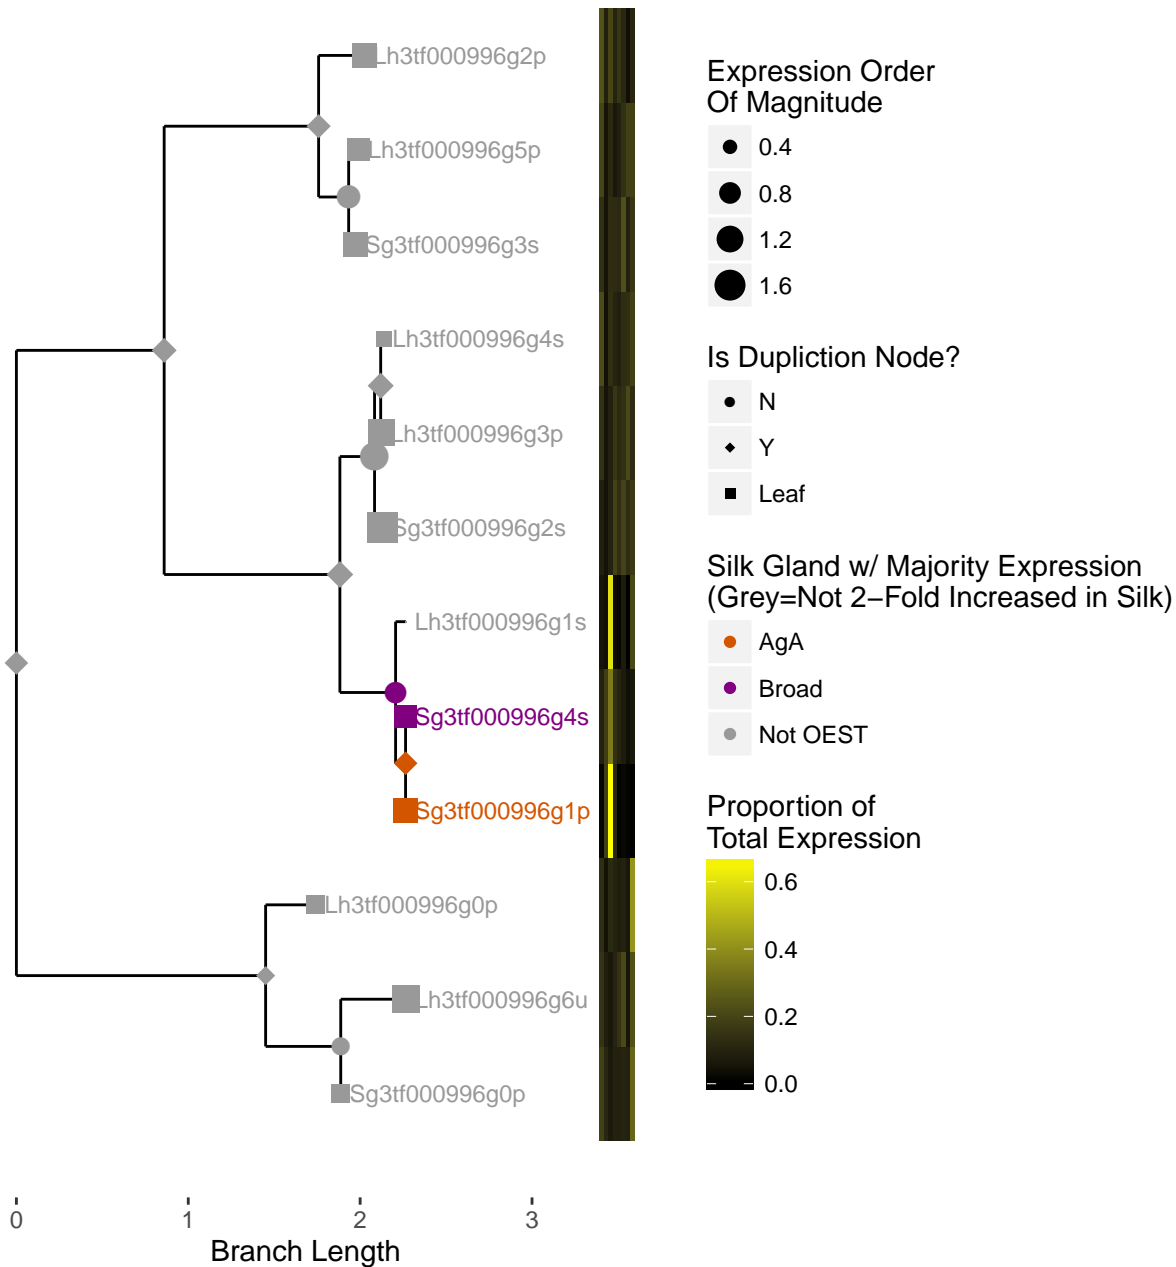

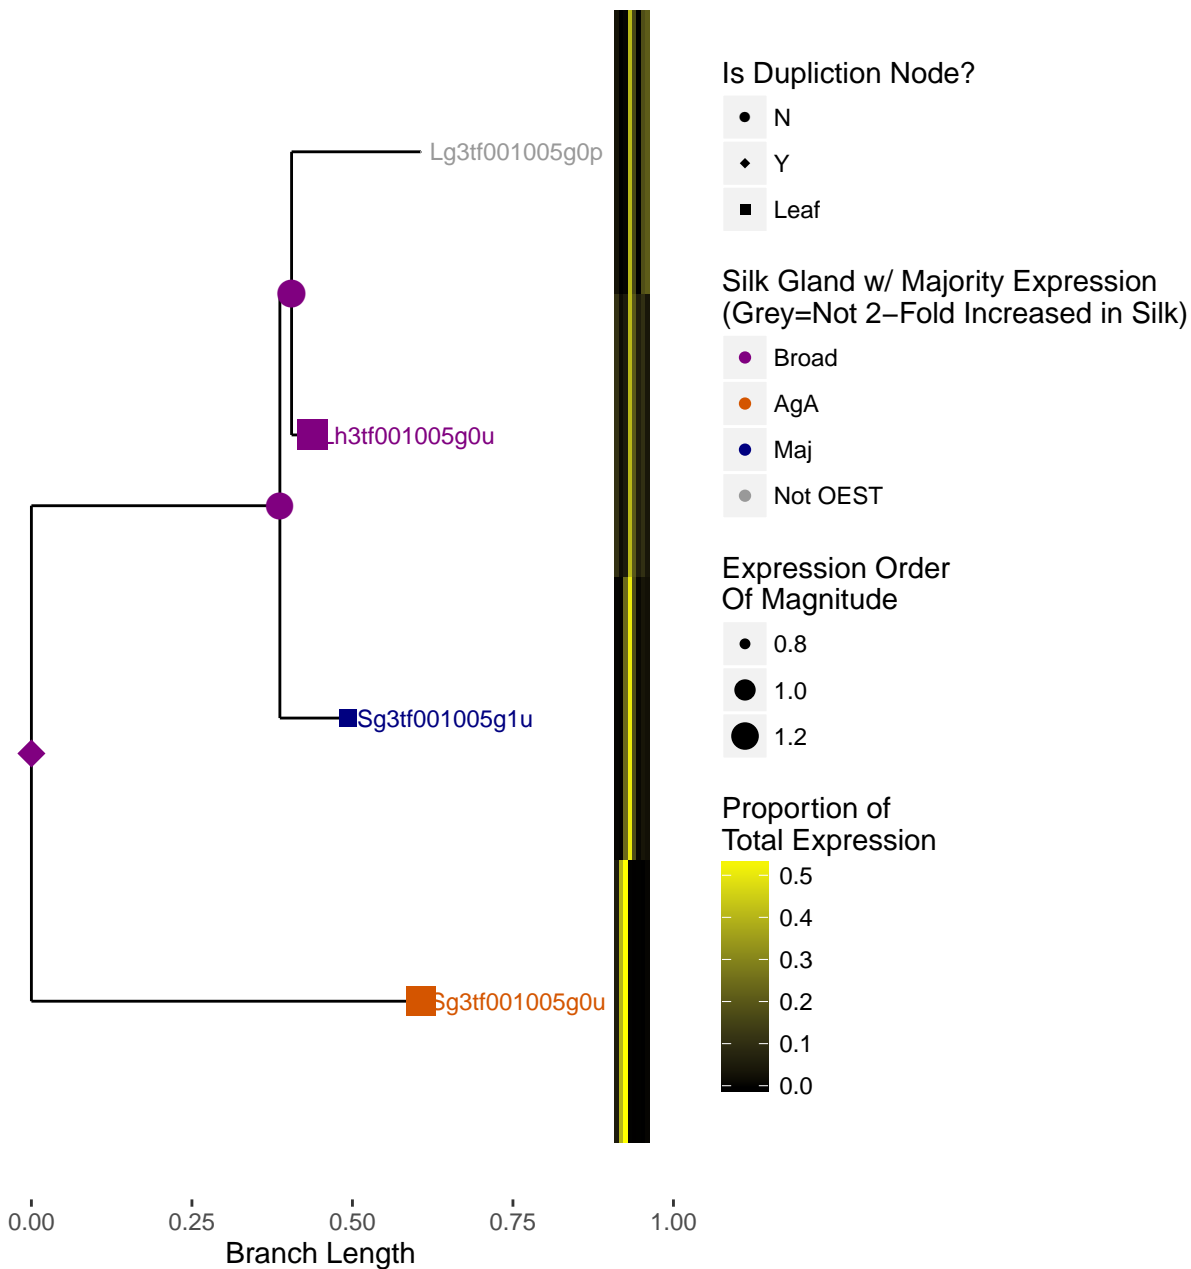

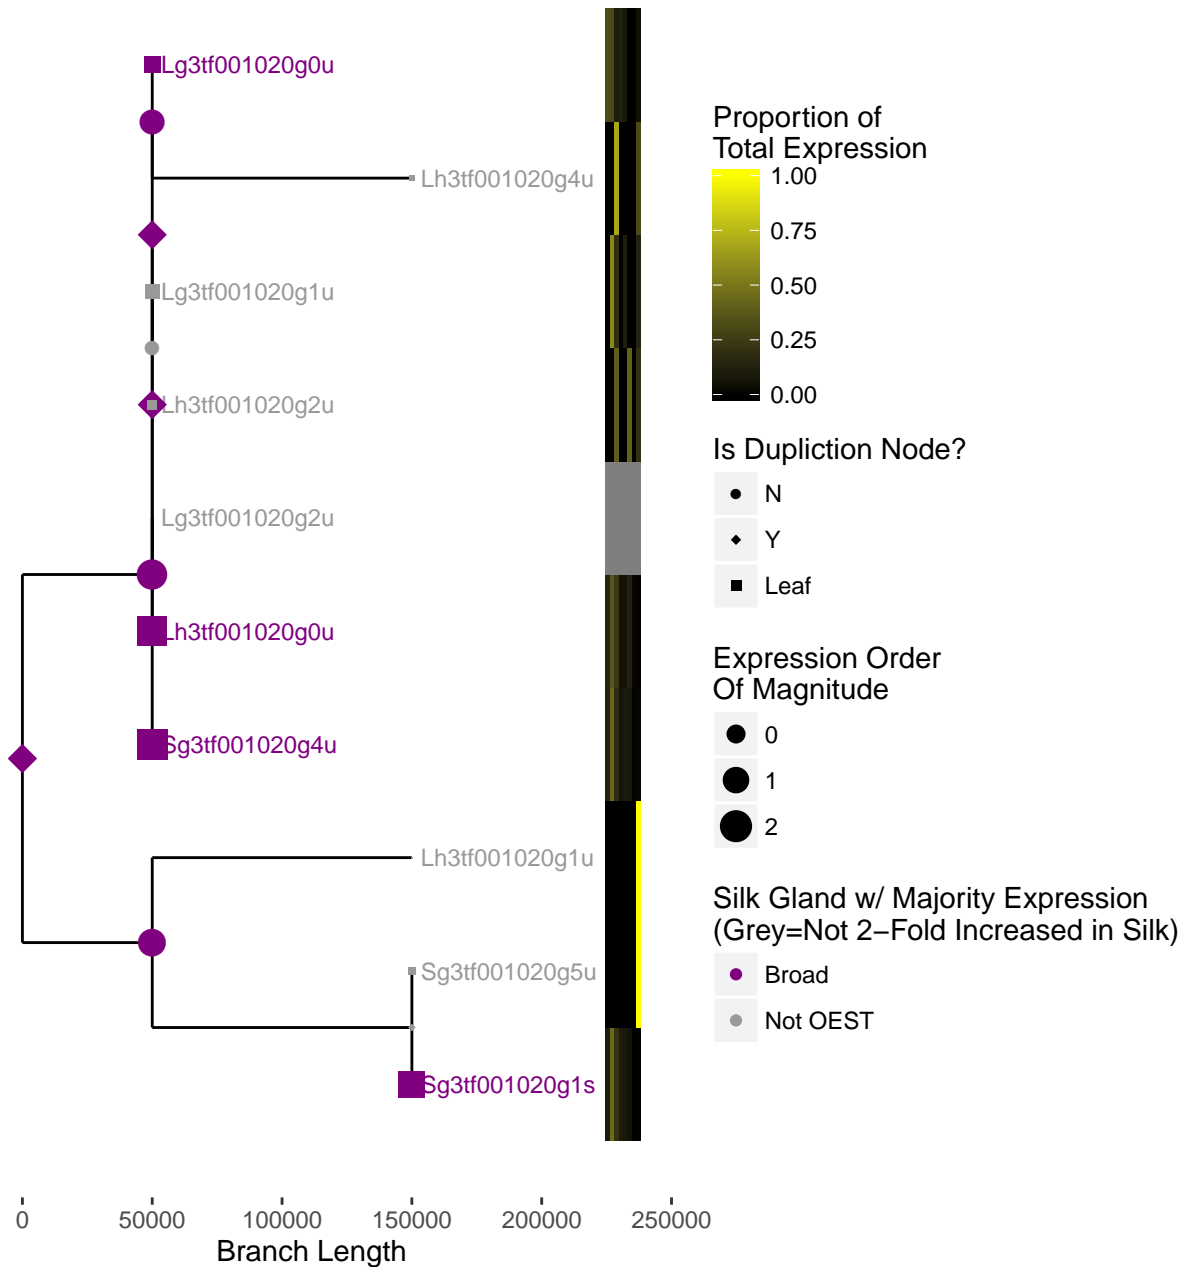

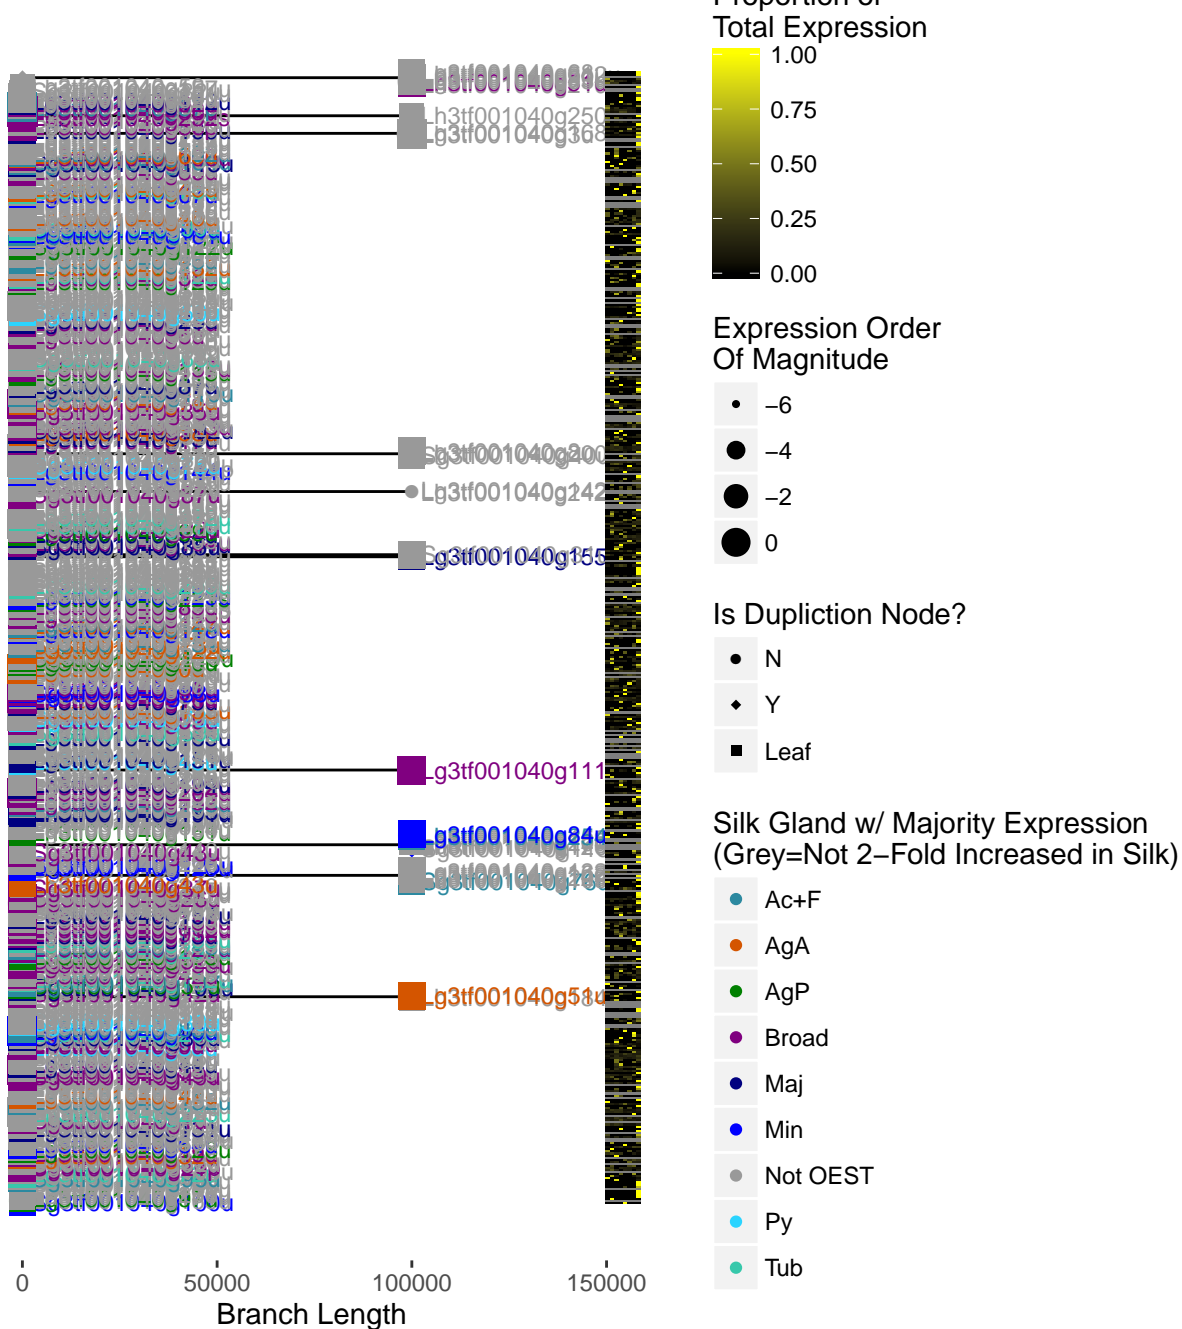

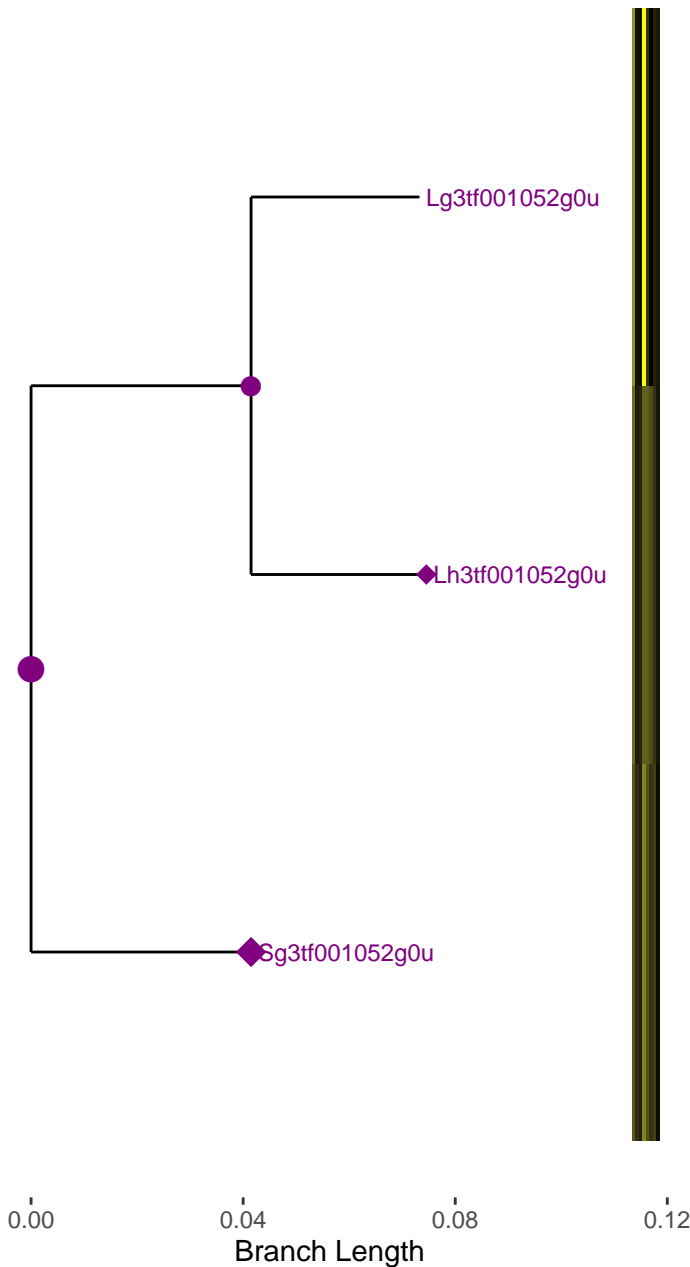

Expression Order  
Of Magnitude

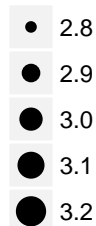

Proportion of  
Total Expression

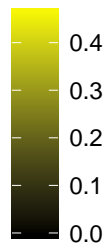

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

Is Duplication Node?

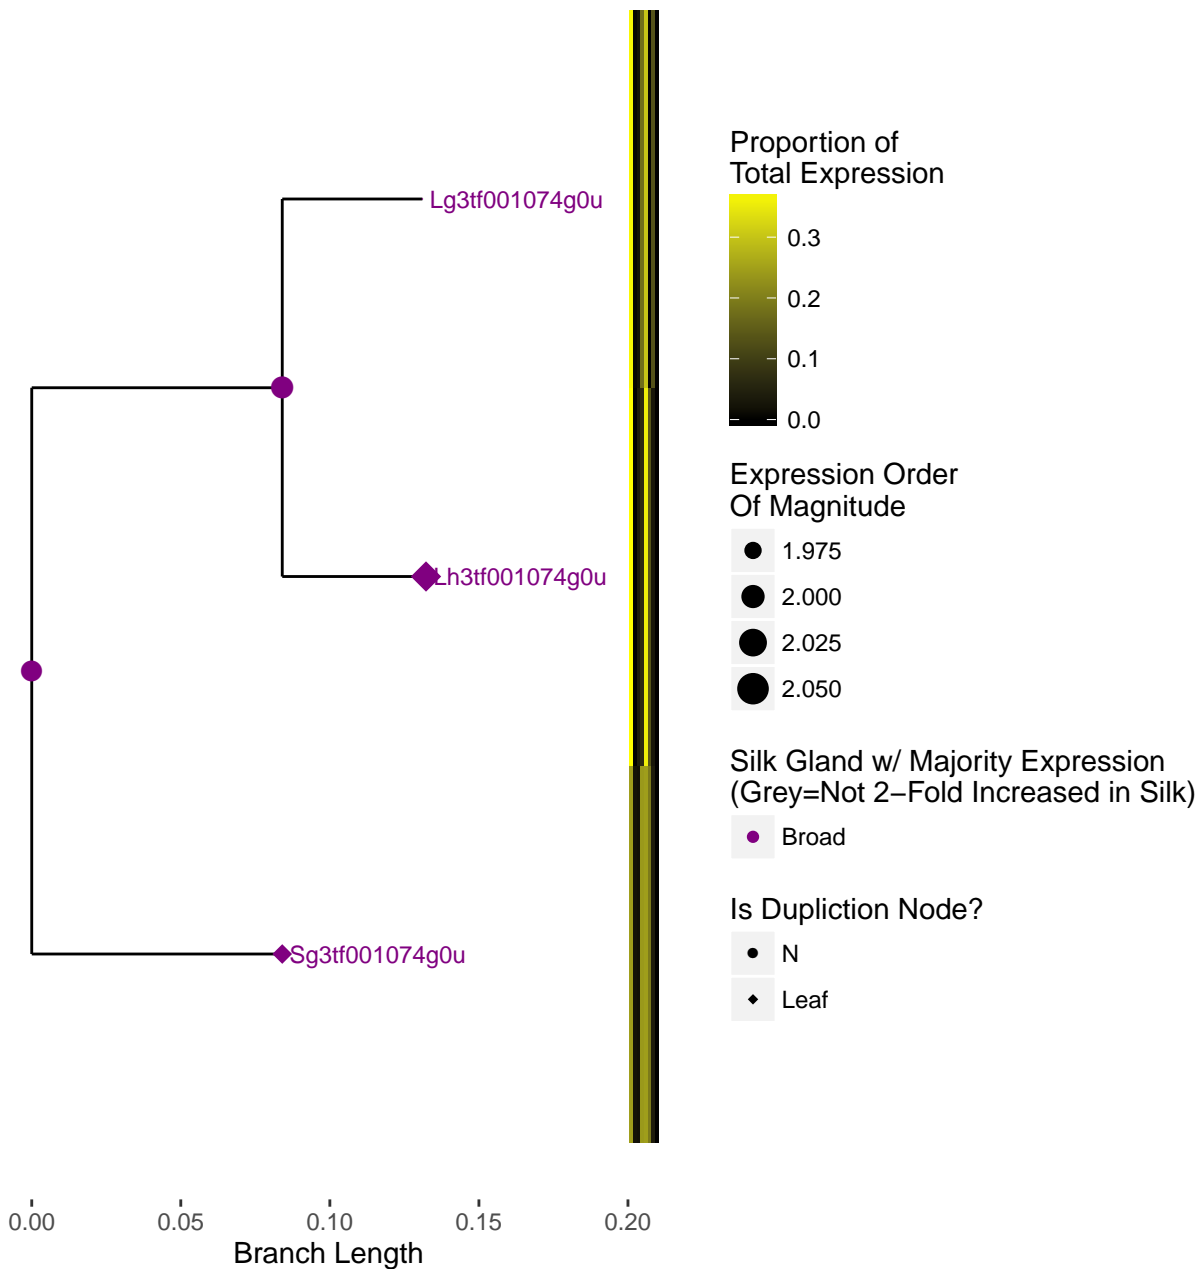

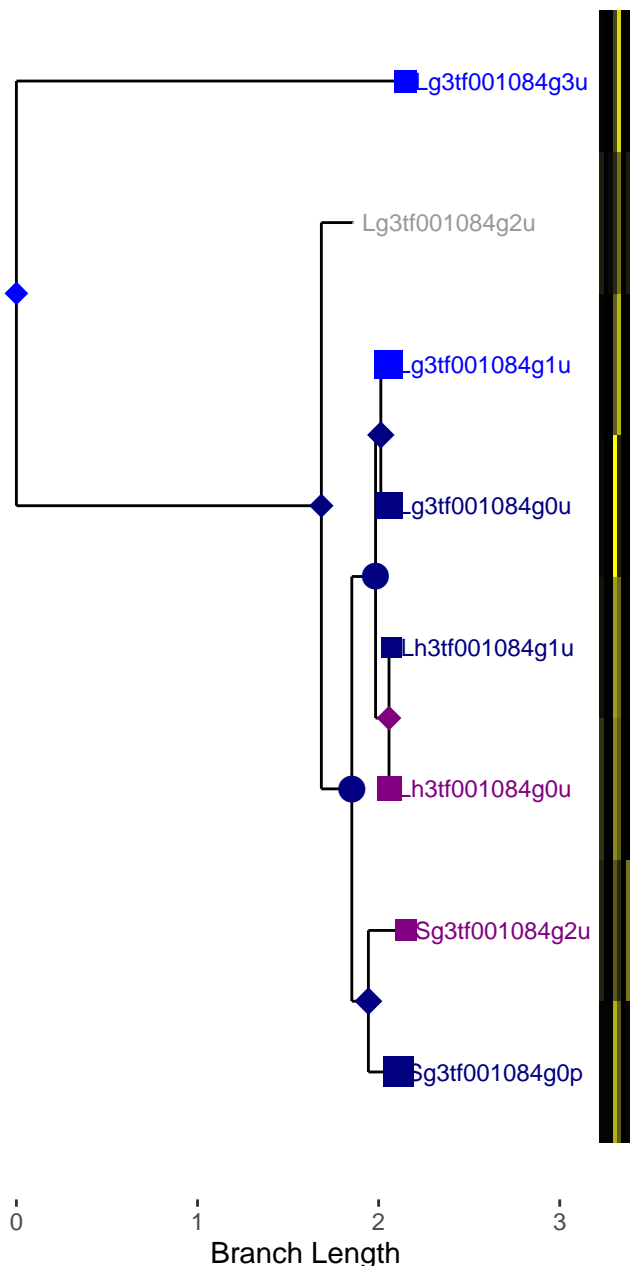

Is Duplication Node?

- N
- ◆ Y
- Leaf

Proportion of Total Expression

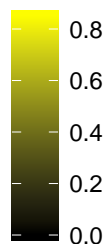

Expression Order Of Magnitude

- 1.0
- 1.5
- 2.0
- 2.5

Silk Gland w/ Majority Expression (Grey=Not 2-Fold Increased in Silk)

- Broad
- Maj
- Min
- Not OEST

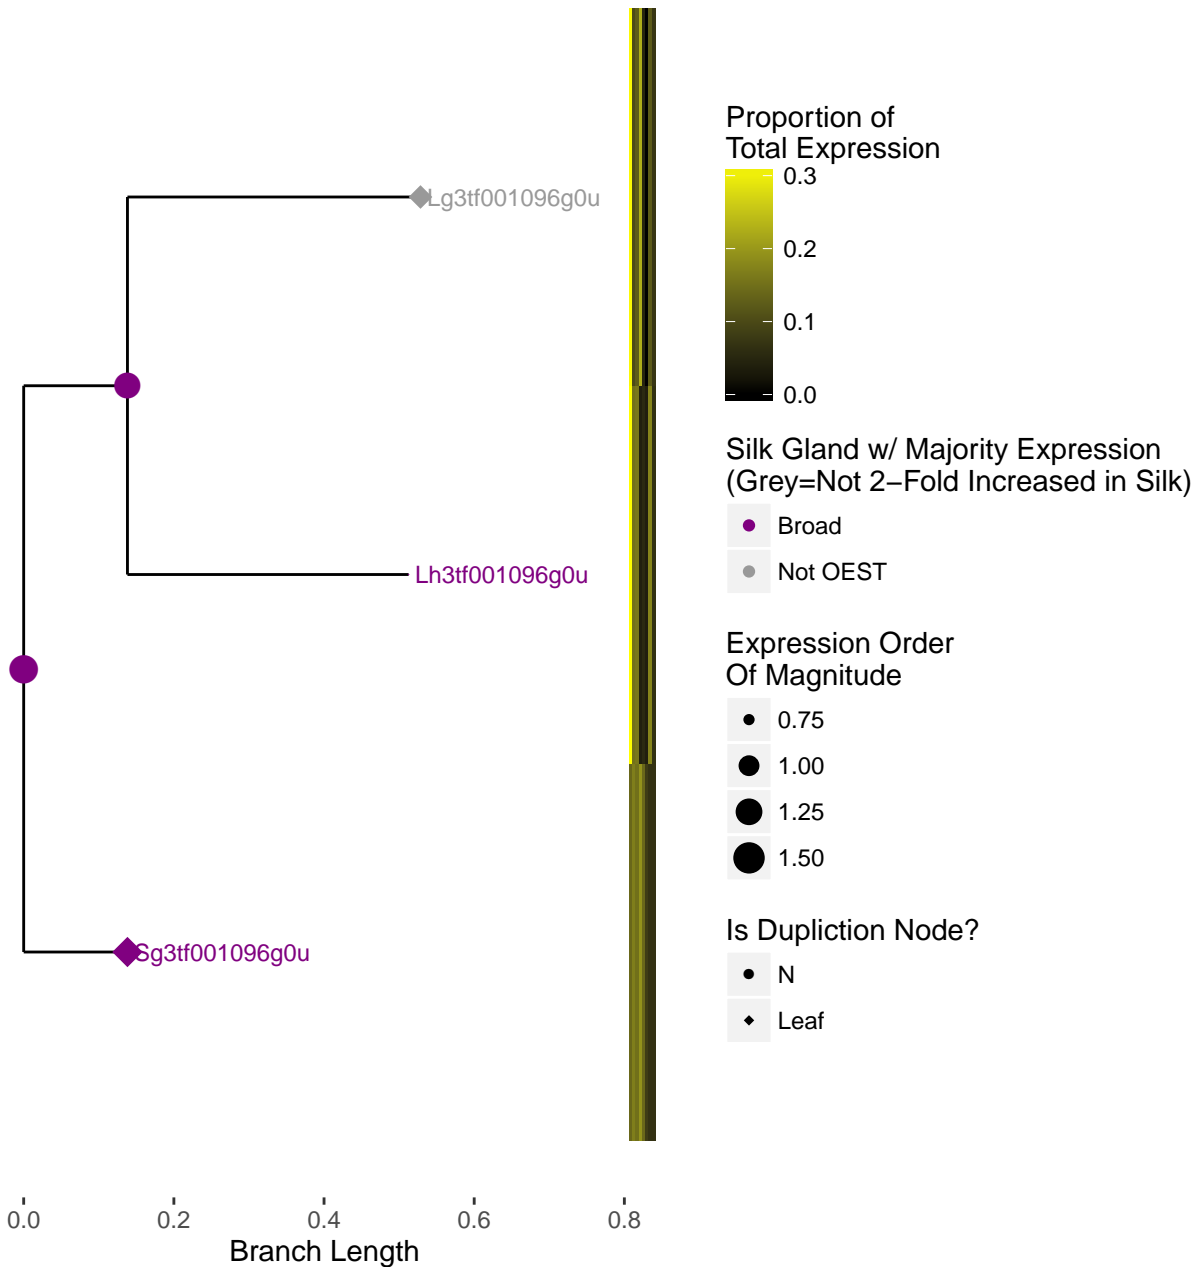

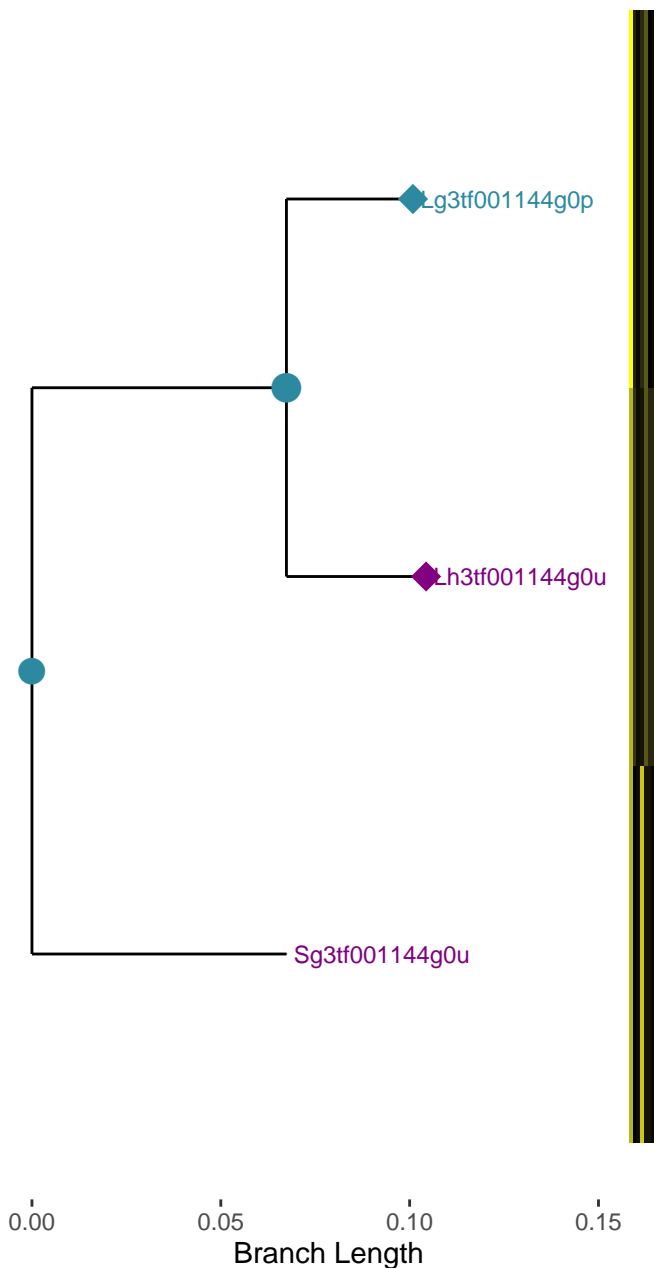

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

Proportion of  
Total Expression

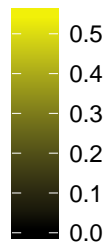

Expression Order  
Of Magnitude

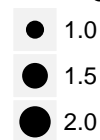

Is Duplication Node?

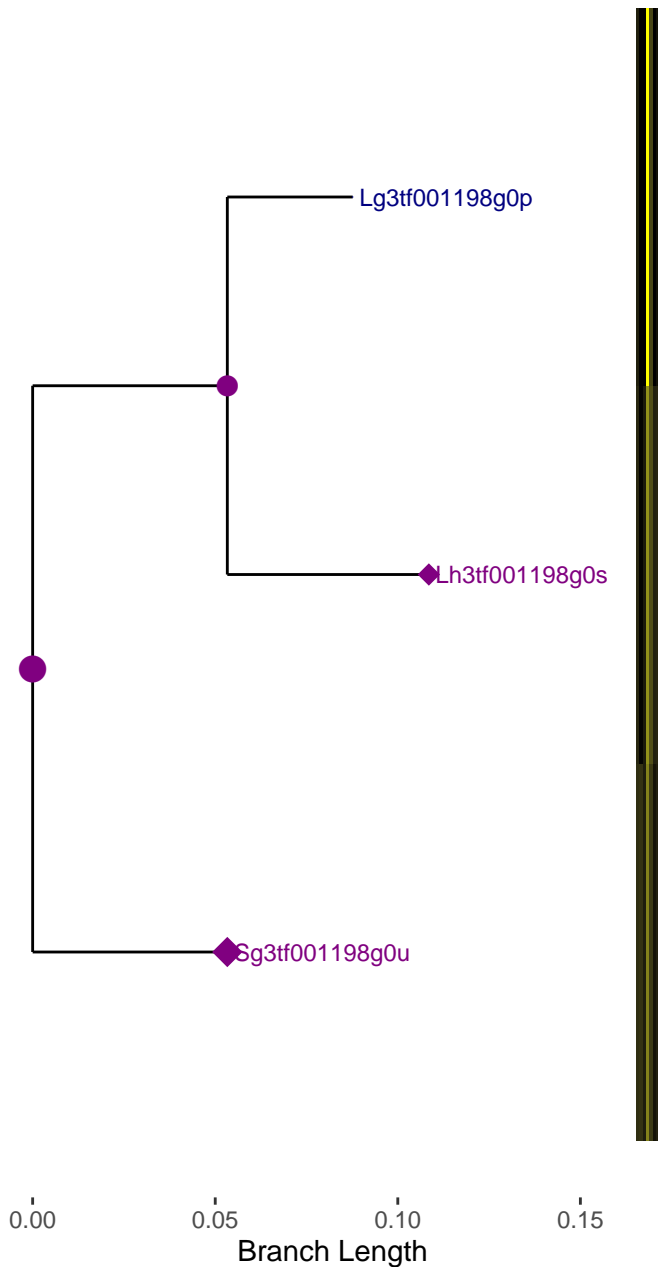

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

- Broad
- Maj

Proportion of  
Total Expression

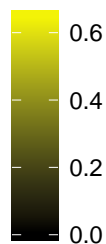

Expression Order  
Of Magnitude

- 2.4
- 2.6
- 2.8
- 3.0

Is Duplication Node?

- N
- Leaf

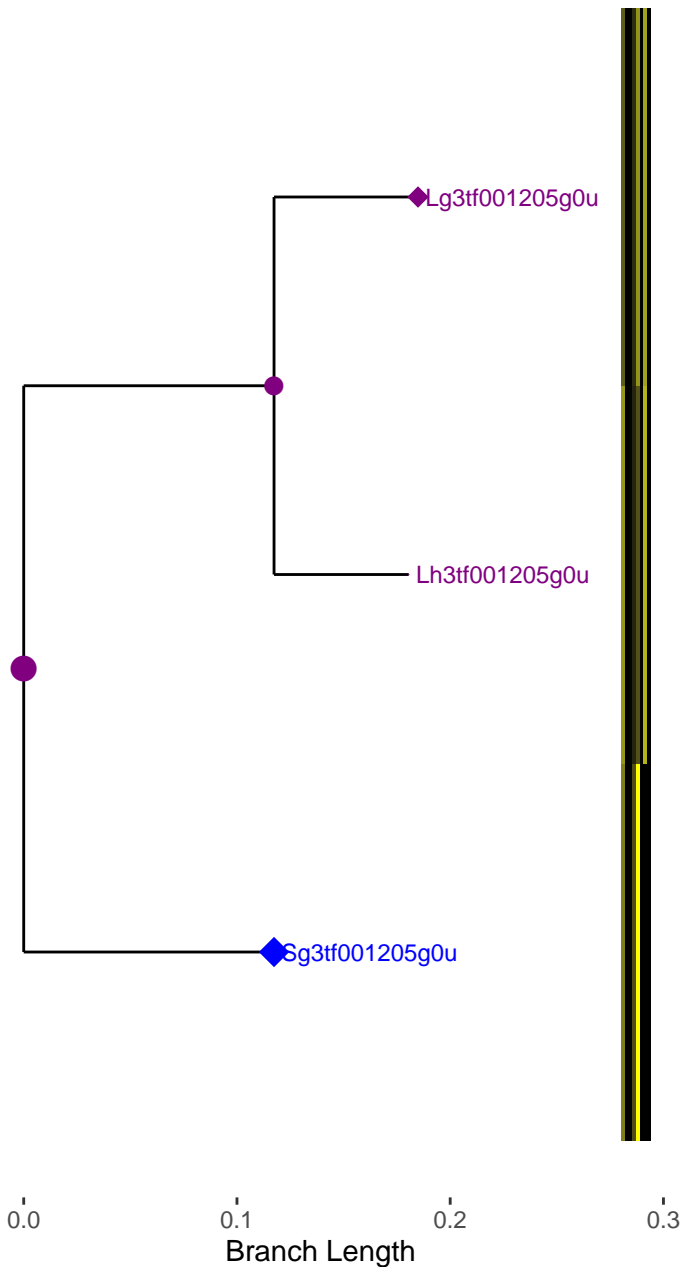

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

- Broad
- Min

Expression Order  
Of Magnitude

- 2.0
- 2.1
- 2.2

Proportion of  
Total Expression

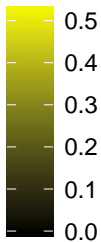

Is Duplication Node?

- N
- ◆ Leaf

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

- Broad
- Not OEST
- AgA

Expression Order  
Of Magnitude

- 1.5
- 1.6
- 1.7
- 1.8
- 1.9

Proportion of  
Total Expression

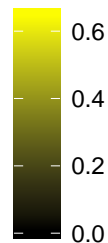

Is Duplication Node?

- N
- Leaf

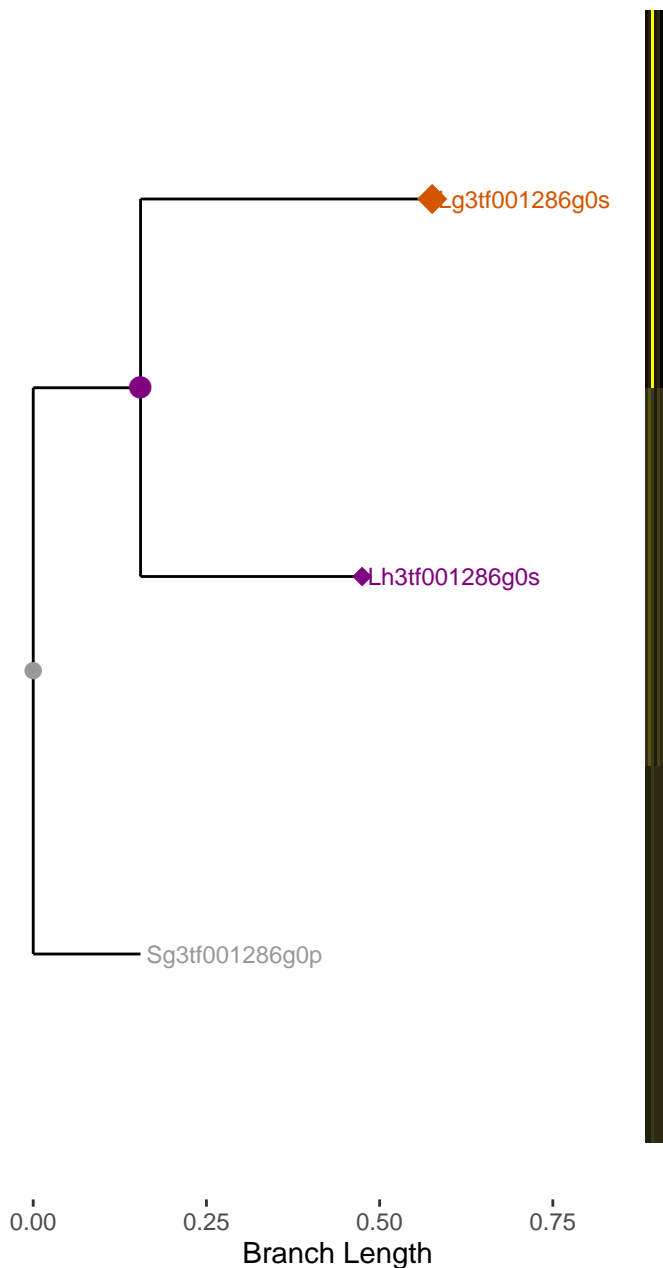

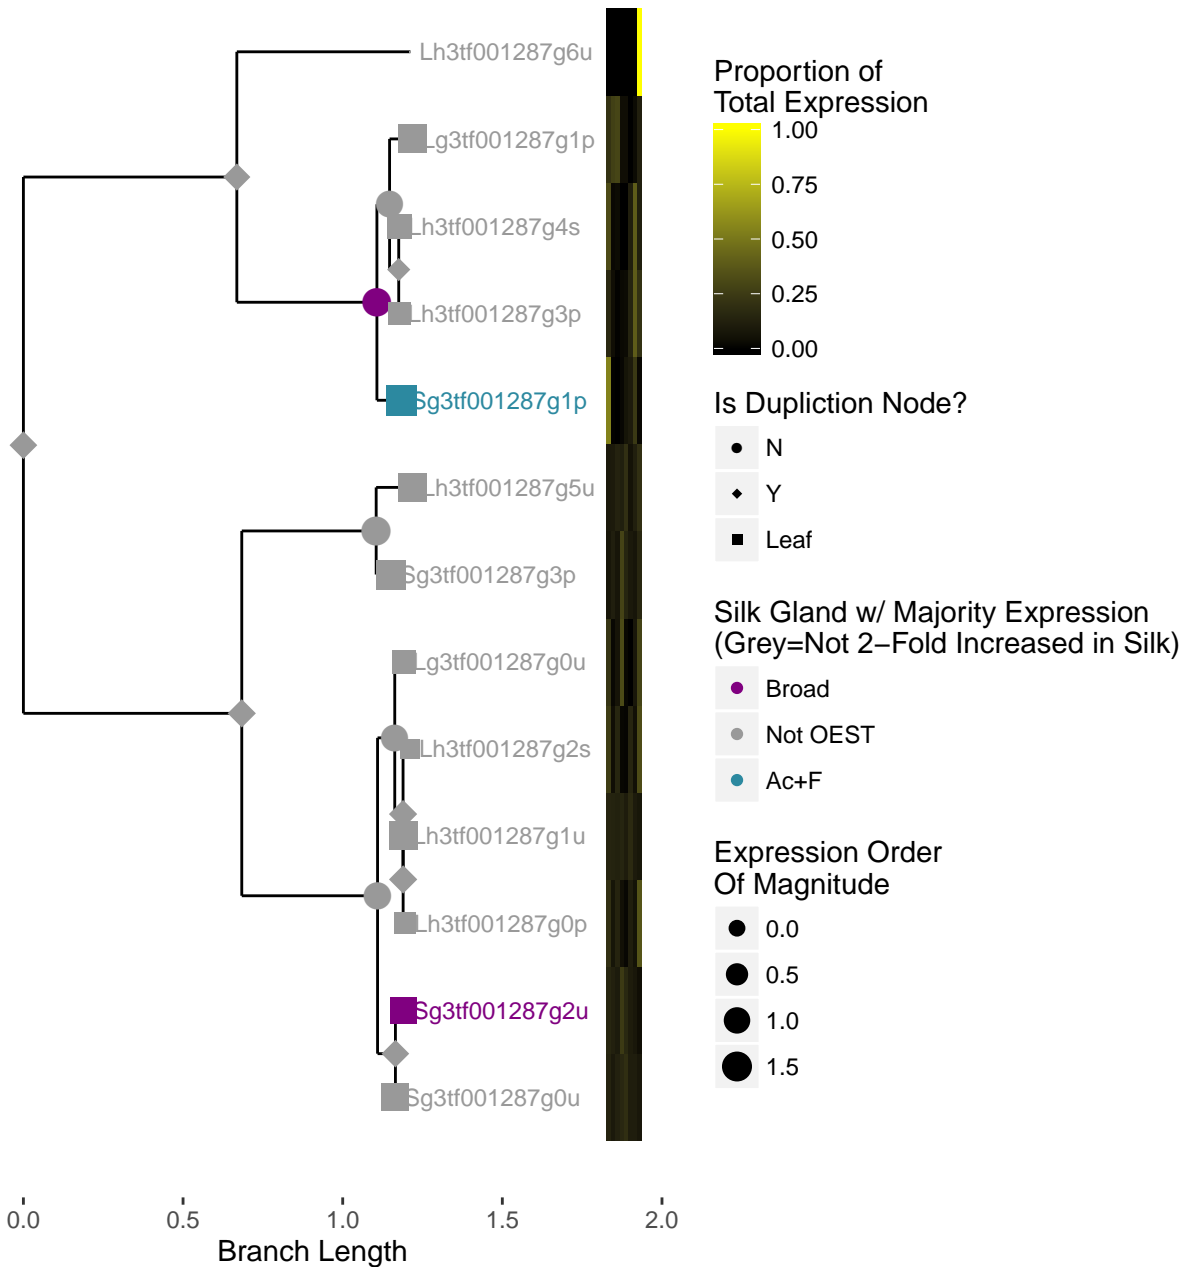

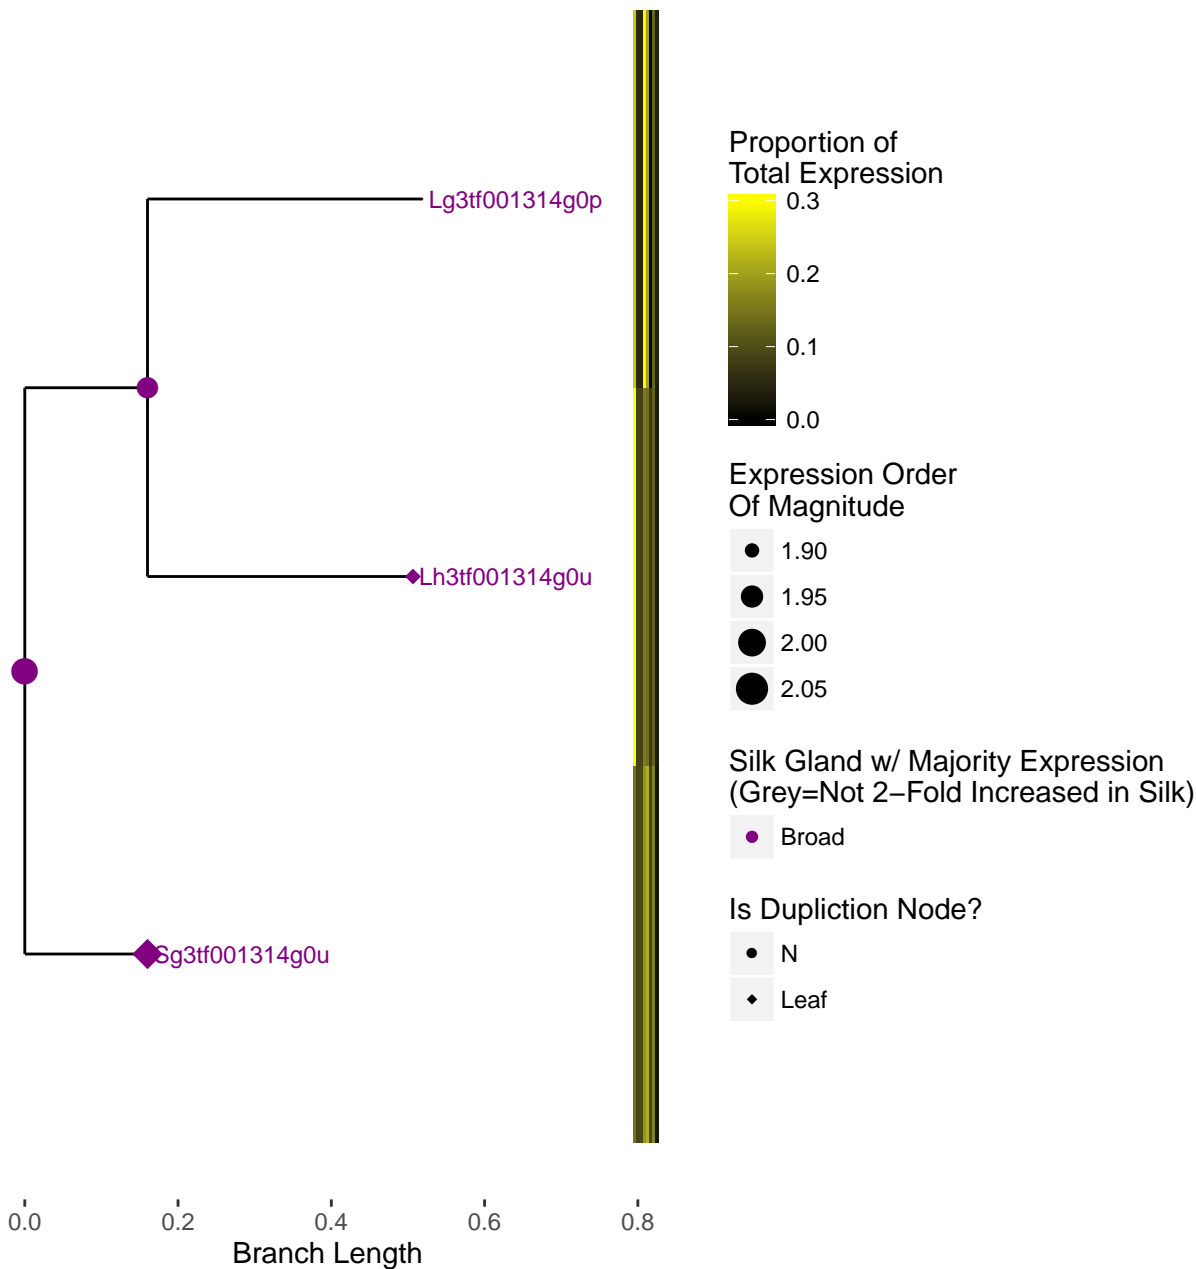

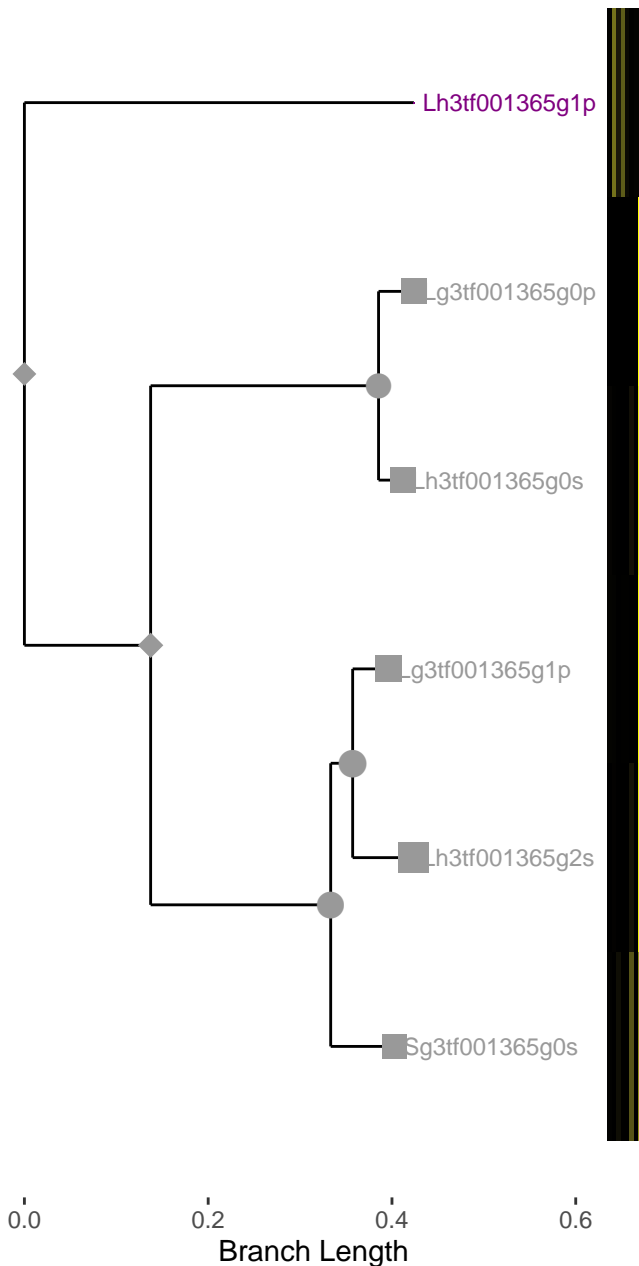

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

- Not OEST
- Broad

Expression Order  
Of Magnitude

- 1.5
- 1.8
- 2.1
- 2.4

Is Duplication Node?

- N
- Y
- Leaf

Proportion of  
Total Expression

- 0.75
- 0.50
- 0.25
- 0.00

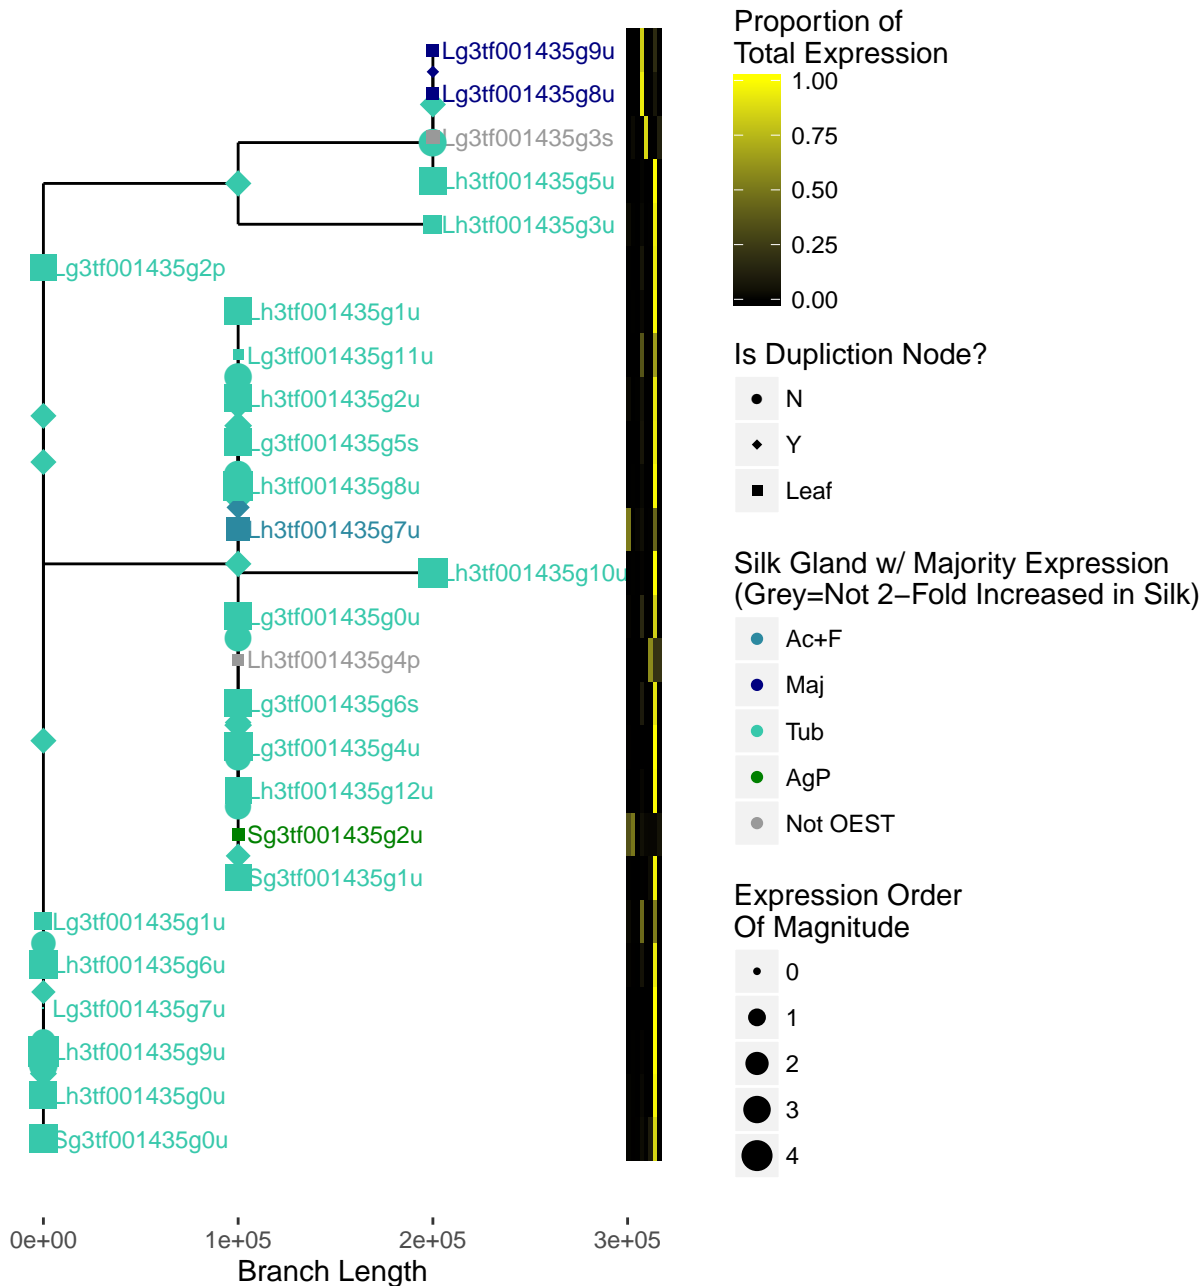

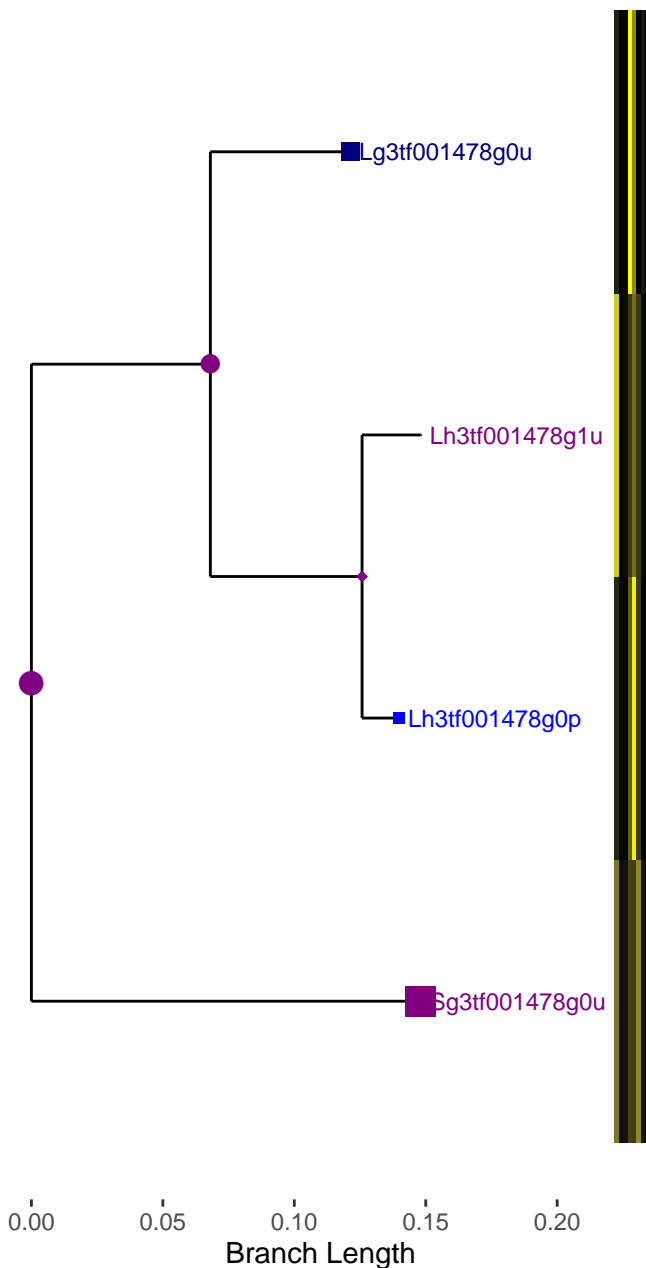

Proportion of  
Total Expression

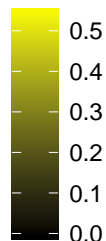

Is Duplication Node?

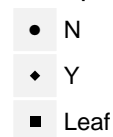

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

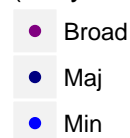

Expression Order  
Of Magnitude

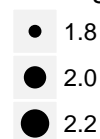

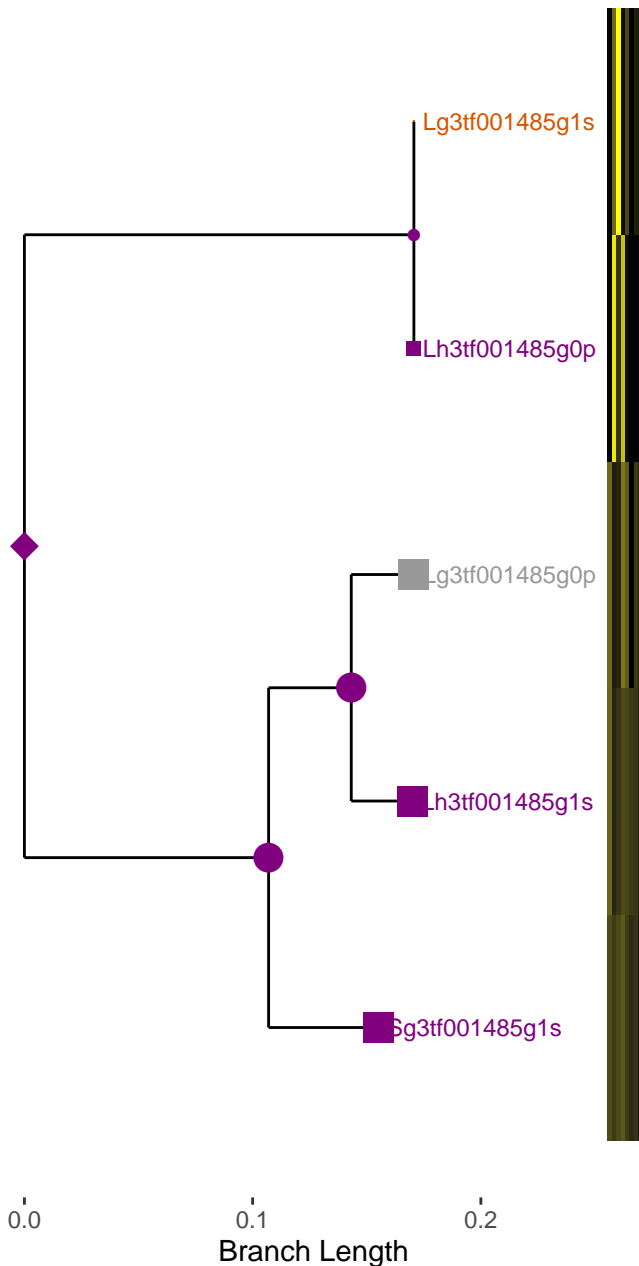

Proportion of  
Total Expression

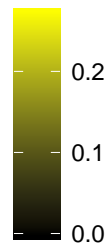

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

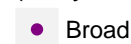

Expression Order  
Of Magnitude

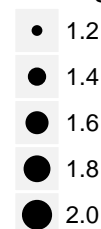

Is Duplication Node?

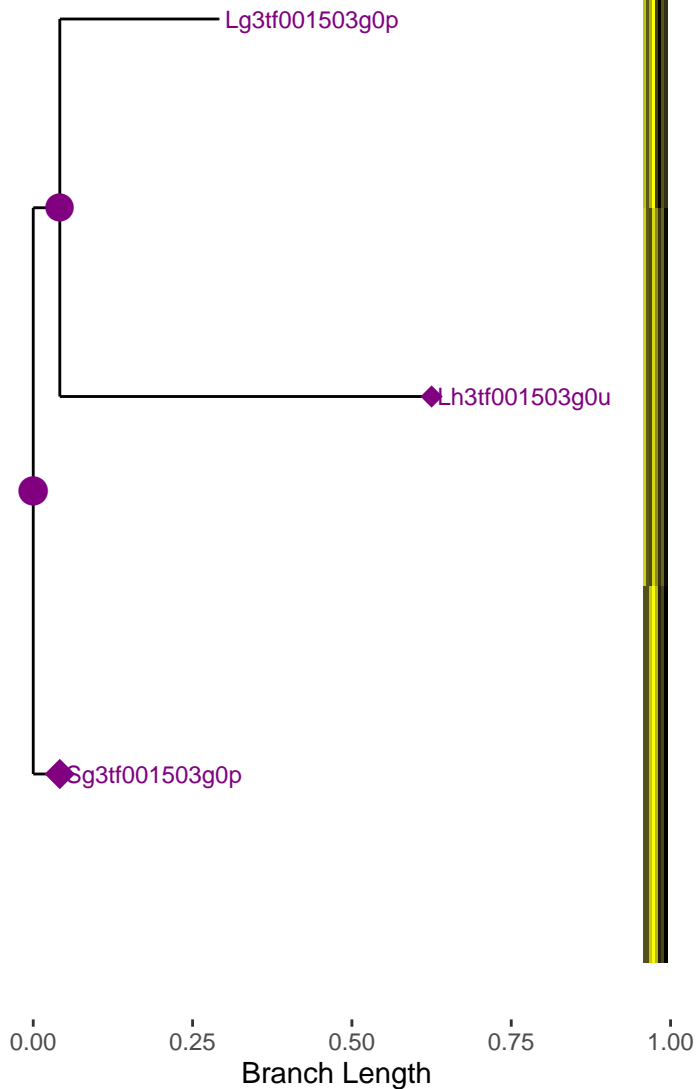

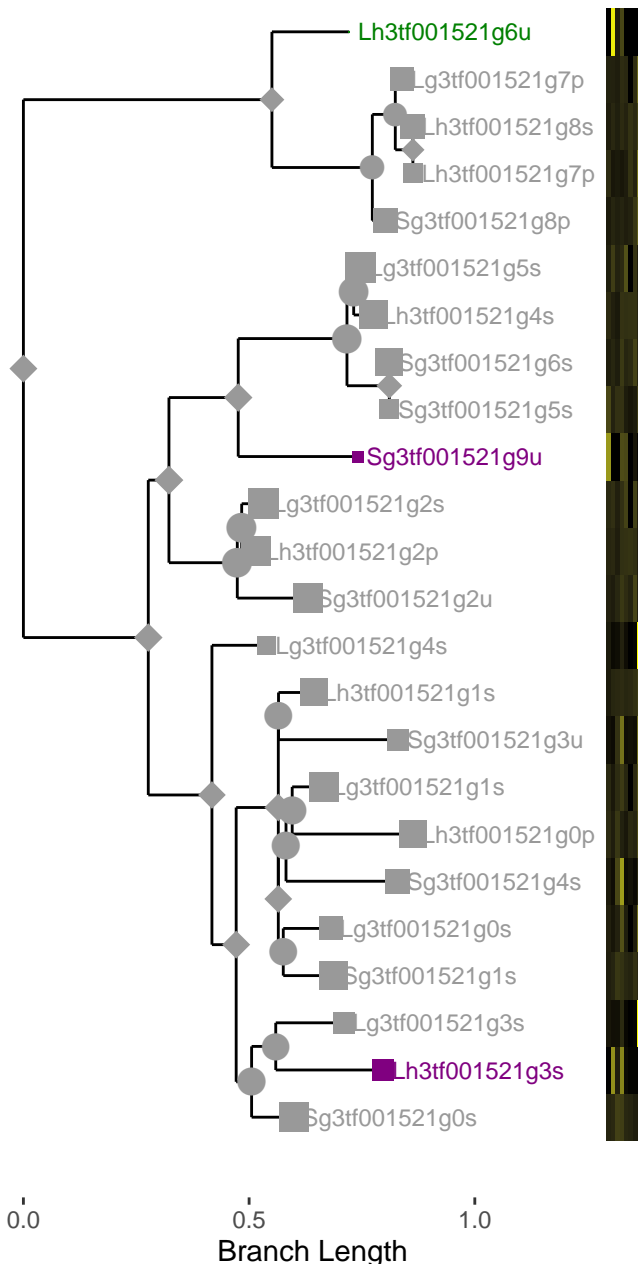

Expression Order  
Of Magnitude

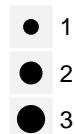

Is Duplication Node?

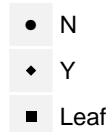

Proportion of  
Total Expression

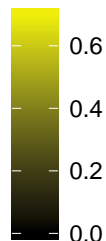

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

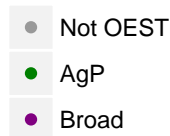

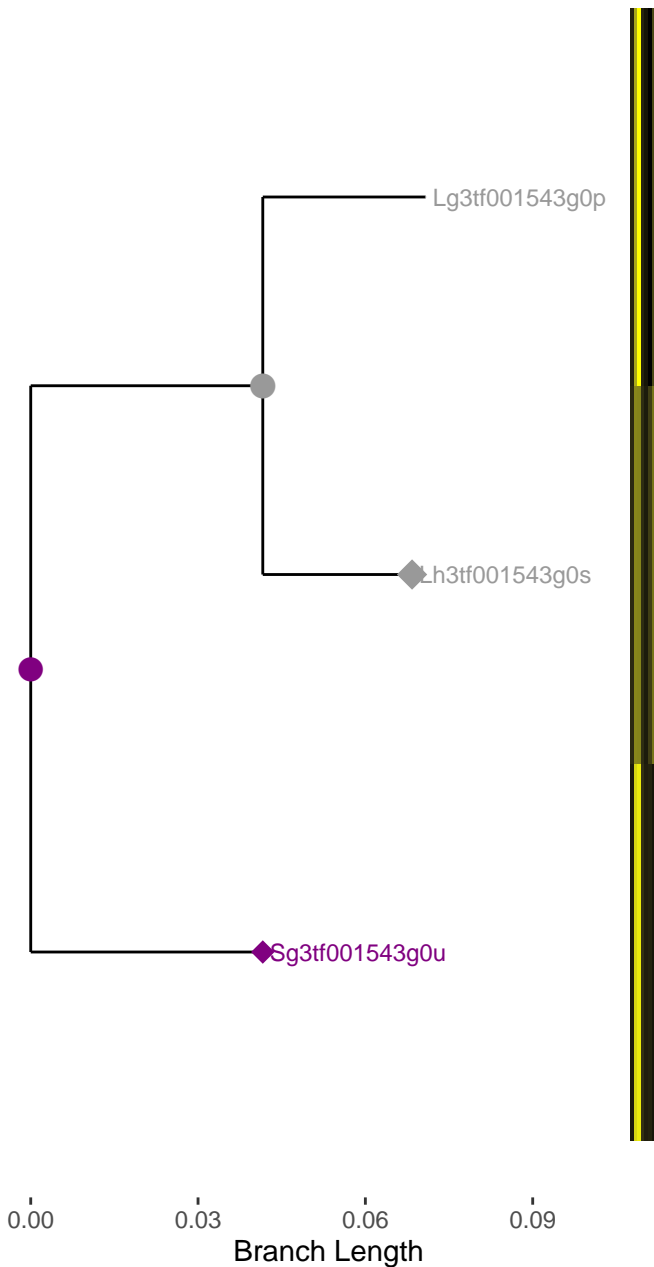

Expression Order  
Of Magnitude

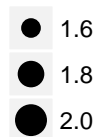

Proportion of  
Total Expression

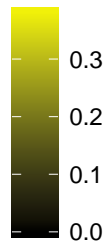

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

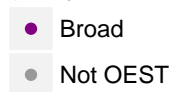

Is Duplication Node?

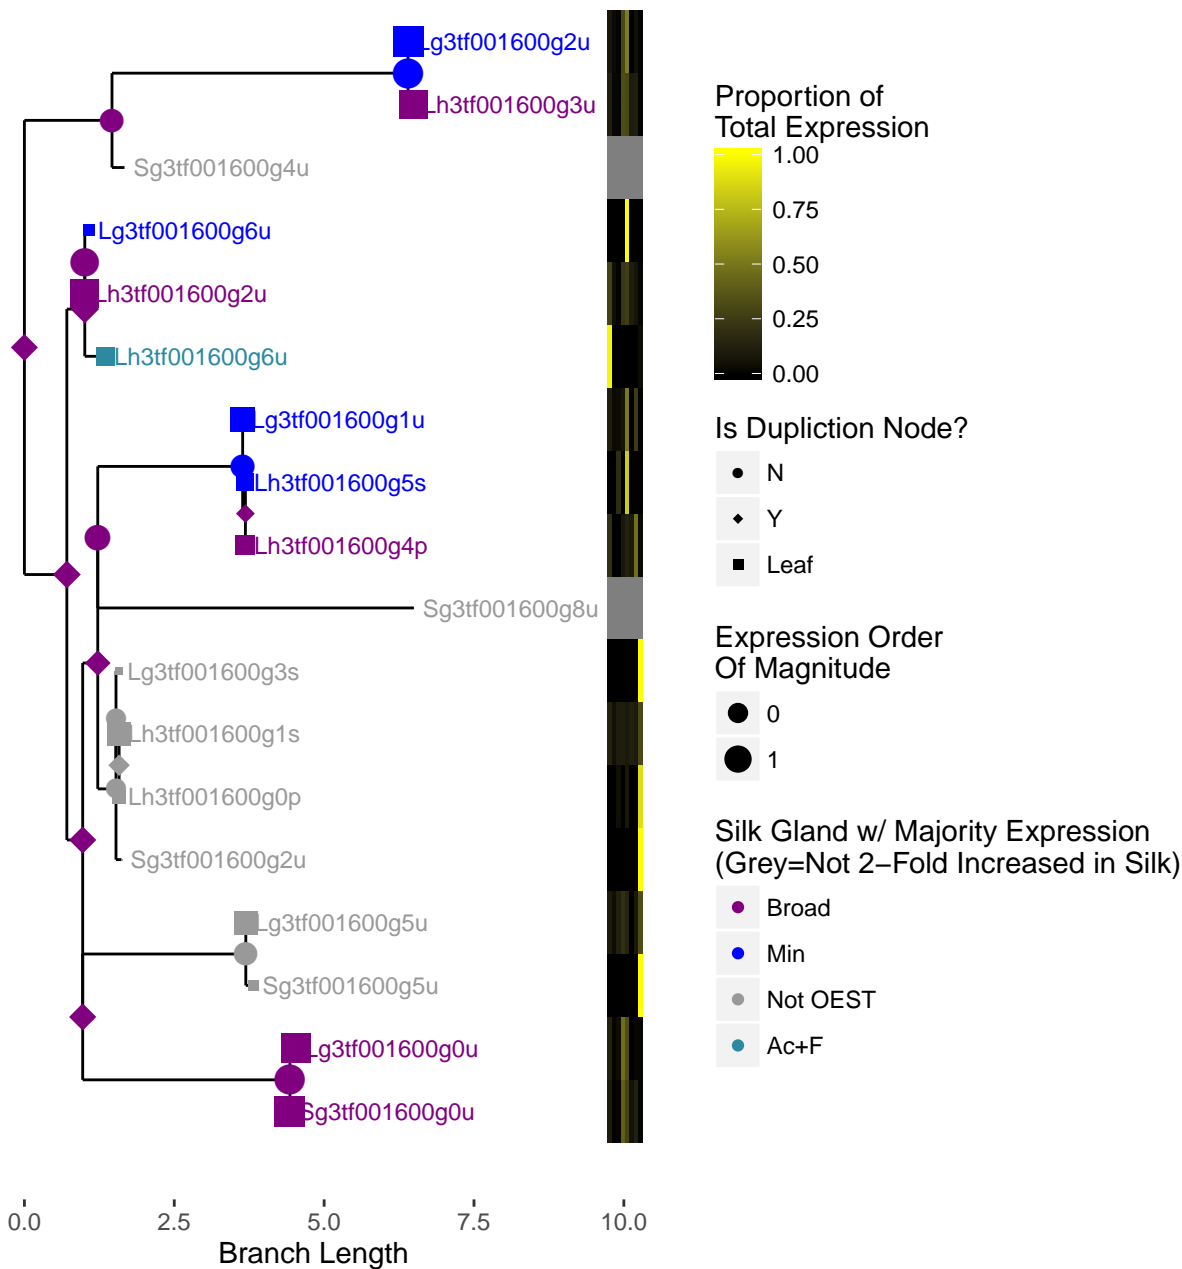

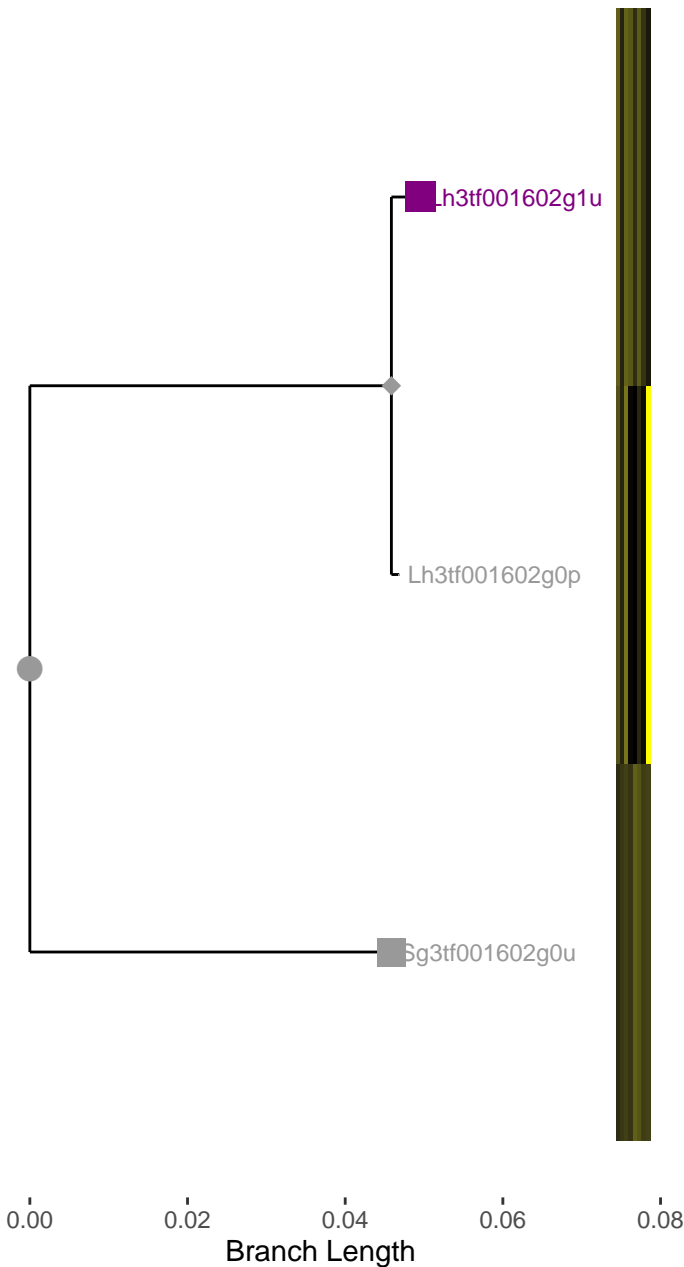

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

- Not OEST
- Broad

Expression Order  
Of Magnitude

- 0.8
- 1.0
- 1.2
- 1.4

Is Duplication Node?

- N
- Y
- Leaf

Proportion of  
Total Expression

- 0.4
- 0.3
- 0.2
- 0.1

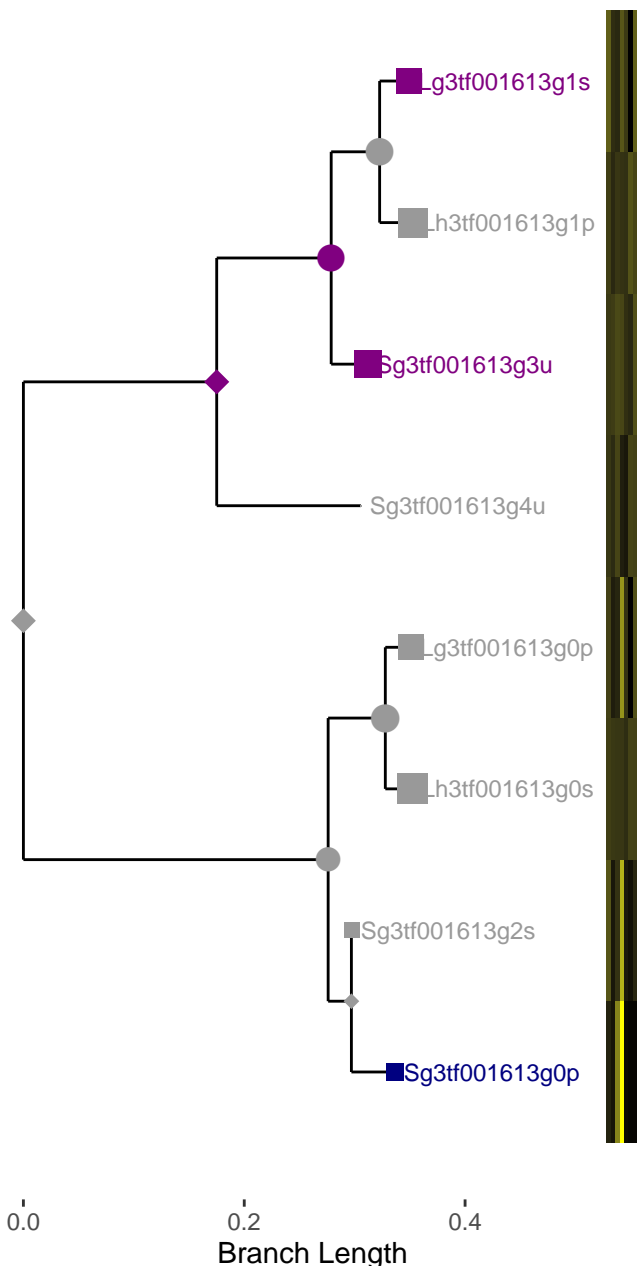

Is Duplication Node?

- N
- ◆ Y
- Leaf

Expression Order  
Of Magnitude

- 1.0
- 1.5
- 2.0
- 2.5

Proportion of  
Total Expression

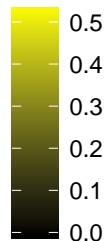

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

- Broad
- Not OEST
- Maj

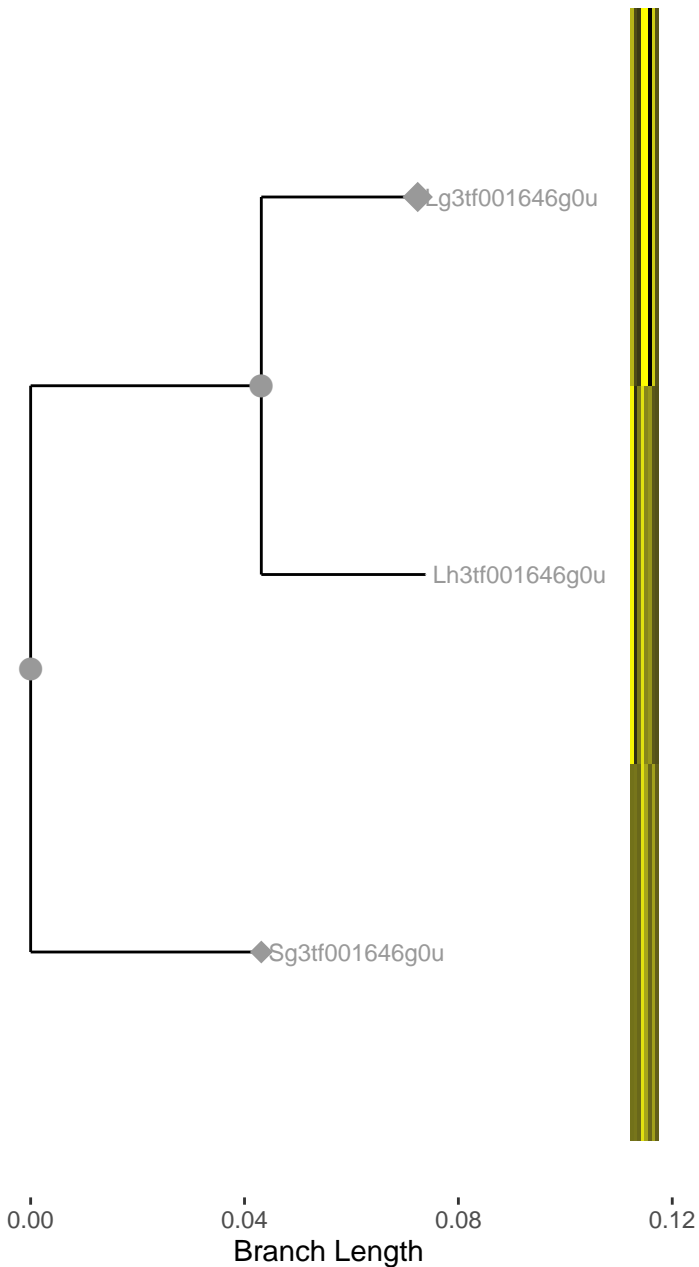

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

● Not OEST

Proportion of  
Total Expression

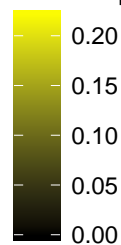

Expression Order  
Of Magnitude

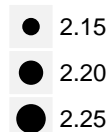

Is Duplication Node?

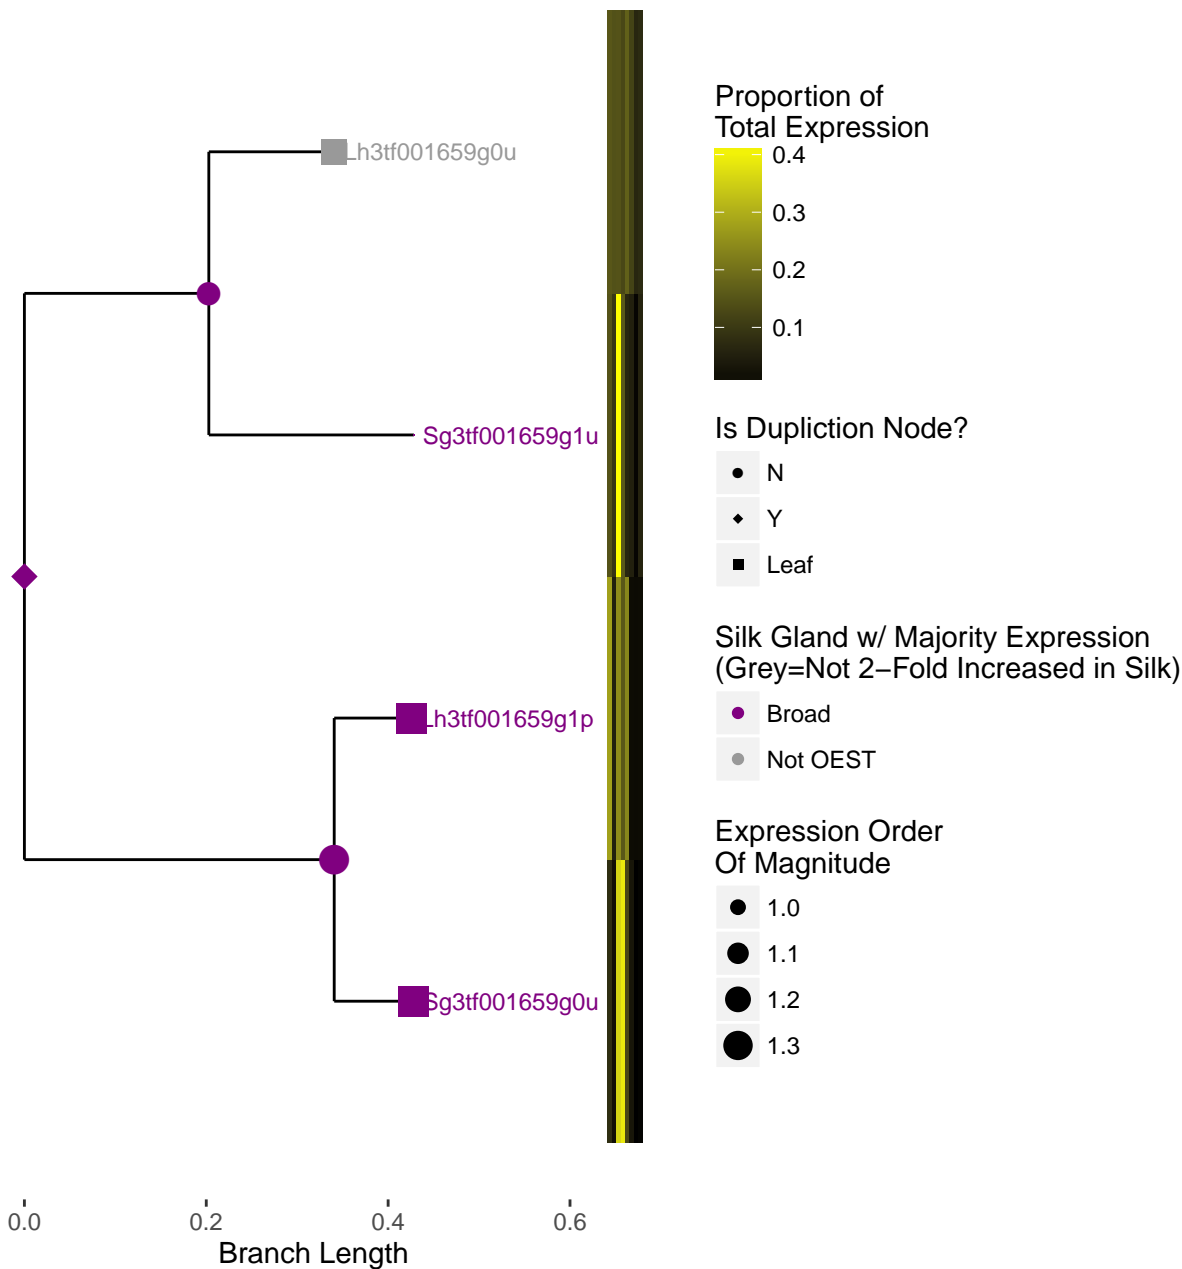

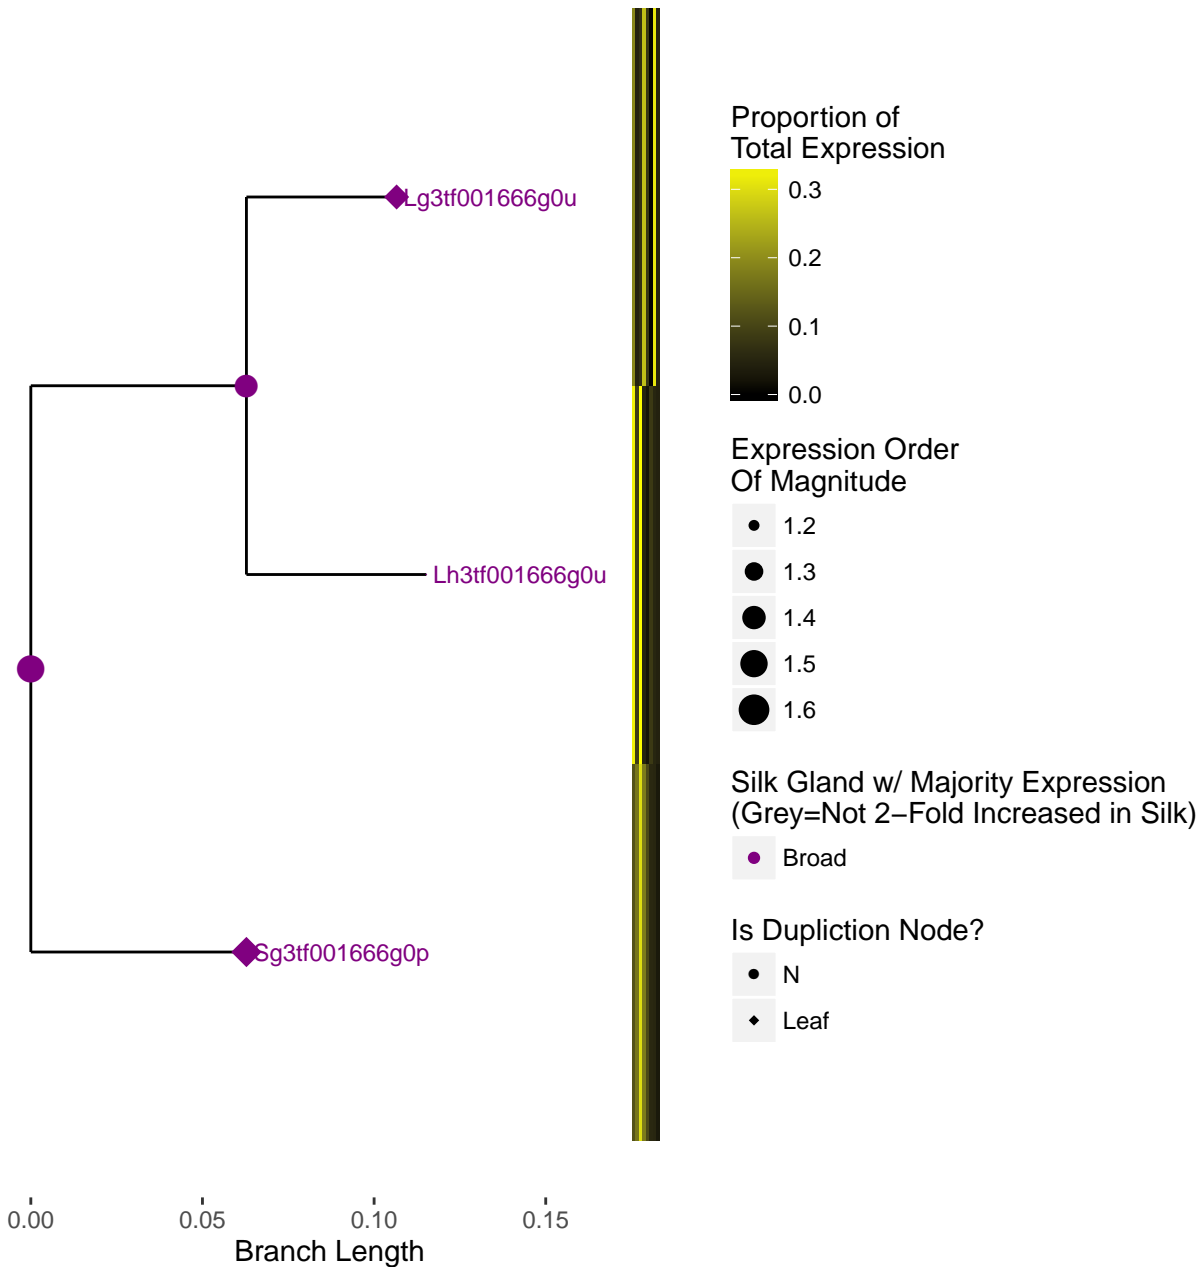

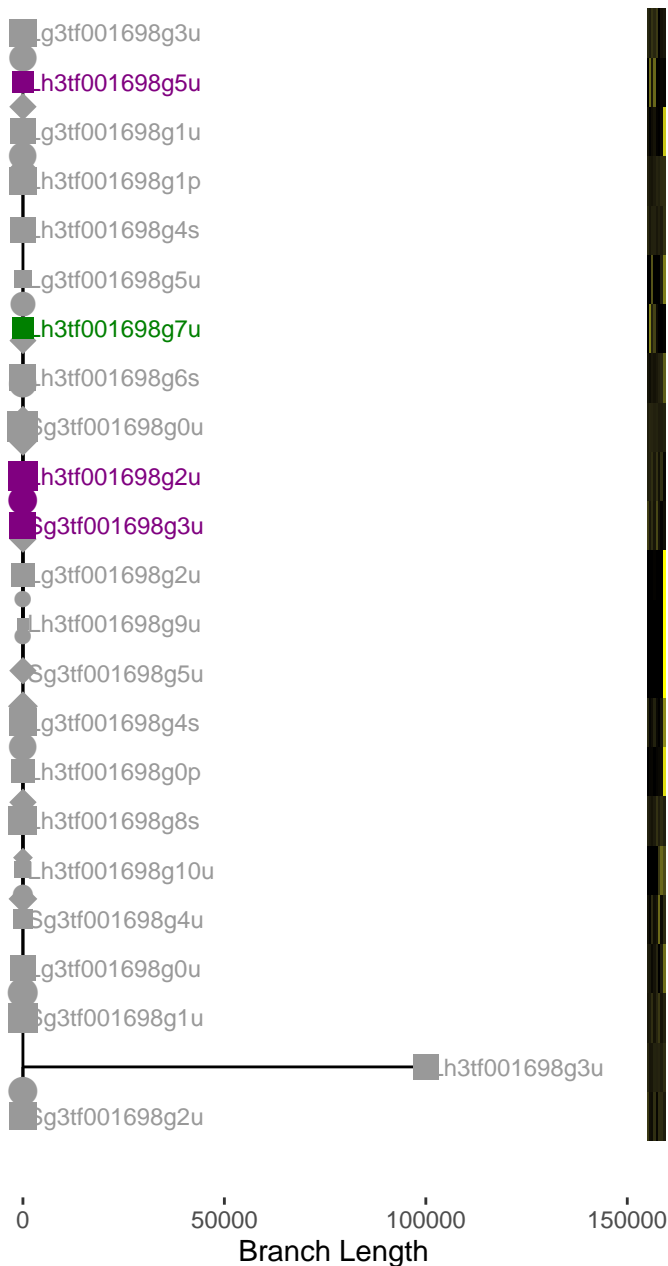

Proportion of  
Total Expression

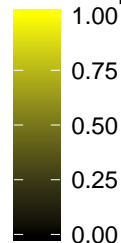

Is Duplication Node?

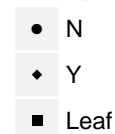

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

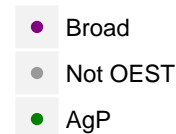

Expression Order  
Of Magnitude

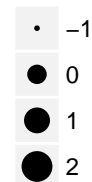

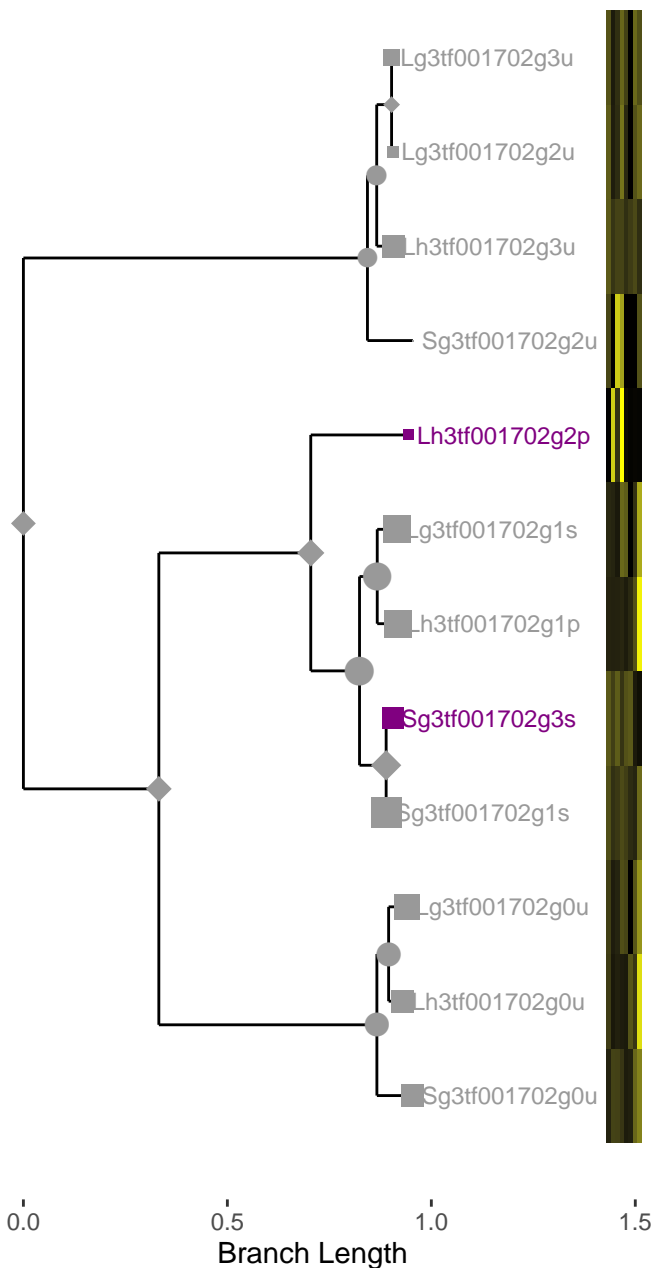

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

- Not OEST
- Broad

Is Duplication Node?

- N
- Y
- Leaf

Proportion of  
Total Expression

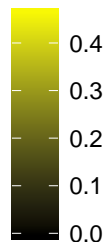

Expression Order  
Of Magnitude

- 1.5
- 2.0
- 2.5
- 3.0

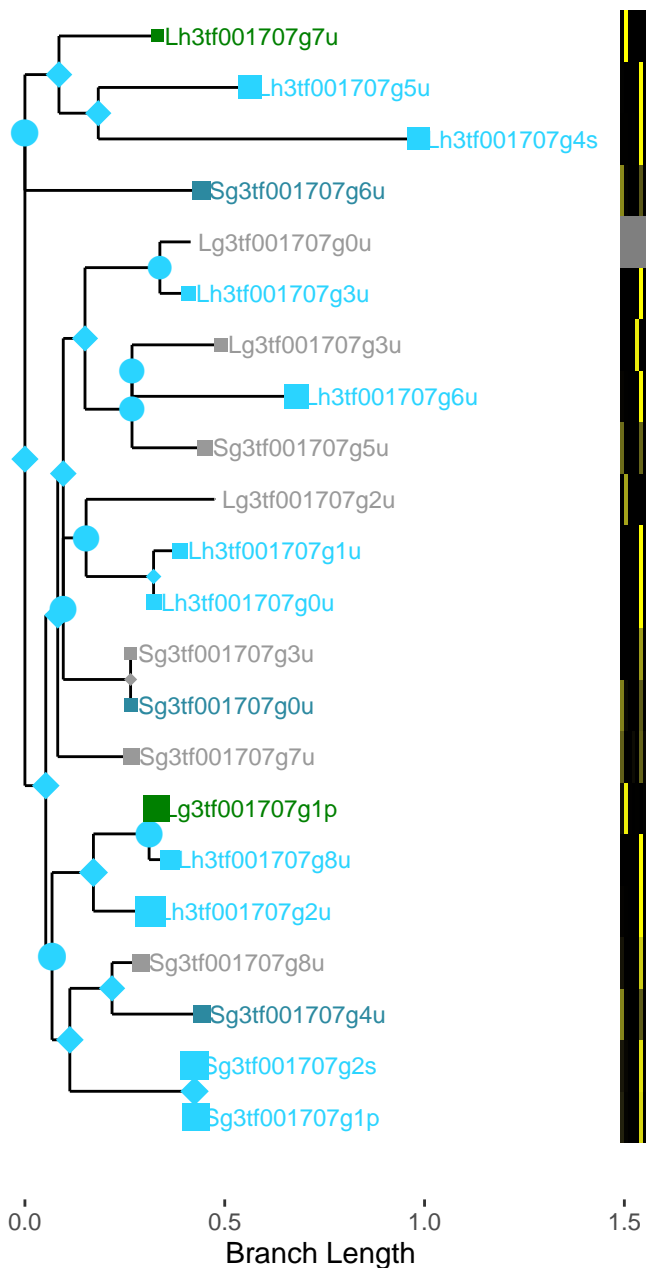

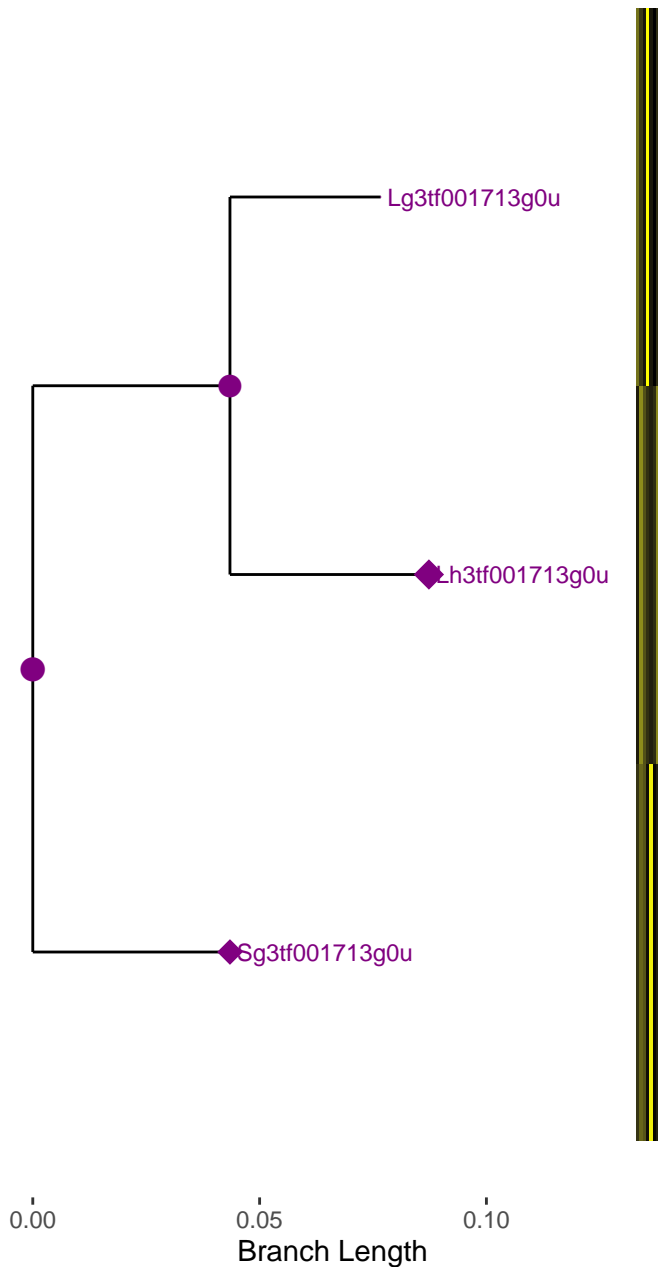

Proportion of  
Total Expression

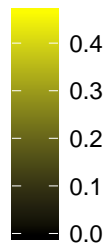

Expression Order  
Of Magnitude

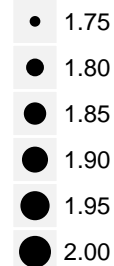

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

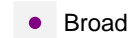

Is Duplication Node?

Proportion of  
Total Expression

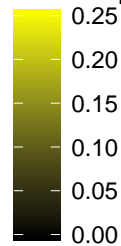

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

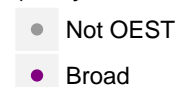

Expression Order  
Of Magnitude

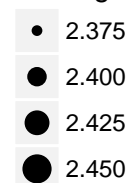

Is Duplication Node?

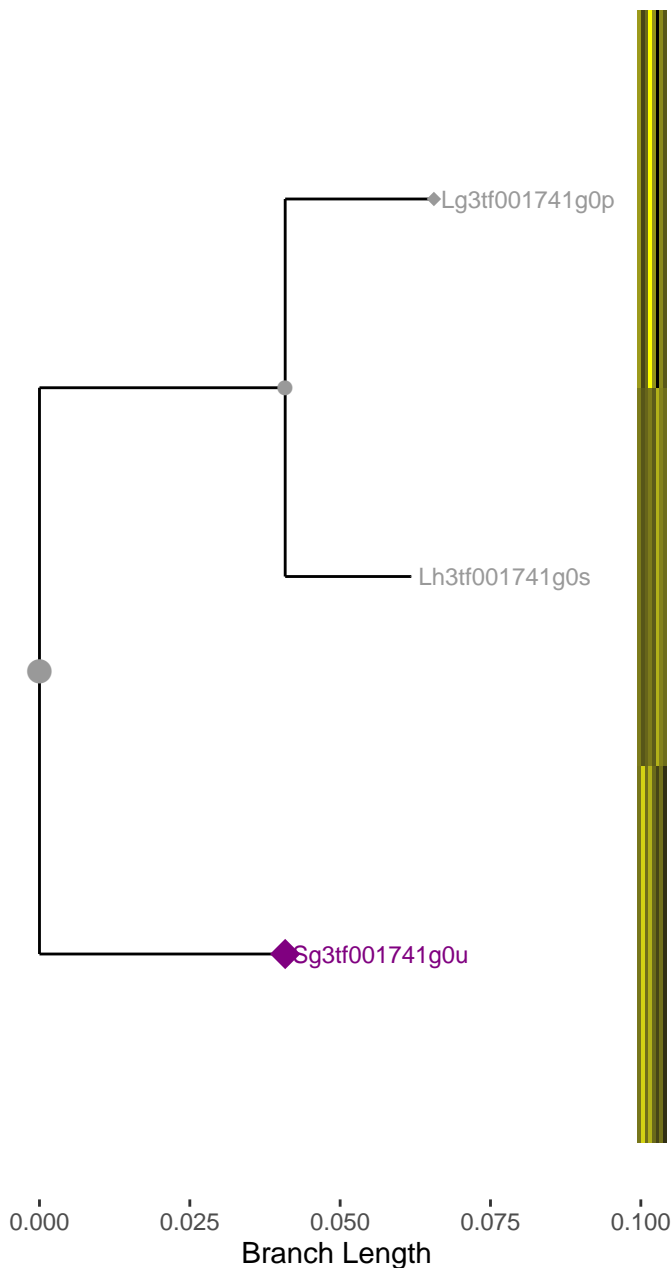

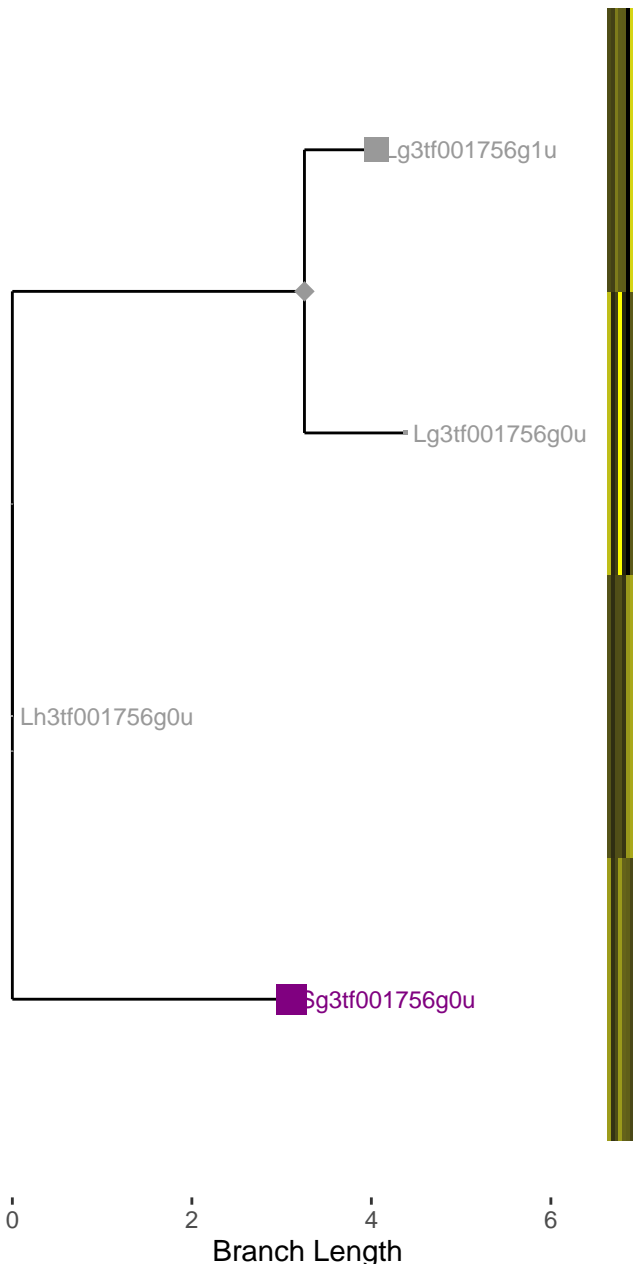

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

- Not OEST
- Broad

Proportion of  
Total Expression

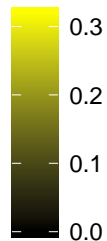

Expression Order  
Of Magnitude

- 1.8
- 2.0
- 2.2
- 2.4

Is Duplication Node?

- N
- Y
- Leaf

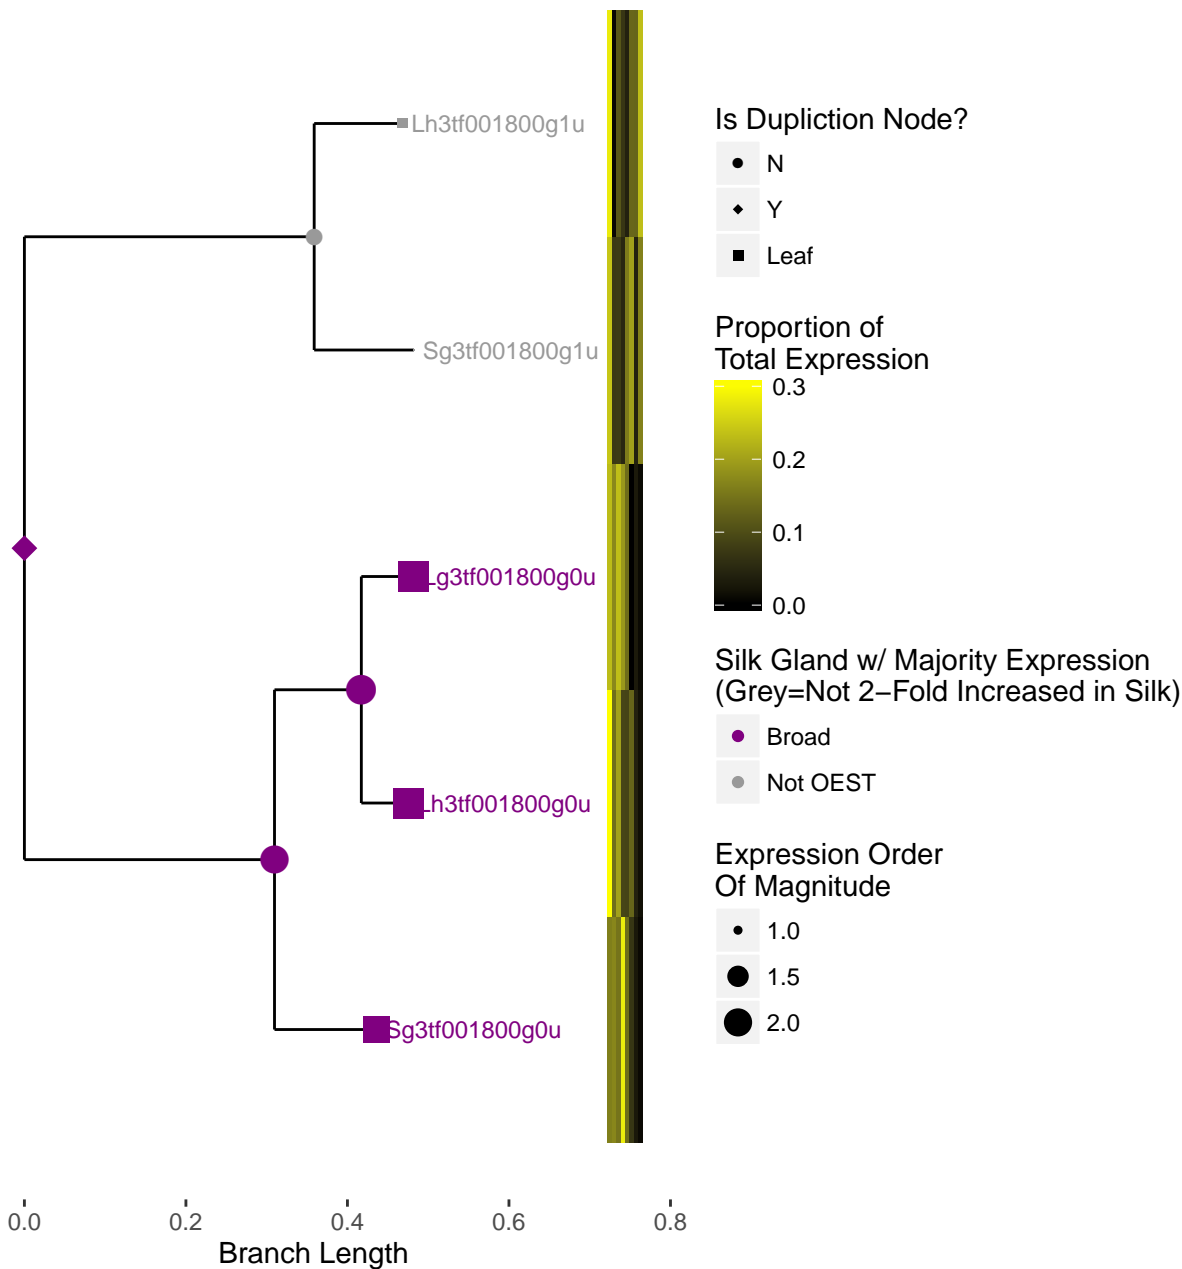

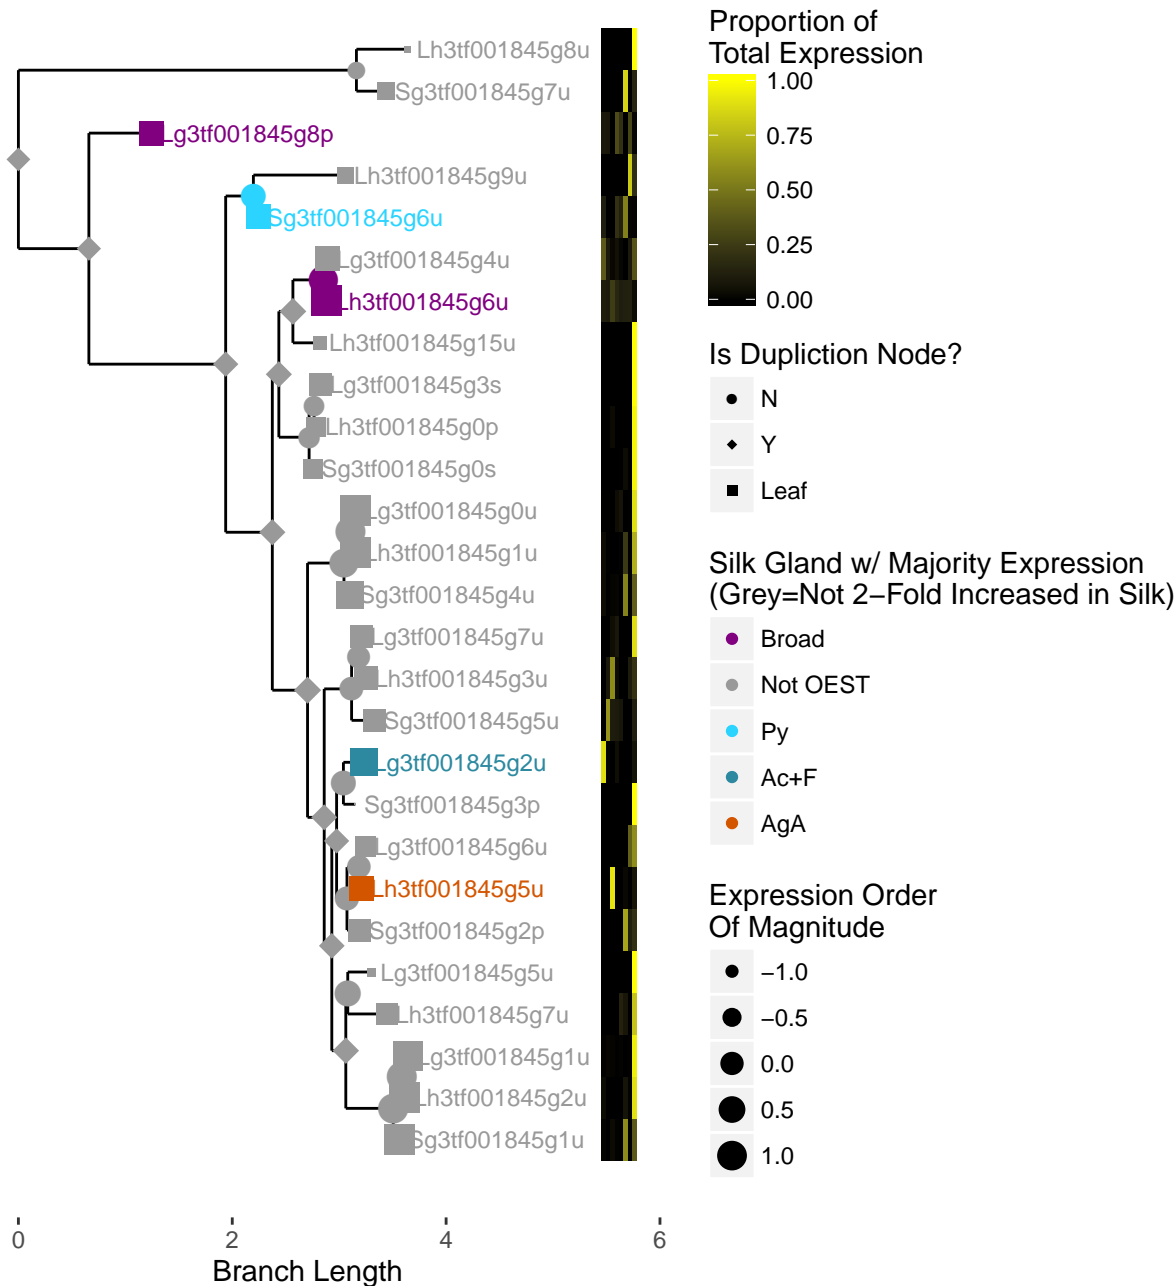

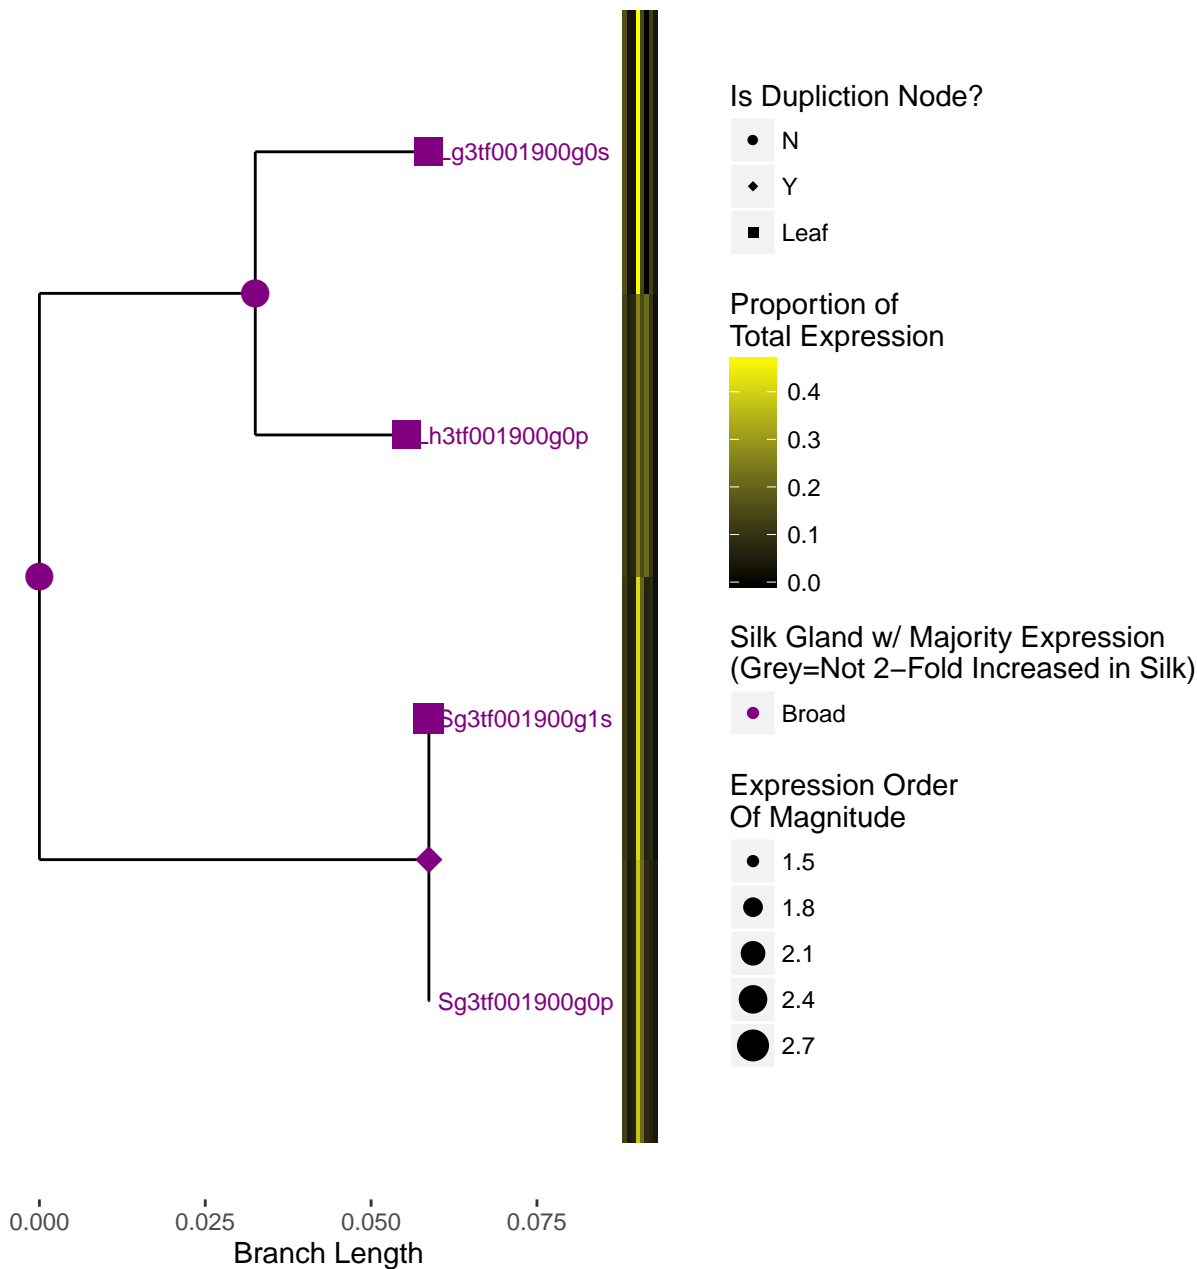

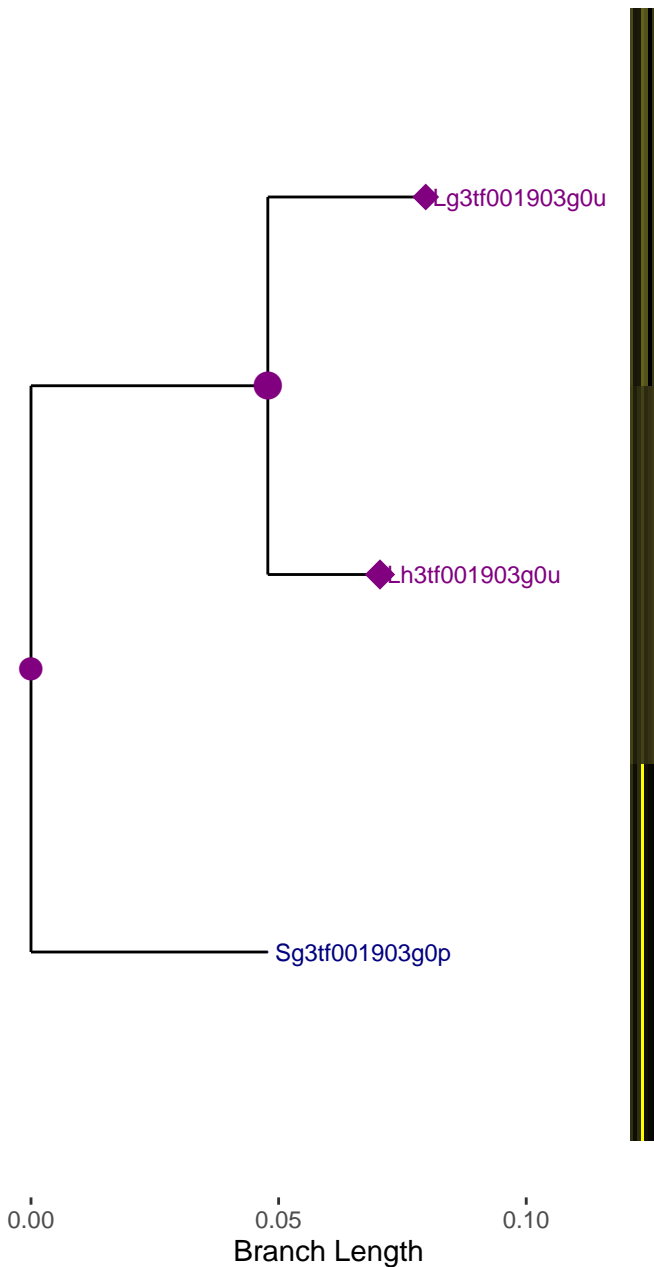

Silk Gland w/ Majority Expression  
(Grey=Not 2-Fold Increased in Silk)

- Broad
- Maj

Proportion of  
Total Expression

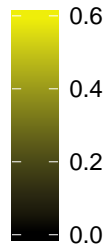

Expression Order  
Of Magnitude

- 2.0
- 2.2
- 2.4
- 2.6

Is Duplication Node?

- N
- Leaf

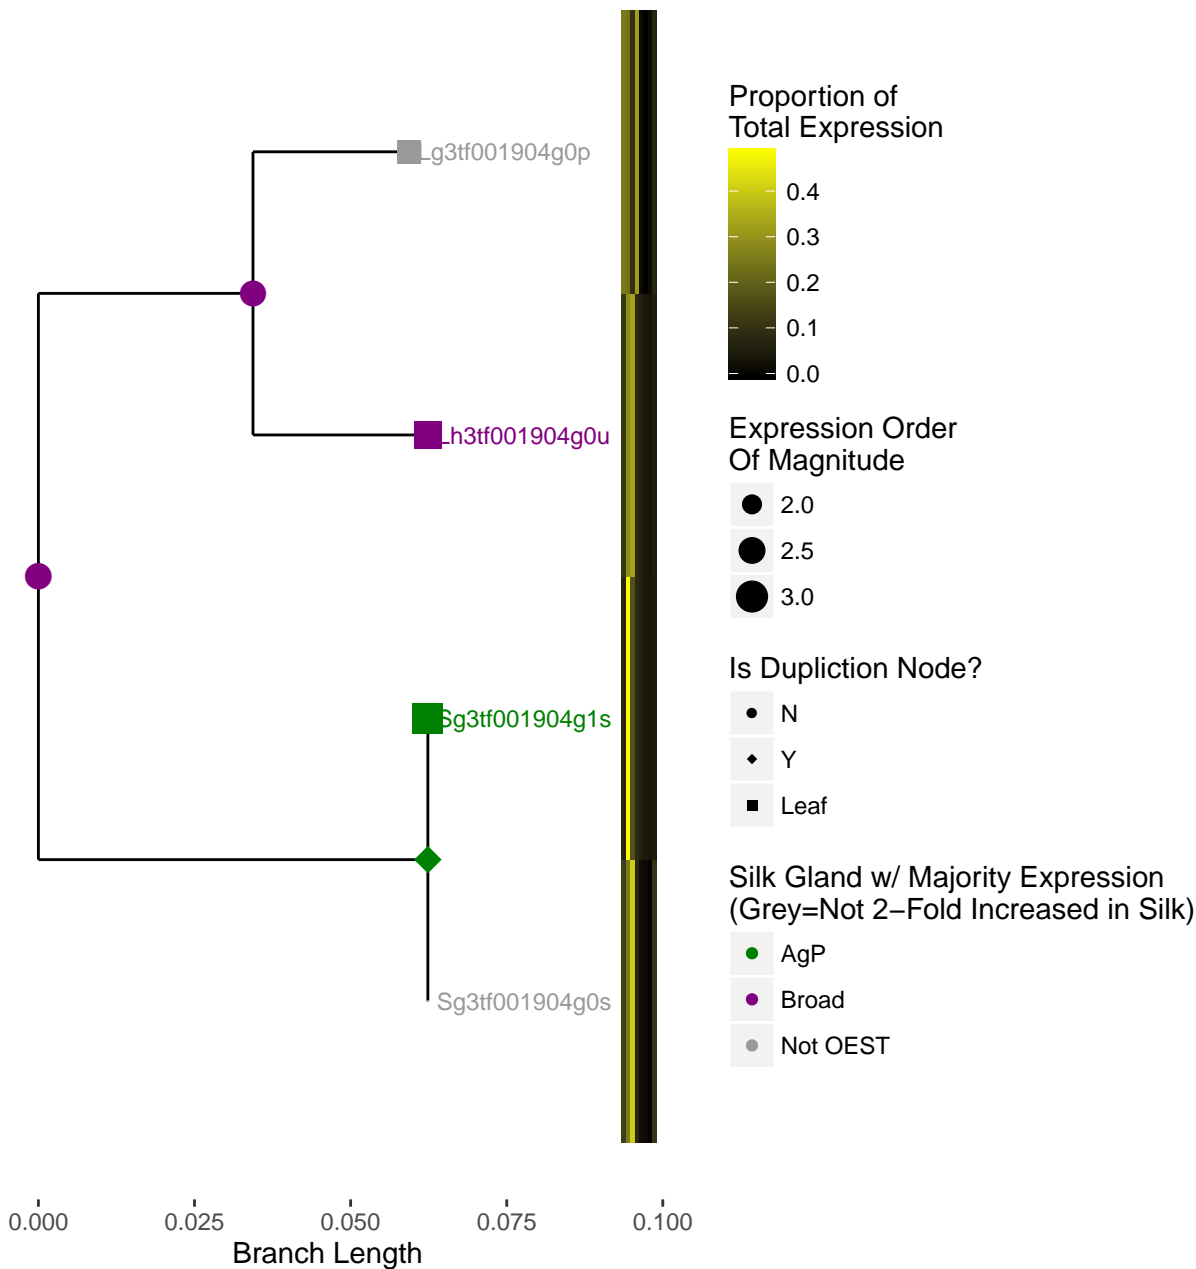

How the deposited data were processed for this re-analysis (not part of the article)

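Silk gland types and non-silk tissues of adult females of *L. geometricus*, *L. hesperus* and *S. grossa* were sequenced by the authors as read pairs. The groups compared were the libraries of single silk gland types (34) and the libraries of cephalothoraxes, ovaries and venom glands (19). The libraries of combined silk glands (1 per species) and of whole males (2 per species) were used only where named. All conditions were taken from the labels of the deposited libraries and from the paper. The tables number 1 cephalothorax library of *S. grossa* in a way that no library label does, so it was used as a cephalothorax library without a replicate number or kit, and it was left out of fits by replicate number or kit.

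The expected counts were made by the authors with RSEM, from read pairs aligned to the transcriptome of each species after removal of adapters, low quality sequences, ribosomal sequences and reads without a pair. They are deposited for 62 libraries, are not whole numbers, and were rounded here for tests on counts. FPKM values were also made by the authors with RSEM, per effective length and per total of aligned reads. The authors state that they were then multiplied by the TMM factor of each library before they were deposited, for 53 libraries. The ratio of FPKM to counts over length was compared between libraries to check this. Its scale spanned a ratio of 1.28 between the lowest and highest of 52 libraries, whereas the TMM factors computed from the counts spanned a ratio of 4.71. Whether the multiplication is in the FPKM values therefore stays open, and shares of total FPKM within a library do not depend on it. Mean FPKM of a gland type, shares of mean FPKM and shares of silk gland FPKM over gland types do depend on it. The mean FPKM values in Supplementary File 1 matched the means of the deposited FPKM for all transcripts found in both, with a largest relative difference of 4.85e-06.

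The count column of the *S. grossa* anterior aggregate library holds 1787 transcripts above 0, and 376 of the 487 transcripts with at least 100 FPKM in this library have a count of 0. The column was kept in the main tests, since it is what the authors deposited. As an alternative chosen after seeing the data, its counts were rebuilt from the FPKM column, with effective lengths taken from the other libraries of the species for 97.5% of the transcripts. Applied to each other library in the same way, the smallest steps of the FPKM column gave a depth between 0.942 and 1.07 times the deposited total.

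Transcripts higher in silk glands were called in R 4.3.3 with edgeR 4.0.16, by the exact test with TMM normalization, on transcripts with at least 1 CPM in at least 1 library, at a Benjamini-Hochberg false discovery rate of 0.05. The common dispersion was estimated first and transcript-wise dispersions after it. Gland types with 1 library were tested with a dispersion of 0.4, the value the paper gives. DESeq2 1.42.0 and edgeR's quasi-likelihood F test were alternatives. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The calling was tested on simulated data with known changes.

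Classes of known silk structural transcripts were taken from Supplementary File 1, which lists 623 transcripts. Of these, 38 are absent from the count tables. The cluster of a transcript and its number of species were read from the transcript's name. Shares of FPKM were compared between groups of libraries by exact permutation tests on the difference of means, two-sided. These tests treat libraries of different gland types as exchangeable and replicates of a gland type as separate units. Their p-values therefore do not measure the spread between gland types. Correlations of replicates and of homologous tissues were compared by 100000 permutations of the tissue names, two-sided, where the smallest p is 1e-05. Trees used complete linkage, the default in R, since the paper's text does not name the linkage, with 1000 bootstrap resamples. Intervals of shares of transcripts are 95% Wilson intervals and cover counting error only.

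The numbers in the labels of the libraries and the Methods of the paper, by which the tissues of a replicate come from the same set of individuals, pair the libraries. This pairing was checked by correlating, between tissues, the deviations of replicate 1 from replicate 2. The mean correlation was 0.0638 over 28 pairs of tissues in *L. geometricus*, 0.0516 over 36 in *L. hesperus* and 0.128 over 10 in *S. grossa*. The tests were run without pairing, as the paper did. With the replicate block as a term, in an edgeR quasi-likelihood fit on the libraries of replicates 1 and 2 only, 2574 transcripts were higher in silk glands in *L. geometricus*, 6479 in *L. hesperus* and 1274 in *S. grossa*. Without the block the same libraries gave 3798, 7449 and 2026.

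The transcripts named singly were chosen by a rule. It takes, for each class and species of Supplementary File 1, the transcript with the highest mean FPKM in any gland type, the members of the 2 gene families drawn in Fig. 7, and the 2 OESTs outside Supplementary File 1 with the highest mean FPKM in any gland type over all species. The values in Supplementary File 1 had been seen when the rule was written.

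The rule for named transcripts, the groups, the main tests and most alternatives were set before the data were examined. A further 13 alternatives were added after the data were seen. The alternatives cover the test, the normalization, the count minimum, the false discovery rate, the libraries included, each library or replicate left out, the transcripts counted as known silk transcripts, counts in place of FPKM, the linkage, the correlation measure and the pseudocount (1 or 0.1). Gland markers for the tests of carry-over between tissues were transcripts with at least 100 FPKM and at least 80% of silk gland FPKM in their gland, in libraries other than those tested, and with non-silk tissues below 10% of that level. Under 2 earlier rules, which took clusters restricted to the gland in another species, 2 and 8 transcripts qualified, and these were too few to test.

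Sequences, gene trees, ancestral expression states, the D-statistic, strict orthologs, GO terms and signal peptides were not analysed here. The copy of Supplementary File 2 at hand holds only its first part, so the authors' own tests per transcript were not used here.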

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

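The test of carry-over for the egg case proteins of the *S. grossa* pyriform library was chosen only after its result was seen; the others in this part were written down before. A single library was called far from the others of its group when its gap to the nearest of them, relative to the range of the group, passed Dixon's 95% critical value. Of 30 groups tested, 6 had such a library, where chance alone gives about 1 in 20 groups.

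Aggregate glue proteins (AgSF1, AgSF2 and SCP) made up 1.63% of FPKM in the Ac + F library of *L. geometricus*, against 0.275% at most in its other 6 fiber-forming libraries, and 1.80% in the second major ampullate library of *L. hesperus*, against 0.666% at most in the other 8. Aggregate glands in the dissected tissue would bring all their abundant transcripts at a similar proportion. The glue proteins stood at 9.87% of their aggregate gland level in the *L. geometricus* library, and the median of 318 other aggregate gland transcripts at 0.970% of theirs, a ratio of 10.2. In the *L. hesperus* library the glue proteins stood at 10.6% and the median of 305 transcripts at 1.33%, a ratio of 8.00. Both ratios are above the limit of 3 set for this test, which argues against carried-over tissue as the whole source of the glue proteins. A smaller carry-over, reads shared between paralogs, and expression of some AgSF2 transcripts in these glands stay open, since 1.50% of FPKM in the first and 1.12% in the second library is AgSF2. The Ac + F gland type has 1 library, so that gland and library cannot be separated there.

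In the Ac + F library of *S. grossa* the glue proteins made up 1.59% of FPKM, against 0.437% at most in its other 7 fiber-forming libraries. They stood at 7.44% of their aggregate gland level and the median of 251 other aggregate gland transcripts at 2.90%. The ratio of 2.56 is below the limit of 3, so a candidate explanation is aggregate gland tissue in this library. Against it, the median in another of the 7 libraries reached 2.34%, and glue proteins in these 7 stood at 2.12% of their aggregate gland level at most. Expression in Ac + F glands stays open as well, with 1 library of this gland type.

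Egg case proteins made up 0.132% of FPKM in the pyriform library of *S. grossa*, against 0.0485% at most in the 7 other silk gland libraries outside tubuliform glands. They stood at 10.1% of their tubuliform level and the median of 55 other tubuliform transcripts at 4.75%, a ratio of 2.12. Tubuliform tissue in this library is therefore a candidate explanation. It leaves *TuSp* in the same library unexplained in part, since *TuSp* stood at 25.5% of its tubuliform level, 5.37 times the median of the other transcripts. Expression of both in pyriform glands was not tested, because there is 1 library.

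Spidroins made up 0.0908% of FPKM in 1 of the 2 cephalothorax libraries of *S. grossa*, against 0.0209% at most in the other 5 non-silk libraries. The number this library carries in the tables occurs in no library label, so its kit and replicate number are not known. *AgSp1* had 134.7 FPKM there, 0.711% of its aggregate gland level, and the median of 251 other aggregate gland transcripts was at 0.0722% of theirs, a ratio of 9.85 that argues against carried-over aggregate gland tissue as the whole source of *AgSp1*. In the other 5 non-silk libraries that median was 0% and *AgSp1* stood at 0.00312% at most. Both were thus raised in this cephalothorax library, so a smaller carry-over stays open. *AgSp1* made up 0.0295% of FPKM in this library, so most of the spidroin share is of other spidroins, which this test does not cover. Carry-over of fiber-forming gland tissue, a wrong label, reads carried over from a silk gland library in sequencing and expression in cephalothoraxes were not tested.

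The second cephalothorax library of *L. geometricus* had a total of 25912882 expected counts, against 10201919 at most in the other 5 non-silk libraries. It was made with the mRNA-Seq kit and the others with TruSeq. The mRNA-Seq libraries of *L. hesperus* from a cephalothorax and a venom gland had high totals too (37020327 and 32090988). The combined-gland libraries, made with the same kit, had 4890675 in *L. geometricus*, 10052701 in *L. hesperus* and 41968137 in *S. grossa*, so the kit alone does not set the depth, and the source stays open. Without this library 2408 transcripts were higher in silk glands, against 3016 with it. No biological explanation was tested.

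The paper gives the depth of the whole-male libraries (Supplementary Fig. S1) and no expression of silk transcripts in them. Known silk structural transcripts made up 2.61% of their expected counts in *L. geometricus* (1.90% and 3.31%), against 0.0123% in its 6 non-silk libraries (SD 0.00952). The shares were 2.04% (1.80% and 2.27%) against 0.00651% in 7 libraries (SD 0.00199) in *L. hesperus*, and 0.398% (0.327% and 0.470%) against 0.0216% in 6 libraries (SD 0.0140) in *S. grossa*. In each species both males were above every non-silk library (two-sided exact permutation p = 0.0357, 0.0278 and 0.0357, the smallest possible; adjusted p = 0.0633 each over 63 comparisons). The lowest male share was at least 6.91 times the highest non-silk share, which argues against the background level of non-silk tissues as the source. The classes were not raised alike. In *L. geometricus*, *MiSp* made up 1.36% of counts in males and 0.452% in the library of combined silk glands, *MaSp* 0.820% and 3.57%, and *TuSp* 0.00547% and 22.98%. In *L. hesperus* the shares were 0.935% and 0.658%, 0.463% and 8.45%, and 0.00704% and 17.7%. Reads carried over from a mixture like the combined-gland library would bring far more *TuSp* than *MiSp*. Males of *L. geometricus* and *L. hesperus* had the reverse, which argues against such a mixture as the whole source there. Reads carried over from libraries of single female gland types and the silk glands of the males themselves were not tested against each other and stay open.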

How the results depend on the processing

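The rebuilt counts of the *S. grossa* anterior aggregate library, fits without a normalization factor, the added means of absent transcripts, clusters with equal transcript numbers and OESTs at a false discovery rate of 0.01 (except for OEST counts, single-gland counts, cluster numbers and shares in 3-species clusters) were chosen only after the data were seen. Of 2520 alternatives to 160 results, 2269 of them planned, 2348 kept the direction and the side of the threshold, or stayed within the replicate spread or 1.5 times. Among the others, 69 lost their call, 10 gained one, 84 values moved further and 9 changed direction. Unless a reason is given, the cause was not tested.

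A false discovery rate of 0.01 calls fewer transcripts by construction: 1563 OESTs in *L. geometricus* in place of 3016, 3146 in *L. hesperus* in place of 6030 and 1284 in *S. grossa* in place of 2810. Of these OESTs, 46.7%, 38.7% and 39.4% were in 3-species clusters (40.9% over all species), 532 such clusters had OESTs of 1 species and 143 of 2, and OEST shares of FPKM started at 42.9% in *L. geometricus* and 43.1% in *L. hesperus*. Clusters with OESTs in both *Latrodectus* species only made up 3.24% to 19.97% of OEST FPKM. The aggregate glands were assigned 44.3%, 39.4% and 35.4% of OESTs, and multiple glands 32.8% in *L. geometricus* and 9.54% in *L. hesperus*.

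The quasi-likelihood test called 1311, 2289 and 614 transcripts in single glands, against 4120, 6585 and 5811. With its OESTs, 33.8%, 31.5%, 26.9% and, over all species, 31.2% were in 3-species clusters, the lowest OEST share in *L. hesperus* was 54.7%, the highest *Latrodectus*-only share was 29.6%, and the aggregate pair of *L. geometricus* and the ampullate pair of *L. hesperus* grouped in 0% of resamples, against 96.1% and 77.8%. The tissue-type fit called 1953 OESTs in *L. geometricus* and 134 in *S. grossa*, where it called 2507 with the rebuilt counts. With its OESTs, OEST shares reached 68.7% in *L. hesperus* and ran from 1.32% to 12.2% in *S. grossa*, shares of clusters with an OEST in all 3 species started at 1.99%, shares outside 3-species clusters reached 56.5%, and *Latrodectus*-only shares ran from 31.2% to 78.5%. Without a count filter *S. grossa* had 1799 OESTs, more transcripts being tested.

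The replicate block gave 1274 OESTs in *S. grossa*, against 2026 from the same libraries without it, and 9 of the 17 named transcripts of *S. grossa* lost their call with the block (adjusted p 0.0526 to 0.162), 1 of the 17 without it. The direction of these stayed the same, and the block changed no call of the named transcripts of *L. geometricus* and *L. hesperus*. Over all transcripts, the block lowered the number of OESTs from the same libraries. It fell from 3798 to 2574 in *L. geometricus* and from 7449 to 6479 in *L. hesperus*. Among 53 named transcripts, 22 lost their call in the tissue-type fit, 15 with DESeq2 and 6 with whole males in the non-silk group. The log2 fold change of Sg0tf043439g0u, 0.54 and not called, was -2.56 with DESeq2, -2.23 in the tissue-type fit and between -2.54, without the posterior aggregate library, and 1.75 with 1 library left out. That of Sg3tf004495g2u was -0.23 in the tissue-type fit and -0.22 with rebuilt counts in that fit, against 11.18, and that of Sg3tf004495g8u was -0.0084 in the tissue-type fit, against 10.68.

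With the combined-gland library added, 44.0%, 36.9%, 33.5% and, over all species, 37.8% of OESTs were in 3-species clusters, and the common dispersion of *L. hesperus* was 1.67. With TruSeq libraries only it was 1.295. Reading clusters from all 3 tables gave 32.7% in *L. hesperus* and 33.4% over all species. A dispersion estimated from non-silk libraries gave 2851 transcripts of *S. grossa* in single glands. A 4-fold limit gave 355 clusters, being stricter than 2-fold (585).

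With rebuilt counts the quasi-likelihood test called 4294 OESTs in *S. grossa*. With the OESTs of the rebuilt counts, *Latrodectus*-only shares reached 16.2%, shares of clusters with an OEST in all 3 species started at 46.8%, and the aggregate glands and multiple glands of *S. grossa* were assigned 27.4% and 30.7%, against 25.4% and 20.4%.

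Expected counts, with 0 for abundant transcripts in the anterior aggregate column of *S. grossa*, gave highest OEST shares of 68.5%, 59.9% and 79.1% and lowest ones of 39.7% in *L. geometricus* and 27.7% in *S. grossa*. The share outside 3-species clusters reached 34.2% and that of clusters with an OEST in all 3 species started at 39.8%. In *S. grossa* the spidroin difference was 21.1 points (exact permutation p = 0.0444, now past 0.05), the AgSF2 difference 5.46 points and the *AgSp1* share 91.7% (exact permutation p = 0.2 each, past 0.05 with FPKM), CRP4 77.0% and CRP5 59.4%. In *L. hesperus* CRP2 was 96.0% and CRP5 56.0%. The highest spidroin share was 36.7%. With transcripts matched by themselves only, spidroin shares ran from 4.27% to 45.3%, and the SCP difference in *L. geometricus* was 0.0400 points (exact permutation p = 0.109, against 0.0182). With absent transcripts added, the AgSF1 difference in *S. grossa* was 2.72 points (exact permutation p = 0.0444, against 0.0667), CRP4 was 93.9% there and CRP2 96.6% in *L. hesperus*. With values under 1 FPKM set to 0, CRP4 was 82.5% in *S. grossa*.

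Average linkage grouped the ampullate pair of *L. hesperus* in 1.0% of resamples and gave 30.0% of OESTs to aggregate glands and 49.4% to multiple glands in *L. geometricus*, and 32.4% to multiple glands in *S. grossa*. By highest mean FPKM, 43.4%, 43.9% and 27.3% of OESTs belonged to aggregate glands. With Pearson's r on FPKM sums, groups over species with the structural clusters were found for Ac + F (72.1%), pyriform (68.2%), tubuliform (76.6%), both ampullate (68.1%) and both aggregate glands (86.4%), and without them for pyriform (67.4%) and both aggregate glands (72.7%), against 0% each with Spearman's rho. A group of the posterior aggregate glands was in 51.0% of the latter resamples, against 0%, but not in the tree itself. Principal components on mean FPKM, the input that the paper's Methods name (with non-silk tissues, left out here), changed the aggregate gap on the first component to -0.990 and the product of aggregate loadings on the second to 0.169. On log2 values the product was 0.268.

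Leaving out 1 library moved an OEST count by over 1.5 times for the first ovary library of *S. grossa* only, to 1825, and the highest count there was 3550, without the anterior aggregate library. The counts ran from 2137 to 3047 in *L. geometricus* and from 4633 to 6255 in *L. hesperus*. Without replicate 1 or 2 of each tissue, which leaves fewer libraries and a larger smallest p, the spidroin difference was 18.0 to 18.8 points in *L. geometricus* and 17.4 to 19.1 in *L. hesperus*, the SCP difference 4.62 to 7.10 in *L. hesperus* and 4.50 to 4.57 in *S. grossa*, CRP4 in *L. hesperus* 96.1% to 98.5%, the highest spidroin share 45.5% to 59.5%, the highest OEST share in *L. geometricus* 72.6% to 85.0% and the highest *Latrodectus*-only share 22.0% to 25.8%. The aggregate pair of *L. geometricus* grouped in 24.8% to 100% of resamples and the ampullate pair of *L. hesperus* in 0% to 100%.

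The differences of homologous and other tissues over species (22 alternatives) and the replicate correlations (12) were the same in direction and side of the threshold throughout. In simulated counts with the depths and dispersions of the data, 40%, 52.5% and 26.5% of raised transcripts were called in the 3 species. Depth was not separated from dispersion there.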

Differences from the paper's values

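The OESTs at a false discovery rate of 0.01, for shares of OEST expression and for clusters of multiple glands, and the rebuilt counts of the *S. grossa* anterior aggregate library were chosen only after the values were seen. Of 28 values compared, 12 differ from the paper's. The other alternatives named here were set before the data were examined.

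The paper's Fig. 4 shows about 1400 OESTs in *L. geometricus*, about 2100 in *L. hesperus* and about 1200 in *S. grossa*, read by eye, and 3016, 6030 and 2810 were found here. At a false discovery rate of 0.01 the counts were 1563, 3146 and 1284, within 1.5 times of the paper's. The tissue-type fit came within that range in *L. geometricus* (1953), and fits without a count filter (1799) and with the replicate block (1274) did in *S. grossa*. With the rebuilt counts, chosen after the values were seen, the main test gave 3911 in *S. grossa*, further from the paper's. The 29 other alternatives set in advance in *L. geometricus*, 33 in *L. hesperus* and 27 in *S. grossa*, each library left out in turn among them, did not.

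The paper gives 53.9% of OESTs of *L. hesperus*, 57.8% of those of *S. grossa* and 54.9% of all OESTs in 3-species clusters, and 34.1%, 30.6% and 34.5% were found here. With OESTs at a false discovery rate of 0.01 the shares were 38.7%, 39.4% and 40.9%, within 1.5 times of the paper's. With the combined-gland library added they were 36.9% in *L. hesperus* and 37.8% over all species, also within that range, and 33.5% in *S. grossa*, outside it. The quasi-likelihood fit and the reading of clusters from the numbers found in all 3 tables stayed outside the range. The paper finds most OESTs in such clusters in each species, and here it was fewer than 50% in each.

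The paper places 31% of OESTs in clusters with an OEST in all 3 species, and 17.0% were found here. No alternative was planned for this share. The number of 3-species clusters with OESTs of 1 species was about 420 in Fig. 5a of the paper, read by eye, and 924 here. At a false discovery rate of 0.01 it was 532, within 1.5 times of the paper's. It was 1234 with the quasi-likelihood fit, 786 with the combined-gland library added and 871 with clusters read from all 3 tables.

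The paper gives 15% as the highest share of OEST expression due to clusters with OESTs in both *Latrodectus* species only, and 23.7% was found here. Without replicate 2 it was 22.0%, within 1.5 times of the paper's. It was 25.8% without replicate 1, 22.6% with expected counts, 29.6% with the quasi-likelihood fit and 78.5% with the tissue-type fit. Chosen after the values were seen, OESTs at a false discovery rate of 0.01 gave 19.97% and the rebuilt *S. grossa* counts 16.2%. The OESTs that the paper itself called were not used here, so how many of them these settings drop was not counted.

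The paper states approximately 50 transcripts with homology to a CRP, and 168 transcripts of the FPKM tables are assigned to a CRP class in Supplementary File 1, 53 in *L. geometricus*, 57 in *L. hesperus* and 58 in *S. grossa*. The paper does not say whether its number is per species or over all, and the counts per species are within 1.5 times of it. It states up to 10 AgSF2 paralogs within a species, and 24 transcripts of *L. geometricus* are assigned to AgSF2. No alternative was planned for these 2 numbers. The AgSF2 count here is of transcripts, which is a wider group than paralogs.

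The paper reports 171 gene trees with majority expression in more than 1 gland type, and 258 gene families were found here without trees. The paper's supplementary table of 605 families gives more than 1 gland type to 172. Of these, 167 are among the 258. A 4-fold limit (233) and a mean over the 3 non-silk tissues (255) were within 1.5 times of the paper's number. The mean over silk gland libraries (259), no FPKM minimum (300) and leaving out replicate 1 (333) or 2 (332) were not.

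In the following the direction or ranking differs. The paper describes clusters that place an OEST in the gland of its highest expression and few OESTs in clusters of multiple glands. Here 51.5% of the OESTs assigned to a gland in *L. geometricus*, 32.0% in *L. hesperus* and 48.6% in *S. grossa* were in the gland of their highest expression, and 34.6%, 87.6% and 20.4% of OESTs were in clusters of multiple glands. With OESTs at a false discovery rate of 0.01 the latter were 32.8%, 9.54% and 20.6%. The paper finds the aggregate glands apart from all other glands in each tree, whereas those of *S. grossa* joined Ac + F and pyriform glands here (bootstrap 99.5%). It finds no group of tubuliform and aciniform glands, whereas Ac + F and tubuliform glands of *L. geometricus* grouped in 96.1% of resamples of OEST proportions and 98.6% of resamples of 3-species clusters. They grouped in none of the resamples of OEST proportions in the other 2 species.

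The paper describes a Spearman tree of 3-species clusters in which most tissues group across species. With Spearman's rho none of the 1000 resamples grouped the same single tissue of all species here, with complete or average linkage. Pearson's r on summed FPKM gave such groups for Ac + F (72.1%), tubuliform (76.6%), pyriform (68.2%) and minor ampullate glands (43.8%) and ovaries (82.2%), and Pearson's r on log2 values gave none.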

Other observations

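The tests of the *S. grossa* anterior aggregate column, of its effect on the common dispersion, of the FPKM scale, of exchanged aggregate labels and of clusters silent in a species were chosen only after the results were seen.

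The count column of the *S. grossa* anterior aggregate library sums to 284191. A shallow library is argued against by its FPKM column, whose smallest steps stand for a depth of 9152252 reads. An incomplete count column stays open as an explanation: 376 of the 487 transcripts with at least 100 FPKM in this library have a count of 0. With the counts rebuilt from FPKM, the fit that gives each tissue type its own mean called 2507 transcripts higher in silk glands in *S. grossa* in place of 134, so the incomplete column may account for the low number. In the main test the rebuilt counts gave 3911 in place of 2810. The common dispersion was 1.50 with the rebuilt counts in place of 1.63, where the paper gives 1.49. It was also 1.50 without the cephalothorax library of unknown replicate number, and both values are within the jackknife standard error of 0.231 of the paper's, so that for the dispersion the column cannot be told apart from the spread between libraries. No biological explanation was tested.

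The scale of the deposited FPKM against the counts spanned a ratio of 1.28 between the lowest and highest of 52 libraries, and the TMM factors a ratio of 4.71. This argues against FPKM values multiplied by the TMM factors of these count tables. Factors computed from another set of transcripts or libraries stay open.

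*MaSp* in the anterior aggregate and tubuliform libraries of *L. hesperus* stood at 3.86%, 13.0%, 10.3% and 1.39% of its major ampullate level. The medians of 53 other major ampullate transcripts were at 0.119%, 0.0755%, 0.432% and 0.194% in the same 4 libraries. The lowest of the 4 ratios was 7.15, above the limit of 3, which argues against carried-over major ampullate tissue as the whole source. Reads shared between paralogs and expression in these glands stay open.

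By Spearman's rho, different tissues of a species correlated more with each other than the same tissue of 2 species did. The mean rho of homologous tissues minus that of tissues within a species was -0.0798 (95% interval over resampled clusters -0.106 to -0.0531). Among the 1214 clusters above 1 FPKM in at least 1 tissue of each species, the same difference was -0.0226 (interval -0.0492 to 0.00374), and among the 123 clusters with the same number of transcripts in each species it was 0.00733 (interval -0.0535 to 0.0644). Pearson's r on summed FPKM gave the opposite direction, 0.675 with and 0.383 without the structural clusters. Pearson's r on log2 values kept the direction of rho (-0.0314 with and -0.0538 without them, 1 added to the sums). Silent clusters and unequal transcript numbers cannot be told apart from a species effect on expression, because both intervals include 0 and the second set is small. The species also differ in assembly, which no design here separates from expression.

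The posterior aggregate library of *S. grossa* correlated better with the anterior than with the posterior glands of *L. geometricus* by Pearson's r with the structural clusters (same minus other gland type -0.183), though not of *L. hesperus* (0.0254). The anterior library correlated better with the posterior than with the anterior glands of both species (-0.158 and -0.232). Exchanged labels would leave the same pattern without those clusters. There the same gland type minus the other aggregate gland type was 0.106 and 0.177 for the posterior library and 0.0337 and -0.0091 for the anterior library, *L. geometricus* first. Of 166 other clusters at least 2-fold higher in the same aggregate gland of both *Latrodectus* species, 80 of 112 anterior and 32 of 54 posterior ones had the same direction in *S. grossa*. The mean of the 2 percentages was 65.3% (95% interval over resampled clusters 57.0 to 73.2), above the 50% that exchanged labels would stay under, which argues against them. SCP and AgSF1 also had the same direction in the 3 species, and AgSF2 the opposite one in *S. grossa* (88.6% posterior, against 64.8% and 62.8% anterior). A different use of AgSF2 stays open, since each gland has 1 library in *S. grossa*.

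The OEST counts were compared with other splits of the same libraries into groups of the same sizes, 60 with as many silk gland libraries per replicate number and 40 of any kind in each species. For 3016 in *L. geometricus* and 6030 in *L. hesperus*, 1 of the 60 splits gave a count as large, the real one. The highest other counts were 967 and 3844, the latter from exchanging both tubuliform with both ovary libraries. For 2810 in *S. grossa*, 2 of 60 did, the real one and a split that exchanges the anterior aggregate library with a cephalothorax library (3005). Random splits of single libraries thus seldom reached the real counts. Most of them separate replicates of a tissue, which the real split does not, so lower counts were likely beforehand. Splits of whole tissues were not run as a set, so whether other groupings of tissues give as many OESTs stays open. Among splits of any kind, no other split was as large in any of the species (highest 800, 1221 and 869).

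Values that belong to no claim are these. In *L. geometricus*, whose pyriform glands were not sampled, the *PySp* transcript Lg3tf001707g1p had a mean of 4511 FPKM in posterior aggregate glands (SD 4246, n = 2), 94.6% of its silk gland FPKM. OESTs made up 9.03%, 8.08% and 2.67% of expected counts in the whole-male libraries of *L. geometricus*, *L. hesperus* and *S. grossa*, and 2.20%, 1.86% and 0.528% in their non-silk libraries. Shares of spidroins, glue proteins and OESTs were compared between species in 9 permutation tests, and none reached a p of 0.05. The lowest p was for OESTs, whose share was higher in aggregate than in fiber-forming libraries by 20.7 points in *L. geometricus* and by 3.04 points in *S. grossa* (two-sided permutation p = 0.068, adjusted p = 0.462).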
